# A regulatory network of Sox and Six transcription factors initiate a cell fate transformation during hearing regeneration in adult zebrafish

**DOI:** 10.1016/j.xgen.2022.100170

**Published:** 2022-08-22

**Authors:** Erin Jimenez, Claire C. Slevin, Wei Song, Zelin Chen, Stephen C. Frederickson, Derek Gildea, Weiwei Wu, Abdel G. Elkahloun, Ivan Ovcharenko, Shawn M. Burgess

**Keywords:** zebrafish, inner ear, regeneration, scRNA-seq, scATAC-seq, dedifferentiation

## Abstract

Using adult zebrafish inner ears as a model for sensorineural regeneration, we ablated the mechanosensory receptors and characterized the single-cell epigenome and transcriptome at consecutive time points during hair cell regeneration. We utilized deep learning on the regeneration-induced open chromatin sequences and identified cell-specific transcription factor (TF) motif patterns. Enhancer activity correlated with gene expression and identified potential gene regulatory networks. A pattern of overlapping Sox- and Six-family TF gene expression and binding motifs was detected, suggesting a combinatorial program of TFs driving regeneration and cell identity. Pseudotime analysis of single-cell transcriptomic data suggested that support cells within the sensory epithelium changed cell identity to a “progenitor” cell population that could differentiate into hair cells. We identified a 2.6 kb DNA enhancer upstream of the *sox2* promoter that, when deleted, showed a dominant phenotype that resulted in a hair-cell-regeneration-specific deficit in both the lateral line and adult inner ear.

## Highlights

• Integrated scRNA-seq and scATAC-seq of zebrafish inner ears during hearing regeneration
• Sox transcription factors trigger the regeneration response in the support cells
• Sox and Six factors cooperate spatially during hair cell differentiation
• An essential enhancer controls the precise timing of *sox2* expression during regeneration

## Introduction

The capacity to regenerate tissues after injury unevenly manifests across the vertebrate lineage.^1^ In most mammals, consistent cellular renewal is limited to certain cell types, such as skin, gut, and blood, while major tissue regeneration is even further restricted to a small number of organs, such as the liver. Damage to the mammalian inner ear sensory epithelium is irreversible and results in permanent hearing loss or vestibular defects. Interestingly, this is a feature that sets mammals apart from most other vertebrates who can continually produce new hair cells (HCs) throughout their lifetimes and/or can regenerate them in response to trauma.

The HCs are mechanosensory receptors used in the inner ear auditory and vestibular organs of all vertebrates and in the lateral line systems of aquatic vertebrates.^2^ In fish these organs are the saccule and utricle, respectively (Figure S1A).^3^ The saccule in fish primarily detects acoustic vibrations (amplified through the body instead of via an eardrum), while the utricle primarily functions as a gravitation sensor but has also shown some auditory potential.^2^^,^^4^ HCs similar to those that reside in the inner ear are also located on the skin in fish and amphibians in small structures called “neuromasts,” which reside in an organ normally referred to as the “lateral line.”^2^^,^^3^ Although lateral line HCs differ in morphology compared with the adult inner ear, the accessibility of the lateral line HCs on the skin surface has made them a popular *in vivo* model. However, more effort is justified in studying inner ear HC regeneration in fishes with the goal of restoring lost hearing in mammals.

Key genes in inner ear development can also have important roles in regeneration.^5^ However regeneration is distinct from embryonic development^6^ and recent genome-wide analyses suggest that, while regeneration programs may target many of the same genes, they may do so through distinct regulatory sequences:^7^^,^^8^ reviewed in Rodriguez et al.^9^ and Yang et al.^10^

Enhancer elements are critical in the control of development,^11^ and several groups have made connections between enhancer regulation and tissue regeneration programs. Injury-responsive or regeneration-associated enhancers that direct gene expression in injured tissues have been identified in the regenerating heart and fin of zebrafish.^7^^,^^9^^,^^12^, ^13^, ^14^, ^15^, ^16^, ^17^, ^18^, ^19^, ^20^ Comparative epigenomic profiling and single-cell genomics experiments have revealed species-specific and evolutionarily conserved genomic responses to regeneration in fish termed tissue regeneration enhancer elements (or TREEs).^7^^,^^13^^,^^21^ However, ablation of enhancers in these studies showed that, even though these enhancers respond to injury, they are generally not essential for normal regeneration.

Here, we profiled changes in chromatin accessibility (scATAC-seq) and gene expression single-cell 3′ RNA sequencing (scRNA-seq) during regeneration of the zebrafish inner ear at single-cell resolution. We showed the support cells (SCs) potentially transitioned into a “progenitor-like” state that differentiated into new HCs. We also identified a key regulator of *sox2* expression that, when deleted, the HCs developed normally, but HC regeneration after injury was significantly disrupted.

## Results

### scRNA-seq identifies different cell populations in the inner ear

We used Tg(*myo6b*:hDTR) transgenic zebrafish which permits conditional and selective ablation of HCs in the adult zebrafish inner ear.^22^ The Tg(*myo6b*:hDTR) transgenic expresses the human diphtheria toxin receptor (hDTR) gene under the control of the HC-specific *myo6b* promoter. Treatment of adult heterozygous Tg(*myo6b*:hDTR) zebrafish with an injection of diphtheria toxin (DT) leads to widespread ablation of HCs in the saccule and utricle 5 days post injection without ablating neighboring *sox2* positive supporting cells^22^ (Figure S1B). We characterized the gene expression profiles (scRNA-seq) and the map of accessible regions (scATAC-seq) associated with the response to HC ablation in adult zebrafish sensory epithelia. We dissected out saccules and utricles at three time points after ablation: days 4, 5, and 7 post-DT, and each sample was processed for either scRNA-seq or scATAC-seq experiments. Day 4 corresponded to maximal HC clearance after the apoptotic program had been initiated. Day 5 corresponded to when HCs remain absent, but regeneration has been clearly initiated. Day 7 corresponded to when HCs begin to repopulate sensory epithelia (Figures S1C and S1D). To control for the presence of the hDTR transgene and DT, untreated Tg(*myo6b*:hDTR) transgenic zebrafish, untreated wild-type fish, and wild-type DT-injected (day 4) zebrafish were used as non-regenerating controls. Subsequent single-cell analysis entailed pairwise comparisons between non-regenerating and regenerating sensory epithelia at each time point.

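Saccules and utricles of adult zebrafish aged 6 to 10 months were profiled as 12 10x libraries, 1 for each organ and condition. Tg(myo6b:hDTR) fish, called DTR here, were untreated or were taken 4, 5 or 7 days after an injection of diphtheria toxin (DT). Wild-type (WT) fish were untreated or were taken 4 days after DT. The 6 DTR libraries after DT are called regenerating and the other 6 non-regenerating. The files hold counts of unique molecular identifiers (UMIs) per gene and barcode, made by the authors with Cell Ranger on the zebrafish genome build danRer11. They give 3711 to 5752 barcodes per non-regenerating library (median 4784.5) and 5416 to 7333 per regenerating library (median 6072.5). The median UMI count per barcode was 756 to 855 in non-regenerating and 603 to 967 in regenerating libraries. Cells with 200 to 1000 detected genes and at most 5% mitochondrial UMIs were kept, after the paper's limits, which left 347 to 895 cells per non-regenerating library and 907 to 3796 per regenerating library. Cells were integrated across libraries and clustered with Seurat, leaving 238 genes out of the clustering, among them ribosomal protein, mitochondrial, heat shock, Sox and sine oculis homeobox genes and the regeneration genes the paper names. Clusters were named from marker lists written before the data were examined, and clusters of the same name were joined as SC-like, PC-like and HC-like cells. UMIs were then summed per library and class, so the library and not the cell was the replicate, and the sums were compared with edgeR's quasi-likelihood test with the organ as a term. P values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were counted as changed. The test needed at least 20 cells per library, which HC-like cells did not reach in the untreated WT saccule (16 cells) or the day 4 DT WT saccule (14 cells), so HC-like cells were compared between 6 regenerating and 4 non-regenerating libraries. No condition has more than 1 library per organ. The spread of the regenerating group therefore also holds differences between days, and that of the non-regenerating group differences between genotypes and DT treatment. Differences between organs enter the spread where the organ is not a term. All regenerating libraries are DTR and most of the non-regenerating libraries are WT, so a difference between genotypes can enter the comparison itself. The doublet caller scrublet marked 3 of 66236 barcodes, too few to count as a working call, and no doublets were removed.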

We generated 12 separate transcriptomic profiles on non-regenerating and regenerating inner ear tissues (saccule and utricle) using the 10x Chromium system for droplet-based scRNA-seq and quantified each dataset using the Cell Ranger 6.0.0 pipeline (10x Genomics). After filtering with Seurat,^23^^,^^24^ we integrated scRNA-seq datasets from all 12 samples for cell type clustering to identify cell types based on conserved gene expression and to demonstrate that all 12 samples cluster together into a harmonized atlas of the adult zebrafish inner ear sensory epithelia.^23^^,^^24^ Samples were assembled into an aggregate or “unified transcriptomic atlas” and unsupervised clustering partitioned 66,296 inner ear sensory epithelial cells (saccule and utricle combined) into discrete scRNA-seq cell populations (Figure 1A; Table S6). 

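The 12 libraries held 66236 barcodes with 73468331 UMIs over 27597 genes, and 15306 barcodes passed the limits on genes and mitochondrial UMIs. Clustering of these cells gave 15 clusters. HC-like cells made up clusters 0 (2117 cells) and 5 (1431 cells), PC-like cells clusters 1 (2011 cells) and 2 (1753 cells), and SC-like cells clusters 3 (1681 cells), 6 (911 cells) and 8 (844 cells). Mesenchyme and otic capsule-like cells formed cluster 7 (868 cells), leukocyte-like cells clusters 10 (566 cells) and 11 (369 cells), endothelium-like cells cluster 12 (299 cells) and glia and neuron-like cells cluster 14 (103 cells). Clusters 4 (1528 cells), 9 (675 cells) and 13 (150 cells) stayed unnamed: another class had more markers among the 10 leading genes of cluster 4, cluster 9 had 13 markers of PCs but none among its 10 leading genes, and cluster 13 had as many markers of another class. Cluster 4 held 8.86% ± 3.18 of the kept cells of regenerating and 11.5% ± 5.97 of non-regenerating libraries, and cluster 9 5.77% ± 1.59 and 2.23% ± 0.928 (SD, n = 6 and 6). Every named class but glia and neuron-like cells, found in 4 of 6 non-regenerating libraries, had cells in all 12 libraries. Cluster 5 drew 55.3% of its cells from the day 5 utricle. Wider limits of 2500 genes and 10% mitochondrial UMIs kept 45731 barcodes.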

We assigned cell type identities to clusters based on known expression of marker genes based on zebrafish transcriptome data from inner ear cells^25^ and single-cell transcriptome data from the larval lateral line.^26^^,^^27^

**Figure 1:**
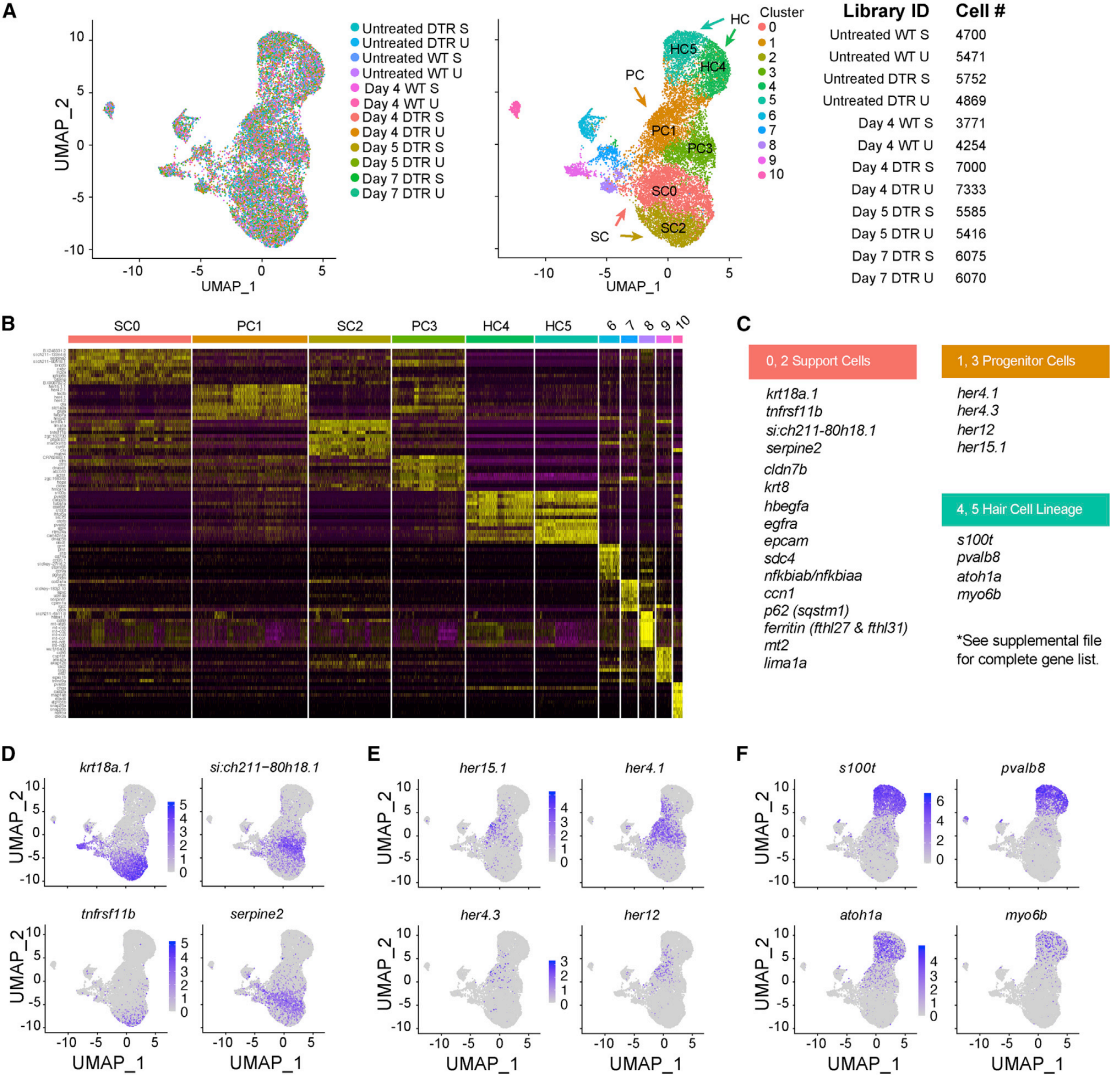
scRNA-seq of the auditory and vestibular epithelia identifies gene expression (A) Left: scRNA-seq UMAP of 15,443 single cells collected from 12 samples. Each dot represents a single cell and colors distinguish samples. Middle: cells were clustered and labeled based on known cell markers. A single, joint clustering detects 11 cell populations. Clusters 0 to 5 consist of cells that contribute to the sensory epithelium: support cells (SCs) are clusters 0 (SC0) and 2 (SC2); progenitor cells (PCs) are clusters 1 (PC1) and 3 (PC3); and hair cells (HC) are clusters 4 (HC4) and 5 (HC5). Right: identifiers and cell counts for samples collected for scRNA-seq. S, saccule; U, utricle; DTR, heterozygous Tg(*myo6b*:hDTR) transgenic zebrafish; Day, number of days after DT injection, for a total of 66,293 sampled cells. (B) Heatmap showing the relative expression levels of the top 10 differentially expressed genes (y axis) from each cluster (x axis). The cell population identity assigned to each cluster is indicated above each column and colors correspond to clusters in (B). (C) Table of top significant marker genes. (D–F) (D) UMAP plots of marker genes overrepresented in SCs, (E) PCs, and (F) HCs.

For each cell population we identified genes specifically expressed or highly enriched (Figure 1B). 

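The clusters were led by genes of known otic cell types, which are the genes that define them and not a separate finding. Cluster 0 of HC-like cells was led by lrrc73, tuba1a, sept5a and lin28a, and cluster 5 by pvalb9, tmc2b and gfi1aa, which encode a parvalbumin, a mechanotransduction channel subunit and a transcription factor. Cluster 1 of PC-like cells was led by the Notch ligand genes dla and dlb with marcksb and srrm4, and cluster 2 by tectb, rasd4 and cadm4. Clusters 3, 6 and 8 of SC-like cells were led by tnfrsf11b, matn4 and cldnc, by BX248331.2, gyg1b and otomp, and by ptgdsb.1, lrp2a and gpx3. Unnamed cluster 4 was led by ca6, dnase1 and stm, and unnamed cluster 9 by mki67, hes2.2 and top2a. Of the 31 HC markers, 18 were raised in cluster 0 and 25 in cluster 5. Of the 23 PC markers, 16 were raised in cluster 2 and 3, the fewest that the naming rule allows, in cluster 1. Of the 30 SC markers, 16, 13 and 13 were raised in clusters 3, 6 and 8.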

Using Seurat pre-processing and integration procedures,^28^ we selected genes that were variable between clusters. We assigned cell types closely related to HCs as: SCs and progenitor cells (PCs). We detected two populations of SCs: cluster 0 (SC0) and cluster 2 (SC2). 

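In SC-like cells, all 4 markers stood above both other classes of the sensory epithelium. The keratin gene krt18a.1 was lower in PC-like than in SC-like cells (log2 fold change −4.35, standard error 0.34, adjusted p = 6.0e-07 from edgeR's quasi-likelihood test, n = 12 libraries per class) and lower again in HC-like cells (log2 fold change −6.26 against SC-like cells, adjusted p = 1.1e-17, n = 10 HC-like libraries). The decoy receptor gene tnfrsf11b fell by 3.68 on the log2 scale in PC-like and by 6.27 in HC-like cells (standard errors 0.46 and 0.48, adjusted p = 2.7e-05 and 4.7e-12). The serine protease inhibitor gene serpine2 differed by −3.04 in PC-like and −5.04 in HC-like cells (adjusted p = 3.3e-20 and 1.5e-08). The corresponding log2 fold changes of si:ch211-80h18.1 were −2.98 and −3.93 (adjusted p = 1.5e-04 and 6.8e-05). These genes are among the markers by which SC-like cells were named, so the contrasts describe the classes and do not test them. Among the 3 SC-like clusters, krt18a.1 and tnfrsf11b were among the 10 leading genes of cluster 3 and si:ch211-80h18.1 of cluster 6. The last gene also stood among the 10 leading genes of unnamed cluster 4.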

Cluster 0 (SC0) showed significant enrichment for the markers *si:ch211-80h18.1* and *serpine2*, while cluster 2 (SC2) showed enrichment for the markers *krt18a.1* and *tnfrsf11b* (Figure 1D). 

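PC-like cells had far higher levels of 3 Notch pathway genes than SC-like cells. The repressor gene her4.1 was higher by 3.88 on the log2 scale (standard error 0.26, adjusted p = 2.3e-08 from edgeR's quasi-likelihood test, n = 12 libraries per class), and the Notch ligand gene dla by 3.97 (standard error 0.18, adjusted p = 7.0e-22). The files list her15.1, another repressor gene of the family, under 2 gene IDs; the first, ENSDARG00000054560, was higher by 3.47 (adjusted p = 2.7e-16) and the second, ENSDARG00000054562, by 3.39 (adjusted p = 4.6e-09). Reads from near-identical copies such as these and the her4 genes can be split or lost in counting, so their single values are uncertain. Against PC-like cells, HC-like cells were lower in her4.1 (log2 fold change −3.53, adjusted p = 3.8e-20) and in dla (−1.66, adjusted p = 9.3e-08). In the non-regenerating libraries alone, the difference in dla between these classes was −0.29 (adjusted p = 0.49). The 3 genes are among the markers by which PC-like cells were named.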

We observed a distinct intermediate population of PCs which expressed *her4.1*, *her15.1*, and *dla* (Figure 1E). The PCs belong to clusters 1 (PC1) and 3 (PC3). This population of cells included both cycling (PC1) and non-cycling cells (PC3). 

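The 2 PC-like clusters did not differ in transcripts of dividing cells, which stood in an unnamed cluster beside them. Genes of the cell cycle list made up 0.151% ± 0.0289 of the UMIs of PC-like cluster 1 and 0.159% ± 0.0272 of those of cluster 2 (SD, n = 11 libraries with at least 20 cells in both, exact permutation test over paired libraries, two-sided, p = 0.27). Unnamed cluster 9, whose leading genes include mki67, top2a, tpx2 and aspm, which encode a proliferation antigen, a topoisomerase and a pair of spindle proteins, held 0.733% ± 0.0742, above cluster 1 at 0.172% and cluster 2 at 0.176% in each of the 6 libraries with enough cells, all regenerating (exact p = 0.031, the smallest p that 6 pairs allow). This test was added after the data were seen, and cell cycle genes helped to form cluster 9, so its difference describes it. Cluster 9 had 13 raised markers of PCs and was left out of the PC-like class because none led it. At resolution 1.0, the 2 PC-like clusters held 0.159% and 0.151% (exact p = 0.26, n = 11). Clusters 1 and 2 differed by −0.00444 points in regenerating (exact p = 0.53) and −0.0124 points in non-regenerating libraries (exact p = 0.38, n = 5). When the random seed of the clustering was changed to 2 or 3, the cluster led by mki67 was named PC-like. The paper states that its PCs held cycling and non-cycling cells.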

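HC-like cells stood above the other classes of the epithelium in all 3 genes. The transcription factor gene atoh1a, which specifies HCs, was higher in HC-like than in PC-like cells (log2 fold change 2.18, standard error 0.18, adjusted p = 2.1e-15 from edgeR's quasi-likelihood test, n = 10 libraries with both classes) and higher in PC-like than in SC-like cells (log2 fold change 3.53, adjusted p = 1.7e-16). The S100 calcium-binding protein gene s100t was higher in HC-like than in PC-like cells by 6.18 on the log2 scale (standard error 0.24, adjusted p = 9.7e-27) and did not differ past the threshold between PC-like and SC-like cells (log2 fold change 0.64, adjusted p = 0.22). In non-regenerating libraries alone it was higher in PC-like than in SC-like cells (2, adjusted p = 0.017). The parvalbumin gene pvalb8 was higher in HC-like than in SC-like cells by 7.18 (standard error 0.28, adjusted p = 7.1e-22) and in HC-like than in PC-like cells by 6.07 (adjusted p = 3.7e-05). In non-regenerating libraries alone, the difference from PC-like cells was 2.64 (adjusted p = 0.13). These 3 genes were kept out of the clustering but are among the markers by which HC-like cells were named.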

Clusters 4 (HC4) and 5 (HC5) encompassed the HCs and expressed the *atoh1a*, *s100t*, and *pvalb8* genes (Figure 1F). No other cell cluster expressed HC lineage genes. 

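In the 6 regenerating libraries, HC-like cells held 9608 ± 3583 CPM (UMIs of a gene scaled to the total of the class and library, without the TMM factors used beside edgeR's results, SD, n = 6 libraries) of s100t, and 79.8% of them had a UMI of the gene. The share was 5.24% in SC-like, 5.72% in PC-like, 3.85% in leukocyte-like and 5.73% in mesenchyme-like cells, at median depths of 1496, 976, 1127 and 799 UMIs per cell, against 1175 in HC-like cells. Leukocytes should lack these genes, so their share gives a level that free RNA can reach. After every cell was thinned to 400 UMIs, the shares with s100t were 69.5% in HC-like, 1.85% in SC-like, 2.61% in PC-like and 2.23% in leukocyte-like cells, leaving out 8, 11, 25 and 1 shallower cells. For myo6b, which encodes an unconventional myosin of HCs, they were 10%, 0.146% and 1.19% in HC-like, SC-like and PC-like cells and 0% in leukocyte-like cells, against 26.4%, 0.661%, 3.84% and 0.136% before thinning. The HC transcription factor gene atoh1a stood at 1111 ± 122 CPM in HC-like, 228 ± 40.1 CPM in PC-like, 20.3 ± 9.86 CPM in SC-like and 16.11 ± 10.7 CPM in leukocyte-like cells. Its share of thinned cells was 7.97% in PC-like and 0.770% in leukocyte-like cells (18.3% and 1.5% unthinned), so PC-like cells lay above the leukocyte-like level. SC-like cells, at 0.535% (2.21% unthinned), did not. Endothelium-like cells, which should lack the gene as well, stood at 91.5 ± 95.7 CPM, with 4.69% ± 6.66 of thinned cells (6.75% unthinned, 9 of 165 cells). These few cells leave open how far the level of free RNA reaches towards that of PC-like cells. In the unnamed clusters atoh1a reached 214 ± 60 CPM. The parvalbumin gene pvalb8 was found in 52.2% of HC-like, 2.05% of PC-like, 1.04% of SC-like and 1.86% of leukocyte-like cells after thinning (63.7%, 5.52%, 3.52% and 3.42% before), and in 2.21% of endothelium-like cells (8.60% before). It stood highest in the small cluster of glia and neuron-like cells, at 12981 ± 3869 CPM, with a UMI in 67 of 86 cells.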

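Ribosomal protein genes made up 31.4% ± 2.52 of the UMIs of HC-like cluster 0 and 14.5% ± 2.51 of those of HC-like cluster 5 (SD, n = 6 regenerating libraries with at least 20 cells in both). The share was higher in cluster 0 in 6 of 6 libraries (exact permutation test over paired libraries, two-sided, p = 0.031, the smallest p that 6 pairs allow). Of 84 ribosomal protein genes tested between the clusters, 79 were higher in cluster 0 and 4 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test with the library as a block. The large-subunit gene rpl17 was higher by 2.26 on the log2 scale (standard error 0.0809, adjusted p = 2.1e-30), and rpsa, of the small subunit, by 1.98 (standard error 0.0839, adjusted p = 1.8e-27). These genes were kept out of the clustering, so they did not form the clusters. At resolution 1.0, which gave 4 HC-like clusters, the share ran from 14% to 30.9% among them. Cluster 0 is called young and cluster 5 mature in what follows, after the paper's criterion. Cluster 0 also held 95.3% of the HC-like cells of non-regenerating and 57.2% of those of regenerating libraries, with 4.72% and 42.8% in cluster 5, so the name young describes its ribosomal share and not the age of its cells. Over all genes, 2197 of 3910 tested differed between them, 1081 higher and 1116 lower in the young cluster.

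**Figure D1:**
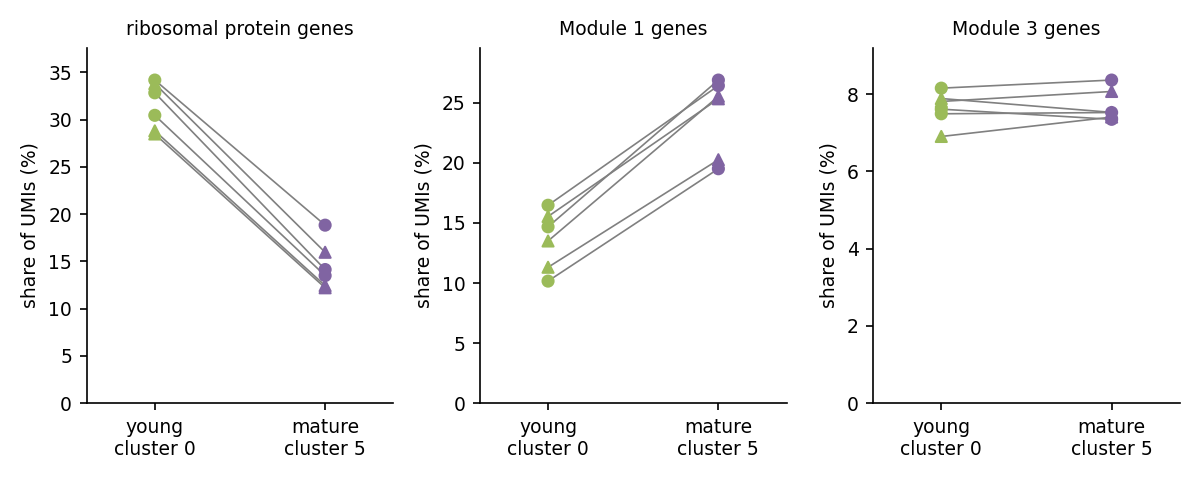
Share of UMIs (%) from ribosomal protein genes, Module 1 genes and Module 3 genes in young and mature HC-like cells. Each line joins the clusters of 1 regenerating library (circles saccule, triangles utricle, n = 6). Ribosomal protein genes fall from a mean of 31.4% to 14.5%, Module 1 genes rise from 13.6% to 24.0%, and Module 3 genes go from 7.65% to 7.71%.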

Cluster 4 (HC4) was identified as young HCs because this cluster showed significant enrichment for the marker *rpl*, and GO analysis on genes showed enrichment for translation and ribosome assembly while cluster 5 (HC5) did not. 

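The genes pvalb8, s100s and s100t, which encode calcium-binding proteins, were higher in the mature cluster. Young against mature, pvalb8 was lower by 1.23 on the log2 scale (log2 fold change −1.23, standard error 0.26, adjusted p = 0.0092 from edgeR, n = 6 regenerating libraries), s100s had a log2 fold change of −1.01 (adjusted p = 5.3e-15) and s100t of −0.95 (adjusted p = 3.6e-07). At resolution 1.0, pvalb8 and cabp2b were among the 10 leading genes of the HC-like cluster with the highest ribosomal share. The HC transcription factor genes six1a (log2 fold change −0.85, adjusted p = 3.1e-07) and pou4f1 (log2 fold change −0.73, adjusted p = 2.4e-04) were also lower in the young cluster, and the myosin gene myo6b did not differ past the threshold (log2 fold change 0.13, adjusted p = 0.42). These 6 genes were kept out of the clustering. Of the 28 HC markers tested, 18 were lower and 3 higher in the young cluster, and of 17 genes of the hair bundle and mechanotransduction 9 were lower and 1 higher. Their members pvalb9 (log2 fold change −2.58, adjusted p = 9.8e-16), otofa, which encodes the otoferlin of the ribbon synapse (log2 fold change −3.96, adjusted p = 1.3e-23), and the transduction channel gene tmc2b (log2 fold change −2.75, adjusted p = 7.8e-23) helped to form the clusters, so their differences describe the clusters.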

Since synthesis of ribosomal proteins is shut down in mature HCs of the neuromast in the lateral line, cluster 5 (HC5) was identified as mature HCs.^25^ Cells in all other clusters represented multiple non-sensory cell populations, such as immune cells, that do not directly contribute to HCs and these were excluded from downstream analyses regardless of whether they responded to HC injury.

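Outside the sensory epithelium, mesenchyme and otic capsule-like cells made up 4.07% ± 3.45 of kept cells in regenerating and 12.7% ± 11 in non-regenerating libraries (SD, n = 6 and 6). Leukocyte-like cells made up 7.65% ± 4.21 and 5.57% ± 2.90, and endothelium-like cells 1.96% ± 1.87 and 2.97% ± 2.83. Glia and neuron-like cells made up 0.795% ± 0.324 of regenerating libraries and 0.673% ± 0.212 of the 4 non-regenerating libraries in which they were found. These shares were not tested. They move with the shares of the other classes, and the limits of 1000 genes and 5% mitochondrial UMIs can set them.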

### Adult inner ear cells are transcriptionally distinct from larval lateral line cells

The zebrafish lateral line has frequently been used as a model for HC regeneration, so we examined how much overlap the two organs showed in terms of the regenerative program. Adult inner ear sensory epithelia demonstrated distinct differences from previously fluorescence-activated cell sorting-purified larval lateral line neuromasts (Figure S2; Table S1).^27^ There was strong separation of cell clusters and limited mixing of cells within clusters (Figures S2A and S2B). Figure S2C highlights the distinct gene expression profile of SCs, PCs, and HCs of adult inner ear. The results are consistent with significant transcriptional differences in cells between larval neuromasts and adult inner ears (Figure S2D).

### Similarities between gene expression in the saccule and utricle of the zebrafish inner ear

We compared saccule and utricle scRNA-seq experiments to identify cell types that are unique or shared between these two organs, to obtain conserved cell type markers and to also find cell-type-specific responses in regenerating sensory epithelia (Figure S3; Tables S2 and S3).^28^ Despite different morphological profiles,^4^^,^^29^ saccule and utricle sensory and non-sensory cells are transcriptionally similar and cluster tightly together (Figure S3A; Table S2). 

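In the 6 non-regenerating libraries, few genes were called between the organs. PC-like cells numbered 55 to 141 per library here, against 210 to 1033 in regenerating libraries, so their counts of called genes cannot be compared directly. In SC-like cells the axon guidance gene sema3e was higher in the saccule by 5.33 on the log2 scale (standard error 0.77, adjusted p = 9.8e-04 from edgeR's quasi-likelihood test, n = 3 saccule and 3 utricle libraries; 101 UMIs against 1, ratio 44.3, 95% counting interval 7.77 to 1767), as were the extracellular matrix gene ecm1a (133 against 0 UMIs, at least 19.4-fold, adjusted p = 2.1e-04), the preproinsulin gene insb (4.86, adjusted p = 0.0041, 77 against 1 UMIs, ratio 33.8, 95% counting interval 5.89 to 1351), the forkhead gene foxq1a (4.39, adjusted p = 0.015, 64 against 1 UMIs, ratio 28.1, 95% counting interval 4.86 to 1126) and the serine protease gene htra1a (4.33, adjusted p = 6.7e-05). Higher in the utricle were si:dkey-33m11.7 (−3.61, adjusted p = 0.0051), the small heat shock gene hspb6 (−3.56, adjusted p = 0.0017), the bicarbonate transporter gene slc4a4a (−2.69, adjusted p = 0.0017), the transcription factor gene ebf3a (−2.52, adjusted p = 0.0072) and the homeobox gene hmx2 (−2.30, adjusted p = 0.046). Over libraries left out singly, the call was lost for insb without the day 4 DT WT saccule (0.080), foxq1a without the day 4 DT WT saccule (0.20) or day 4 DT WT utricle (0.059) and ebf3a without the day 4 DT WT saccule (0.13) or day 4 DT WT utricle (0.24) (adjusted p in parentheses). For hmx2 it went without the untreated WT utricle (0.088), day 4 DT WT saccule (0.63) or day 4 DT WT utricle (0.98). The log2 fold change moved for foxq1a to 6.68 without the untreated DTR utricle and si:dkey-33m11.7 to −5.68 without the day 4 DT WT saccule and −5.76 without the day 4 DT WT utricle. DESeq2's filter on low counts set aside these genes but htra1a. At-least folds take 3 UMIs as the most that 0 can hide over the libraries of a group, and counting intervals leave out the spread between libraries. In PC-like cells 4 genes changed, and all are given here: vipb, which encodes a vasoactive intestinal peptide (85 against 0 UMIs, at least 42.1-fold, adjusted p = 0.0048), and the matrix gene ucmaa (51 against 0 UMIs, at least 25.2-fold, adjusted p = 0.034) were higher in the saccule. Higher in the utricle were zpld1a, a gene of the cupula matrix (−5.45, adjusted p = 0.0048, 2 against 147 UMIs, ratio 49.5, 95% counting interval 13.5 to 413), and CR762483.1 (−1.64, adjusted p = 0.011) in the utricle. Without 1 library the log2 fold change moved for zpld1a to −8.51 without the day 4 DT WT saccule and −8.41 without the day 4 DT WT utricle. DESeq2's filter on low counts set aside ucmaa.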

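The saccule and the utricle differed in 82 of 3602 genes tested in SC-like cells (49 higher in the saccule, 33 higher in the utricle) and in 4 of 1420 in PC-like cells (2 and 2). HC-like cells had too few cells in 2 of the 3 saccule libraries for this test. The counts moved with single libraries: that of SC-like cells was 164 without the untreated WT saccule, 155 without the untreated WT utricle, 43 without the day 4 DT WT saccule and 49 without the day 4 DT WT utricle. That of PC-like cells was 20 without the untreated WT saccule, 17 without the untreated WT utricle, 16 without the day 4 DT WT saccule, 14 without the day 4 DT WT utricle, 28 without the untreated DTR saccule and 16 without the untreated DTR utricle. DESeq2 called 27 of the 1437 genes its filter on low counts kept in SC-like cells, and 11 of 1172 in PC-like cells. Without a filter on low counts, 113 genes in SC-like and 17 in PC-like cells passed. When the 6 PC-like libraries were split into 3 and 3 in all 10 ways, 3 splits, the real one among them, gave at least as many genes.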

We tested if there were significant differences between regenerating saccule and utricle scRNA-seq experiments to determine if there was a divergence in the regeneration programs of the auditory and vestibular sensory epithelia (Figure S3B; Table S3). 

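In the 6 regenerating libraries, the organs differed in gene expression in each class. In HC-like cells nr2f1a, which encodes a nuclear receptor, was higher in the saccule by 6.50 on the log2 scale (standard error 0.46, adjusted p = 8.2e-10 from edgeR's quasi-likelihood test, n = 3 and 3 libraries; 122 UMIs against 2, ratio 109, 95% counting interval 29.5 to 909), as were irx5a (3.11, adjusted p = 1.5e-06), gata3 (2.94, adjusted p = 1.6e-09), prdm1a (2.46, adjusted p = 3.3e-06) and tbx1 (2.17, adjusted p = 1.8e-06). The T-box gene tbx3a was higher in the utricle (198 against 0 UMIs, at least 37-fold, adjusted p = 3.4e-08), as were the calcium-binding protein gene cabp5b (−4.02, adjusted p = 4.0e-08), the homeobox gene dlx6a (−3.65, adjusted p = 8.2e-06), hmx3a (−3.38, adjusted p = 3.4e-08) and si:dkeyp-72e1.9 (−3.37, adjusted p = 1.9e-04). With 1 library left out, the call no longer held for irx5a without the day 5 saccule (0.077), prdm1a without the day 5 saccule (0.16) and si:dkeyp-72e1.9 without the day 5 saccule (log2 fold change −1.95, 0.34) or day 5 utricle (log2 fold change −2.01, 0.64) (adjusted p in parentheses). DESeq2's filter on low counts set aside all 10 genes. The organs differed in 270 of 5453 genes tested in HC-like cells (123 higher in the saccule, 147 in the utricle). This count rested on day 5: it was 460 without the day 4 saccule, 436 without the day 4 utricle, 45 without the day 5 saccule, 49 without the day 5 utricle and 174 without the day 7 utricle. DESeq2 called 49 of the 1224 genes its filter on low counts kept.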

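In PC-like cells, the LIM homeobox gene lmx1bb (6.61, adjusted p = 2.6e-11, 92 against 1 UMIs, ratio 133, 95% counting interval 23.3 to 5316), vipb (5.23, adjusted p = 1.2e-08, 61 against 2 UMIs, ratio 44.1, 95% counting interval 11.71 to 373), nr2f1a (5.04, adjusted p = 1.7e-09, 75 against 3 UMIs, ratio 36.2, 95% counting interval 11.9 to 179), the diacylglycerol kinase gene dgkza (2.91, adjusted p = 2.3e-09) and si:ch211-5k11.8 (2.81, adjusted p = 8.9e-10) were higher in the saccule (log2 fold changes from edgeR). Higher in the utricle were tbx3a (113 against 0 UMIs, at least 26.0-fold, adjusted p = 1.4e-09), BX908782.2 (−3.34, adjusted p = 2.6e-08), hmx3a (−2.73, adjusted p = 6.8e-09), zpld1a (−2.34, adjusted p = 2.0e-08) and si:ch211-80h18.1 (−2.10, adjusted p = 1.3e-10). A left-out library shifted the log2 fold change for si:ch211-5k11.8 to 1.74 without the day 4 saccule and 1.74 without the day 4 utricle. DESeq2's filter on low counts set aside these genes but si:ch211-5k11.8 and si:ch211-80h18.1. In total 330 of 4975 genes tested differed (172 higher in the saccule and 158 lower), and the count was 215 without the day 4 saccule and 218 without the day 4 utricle. In SC-like cells, the solute carrier gene slc9a3.1 (5.64, adjusted p = 2.9e-06, 59 against 1 UMIs, ratio 77.6, 95% counting interval 13.4 to 3115), the transporter gene slc5a8l (5.64, adjusted p = 6.8e-06, 50 against 1 UMIs, ratio 65.7, 95% counting interval 11.3 to 2648), c1qtnf5 (5.64, adjusted p = 5.1e-06, 53 against 1 UMIs, ratio 69.7, 95% counting interval 12 to 2804), the G protein regulator gene rgs5a (4.28, adjusted p = 3.6e-06) and the complement gene cfp (4.03, adjusted p = 9.8e-08) were higher in the saccule. Higher in the utricle were si:dkey-33m11.7 (−4.46, adjusted p = 1.2e-07), dlx1a (−3.69, adjusted p = 3.2e-05), the neuropeptide gene npb (−3.08, adjusted p = 5.1e-05), hmx2 (−2.52, adjusted p = 2.0e-04) and the cytokine gene csf3b (−2.46, adjusted p = 3.8e-04) in the utricle. Not past the threshold once 1 library was left out were slc5a8l without the day 5 saccule (0.084) (adjusted p in parentheses). In total 603 of 4545 genes differed (305 and 298), and the count was 173 without the day 5 saccule, 227 without the day 5 utricle, 375 without the day 7 saccule and 397 without the day 7 utricle. DESeq2 called 111 of the 1117 genes its filter on low counts kept in PC-like and 231 of 3664 in SC-like cells, and 427 passed in SC-like cells without a filter on low counts.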

We looked broadly at changes in gene expression between regenerating saccule and utricle cell types and found very few genes that differ (Figure S3C; Table S4). We found that gene expression changes are largely conserved between datasets for the three major cell populations that contribute to HC regeneration: SCs, PCs, and HCs (Figure S3C; Table S5).

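A test of whether the change with regeneration differed between the organs called 2 genes. In PC-like cells, the matricellular gene ctgfa fell in the saccule, from 247 to 40.5 CPM, and not in the utricle, from 136 to 139 CPM (interaction −2.63 on the log2 scale, standard error 0.42, adjusted p = 0.0062 from edgeR's quasi-likelihood test). ctgfa was not past the threshold without the day 5 saccule (adjusted p = 0.059). In HC-like cells tshba, which encodes a thyrotropin subunit, had an interaction of −12.2 (adjusted p = 0.017), which rests on 1 non-regenerating saccule library, at 2803 CPM. tshba was not past the threshold without the untreated DTR utricle (adjusted p = 0.085), day 5 saccule (adjusted p = 0.15), day 5 utricle (adjusted p = 1.00) or day 7 utricle (adjusted p = 0.31). With so few calls, both genes are given, chosen after their values were seen. For SC-like cells edgeR called 0 of 4352 genes, with 204 at an unadjusted p under 0.05, and no other tool was run on the interaction. Of 2940 genes in PC-like and 4949 in HC-like cells, 1 and 1 were called. Leaving out 1 library, the count in PC-like cells was 2 without the untreated WT saccule, 2 without the day 4 DT WT utricle, 2 without the untreated DTR saccule, 0 without the day 5 saccule and 2 without the day 5 utricle. In HC-like cells it was 2 without the untreated WT utricle, 0 without the untreated DTR utricle, 2 without the day 4 saccule, 0 without the day 5 saccule, 0 without the day 5 utricle and 0 without the day 7 utricle, and in SC-like cells 1 without the day 4 DT WT saccule.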

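Over all 12 libraries, with the condition as a block, saccule SC-like cells held more of rgs5a (4.58, adjusted p = 1.8e-08), htra1a (3.88, adjusted p = 4.3e-11) and cfp (3.56, adjusted p = 4.6e-07) (log2 fold changes from edgeR), and utricle SC-like cells more of si:dkey-33m11.7 (−4.02, adjusted p = 1.6e-07), hspb6 (−2.74, adjusted p = 5.8e-06), hmx2 (−2.43, adjusted p = 2.7e-06), slc4a4a (−2.10, adjusted p = 1.2e-06) and ninj2 (−2.01, adjusted p = 1.7e-06). In PC-like cells vipb (6.23, adjusted p = 4.8e-10, 146 against 2 UMIs, ratio 106, 95% counting interval 28.9 to 885), lmx1bb (5.88, adjusted p = 3.5e-08, 111 against 2 UMIs, ratio 80.7, 95% counting interval 21.8 to 675), ucmaa (3.85, adjusted p = 2.0e-04) and the cadherin gene cdhr1a (2.60, adjusted p = 5.8e-06) were higher in the saccule. Higher in the utricle were tbx3a (131 against 0 UMIs, at least 30-fold, adjusted p = 3.0e-06), zpld1a (−2.95, adjusted p = 8.3e-04), hmx3a (−2.46, adjusted p = 3.1e-06), the cobalamin carrier gene tcnbb (−2.29, adjusted p = 9.4e-04) and the growth factor gene igf2a (−2.13, adjusted p = 2.9e-04) in the utricle. Set aside by DESeq2's filter on low counts were lmx1bb, ucmaa, cdhr1a, tbx3a, hmx3a and igf2a. In HC-like cells tshba (6.36, adjusted p = 0.0015, 203 against 3 UMIs, ratio 124, 95% counting interval 41.9 to 607), irx5a (3.06, adjusted p = 4.4e-08), gata3 (2.99, adjusted p = 1.5e-14) and tbx1 (2.16, adjusted p = 1.9e-08) were higher in the saccule (tshba by the untreated DTR saccule alone, at 2803 CPM, against a mean of 4.3 CPM in the regenerating saccules), and tbx3a (212 against 0 UMIs, at least 38.5-fold, adjusted p = 9.8e-13), cabp5b (−3.98, adjusted p = 3.9e-12), hmx3a (−3.41, adjusted p = 2.5e-12), dlx6a (−3.37, adjusted p = 1.5e-06) and hmx2 (−3.06, adjusted p = 8.6e-06) in the utricle. DESeq2 did not call tshba (0.55). DESeq2's filter on low counts set aside these genes but tshba. The organs differed in 441 of 4825 genes tested in SC-like cells (248 higher in the saccule), 205 of 3306 in PC-like cells (122) and 270 of 4949 in HC-like cells (137). DESeq2 called 288 in SC-like cells, 132 of the 1511 genes its filter on low counts kept in PC-like cells and 66 of 440 in HC-like cells, the last as 53 higher in the saccule and 13 in the utricle. HC-like cells entered from 10 libraries, since the WT saccules had too few, so 4 pairs inform their comparison. Leaving out 1 pair of libraries, the SC-like count was 292 without the day 4 pair and 264 without the day 5 pair, the PC-like count 87 without the day 4 pair, 73 without the day 5 pair and 63 without the day 7 pair, and the HC-like count 56 without the day 5 pair and 101 without the day 7 pair. With the regeneration state as a covariate in place of the condition block, the counts were 211, 33 and 27.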

We performed differential expression (DE) testing for cell types between saccule and utricle datasets using Seurat. In agreement with Yao et al.,^30^ we observed elevated expression levels of *wnt11* (formerly *wnt11r*^31^), *sema3e*, *otol1a*, and *nr2f1*, and *vwa2* globally in or non-regenerating saccules but these genes are not differentially expressed in SC, PC, or HC clusters during regeneration (Table S5). 

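Of the 5 genes, sema3e, nr2f1a, otol1a and wnt11r, the former name under which the files hold the paper's wnt11, separated the organs in SC-like cells. Over all 12 libraries, sema3e was higher in saccule SC-like cells by 3.51 on the log2 scale (standard error 0.31, adjusted p = 1.7e-09 from edgeR's quasi-likelihood test with the condition as a block, n = 6 pairs of libraries) and nr2f1a by 3.05 (standard error 0.32, adjusted p = 5.3e-08). In the non-regenerating libraries alone nr2f1a had a log2 fold change of 2.55 (adjusted p = 0.026). A single left-out library removed the call for nr2f1a without the untreated WT saccule (0.073), day 4 DT WT saccule (0.30) or day 4 DT WT utricle (0.17) (adjusted p in parentheses). The filter on low counts in DESeq2 left out nr2f1a. In the regenerating libraries alone it was 3.28 for nr2f1a (adjusted p = 1.3e-06) and 3.19 for sema3e (adjusted p = 9.6e-08). The otolith matrix gene otol1a was higher in saccule SC-like cells by 2.33 (adjusted p = 0.0038). It did not differ in PC-like (0.38, adjusted p = 0.53) or HC-like cells (0.38, adjusted p = 0.87). In the regenerating libraries alone otol1a was short of the threshold in SC-like cells (1.93, adjusted p = 0.075). In SC-like cells wnt11r was higher in the saccule by 2.47 over all libraries (adjusted p = 3.2e-06), by 2.80 in the regenerating (adjusted p = 5.3e-06) and by 1.89 in the non-regenerating libraries (adjusted p = 0.13). In the latter it was past the threshold without the day 4 DT WT saccule (adjusted p = 0.046), day 4 DT WT utricle (adjusted p = 0.038), untreated DTR saccule (adjusted p = 0.016) or untreated DTR utricle (adjusted p = 0.012). In PC-like cells it did not differ past the threshold (−0.82, adjusted p = 0.13). There wnt11r was past the threshold without the untreated WT pair (adjusted p = 0.032). In PC-like cells nr2f1a was higher in the saccule by 5.04 and in HC-like cells by 6.39 (adjusted p = 2.5e-06 and 3.5e-15, with 83 UMIs against 3 and 125 against 2, ratios 40.2 and 115, 95% counting intervals 13.3 to 199 and 31.1 to 957). The change with regeneration did not differ between organs past the threshold in SC-like cells for nr2f1a (interaction adjusted p = 0.98), sema3e (0.96) or otol1a (0.98). The gene vwa2 had too few counts to be tested.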

Since the regeneration programs between organs were so similar, we combined saccule and utricle data for subsequent analysis to increase cell sample size and boost statistical power.

### Distinct regeneration responses of the zebrafish adult inner ear

Our scRNA-seq revealed regeneration-responsive transcription in a cell-type-specific manner. Using Seurat, we integrated non-regenerating controls and all regeneration conditions (days 4, 5, and 7) (Figure 2A, overlay). We then identified cell-type-specific responses to regeneration. We discerned 13 distinct cell populations (Figure 2A). Uniform Manifold Approximation and Projections (UMAPs) of individual cell types show that the cells in non-regenerating and regenerating tissues cluster together and all HC lineage populations were present both in homeostasis and during HC regeneration (Figure 2B). By taking an equal number of random cells from each sample, we assessed the number of cells in each cluster in regenerating sensory epithelia compared with non-regenerating controls. The regenerating inner ear exhibits a decline in the total number of SCs (SC0), an increase of PCs (PC1 in Figure 2B), and an increase of HCs (HC2) (Figure 2B). 

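HC-like cells made up 24.5% ± 11.798 of kept cells in regenerating and 7.29% ± 4.41 in non-regenerating libraries (SD, n = 6 and 6 libraries; exact permutation test over 924 arrangements, two-sided, p = 0.0065). SC-like cells made up 17.8% ± 4.49 and 40.4% ± 15.8 (exact p = 0.013). PC-like cells, the progenitors between them in the paper's scheme, made up 27.1% ± 4.27 and 16.8% ± 6.41 (exact p = 0.017). The share of HC-like cells was highest at day 5, at 34.7% in the saccule and 40.7% in the utricle, against 9.60% and 16.9% at day 4 and 18% and 27.1% at day 7. In untreated DTR fish it was 7.57% and 12.4%. The paper states that HCs are still absent at day 5 and start to return at day 7. It counted cells stained with phalloidin, which labels stereocilia, whereas HC-like cells are a class by RNA, so the measures differ. Against untreated DTR fish alone (2 libraries, 28 arrangements), the differences were −4.62 points for SC-like (exact p = 0.43), 8.16 for PC-like (exact p = 0.14) and 14.5 for HC-like cells (exact p = 0.14). Saccule and utricle of a condition may come from the same fish, which these arrangements ignore. With 1 mean per condition and the 6 conditions permuted, which allows no p under 0.1, the differences had exact p = 0.20 for SC-like, 0.10 for PC-like and 0.10 for HC-like cells, so the calls rest on counting the organs as independent. Counted among the 3 classes only, the PC-like share was 39.3% ± 6.60 and 26.8% ± 12.1 (exact p = 0.056), the SC-like share 26.2% ± 7.96 and 61.3% ± 19.1 (exact p = 0.0087) and the HC-like share 34.5% ± 13.5 and 11.9% ± 7.89 (exact p = 0.011). The PC-like rise was also not past the threshold without the untreated WT pair (8.79 points, exact p = 0.052), without the day 4 pair (8.06 points, exact p = 0.062) or when the unnamed clusters with most markers of PCs were counted in (11.2 points, exact p = 0.074), and the SC-like fall without the day 5 pair (−20.4 points, exact p = 0.052). The authors compare totals of cells drawn at random from each group and state a decline of SCs and an increase of PCs and HCs. Shares add up to 100%, so a rise of 1 class lowers the others.

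**Figure D2:**
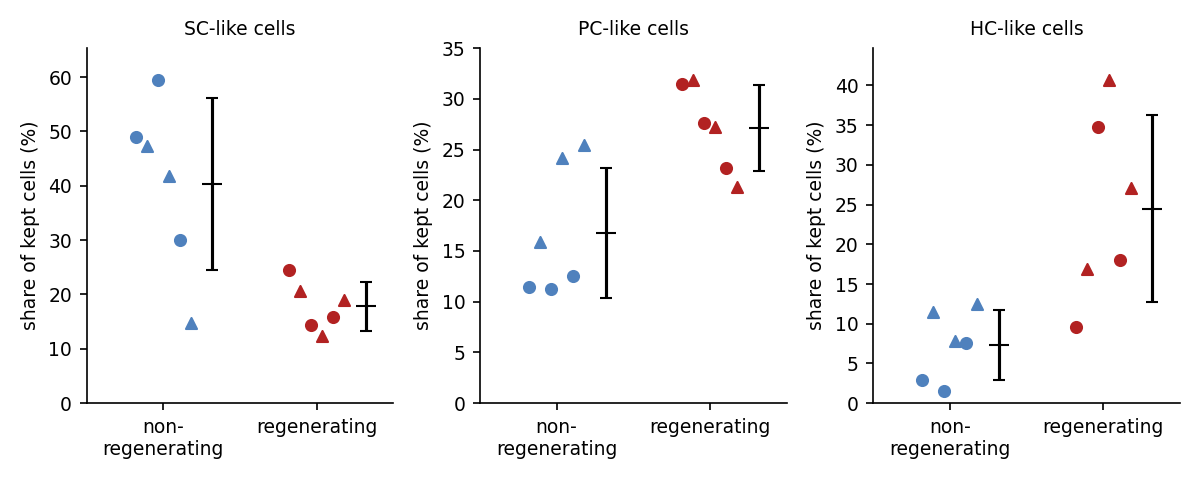
Share of kept cells (%) in SC-like, PC-like and HC-like cells. Each point is 1 library (circles saccule, triangles utricle, red regenerating, blue non-regenerating), and black bars give the mean ± SD of 6 and 6 libraries: 17.8 and 40.4 for SC-like, 27.1 and 16.8 for PC-like, 24.5 and 7.29 for HC-like cells.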

Despite clustering with the non-regenerating tissue, each cell type also possessed significant differences in the transcriptome compared with the homeostatic controls. 

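In SC-like cells, genes of the tectorial and otolith matrix rose with regeneration, led by tectb (log2 fold change 1.55, adjusted p = 0.0085) and the otogelin genes otogl (log2 fold change 1.41, adjusted p = 0.0055) and otog (log2 fold change 1.33, adjusted p = 8.8e-04). Of these genes, 7 of 12 tested rose and 0 fell, or 8 and 0 adjusted over the list alone (median log2 fold change 0.89, adjusted p = 1.6e-04, 0.18 with an estimated correlation, camera test). Otic transcription factor genes rose as well, led by lmx1bb (1.46) and gata3 (1.1): 5 of 11 tested rose and 0 fell, or 6 and 0 adjusted over the list alone (median log2 fold change 0.77, adjusted p = 0.020, 0.37 with an estimated correlation). Of the immediate early genes, 9 of 35 tested rose and 0 fell, or 10 and 0 adjusted over the list alone (median log2 fold change 0.27, adjusted p = 1.1e-04, 0.35 with an estimated correlation), led by egr4 (1.31), fosb (1.2), btg2 (1.01) and junbb (1). Of the Notch genes, 3 of 19 tested rose and 0 fell (median log2 fold change 0.69, adjusted p = 0.0062, 0.37 with an estimated correlation): the ligand gene dla (log2 fold change 2.02, adjusted p = 0.0036), the receptor gene notch3 and the ligand gene jag1b (log2 fold change 0.59, adjusted p = 0.017). The metallothionein gene mt2 fell (−2.46), as did the peroxiredoxin gene prdx1 (−2.02) and the glutathione synthesis gene gclm (−1.45), while gpx4a, of the glutathione peroxidases, rose (2.1). Of the antioxidant and metal genes, 3 of 23 tested rose and 10 fell, or 5 and 11 adjusted over the list alone (median log2 fold change −0.30, adjusted p = 0.0011, 0.18 with an estimated correlation). Of the genes of epithelial junctions and cytoskeleton, 2 of 30 tested rose and 9 fell, or 2 and 10 adjusted over the list alone (median log2 fold change −0.33, adjusted p = 0.0038, 0.32 with an estimated correlation), with the claudin genes cldne at −1.61 and cldna at −1.21. Of the heat shock genes, 0 of 26 tested rose and 7 fell (median log2 fold change −0.26, adjusted p = 0.031, 0.51 with an estimated correlation), with the chaperonin genes hspe1 at −1.23 and hspd1 at −1.05. Of 6 HC markers tested in SC-like cells, pvalb8 (3.55), s100t (2.39) and s100s (1.58) rose and 0 fell (median log2 fold change 1.22, adjusted p = 0.0038, 0.18 with an estimated correlation), at levels that free RNA from HCs can reach. Of the PC markers, 8 of 19 tested rose and 0 fell, or 12 and 0 adjusted over the list alone (median log2 fold change 0.79, adjusted p = 1.8e-06, 0.18 with an estimated correlation), and tectb was the first of the leading genes of PC-like cluster 2, so a growing part of PC-like transcripts can take part in these rises. The threshold was not reached by gata3 without the day 4 DT WT saccule (0.066), jag1b without the day 4 DT WT saccule (0.061) or untreated DTR saccule (0.0503) and s100s without the day 4 DT WT saccule (0.053) or untreated DTR saccule (0.052) (adjusted p in parentheses). With poscounts size factors, 4 and 0 of the matrix genes and 1 and 0 of the otic transcription factor genes rose and fell. Without a filter on low counts, 2 and 0 of the otic transcription factor genes rose and fell.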

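In PC-like cells, ribosomal protein genes rose with regeneration, led by rpl22l1 (log2 fold change 1.13, adjusted p = 5.1e-04): 56 of 81 tested rose and 1 fell, or 66 and 1 adjusted over the list alone (median log2 fold change 0.57, adjusted p = 3.2e-14, 0.25 with an estimated correlation, camera test). Of the cell cycle genes, 4 of 9 tested rose and 1 fell (median log2 fold change 0.22, adjusted p = 0.19), with the chromatin gene hmgb2b at 1.41, the tubulin gene tubb2b at 1.37 and the inhibitor gene cdkn1a at −1.61. The Notch ligand genes dlb (log2 fold change 2.34, adjusted p = 1.2e-04), dld (log2 fold change 1.72, adjusted p = 0.0012) and dla (log2 fold change 1.69, adjusted p = 6.2e-04) rose and the receptor gene notch2 fell (log2 fold change −1.17, adjusted p = 0.010). Of the Notch genes, 6 of 24 tested rose and 1 fell (median log2 fold change 0.42, adjusted p = 0.0018, 0.30 with an estimated correlation). Of the otic transcription factor genes, 4 of 13 tested rose and 0 fell, or 6 and 0 adjusted over the list alone (median log2 fold change 0.64, adjusted p = 0.0018, 0.16 with an estimated correlation), with sall1a at 1.49 and insm1b at 1.40. Heat shock genes fell, with hspb8 at −2.24, hsph1 at −2.07 and hsp70l at −1.64: 2 of 26 tested rose and 14 fell, or 2 and 16 adjusted over the list alone (median log2 fold change −0.77, adjusted p = 1.2e-05, 0.16 with an estimated correlation). Of the genes of inflammation, 0 of 17 tested rose and 8 fell, or 0 and 9 adjusted over the list alone (median log2 fold change −0.64, adjusted p = 6.5e-04, 0.16 with an estimated correlation), with the chemokine genes cxcl8a at −2.55 and cxcl18b at −1.26, the prostaglandin synthase gene ptgs2b at −1.42 and the cytokine gene tnfb at −1.36. Of the genes of epithelial junctions and cytoskeleton, 0 of 21 tested rose and 13 fell (median log2 fold change −0.80, adjusted p = 5.9e-07, 0.16 with an estimated correlation), with krt18a.1 at −2.43, cldne at −2.19 and cldna at −1.70, of the Hippo, Egf and injury matrix genes, 0 of 10 tested rose and 5 fell, or 0 and 6 adjusted over the list alone (median log2 fold change −0.71, adjusted p = 0.011, 0.16 with an estimated correlation), with ctgfa at −1.40, which fell in the saccule (247 to 40.5 CPM) and not in the utricle (136 to 139 CPM), and yap1 at −0.99. Of the SC markers, 0 of 23 tested rose and 9 fell, or 0 and 11 adjusted over the list alone (median log2 fold change −0.74, adjusted p = 6.5e-04, 0.25 with an estimated correlation). Adjusted p rose above 0.05 for notch2 without the day 4 DT WT saccule (0.068) and cldne without the day 4 DT WT utricle (0.057), untreated DTR utricle (0.070) or day 4 utricle (0.057) (adjusted p in parentheses). Of the immediate early genes, 0 of 34 tested rose and 8 fell (median log2 fold change −0.22, adjusted p = 0.026, 0.53 with an estimated correlation), led by ctgfa and cebpb (−1.17), but the median of the list turned to 0.20 with poscounts size factors and was 0.00 without a filter on low counts. With poscounts size factors, 77 and 0 of the ribosomal protein genes, 9 and 0 of the Notch genes, 7 and 0 of the otic transcription factor genes, 4 and 7 of the heat shock genes, 1 and 4 of the genes of inflammation, 0 and 4 of the junction and cytoskeleton genes, 1 and 1 of the Hippo, Egf and injury matrix genes, 1 and 1 of the SC markers and 5 and 4 of the immediate early genes rose and fell. Without a filter on low counts, 75 and 0 of the ribosomal protein genes, 6 and 0 of the Notch genes, 1 and 5 of the genes of inflammation, 0 and 3 of the Hippo, Egf and injury matrix genes, 0 and 5 of the SC markers and 1 and 5 of the immediate early genes rose and fell. Against day 4 DT WT alone, hsph1 stood at 0.24 (adjusted p = 0.87).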

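In HC-like cells, genes of the hair bundle and of mechanotransduction rose with regeneration, led by the channel gene tmc2b (log2 fold change 4.31, adjusted p = 4.7e-04, 1132 against 3 UMIs, ratio 26.3, 95% counting interval 8.97 to 128), xirp2a (4.07, adjusted p = 0.014, 335 against 1 UMIs, ratio 23.3, 95% counting interval 4.16 to 925) and the stereocilin gene strc (2.82, adjusted p = 0.012, 254 against 2 UMIs, ratio 8.85, 95% counting interval 2.42 to 73.5): 10 of 16 tested rose and 0 fell, or 12 and 0 adjusted over the list alone (median log2 fold change 1.56, adjusted p = 4.2e-06, 0.090 with an estimated correlation, camera test). Of the ribbon synapse and channel genes, 7 of 14 tested rose and 0 fell, or 8 and 1 adjusted over the list alone (median log2 fold change 1.39, adjusted p = 1.5e-04, 0.20 with an estimated correlation), with the ribeye gene ctbp2a at 2.38 and the channel gene hcn5 at 1.83. Of the otic transcription factor genes, 7 of 20 tested rose and 0 fell, or 9 and 0 adjusted over the list alone (median log2 fold change 1.03, adjusted p = 3.0e-04, 0.090 with an estimated correlation), led by barhl1a (3.68, adjusted p = 0.0046, 245 against 1 UMIs, ratio 17.1, 95% counting interval 3.04 to 677) and gfi1aa (log2 fold change 2.01, adjusted p = 6.2e-04). The transcriptional cofactor gene eya4 (log2 fold change 2.23, adjusted p = 7.3e-05) led the sine oculis and Eya genes, of which 4 of 7 tested rose and 0 fell (median log2 fold change 1.07, adjusted p = 0.0071, 0.11 with an estimated correlation), and etv5b (log2 fold change 2.67, adjusted p = 0.0045) the Fgf genes, of which 1 of 6 tested rose and 0 fell, or 2 and 0 adjusted over the list alone (median log2 fold change 0.69, adjusted p = 0.043, 0.27 with an estimated correlation). Heat shock genes fell, with hspb8 at −2.54, hspb1 at −2.52, hspe1 at −2.01 and hsph1 at −1.95: 1 of 25 tested rose and 15 fell, or 1 and 20 adjusted over the list alone (median log2 fold change −1.05, adjusted p = 2.0e-10, 0.13 with an estimated correlation). Of the genes of epithelial junctions and cytoskeleton, 2 of 21 tested rose and 11 fell, or 2 and 12 adjusted over the list alone (median log2 fold change −1.20, adjusted p = 1.2e-05, 0.20 with an estimated correlation), with cldna at −2.40 and the tropomyosin gene tpm4a at −1.71. Of the SC markers, 1 of 21 tested rose and 10 fell, or 1 and 11 adjusted over the list alone (median log2 fold change −1.07, adjusted p = 1.1e-05, 0.20 with an estimated correlation). No call remained for xirp2a without the untreated DTR saccule (0.067) or untreated DTR utricle (0.081), hspb1 without the untreated WT utricle (0.11), untreated DTR saccule (log2 fold change −1.59, 0.13) or day 4 saccule (0.069) and hsph1 without the untreated DTR saccule (0.19) (adjusted p in parentheses). For tpm4a it went without the day 4 DT WT utricle (0.082). The log2 fold change moved for xirp2a to 8.09 without the day 4 DT WT utricle, barhl1a to 7.46 without the untreated DTR saccule and etv5b to 4.26 without the untreated DTR saccule. The ribosomal protein genes of HC-like cells had a median log2 fold change of −0.37 (adjusted p = 4.2e-06, 0.56 with an estimated correlation), which turned to 0.37 with poscounts size factors and to 0.02 without a filter on low counts. The medians of the antioxidant and metal genes (median log2 fold change −0.51, adjusted p = 0.026, 0.13 with an estimated correlation) and of the genes of inflammation (median log2 fold change −0.40, adjusted p = 0.043, 0.56 with an estimated correlation) also turned with poscounts size factors, to 0.27 and 0.35, and were −0.11 and 0.00 without a filter. Of 28 HC markers, 22 rose and 0 fell (median log2 fold change 1.55, adjusted p = 3.2e-21, 0.090 with an estimated correlation). The class joins 2 clusters whose shares differed between the groups, so a shift between them also moves these genes. With poscounts size factors, 12 and 0 of the otic transcription factor genes, 5 and 0 of the Fgf genes, 3 and 4 of the heat shock genes, 2 and 3 of the junction and cytoskeleton genes and 1 and 1 of the SC markers rose and fell. Without a filter on low counts, 3 and 0 of the Fgf genes rose and fell. Against day 4 DT WT alone, hspe1 stood at 0.32 (adjusted p = 0.86) and hsph1 at 0.33 (adjusted p = 0.94).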

All homeostatic control (untreated DTR fish and day 4 DT-injected wild-type fish) cell populations were essentially identical and ultimately pooled for further comparisons.

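Between untreated DTR and untreated WT libraries, 3 of 3602 genes differed in SC-like cells, and all are given: tnfrsf11b, a decoy receptor gene of the TNF family, was higher in DTR (log2 fold change 2.11, standard error 0.26, adjusted p = 4.3e-04 from edgeR's quasi-likelihood test, n = 2 and 2 libraries), and zgc:152791 (−5.13, adjusted p = 4.3e-04) and the interferon-induced gene ifi46 (−3.21, adjusted p = 0.0047) were lower. Over libraries left out singly, the call was lost for ifi46 without the untreated DTR saccule (log2 fold change −1.95, 0.23) (adjusted p in parentheses). Day 4 DT WT against untreated WT, 3 genes differed: BX248331.2 was higher (1.15, adjusted p = 0.046), and the small heat shock gene hspb1 (−1.71, adjusted p = 0.046) and rpl36a (−1.06, adjusted p = 0.046) were lower after DT. With 1 library left out, the call no longer held for BX248331.2 without the day 4 DT WT saccule (0.15) or day 4 DT WT utricle (0.37), hspb1 without the day 4 DT WT saccule (0.24) and rpl36a without the untreated WT utricle (0.088), day 4 DT WT saccule (0.12) or day 4 DT WT utricle (0.068) (adjusted p in parentheses). Of these genes, DESeq2's filter on low counts set aside hspb1. Untreated DTR and day 4 DT WT libraries differed in 12 genes (8 higher and 4 lower in DTR). Higher were the Notch target gene her15.1 (3.82, adjusted p = 0.010), gpx4a (2.51, adjusted p = 0.020), the histone gene histh1l (2.19, adjusted p = 0.017), CR762483.1 (1.77, adjusted p = 9.0e-04) and the growth factor binding gene igfbp1a (1.58, adjusted p = 0.017). Lower were zgc:152791 (−3.93, adjusted p = 0.010), the ion transport regulator gene fxyd6l (−1.97, adjusted p = 0.020) and BX248331.2 (−1.24, adjusted p = 0.010). Not past the threshold once 1 library was left out were her15.1 without the untreated DTR saccule (0.12), gpx4a without the day 4 DT WT saccule (0.44), day 4 DT WT utricle (0.12) or untreated DTR saccule (0.51) and histh1l without the day 4 DT WT utricle (0.21) or untreated DTR utricle (0.085) (adjusted p in parentheses). For igfbp1a it went without the day 4 DT WT saccule (0.068) or day 4 DT WT utricle (0.38), and for zgc:152791 without the day 4 DT WT saccule (0.33) or untreated DTR saccule (0.36). For fxyd6l it went without the day 4 DT WT saccule (0.051), day 4 DT WT utricle (0.19) or untreated DTR saccule (0.11), and for BX248331.2 without the day 4 DT WT utricle (0.13). DESeq2's filter on low counts set aside gpx4a. DESeq2 called 3, 15 of the 320 genes its filter on low counts kept and 13 of 2345 genes in the 3 comparisons, in this order, and 21, 20 and 38 passed without a filter on low counts. Leaving out 1 library, the first called 34 without the untreated WT saccule, 90 without the untreated WT utricle, 17 without the day 4 DT WT saccule, 19 without the day 4 DT WT utricle, 22 without the untreated DTR saccule and 29 without the untreated DTR utricle, the second 99 without the untreated WT saccule, 36 without the untreated WT utricle, 16 without the day 4 DT WT utricle, 40 without the untreated DTR saccule and 38 without the untreated DTR utricle, and the third 160 without the untreated WT saccule, 154 without the untreated WT utricle, 22 without the day 4 DT WT utricle and 78 without the untreated DTR utricle. A group left with 1 library was assumed to vary as the others did. With 2 libraries per group, a low count of called genes does not show that the groups are alike.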

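In PC-like cells, genes of the her family were among the few that differed between WT fish given DT and the other non-regenerating fish. No list of Notch targets was tested here. Untreated DTR against day 4 DT WT, her12 (4.93, adjusted p = 0.043, 52 against 1 UMIs, ratio 38.8, 95% counting interval 6.66 to 1561), her4.4 (3.64, adjusted p = 0.032), her15.1 (3.88, adjusted p = 0.0040), her4.2 (3.41, adjusted p = 0.0060) and the small heat shock gene hspb1 (3.71, adjusted p = 0.035) were higher in DTR, the copy of her4.2 with the larger change being given. Lower in DTR were zgc:152791 (−5.85, adjusted p = 0.0090, 1 against 66 UMIs, ratio 88.5, 95% counting interval 15.3 to 3547), the prostaglandin synthase gene ptgdsb.1 (−4.08, adjusted p = 0.032, 3 against 45 UMIs, ratio 20.1, 95% counting interval 6.45 to 101), ifi46 (−2.68, adjusted p = 0.037) and bricd5 (−2.48, adjusted p = 0.037). In all, 18 of 1420 genes differed (14 higher and 4 lower, n = 2 and 2 libraries). A single left-out library removed the call for her12 without the day 4 DT WT utricle (log2 fold change 3.14, 0.33), ptgdsb.1 without the day 4 DT WT saccule (0.10) and ifi46 without the day 4 DT WT saccule (0.24) or untreated DTR saccule (0.065) (adjusted p in parentheses). For bricd5 it went without the day 4 DT WT saccule (0.10). Without 1 library the log2 fold change moved for her12 to 7.64 without the day 4 DT WT saccule. Not called by DESeq2 were ifi46 (0.16). Set aside by DESeq2's filter on low counts were her12. Day 4 DT WT against untreated WT, 3 genes were lower and 0 higher: her15.1 (−3.33, adjusted p = 0.016), her4.2 (−3.07, adjusted p = 0.016) and her4.1 (−2.35, adjusted p = 0.036). The threshold was not reached by her4.1 without the day 4 DT WT utricle (0.22) (adjusted p in parentheses). Untreated DTR against untreated WT, edgeR called 0 genes, with 106 at an unadjusted p under 0.05, DESeq2 called 3, and 14 passed without a filter on low counts. DESeq2 called 19 of the 1309 genes its filter on low counts kept for DTR and day 4 DT WT and 12 of 622 for day 4 DT WT and WT. Leaving out 1 library, the counts were 36 without the untreated WT saccule, 35 without the untreated WT utricle, 9 without the day 4 DT WT saccule, 32 without the day 4 DT WT utricle, 51 without the untreated DTR saccule and 34 without the untreated DTR utricle for DTR and day 4 DT WT, 16 without the untreated WT saccule, 6 without the untreated WT utricle, 7 without the day 4 DT WT saccule, 5 without the day 4 DT WT utricle, 59 without the untreated DTR saccule and 33 without the untreated DTR utricle for day 4 DT WT and WT, and 15 without the untreated WT saccule, 3 without the untreated WT utricle, 16 without the day 4 DT WT saccule, 13 without the day 4 DT WT utricle, 31 without the untreated DTR saccule and 11 without the untreated DTR utricle for DTR and WT. HC-like cells were too few for these tests.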

**Figure 2:**
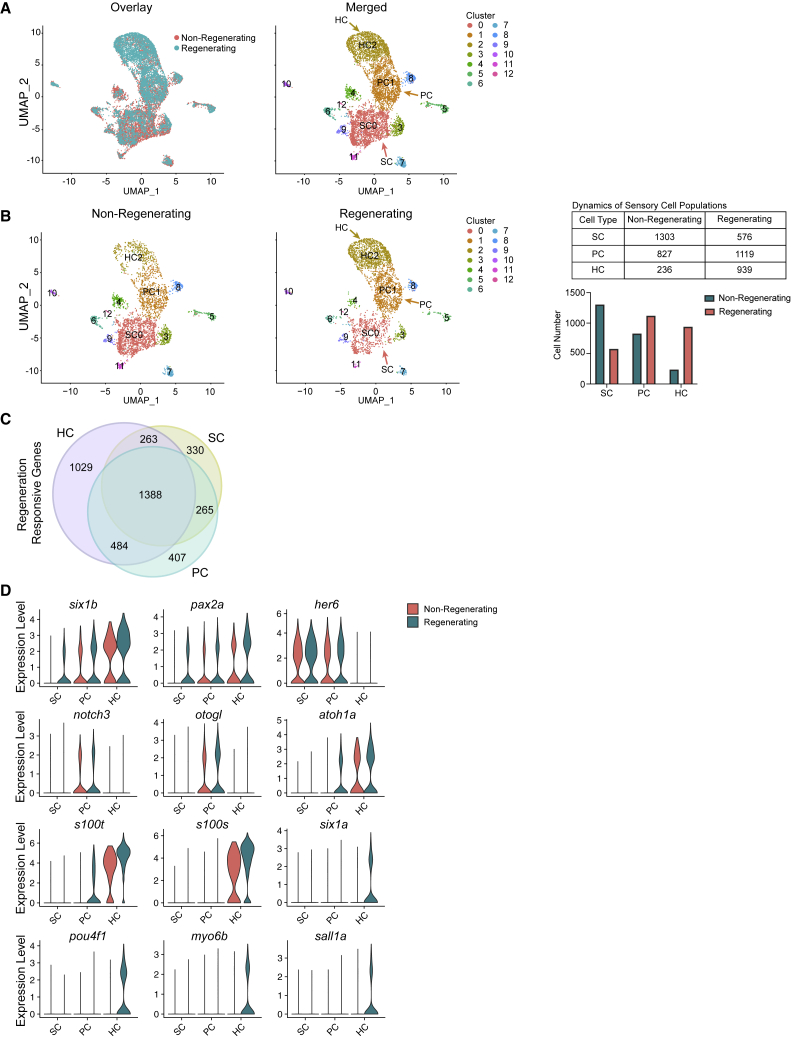
Cell-type-specific gene expression and expansion of HC lineage populations during regeneration (A) Left: UMAP showing overlay of inner ear cells between non-regenerating and regenerating sensory epithelia. Colors distinguish conditions. Right: UMAP of cells across conditions grouped together based on gene expression, detecting 13 cell populations. Cluster 0 consists of SCs (SC0). Cluster 1 consists of PCs (PC1). Cluster 2 consists of HCs (HC2). (B) Left: UMAP plots of non-regenerating and regenerating conditions side-by-side. The colors distinguish clusters labeled in (A). Middle: UMAP of 3,670 randomly sampled single cells from non-regenerating controls (pooled wild-type, untreated Tg(*myo6b*:hDTR), and wild-type fish injected with DT). UMAP of 3,330 randomly sampled single cells from regenerating samples on days 4, 5, and 7 post injection. Samples include saccules and utricles. Right: table and bar graph of cell numbers in non-regenerating and regenerating SCs, PCs, and HCs. (C) Venn diagram showing overlapping and unique differentially expressed genes in HCs, SCs, and PCs. (D) Violin plots showing the distribution of gene expression of top genes identified with differential expression testing across cell types (p < 0.01; FC ≥ 0.25).

By performing DE testing for cell types between controls and regenerating datasets using Seurat, we identified 2,266 genes altered in expression between controls and regenerating SCs, 2,564 in PCs, and 3,164 in HCs (p < 0.1; FC ≥ 0.25). 

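In SC-like cells, 979 of 4023 genes tested changed between regenerating and non-regenerating libraries (490 rose and 489 fell, adjusted p under 0.05 from edgeR's quasi-likelihood test, n = 6 and 6 libraries). The largest fall was that of tnfrsf11b, from 457 ± 387 CPM (SD) to 45.4 ± 23.3 CPM (log2 fold change −3.17, standard error 0.58, adjusted p = 0.0046). The pirin gene pir (−3.06, adjusted p = 9.4e-05), the tachykinin gene tac3a (−2.60, adjusted p = 0.0046), the Kit ligand gene kitlgb (−2.53, adjusted p = 9.4e-05), mt2 (454 ± 136 against 2584 ± 1192 CPM, adjusted p = 0.0015), CR762483.1 (−2.43, adjusted p = 0.0044), CR753876.1 (−2.38, adjusted p = 0.037), the ribosome assembly genes bxdc2 (−2.33, adjusted p = 0.0012) and llph (−2.05, adjusted p = 0.0011) and prdx1 (adjusted p = 8.2e-04) also fell. The largest rises were those of s100t (82.6 ± 40.9 against 14 ± 16.3 CPM, adjusted p = 0.0055), the cholesterol exporter gene abcg1 (log2 fold change 2.29, standard error 0.41, adjusted p = 8.5e-04), upf3b, of RNA decay (2.19, adjusted p = 8.2e-05), gpx4a (adjusted p = 0.0076), the antigen presentation gene cd74a (2.07, adjusted p = 0.0031), dla (40.2 ± 22.9 against 9.54 ± 7.81 CPM), ptgdsb.1 (1460.4 ± 958 against 374 ± 264 CPM, log2 fold change 2, adjusted p = 0.0016), the collagen hydroxylase gene p4ha1b (2, adjusted p = 9.1e-05), the heme-binding gene soul5 (1.99, adjusted p = 0.011) and the creatine kinase gene ckbb (1.93, adjusted p = 6.8e-04). These are the 10 largest falls and the 10 largest rises among genes at 20 CPM or more with the same direction in both organs. Adjusted p rose above 0.05 for CR753876.1 without the untreated WT utricle (0.068), day 4 DT WT utricle (0.079), day 4 saccule (0.081), day 4 utricle (0.058), day 5 saccule (0.080), day 7 saccule (0.077) or day 7 utricle (0.065) (adjusted p in parentheses). Against untreated DTR libraries alone, CR753876.1 stood at 0.10 (adjusted p = 0.93), gpx4a at 0.70 (0.13) and dla at 2.31 (0.060).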

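In PC-like cells, 687 of 2672 genes tested changed (348 rose and 339 fell, n = 6 and 6 libraries, edgeR). The tubulin gene tubb5 (99.7 ± 31.8 against 14.3 ± 16.4 CPM, log2 fold change 2.45, adjusted p = 5.1e-04), dlb (123 ± 38.3 against 22.8 ± 13 CPM), atoh1a (256 ± 49.8 against 61.5 ± 28.7 CPM, adjusted p = 1.2e-05), si:rp71-77l1.1 (2.04, adjusted p = 4.6e-04), the neural zinc finger gene myt1a (1.96, adjusted p = 9.1e-04), the protocadherin gene pcdh18b (1.89, adjusted p = 0.0017), the splicing gene sf3b5 (1.82, adjusted p = 0.013), the chemokine gene ccl25b (1.81, adjusted p = 0.026), the histone gene h2afvb (1.77, adjusted p = 1.2e-05) and si:ch211-152f23.5 (1.77, adjusted p = 0.038) rose most. The metallothionein gene mt2 fell most (log2 fold change −2.96, 430.4 ± 147 against 3352 ± 1299 CPM, adjusted p = 7.0e-06). Next came zgc:152791 (−2.92, adjusted p = 0.030), the activin subunit gene inhbaa (log2 fold change −2.90, standard error 0.45, adjusted p = 2.2e-04), tcnbb (−2.68, adjusted p = 7.6e-04), si:busm1-57f23.1 (−2.60, adjusted p = 5.4e-04), cxcl8a (adjusted p = 0.0034), pir (−2.45, adjusted p = 1.2e-04), krt18a.1 (adjusted p = 0.0060), si:dkey-16l2.20 (−2.41, adjusted p = 0.0053) and the growth factor receptor gene pdgfrb (−2.37, adjusted p = 0.0011). No call remained for ccl25b without the day 4 DT WT utricle (0.067) or untreated DTR utricle (0.076) (adjusted p in parentheses). For si:ch211-152f23.5 it went without the day 4 DT WT saccule (0.080), day 4 DT WT utricle (0.100), untreated DTR saccule (0.081), untreated DTR utricle (0.094), day 4 saccule (0.061), day 7 saccule (0.058) or day 7 utricle (0.051). For zgc:152791 it went without the untreated WT saccule (0.061), untreated WT utricle (0.062), day 4 DT WT saccule (0.080), day 4 DT WT utricle (0.076), day 4 saccule (0.053), day 5 saccule (0.066), day 5 utricle (0.057), day 7 saccule (0.059) or day 7 utricle (0.051). In Leiden clusters without integration, dlb stood at 0.48, adjusted p = 0.63, atoh1a at 0.74, adjusted p = 0.20 and krt18a.1 at −0.41, adjusted p = 0.66. PC-like cluster 1, led by dla and dlb, held 55.8% of the PC-like cells of regenerating and 39.9% of those of non-regenerating libraries, and cluster 2, led by tectb, 44.2% and 60.1%, so a shift between them moves genes that differ between them. Tested within cluster 1 alone (n = 6 and 5 libraries), 535 of the 543 changed genes that could be tested kept their direction and 215 were called, and within cluster 2 alone (n = 6 and 6) 563 of 563 and 402, tests added after the data were seen. The genes were chosen by their change in sums that include these same cells, so the agreement in direction is not independent support.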

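In HC-like cells, 653 of 3768 genes tested changed (340 rose and 313 fell, n = 6 and 4 libraries, edgeR), against 700 with DESeq2 (311 rose and 389 fell). The 10 rises with the largest fitted log2 fold changes had no UMI in the 4 non-regenerating libraries, so only lower bounds are known and their rank is not: the complexin gene cplx2 (315 against 0 UMIs, at least 7.32-fold, adjusted p = 3.2e-04), the transcription factor genes sall3a (330 against 0 UMIs, at least 7.67-fold, adjusted p = 0.0061) and irx3a (243 against 0 UMIs, at least 5.64-fold, adjusted p = 0.0020), si:ch211-238n5.4 (at least 6.18-fold over 0 UMIs, adjusted p = 7.8e-04), si:dkey-266m15.7 (226 against 0 UMIs, at least 5.25-fold, adjusted p = 0.0010), the protocadherin gene pcdh20 (221 against 0 UMIs, at least 5.13-fold, adjusted p = 0.0082), the antizyme gene oaz2a (198 against 0 UMIs, at least 4.6-fold, adjusted p = 0.0019), the cilium gene rsph9 (145 against 0 UMIs, at least 3.37-fold, adjusted p = 0.014), AL808129.1 (170 against 0 UMIs, at least 3.95-fold, adjusted p = 0.011) and si:dkey-37o8.1 (142 against 0 UMIs, at least 3.30-fold, adjusted p = 0.020). The ubiquitin hydrolase gene uchl1 fell most (28.6 ± 10.2 against 412 ± 286 CPM, log2 fold change −3.87, standard error 0.40, adjusted p = 5.2e-06), followed by slc35f2 (−3.41, adjusted p = 0.0064), si:ch211-196h16.12 (−3.32, adjusted p = 9.9e-04), the relaxin gene rln3a (−3.27, adjusted p = 3.9e-04), ivns1abpb (−2.97, adjusted p = 0.0044), metrnla (−2.97, adjusted p = 0.0017), tfeb, a transcription factor gene of lysosomes (−2.95, adjusted p = 0.0014), the cytokine receptor gene il4r.2 (−2.85, adjusted p = 0.0036) and the annexin genes anxa11a (−2.74, adjusted p = 0.0013) and anxa5b (−2.68, adjusted p = 0.0027). The non-regenerating HC-like libraries held 40,648 to 101,864 UMIs each and the regenerating ones 157,184 to 1,542,503, so low-level genes are poorly measured in the former. Over libraries left out singly, the call was lost for rsph9 without the untreated DTR saccule (0.058) or untreated DTR utricle (0.057), si:dkey-37o8.1 without the untreated DTR saccule (0.059) or untreated DTR utricle (0.073) and slc35f2 without the untreated DTR utricle (0.075) (adjusted p in parentheses). Against day 4 DT WT alone, rln3a stood at 5.02 (adjusted p = 0.73). The count of changed genes was 381 without the untreated DTR saccule, 430 without the untreated DTR utricle and 386 without the day 5 utricle. Cluster 0 held 95.3% of the HC-like cells of non-regenerating and 57.2% of those of regenerating libraries, and cluster 5 the rest, so these changes also hold the difference between the clusters. Tested within cluster 0 alone (n = 6 and 4 libraries), 499 of the 505 changed genes that could be tested kept their direction and 245 were called, a test added after the data were seen. Cells of cluster 0 are part of the sums by which these genes were chosen, so this agreement in direction was favoured in advance.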

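Each day after DT was also compared with untreated DTR libraries, with 2 libraries on each side and the organ as a term. The paper made these comparisons within each organ, with cells as replicates. In SC-like cells ccl25b was higher at day 4 (38 against 0 UMIs, at least 6.78-fold, adjusted p = 0.0018 from edgeR), day 5 (38 against 0 UMIs, at least 7.27-fold, adjusted p = 0.0046) and day 7 (25 against 0 UMIs, at least 6.06-fold, adjusted p = 0.0028), calls lost without the untreated DTR saccule (adjusted p = 0.11, 0.18 and 0.087), and tnfrsf11b was lower (log2 fold change −4.45, adjusted p = 4.1e-10; −3.52, adjusted p = 2.3e-08; −5.22, adjusted p = 3.0e-10). In PC-like cells inhbaa was lower on each day (−3.30, adjusted p = 3.4e-06; −3.88, adjusted p = 9.6e-07; −4.66, adjusted p = 3.1e-06). In HC-like cells the collagen gene col18a1a was higher on each day (63 against 0 UMIs, at least 7.63-fold, adjusted p = 0.0011; 465 against 0 UMIs, at least 10.7-fold, adjusted p = 4.8e-05; 85 against 0 UMIs, at least 5.62-fold, adjusted p = 0.0012) and uchl1 lower (−3.80, −4.11 and −3.56). At days 4, 5 and 7, 1011, 312 and 847 of 4574 genes changed in SC-like cells, 594, 230 and 652 of 4742 in PC-like cells and 454, 828 and 545 of 4320 in HC-like cells. DESeq2, after its filter on low counts, called 290, 56 and 301, 317, 119 and 379, and 277, 523 and 309. With so few libraries the counts moved much. For SC-like cells, day 4 called 169 without the untreated DTR saccule, 258 without the day 4 saccule and 599 without the day 4 utricle, day 5 40 without the untreated DTR saccule, 752 without the untreated DTR utricle, 31 without the day 5 saccule and 200 without the day 5 utricle, and day 7 251 without the untreated DTR saccule, 432 without the day 7 saccule and 504 without the day 7 utricle. For PC-like cells, day 4 called 330 without the day 4 saccule and 282 without the day 4 utricle, day 5 487 without the untreated DTR saccule, 142 without the day 5 saccule and 68 without the day 5 utricle, and day 7 278 without the day 7 utricle. For HC-like cells, day 4 called 199 without the untreated DTR utricle and 289 without the day 4 utricle, day 5 381 without the untreated DTR utricle, 535 without the day 5 saccule and 477 without the day 5 utricle, and day 7 232 without the untreated DTR utricle and 336 without the day 7 utricle.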

A total of 1,388 differentially expressed genes was shared among all three cell types (Figure 2C; Table S7). 

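Of 2240 genes tested in all 3 classes, 73 changed in the same direction in each, 17 up and 56 down. Those that rose include the chromatin gene tox (log2 fold changes 1.24, 1.49 and 1.05 in SC-like, PC-like and HC-like cells), the otic genes six1b and pax2a, the mitochondrial genes atp5mc1, ndufab1b, ndufc2 and cox8a and the sodium pump gene atp1a3b. Those that fell include mt2, the autophagy receptor gene sqstm1 (−1.33, −1.24 and −1.79), the nucleolar genes npm1a (−1.74, −1.06 and −1.82) and nop58, the chaperone genes hspe1, hspb8 and hspa4a, the polyamine gene odc1 (−0.91, −1.54 and −1.20), the ferritin gene fthl27, the lamin gene lmna, the Myc gene mych and the cytoskeleton genes ezrb and tpm3. Apart from six1b, pax2a, the 4 mitochondrial genes and atp1a3b, each of these genes kept its call in all 3 classes without any 1 library. In Leiden clusters without integration, npm1a stood at 0.05 (adjusted p = 0.96) and nop58 at 0.22 (adjusted p = 0.85) in PC-like cells, and against day 4 DT WT alone hspe1 at 0.32 (adjusted p = 0.86) in HC-like cells. Lists drawn independently of each other would share 2.17 up and 4.66 down, and in 99 other splits of the libraries the most shared by all 3 was 0. The classes come from the same libraries, so a shift of a whole library moves all 3 lists. Pairs of classes shared 232 (SC-like and PC-like, 100 up and 132 down), 156 (SC-like and HC-like, 44 and 112) and 183 genes (PC-like and HC-like, 49 and 134).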

Global transcriptional changes in sensory epithelial cells involved in the HC lineage were observed following HC ablation (p < 0.01; FC > 0.25). 

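In SC-like cells, genes that mark PC-like cells rose with regeneration, with the glutamate transporter gene slc1a3a (1.85, adjusted p = 5.4e-04) and the adhesion gene nfasca (1.06, adjusted p = 0.013) among them: of the PC markers, 8 of 19 tested rose and 0 fell, or 12 and 0 adjusted over the list alone (median 0.79, adjusted p = 1.8e-06, 0.18 with an estimated correlation, camera test). Of the SC markers, 7 of 30 tested rose and 4 fell, or 8 and 4 adjusted over the list alone (median 0.03, adjusted p = 0.34), with cx30.3 (1.31, adjusted p = 0.0033) and ptgdsb.2 (1.5, adjusted p = 0.024) among the rises, and a median of −0.06 with poscounts size factors. Of the Wnt genes, 4 of 11 tested rose and 0 fell, or 5 and 0 adjusted over the list alone (median 0.38, adjusted p = 0.070), among them the ligand gene rspo3 (1.36, adjusted p = 0.021), the antagonist gene sfrp1a (1.03, adjusted p = 0.0064) and the receptor gene fzd7a (1.02, adjusted p = 0.0053). Of the Fgf genes, 2 of 9 tested rose and 0 fell, or 3 and 0 adjusted over the list alone (median 0.37, adjusted p = 0.14), namely the feedback gene spry2 (1.06, adjusted p = 0.014) and the receptor gene fgfr2 (0.72, adjusted p = 0.014). The apoptosis genes baxb (−1.03, adjusted p = 0.0078), baxa (−0.91, adjusted p = 0.0057) and cycsb (−0.74, adjusted p = 0.0038) fell: 0 of 12 tested rose and 4 fell (median −0.21, adjusted p = 0.072). Of the cell cycle genes, 2 of 10 tested rose and 1 fell (median −0.20, adjusted p = 0.72), with the inhibitor gene cdkn1a down (−0.74, adjusted p = 0.011). Of the inflammation genes, 3 of 19 tested rose and 2 fell (median −0.01, adjusted p = 0.45), with tnfb lowest (−1.25, adjusted p = 5.4e-04) and cxcl12a (1.05, adjusted p = 0.020) and socs3a (0.90, adjusted p = 0.0071) higher. Of the Hippo, Egf and injury matrix genes, 1 of 14 tested rose and 2 fell (median 0.02, adjusted p = 0.86), with the integrin gene itga5 (−1.68, adjusted p = 0.0020) lower and the tenascin gene tnc (1.06, adjusted p = 0.023) higher, and a median of −0.06 with poscounts size factors. Of the ribosomal protein genes, 1 of 84 tested rose and 2 fell, or 0 and 2 adjusted over the list alone (median 0.23, adjusted p = 0.013, 0.62 with an estimated correlation), with the related genes rpl7l1 (−1.477, adjusted p = 0.0029) and rps6ka3b (−1.478, adjusted p = 0.0036) down. Among markers of other cells, 2 of 13 tested rose and 0 fell for mesenchyme (median 0.62, adjusted p = 0.030, 0.37 with an estimated correlation; coch 1.1, adjusted p = 8.2e-05; col1a2 1.14, adjusted p = 0.024), 2 of 6 tested rose and 0 fell, or 3 and 0 adjusted over the list alone for leukocytes (median 0.49, adjusted p = 0.14), 1 of 7 tested rose and 0 fell for glia and neurons (median 0.43, adjusted p = 0.17) and 0 of 5 tested rose and 0 fell for erythrocytes (median 1.44, adjusted p = 0.17). Of the ribbon synapse and channel genes, 1 of 8 tested rose and 0 fell (median 0.54, adjusted p = 0.17; atp1a3b 1.06, adjusted p = 0.019), and of the mitochondrial genes, 0 of 13 tested rose and 0 fell (median 0.06, adjusted p = 0.89), with a median of −0.04 with poscounts size factors. With 1 library left out, the call no longer held for ptgdsb.2 without the day 4 saccule (0.055), day 7 saccule (0.059) or day 7 utricle (0.056) and rspo3 without the untreated DTR utricle (0.052), day 4 saccule (0.065) or day 4 utricle (0.064) (adjusted p in parentheses). For spry2 it went without the day 4 saccule (0.051), for fgfr2 without the day 4 DT WT saccule (0.060), and for cxcl12a without the day 4 DT WT saccule (0.058). For tnc it went without the untreated DTR saccule (0.078) or day 5 saccule (0.091), and for col1a2 without the day 4 DT WT utricle (0.058), untreated DTR saccule (0.054), untreated DTR utricle (0.055) or day 4 saccule (0.053). For atp1a3b it went without the untreated WT utricle (0.052), day 4 DT WT saccule (0.066), day 4 DT WT utricle (0.062) or day 5 saccule (0.052). Of the mitochondrial and erythrocyte genes, 1 each was at an unadjusted p under 0.05, and DESeq2 called 0. Members of these lists whose call was lost without 5 or more of the libraries are counted here and not named, a limit set after the data were seen.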

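In PC-like cells, the markers of PC-like cells rose with regeneration, with the chromatin gene hmgn2 (1.66, adjusted p = 1.2e-05), si:ch211-288g17.3 (1.57, adjusted p = 9.7e-05) and tectb (1.34, adjusted p = 0.0086) among them: 7 of 22 tested rose and 1 fell (median 0.58, adjusted p = 1.7e-05, 0.16 with an estimated correlation, camera test). Of the HC markers, 2 of 7 tested rose and 0 fell, or 3 and 0 adjusted over the list alone (median 0.92, adjusted p = 0.0036, 0.16 with an estimated correlation), namely atoh1a and the RNA-binding gene rbm24a (1.24, adjusted p = 0.0015). Of the antioxidant and metal genes, 3 of 22 tested rose and 6 fell, or 5 and 7 adjusted over the list alone (median −0.35, adjusted p = 0.052), with the ferritin genes fthl27 (−1.65, adjusted p = 1.1e-04) and fthl31 (−1.483, adjusted p = 1.1e-04) and sqstm1 (adjusted p = 1.4e-05) lower and gpx4a (1.18, adjusted p = 0.016) higher, and their median turned to 0.07 with poscounts size factors. Of the otolith and tectorial genes, 3 of 12 tested rose and 1 fell, or 3 and 2 adjusted over the list alone (median 0.13, adjusted p = 0.53, mean −0.04, test direction up), with tectb and otogl higher. Of the ribbon synapse and channel genes, 2 of 6 tested rose and 1 fell, or 3 and 1 adjusted over the list alone (median 0.74, adjusted p = 0.19), with the pump gene atp1a3b (1.47, adjusted p = 0.016) and the ribbon gene ctbp2a (1.11, adjusted p = 0.028) higher and the calcium pump gene atp2b2 (−0.79, adjusted p = 0.017) lower. Of the apoptosis genes, 0 of 10 tested rose and 2 fell (median −0.31, adjusted p = 0.19), and their median turned to 0.11 with poscounts size factors. Of the Fgf genes, 1 of 6 tested rose and 0 fell (median 0.13, adjusted p = 0.53), namely spry2 (1.24, adjusted p = 0.021), and of the Wnt genes, 0 of 5 tested rose and 0 fell (median 0.20, adjusted p = 0.53). Of the mitochondrial genes, 0 of 11 tested rose and 0 fell (median −0.20, adjusted p = 0.40), with a median of 0.21 with poscounts size factors. Among markers of other cells, 0 of 8 tested rose and 2 fell for mesenchyme (median −0.35, adjusted p = 0.19; 0.08 with poscounts size factors), 1 of 6 tested rose and 0 fell for glia and neurons (median −0.08, adjusted p = 0.53, mean 0.29, median 0.34 with poscounts size factors) and 0 of 4 tested rose and 0 fell for erythrocytes (median 2.35, adjusted p = 0.35). Not past the threshold once 1 library was left out were atp1a3b without the untreated DTR utricle (0.057), ctbp2a without the untreated WT utricle (0.056), day 4 DT WT saccule (0.064), day 4 DT WT utricle (0.080) or day 7 saccule (0.053) and atp2b2 without the untreated DTR saccule (0.072) (adjusted p in parentheses). For spry2 it went without the untreated DTR utricle (0.085). At an unadjusted p under 0.05 were 1 of the Wnt genes, 2 of the mitochondrial genes and 0 of the erythrocyte markers, and DESeq2 called mt-nd2 (0.024) and hbaa1 (0.030) among them.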

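In HC-like cells, genes of the Hippo and injury matrix list fell with regeneration, among them serpine2 (−2.03, adjusted p = 0.012), ctgfa (−1.72, adjusted p = 0.038) and the coactivator gene yap1 (−1.64, adjusted p = 0.0054): 0 of 9 tested rose and 4 fell (median −0.75, adjusted p = 0.051, camera test), but their median turned to 0.05 with poscounts size factors. Of the immediate early genes, 3 of 32 tested rose and 7 fell, or 4 and 8 adjusted over the list alone (median −0.15, adjusted p = 0.51), with egr4 (3.05, adjusted p = 0.033) and egr1 (1.53, adjusted p = 0.0019) higher and cebpb (−1.22, adjusted p = 0.0042) lower, and a median of 0.60 with poscounts size factors. Of the otolith and tectorial genes, 0 of 8 tested rose and 3 fell, or 1 and 3 adjusted over the list alone (median −0.48, adjusted p = 0.48), among them coch (−1.19, adjusted p = 0.010), with a median of 0.29 with poscounts size factors. Of the Notch genes, 0 of 20 tested rose and 0 fell (median 0.24, adjusted p = 0.48), with 2 at an unadjusted p under 0.05 and 0 called by DESeq2. The PC marker hopx fell (−1.89, adjusted p = 0.020), and of the PC markers, 0 of 20 tested rose and 1 fell (median 0.00, adjusted p = 0.52, mean 0.25). Of the apoptosis genes, 0 of 10 tested rose and 2 fell (median −0.08, adjusted p = 0.48), among them mcl1b (−0.72, adjusted p = 0.045). Of the cell cycle genes, 0 of 8 tested rose and 1 fell (median −0.40, adjusted p = 0.10), namely cdkn1cb (−1.57, adjusted p = 0.025). Of the mitochondrial genes, 0 of 13 tested rose and 1 fell, or 0 and 3 adjusted over the list alone (median −0.26, adjusted p = 0.051). The medians of these 3 lists turned to 0.69, 0.38 and 0.44 with poscounts size factors, and mcl1b to 0.0713. Among markers of other cells, 1 of 4 tested rose and 0 fell for ionocytes (median 0.72, adjusted p = 0.086; atp6v1ba 1.5, adjusted p = 0.0063), 1 of 7 tested rose and 0 fell for glia and neurons (median −0.32, adjusted p = 0.80, mean 0.14, median 0.43 with poscounts size factors; sncb 2.11, adjusted p = 0.031), 0 of 3 tested rose and 1 fell, or 1 and 2 adjusted over the list alone for mesenchyme (median −1.08, adjusted p = 0.38, mean 0.19, test direction down) and 0 of 4 tested rose and 0 fell for erythrocytes (median 3.97, adjusted p = 0.094). A single left-out library removed the call for serpine2 without the day 4 DT WT utricle (0.066) or day 5 utricle (0.052) and ctgfa without the untreated WT utricle (0.052), day 4 DT WT utricle (log2 fold change −1.09, 0.29) or untreated DTR utricle (0.0503) (adjusted p in parentheses). For egr4 it went without the untreated WT utricle (0.090) or day 4 DT WT utricle (0.074), for coch without the untreated DTR saccule (log2 fold change −0.73, 0.21), and for hopx without the untreated WT utricle (log2 fold change −1.19, 0.15) or untreated DTR saccule (0.082). For mcl1b it went without the untreated WT utricle (0.17), day 4 DT WT utricle (0.15), untreated DTR saccule (0.063) or day 5 utricle (0.10). For cdkn1cb it went without the untreated DTR saccule (0.21), untreated DTR utricle (0.075) or day 5 utricle (0.054), and for atp6v1ba without the untreated DTR utricle (0.057). For sncb it went without the untreated WT utricle (0.088), day 4 DT WT utricle (0.076), untreated DTR saccule (0.12) or day 5 utricle (0.086). A left-out library shifted the log2 fold change for egr4 to 4.66 without the untreated DTR utricle and sncb to 4.11 without the untreated DTR utricle. Of the erythrocyte markers, 0 were at an unadjusted p under 0.05, and DESeq2 called hbba1 (0.026).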

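In SC-like cells, the otic transcription factor gene pax2a stood at 214 ± 164 against 108 ± 41.6 CPM in regenerating and non-regenerating libraries (log2 fold change 0.78, standard error 0.26, adjusted p = 0.032 from edgeR, n = 6 and 6 libraries) and six1b, a homeobox gene of the same tissue, at 180.4 ± 41.2 against 96.6 ± 45.1 CPM (log2 fold change 0.92, standard error 0.24, adjusted p = 0.0098). In PC-like cells they had log2 fold changes of 1.08 (standard error 0.25, adjusted p = 0.0030) and 0.93 (standard error 0.19, adjusted p = 0.0011), and in HC-like cells (n = 6 and 4) of 0.64 (standard error 0.23, adjusted p = 0.0497) and 0.69 (standard error 0.22, adjusted p = 0.034). The level of six1b was highest in HC-like cells, at 1324 ± 138 against 820.1 ± 131 CPM. For SC-like cells these calls depended on single libraries for pax2a. The threshold was not reached by pax2a without the untreated WT saccule (0.073), untreated WT utricle (0.063), day 4 DT WT saccule (0.093), untreated DTR saccule (0.11), day 4 saccule (0.071) or day 7 saccule (0.081) (adjusted p in parentheses). The same held for both genes in HC-like cells. Adjusted p rose above 0.05 for pax2a without the untreated WT utricle (0.15), day 4 DT WT utricle (0.066), untreated DTR saccule (0.058), untreated DTR utricle (0.12), day 4 utricle (0.077), day 5 saccule (0.078), day 5 utricle (0.14), day 7 saccule (0.055) or day 7 utricle (0.088) (adjusted p in parentheses). For six1b it went without the day 4 DT WT utricle (0.051), untreated DTR saccule (log2 fold change 0.46, 0.28), day 5 saccule (0.053), day 5 utricle (0.052) or day 7 utricle (0.057). Against untreated DTR libraries alone, pax2a had adjusted p of 0.061 in SC-like, 0.089 in PC-like and 0.27 in HC-like cells, with log2 fold changes of 1.1, 1.05 and 0.50.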

The genes *pax2a* and *six1b* were upregulated in all regenerating sensory cell types: SC, PC, and HC. SCs and PCs showed an upregulation of *her6* (mammalian *Hes1*). 

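The repressor gene her6 was at 1735 ± 893 against 1402 ± 866 CPM in SC-like cells of regenerating and non-regenerating libraries (log2 fold change 0.33, standard error 0.54, adjusted p = 0.68) and at 1614 ± 845 against 1608 ± 897 CPM in PC-like cells (log2 fold change 0.01, standard error 0.53, adjusted p = 0.99). Neither difference was past the threshold (edgeR, n = 6 and 6 libraries in each class), in any setting tried or without any 1 library. The standard errors leave room for changes of about 1 log2 unit in either direction.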

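The receptor gene notch3 did not change past the threshold in PC-like cells (247 ± 32.6 against 258 ± 62.8 CPM in regenerating and non-regenerating libraries, log2 fold change −0.05, standard error 0.19, adjusted p = 0.87, edgeR, n = 6 and 6 libraries). In SC-like cells it rose (141 ± 30.8 against 78.4 ± 18.6 CPM, log2 fold change 0.86, standard error 0.19, adjusted p = 0.0034). The otogelin-like gene otogl, whose product belongs to the membranes over the hair bundles, rose in PC-like cells (403 ± 93.4 against 184 ± 78.1 CPM, log2 fold change 1.06, standard error 0.25, adjusted p = 0.0035). Without any 1 library these 2 calls held. Against untreated DTR libraries alone, otogl in PC-like cells was at 0.93 (adjusted p = 0.057) and notch3 in SC-like cells at 0.77 (0.088). In HC-like cells otogl stood at 1.58 (adjusted p = 0.072, n = 6 and 4), past the threshold without the day 4 saccule (0.046) or the day 5 saccule (0.045).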

PCs showed an upregulation of *notch3* and *otogl1*. HC-specific genes, such as *atoh1a* and *s100t*, were upregulated in PCs and in HCs during regeneration. 

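In PC-like cells the log2 fold change of atoh1a was 2.09 (standard error 0.27, edgeR, n = 6 and 6 libraries). In HC-like cells atoh1a stood at 1175 ± 142 against 730.4 ± 162 CPM in regenerating and non-regenerating libraries (log2 fold change 0.65, standard error 0.23, adjusted p = 0.048, n = 6 and 4). The calcium-binding protein gene s100t rose in HC-like cells from 4557 ± 2293 to 10212 ± 3943 CPM (SD, log2 fold change 1.1, standard error 0.32, adjusted p = 0.022), and its change in PC-like cells was not past the threshold (115 ± 87.1 against 65.4 ± 84.3 CPM, log2 fold change 0.92, standard error 0.89, adjusted p = 0.48). At about 100 CPM in PC-like cells against roughly 100 times that in HC-like cells, s100t can be free RNA of HCs there. No call remained for atoh1a without the untreated WT utricle (0.11), day 4 DT WT utricle (0.084), untreated DTR saccule (0.33), day 4 utricle (0.051), day 5 saccule (0.075), day 5 utricle (0.088), day 7 saccule (0.065) or day 7 utricle (0.079) (adjusted p in parentheses). For s100t it went without the untreated WT utricle (0.087), day 4 DT WT utricle (0.065), untreated DTR utricle (0.053), day 5 utricle (0.070) or day 7 utricle (0.059). In Leiden clusters without integration, s100t in HC-like cells had an adjusted p of 0.066, and at equal numbers of cells 0.054.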

Finally, HCs were marked by an upregulation of *s100s*, *six1a*, *pou4f1*, and *myo6b* (Figure 2D; Table S7).

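In HC-like cells the calcium-binding protein gene s100s rose from 711 ± 363 to 3639 ± 1383 CPM (SD, n = 4 non-regenerating and 6 regenerating libraries, log2 fold change 2.33, standard error 0.44, adjusted p = 0.0036). The homeobox genes six1a (347 ± 66.5 against 159 ± 44.9 CPM, log2 fold change 1.16, standard error 0.27, adjusted p = 0.0044) and pou4f1 (405 ± 115 against 133 ± 61.7 CPM, log2 fold change 1.54, standard error 0.33, adjusted p = 0.0017) and the myosin gene myo6b (283 ± 29.9 against 153 ± 49.6 CPM, log2 fold change 0.90, standard error 0.28, adjusted p = 0.025) rose as well. The promoter of myo6b drives the toxin receptor, and DT removes the cells in which it is active. Over libraries left out singly, the call was lost for myo6b without the untreated WT utricle (0.068), untreated DTR saccule (0.17) or day 5 utricle (0.067) (adjusted p in parentheses). At equal numbers of cells the adjusted p values of s100s, six1a, pou4f1 and myo6b were 0.0022, 0.054, 0.067 and 0.47. Outside HC-like cells, six1a also rose in SC-like cells (log2 fold change 1.3, standard error 0.24, adjusted p = 0.0010). pou4f1 and myo6b were under the filter in SC-like and PC-like cells.

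**Figure D3:**
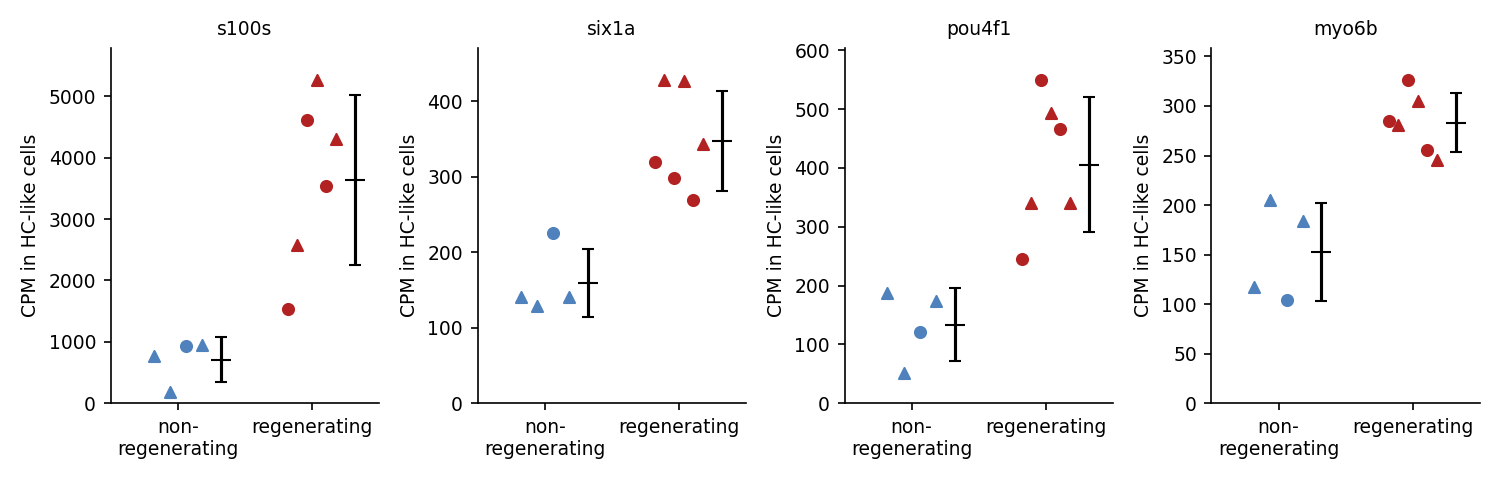
CPM of s100s, six1a, pou4f1 and myo6b in HC-like cells. Each point is 1 library (circles saccule, triangles utricle, red regenerating, blue non-regenerating), and black bars give the mean ± SD of 6 and 4 libraries: 3639 and 711 for s100s, 347 and 159 for six1a, 405 and 133 for pou4f1, 283 and 153 for myo6b.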

### Temporal gene regulation patterns in HC regeneration

By reversed graph embedding, Monocle 3 can measure cell fate changes in “pseudotime” (Figure 3A).^32^ Monocle 3 grouped cells involved in HC regeneration and differentiation into 15 distinct subclusters and cell types were assigned to each cluster based on their gene expression profile (Figure 3B). Using the trajectory graph, we ordered the cells according to their progress through the regeneration program (Figure 3B). The SCs possessed the earliest developmental stage assignment and were designated as the root of the trajectory. Pseudotime was calculated for all other cell types based on their distance from the root of the trajectory (the SCs) and visualization of cells along the trajectory shows a transition between the two states (SC and HC). The populations serving as intermediate differentiation states connecting the SCs and HCs are the PCs.

**Figure 3:**
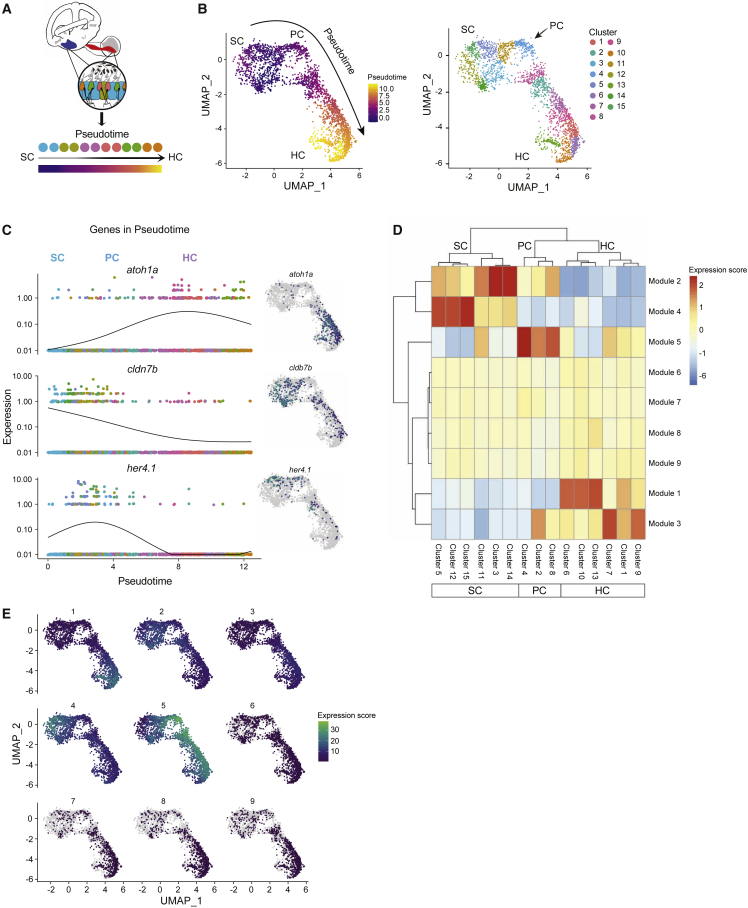
Cell lineages in the inner ear (A) Schematic illustrating pseudotime cell ordering in the adult zebrafish inner ear. Inner ear HC lineage populations are colored according to their cluster membership and shown in pseudotime order. (B) Left: cells progressing through the HC regeneration program. The arrow indicates the trajectory of the pseudotime differentiation gradient from purple to yellow. SCs are the root node of the trajectory graph, PCs emerge after HC injury and are a clear intermediate to both SCs and HCs. Right: UMAP showing the separation of HC lineage populations into groups after re-clustering for pseudotime (resolution = 1 × e^−2^ for Louvain clustering). Subclusters 3, 5, 11, 12, 14, and 15 belong to SCs. Subclusters 2, 4, and 8 belong to PCs. Subclusters 1, 6, 7, 9, 10, and 13 belong to HCs. The arrow indicates the first PC cluster (cluster 4) that is transcriptionally distinct from SCs. (C) Gene expression dynamics of select genes as a function of pseudotime for SCs, PCs, and HCs. Colors distinguish subclusters belonging to SC, PC, and HC populations. Adjacent UMAP plots of select genes that are differentially expressed through the trajectory. (D) Clustered heatmap of gene modules co-regulated along the pseudotime during HC initiation, progression, and maturation. Nine modules and their expression intensity in each cluster are shown. Clusters correspond to cell populations as indicated on the horizontal axis. (E) Maps showing modules expressed in specific clusters, while other modules are shared across multiple states of pseudotime.

Examples of genes that were expressed early (in SCs) and late (in mature HCs) in pseudotime in the UMAP cluster are shown in Figure 3C. We observed switch-like changes in expression of key regulatory factors, such as *cldn7b*, *her4.1* (*Hes5* in mammals), and *atoh1a*. 

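The tight junction gene cldn7b fell from class to class, with a log2 fold change of −1.39 from SC-like to PC-like cells (standard error 0.12, adjusted p = 3.4e-10, edgeR, n = 12 and 12 libraries) and of −2.07 from PC-like to HC-like cells (standard error 0.17, adjusted p = 1.4e-16, n = 12 and 10). The Notch target gene her4.1 was high in PC-like cells only, and HC-like and SC-like cells did not differ in it past the threshold (log2 fold change −0.02, standard error 0.20, adjusted p = 0.93), although HC-like cells were higher in Leiden clusters without integration (0.99, adjusted p = 8.8e-05). The transcription factor gene atoh1a rose at each step, and was 5.42 higher on the log2 scale in HC-like than in SC-like cells (adjusted p = 4.8e-18). No call was lost without any 1 library. atoh1a was kept out of the clustering, and cldn7b and her4.1 were not. The classes are clusters drawn from these genes and others, so their contrasts describe the clusters and are no test of an order in time. Pseudotime was not computed here.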

The pseudotime ordering of cells showed that some genes act very early in SCs and then get shut off (like *cldn7b*), whereas others display dynamic temporal activity, turned on and then shut off in PCs and/or newly specified HCs.

We took all the genes that varied across the clusters and grouped those with similar patterns of expression into gene modules (Figure 3D). We identified nine co-expression modules, which represented genes that shared similar expression patterns during HC regeneration and showed genes that were upregulated at various stages of the regeneration process (Figure 3E; Table S8). 

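The 4 smallest modules stood higher in HC-like cells. Genes of Module 6 had a mean of 3.68 ± 0.14 in SC-like, 3.68 ± 0.21 in PC-like and 3.99 ± 0.29 in HC-like cells (log2 CPM, SD, n = 12, 12 and 10 libraries), those of Module 7 4.16 ± 0.27 in SC-like, 4.35 ± 0.22 in PC-like and 4.82 ± 0.61 in HC-like cells, those of Module 8 4.37 ± 0.18 in SC-like, 4.48 ± 0.39 in PC-like and 5.76 ± 0.93 in HC-like cells. Those of Module 9 had 4.35 ± 0.19 in SC-like, 4.35 ± 0.31 in PC-like and 4.96 ± 0.47 in HC-like cells. From PC-like to HC-like cells, of Module 6 42 of 57 were higher and 6 lower (median log2 fold change 0.90, adjusted p = 7.9e-06, 0.19 with an estimated correlation). Of Module 7 11 of 15 were higher and 2 lower (median log2 fold change 0.83, adjusted p = 0.026, 0.27 with an estimated correlation). Of Module 8 15 of 19 were higher and 1 lower (median log2 fold change 1.57, adjusted p = 2.7e-05, 0.19 with an estimated correlation) and of Module 9 10 of 13 were higher and 0 lower, or 10 and 1 adjusted over the list alone (median log2 fold change 0.53, adjusted p = 0.0080, 0.23 with an estimated correlation), by edgeR and the camera test. In the young HC-like cluster, 2 of 18 genes tested were higher and 12 lower than in the mature cluster among those of Module 8. Members of the modules were taken from the paper's Table S8.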

The identified modules of co-regulated genes were specific to certain clusters of cells. We conducted GO enrichment analysis on each module (Table S8).

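Genes of Module 1, a co-expression group of the paper, took 10.4 percentage points less of the UMIs in young than in mature HC-like cells, in 6 of 6 regenerating libraries (paired exact permutation test, two-sided, p = 0.031). In the young cluster 177 of 731 genes tested were higher and 309 lower (median log2 fold change −0.23, edgeR). Genes of Module 3 did not differ past the threshold in their share (−0.0636 points, exact p = 0.69 by the same test), and 168 of 342 genes tested were higher and 45 lower in the young cluster (median 0.35). By class, Module 1 genes had a mean of 4.39 ± 0.14 in SC-like, 4.48 ± 0.31 in PC-like and 5.41 ± 0.63 in HC-like cells (log2 CPM, SD, n = 12, 12 and 10 libraries), and Module 3 genes 4.92 ± 0.12 in SC-like, 5.17 ± 0.37 in PC-like and 5.66 ± 0.37 in HC-like cells. From PC-like to HC-like cells, of Module 1 583 of 753 were higher and 24 lower, or 588 and 26 adjusted over the list alone (median log2 fold change 1.12, adjusted p = 1.4e-31, 0.10 with an estimated correlation). Of Module 3 199 of 377 were higher and 23 lower, or 198 and 23 adjusted over the list alone (median log2 fold change 0.47, adjusted p = 3.9e-09, 0.10 with an estimated correlation), by the camera test. The modules were drawn by the study from these same cells, so their differences between clusters are not independent evidence. At a clustering resolution of 1.0, which gave 4 HC-like clusters, the share of Module 1 ran from 10.2% to 28% among them.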

Module 1 was specific to immature HCs, while module 3 was specific to mature HCs. Genes grouped in module 1 were involved in HC differentiation and sensory perception of sound. Module 3 genes were involved in mRNA splicing, rRNA processing, and translation. 

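The homeobox gene six1b was lower in the young than in the mature HC-like cluster (log2 fold change −0.41, standard error 0.0972, adjusted p = 3.0e-04, edgeR, paired within 6 regenerating libraries) and the HC transcription factor gene atoh1a slightly higher (log2 fold change 0.23, standard error 0.0964, adjusted p = 0.036). six1b kept its call without any 1 library. With 1 library left out, the call no longer held for atoh1a without the day 4 saccule (0.052), day 4 utricle (0.059), day 5 utricle (0.094) or day 7 utricle (0.056) (adjusted p in parentheses). The mature cluster is that with the lower share of ribosomal protein genes, and holds no measure of the age of its cells.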

Genes grouped in module 3 included many negatively regulated genes, such as *six1b* and *atoh1a*, which are known to be downregulated in mature HCs. 

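Genes of Module 5 had a mean of 9.91 ± 0.21 in SC-like, 9.89 ± 0.39 in PC-like and 9.59 ± 0.22 in HC-like cells (log2 CPM, SD, n = 12, 12 and 10 libraries). From SC-like to PC-like cells, of Module 5 35 of 136 were higher and 8 lower, or 31 and 8 adjusted over the list alone (median log2 fold change 0.14, adjusted p = 0.062), by the camera test. From PC-like to HC-like cells, 1 of 136 were higher and 73 lower, or 1 and 64 adjusted over the list alone (median log2 fold change −0.36, adjusted p = 1.5e-05, 0.56 with an estimated correlation). Within HC-like cells, 131 of 133 genes tested were higher and 0 lower in the young cluster (median log2 fold change 1.48), which follows from how that cluster was chosen.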

Module 5 was specific to PCs and the genes were involved in ribosome biosynthesis. Module 2 was specific to SCs and PCs. 

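Genes of Module 2 had a mean of 5.94 ± 0.15 in SC-like, 5.59 ± 0.13 in PC-like and 4.74 ± 0.18 in HC-like cells (log2 CPM, SD, n = 12, 12 and 10 libraries). From PC-like to HC-like cells, of Module 2 37 of 440 were higher and 334 lower, or 38 and 337 adjusted over the list alone (median log2 fold change −1.37, adjusted p = 1.9e-23, 0.10 with an estimated correlation). From SC-like to PC-like cells, 103 of 522 were higher and 237 lower, or 114 and 243 adjusted over the list alone (median log2 fold change −0.29, adjusted p = 2.7e-05, 0.36 with an estimated correlation), by the camera test.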

Genes grouped in module 2 included both notch-independent (*hes2.2* and *hes6*) and notch-dependent (*her4.1*, *her4.2*, *her4.3*, and *her4.4*) factors: *notch1a/b*, *sox10*, and *otogl.* The GO terms associated with module 2 were lateral line system development and cell junction organization/morphogenesis of epithelium. 

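The repressor gene hes6 was higher in PC-like than in SC-like cells (log2 fold change 1.83, standard error 0.21, adjusted p = 1.1e-09, edgeR, n = 12 and 12 libraries) and lower in HC-like than in PC-like cells (log2 fold change −0.95, standard error 0.19, adjusted p = 2.4e-05, n = 12 and 10), and hes2.2 had too few UMIs to be tested. The Notch target genes her4.2 (4.14 and −3.62 and 4.17 and −3.47 for the 2 genes of this name), her4.3 (4.31 and −3.46) and her4.4 (4.3 and −3.43) had the same pattern on the log2 scale, as had the receptor genes notch1a (2.80 and −1.87) and notch1b (0.95 and −2.19) and otogl (2.18 and −2.56). The transcription factor gene sox10 did not differ past the threshold between PC-like and SC-like cells (−0.13, adjusted p = 0.46) and was lower in HC-like than in PC-like cells (log2 fold change −2.16, standard error 0.18, adjusted p = 2.1e-16). The largest adjusted p among the other differences given was 0.0013, and all were kept without any 1 library. In non-regenerating libraries alone, her4.4 (−3.26, adjusted p = 0.12) and notch1a (−1.18, 0.069) were not past the threshold between HC-like and PC-like cells.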

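Genes of Module 4 had a mean of 7.75 ± 0.20 in SC-like, 7.18 ± 0.13 in PC-like and 6.07 ± 0.20 in HC-like cells (log2 CPM, SD, n = 12, 12 and 10 libraries). From SC-like to PC-like cells, of Module 4 25 of 241 were higher and 135 lower, or 26 and 138 adjusted over the list alone (median log2 fold change −0.44, adjusted p = 2.7e-10, 0.36 with an estimated correlation). From PC-like to HC-like cells, 7 of 216 were higher and 187 lower, or 7 and 188 adjusted over the list alone (median log2 fold change −1.39, adjusted p = 6.6e-30, 0.10 with an estimated correlation), by the camera test.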

Module 4 was highly specific to SCs. Genes grouped in module 4 include mammalian *HES1*-related genes, *her6* and *her9*, with the associated GO terms negative regulation of transcription, implying the increase of *her* repressors in PCs during regeneration. 

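The repressor genes her6 and her9 were both lower in HC-like than in PC-like cells (log2 fold change −2.89, standard error 0.18, adjusted p = 1.3e-21, and log2 fold change −3.32, standard error 0.21, adjusted p = 7.2e-17, edgeR, n = 10 libraries with both classes). Between PC-like and SC-like cells her6 did not differ past the threshold (log2 fold change −0.13, standard error 0.0979, adjusted p = 0.32, n = 12 and 12), and her9 was slightly higher in PC-like cells (log2 fold change 0.43, standard error 0.16, adjusted p = 0.030). Not past the threshold once 1 library was left out were her9 without the day 4 DT WT saccule (0.095), untreated DTR utricle (0.058), day 4 saccule (0.087) or day 4 utricle (0.073) (adjusted p in parentheses). In regenerating libraries alone, her6 was lower in PC-like than in SC-like cells (−0.27, adjusted p = 0.015). With regeneration, her9 did not change past the threshold in SC-like (log2 fold change −0.02, standard error 0.65, adjusted p = 0.98) or PC-like cells (log2 fold change −0.35, standard error 0.47, adjusted p = 0.62).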

We propose that modules 2 and 4 might be important for allowing the SCs and PCs to make cell-state transitions.^33^

### scATAC-seq reveals chromatin accessibility changes during regenerating

We performed scATAC-seq to explore chromatin accessibility of the regenerating adult zebrafish inner ear. 

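Accessible chromatin was profiled by scATAC-seq, in which a transposase cuts open DNA in single nuclei, in 11 10x libraries with 1 library per organ and condition. The paper gives 10 to 15 pairs of epithelia for a cell suspension. The 6 regenerating libraries come from DTR saccules and utricles at days 4, 5 and 7 after DT, and the 5 non-regenerating libraries from the untreated WT and DTR organs and the day 4 DT WT saccule. The authors called cells and peaks within each library with Cell Ranger ATAC on danRer11. Their files hold counts of cut sites per peak and cell and counts of fragments per barcode. They give 42280 cells, from 225 in the day 4 saccule to 15982 in the day 5 saccule. Cells held 4169398 to 9270401 fragments per non-regenerating library (median 5468749) and 4544488 to 12244649 per regenerating library (median 6951506), with a median of 645 to 12652 fragments per cell. Of these fragments, 48.9% to 63.5% overlapped peaks in every library but the day 4 DT WT saccule, where 16.0% did. That library had 11619 peaks over 4961785 bp, and the others 57477 to 111585 peaks over 31661365 to 62044484 bp. The share in peaks was 55.3% ± 5.52 in regenerating and 49.6% ± 18.9 in non-regenerating libraries (SD, n = 6 and 5, exact permutation test over 462 arrangements, two-sided, p = 0.73). Without the day 4 DT WT saccule, the difference went from 5.62 to −2.79 percentage points (exact p = 0.36). The share of fragments at transcription start sites was 33.0% ± 3.60 and 33.0% ± 3.19 (exact p = 0.99 by the same test). Counts were summed over the cells of a library, and cells were not assigned to types, so the values describe whole tissues. Overlaps of peaks were computed with bedtools.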

We obtained 11 scATAC-seq profiles (Figure 4; Table S9). The quality of the dataset was assessed based on correlation with bulk ATAC-seq performed on similar samples. We found that the aggregate of scATAC-seq profiles closely resemble bulk ATAC-seq samples, indicating that the data were of sufficient quality.

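Bulk ATAC-seq of untreated WT organs was deposited as 3 peak lists for the saccule and 3 for the utricle, called by the authors with MACS2. Of 81338 bulk peaks found in at least 2 of 3 replicates of an organ, 92.2% (95% binomial interval 92.0 to 92.3, Clopper-Pearson) overlapped a peak of some scATAC-seq library by at least 1 bp. Peaks shuffled over the chromosomes did so at 10.4% ± 0.126 (SD, 100 shuffles). Single scATAC-seq libraries covered 69.8% ± 19.3 of the bulk peaks (SD, n = 11), from 15.25% for the day 4 DT WT saccule to 83.3%. Stronger bulk peaks were covered more fully, 97.7% of the 46376 with a −log10 q of at least 5 and 98.7% of the 23300 with at least 10. Of 225079 peaks found in any replicate, 62.4% were covered. In the other direction, 34.4% of the 188998 merged scATAC-seq regions lay on a bulk peak. The bulk lists held 82088 to 144769 peaks, except that of saccule replicate EJ04 with 5429. The mean Jaccard index was 0.292 between lists of the same organ and 0.231 between organs, the largest difference among the 10 splits of the lists into 3 and 3, which are too few for a p under 0.05. The difference of 0.0612 turned to −0.0299, −0.0305 and −0.0283 without utricle replicates EJ01, EJ03 and EJ05, and came to 0.210, 0.0910 and 0.155 without saccule replicates EJ02, EJ04 and EJ06. With the same number of top peaks from every list it was 0.0982, again the largest of the 10 splits. Without a utricle replicate, the short EJ04 list is in a larger part of the pairs within an organ than of those between organs, so these turns can follow from its length. From the resemblance of the single-cell and bulk profiles, the paper concludes that the data were of sufficient quality.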

**Figure 4:**
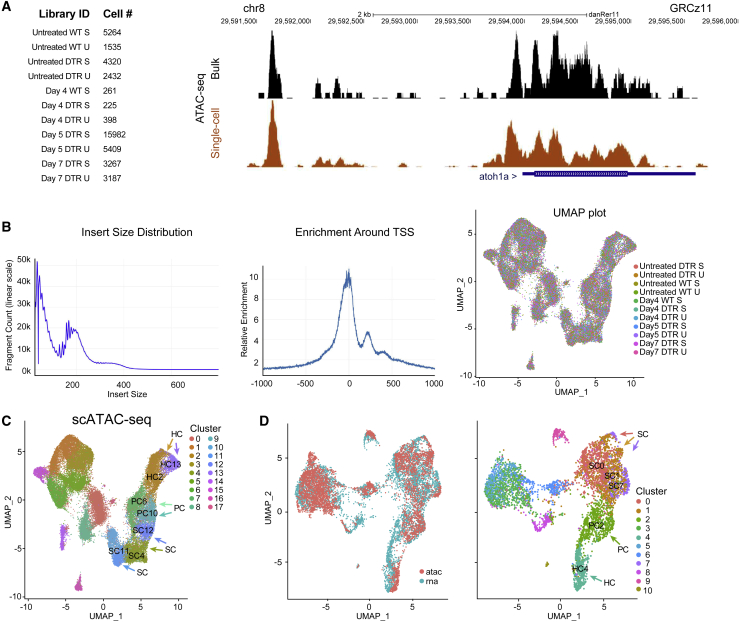
scATAC-seq of auditory and vestibular epithelia during regeneration (A) Left: identifiers and cell counts for samples collected for scATAC-seq. S, saccule; U, utricle; DTR, heterozygous Tg(*myo6b*:hDTR) transgenic zebrafish; and Day, number of days after DT injection (total = 42,278 cells). Right: genome browser track of the *atoh1a* locus highlighting annotated peaks comparing single-cell data with bulk ATAC-seq. (B) Left: the library fragment size distribution displayed nucleosome banding patterns. Middle: sequencing reads showed strong enrichment around transcriptional start sites (TSS). Right: high sample agreement is shown between all samples. (C) Aggregate of all scATAC-seq samples, including untreated samples. Clusters 4, 11, and 12 consist of SC: SC4, SC11, and SC12. Clusters 6 and 10 consist of PCs: PC6 and PC10. Clusters 2 and 13 consist of HCs: HC2 and HC13. (D) Left: UMAP co-embedding shows scATAC-seq and scRNA-seq cells on the same plot. Right: RNA cluster groups maintain cohesion in ATAC-seq data. SC populations are clusters 0, 1, and 7: SC0, SC1, and SC7. PC cell population is cluster 2: PC2. HC population is cluster 4: HC4.

We filtered and processed the resulting chromatin data.^24^ We then integrated scATAC-seq datasets from all 11 separate samples for cell type clustering to identify cell types.^23^^,^^24^ This resulted in a dataset with 11 clusters of single-cell epigenomes (Figure 4B, UMAP plot).

Using unsupervised clustering methods, nuclei were clustered and cell types were identified based on accessibility near expressed genes (Figure 4C; Table S10). Clusters were noisier than scRNA-seq measurements as scATAC-seq represents measurements from sparse chromatin data.^34^ We integrated the scATAC-seq with scRNA-seq profiles using methods for cross-modality integration and label transfer (Figure 4D). scRNA-based classifications were consistent with the scATAC-seq UMAP visualization indicating shared correlation patterns and matched biological states across the two modalities (Figure 4D, right UMAP plot).

### Identification of regeneration-responsive elements

We identified regions that presented higher accessibility during regeneration compared with controls and named these regions regeneration-responsive elements (RREs). 

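Of 11038 regions that were called as peaks in all 11 scATAC-seq libraries, 0 differed in accessibility between regenerating and non-regenerating libraries (edgeR's quasi-likelihood test on cut sites summed per library, adjusted p under 0.05, n = 6 and 5 libraries), with 742 at an unadjusted p under 0.05. DESeq2 called 47 of them, 27 higher and 20 lower in regenerating libraries. The largest rises it called lay on chromosome 8 from 29606667 to 29607866 (log2 fold change 0.81, standard error 0.22, adjusted p = 0.046), chromosome 16 from 10776229 to 10778992 (log2 fold change 0.72, standard error 0.18, adjusted p = 0.019), chromosome 23 from 6795138 to 6796466 (log2 fold change 0.70, standard error 0.13, adjusted p = 1.9e-04), chromosome 8 from 12208697 to 12209892 (log2 fold change 0.66, standard error 0.17, adjusted p = 0.026) and chromosome 5 from 42912479 to 42913766 (log2 fold change 0.66, standard error 0.16, adjusted p = 0.015). The largest falls lay on chromosome 15 from 34557645 to 34558809 (log2 fold change −0.60, standard error 0.14, adjusted p = 0.0083), chromosome 18 from 41092674 to 41094314 (log2 fold change −0.58, standard error 0.14, adjusted p = 0.018), chromosome 22 from 29639540 to 29640965 (log2 fold change −0.49, standard error 0.13, adjusted p = 0.038), chromosome 20 from 33174500 to 33175463 (log2 fold change −0.48, standard error 0.12, adjusted p = 0.030) and chromosome 5 from 57715026 to 57716252 (log2 fold change −0.44, standard error 0.10, adjusted p = 0.0094). Among 44367 regions called in the 10 libraries other than the day 4 DT WT saccule, a set chosen after its low share of fragments in peaks was seen, edgeR called 5, all higher in regenerating libraries: chromosome 14 from 30690777 to 30692246 (log2 fold change 1.57, standard error 0.20, adjusted p = 0.018), chromosome 8 from 14511235 to 14512196 (log2 fold change 1.51, standard error 0.20, adjusted p = 0.024), chromosome 5 from 36693685 to 36696277 (log2 fold change 1.17, standard error 0.15, adjusted p = 0.018), chromosome 8 from 20712518 to 20714143 (log2 fold change 1.1, standard error 0.16, adjusted p = 0.041) and chromosome 1 from 54012297 to 54015871 (log2 fold change 0.75, standard error 0.0951, adjusted p = 0.018). Against untreated DTR libraries alone edgeR called 1, and without any 1 library 0. Regions of simulated data with a 2-fold change were recovered at 78%. Cells were not assigned to types and regions called in some libraries only were not tested, so a region open in 1 cell type can be missed.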

To characterize RREs, we obtained sc-ATAC-seq data from untreated inner ear saccules and utricles to represent the basal state of the tissues. We identified differentially accessible peaks between clusters. 

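Peaks of each regenerating library were compared with the peaks of the untreated WT and DTR libraries of the same organ, and a peak with none of these within 100 bp, the distance the paper used to merge peaks, was counted as emerging. In the saccule, 1668 of 57477 peaks emerged at day 4 (2.90%), 19610 of 111585 at day 5 (17.6%) and 9525 of 89516 at day 7 (10.6%). In the utricle, 21254 of 98266 emerged at day 4 (21.6%), 16574 of 97170 at day 5 (17.1%) and 23026 of 110704 at day 7 (20.8%). The mean share was 15% ± 7.12 (SD, n = 6 libraries). Depth differed between the libraries, with 4660808 and 5589764 cut sites in the peaks of the saccule and utricle at day 4, 11285517 and 7381273 at day 5 and 6958652 and 9196602 at day 7. Peaks that the untreated libraries did not share with each other made up 21.9% of the peaks of the WT saccule, 36.9% of the WT utricle, 18.8% of the DTR saccule and 17.5% of the DTR utricle. Against the untreated DTR library of the same organ alone, 25.2% ± 12.3 of peaks emerged, and against those of both organs and the day 4 DT WT saccule 9.81% ± 4.72. After removal of the bulk ATAC-seq peaks besides the untreated peaks of the same organ, the share was 8.08% ± 3.97. Among peaks that overlapped a peak of the other organ on that day, 4.7% ± 2.72 emerged. Emergence was counted against untreated libraries of the same organ only, so these peaks need not be new in both organs. Cell types were not separated, and shares were not tested.

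**Figure D4:**
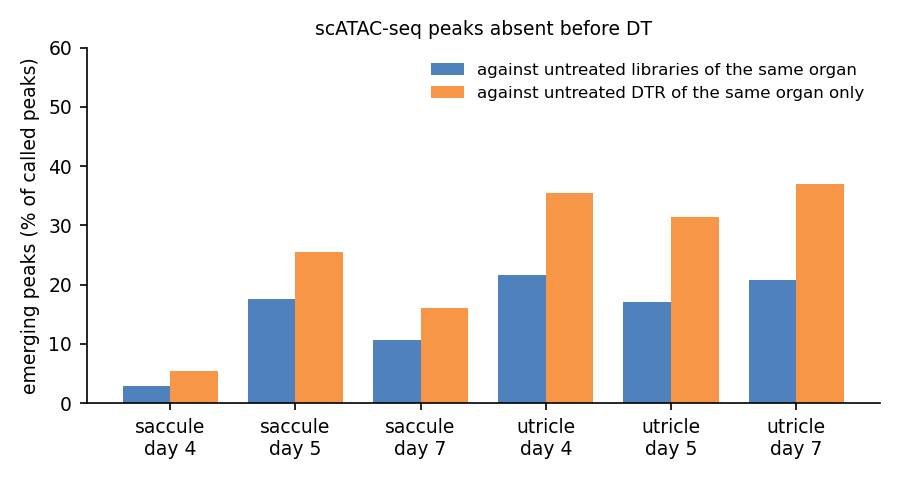
Share (%) of the peaks of each regenerating library with no untreated peak of the same organ within 100 bp. Shares run from 2.90% in the day 4 saccule to 21.6% in the day 4 utricle, and the mean of the 6 libraries is 15%.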

To identify RREs, we removed common peaks shared between untreated and treated samples leaving only the cell-type-specific emerging peaks.

Using this approach, we identified 12,369 RREs in SCs, 13,528 RREs in PCs, and 12,597 RREs in HCs (Figure 5A; Table S11). The chromatin accessibility of PCs and HCs showed a much higher degree of overlap than the SCs did with either PCs or HCs. To understand the functions of emerging peaks, we applied GREAT analysis to annotate peaks and predict functions of putative regulatory regions (Figure S4).^35^ GREAT analysis indicated that ∼19.5%–25.0% of peaks were located in proximal regions of the transcriptional start, whereas ∼70%–75% were located in distal regions (>±5 kb) (19.46% proximal PC peaks, 24.98% proximal SC peaks, 21.12% proximal HC peaks), many of which were in the first introns of genes. GO functional annotation of emerging peaks identified that peaks from all three cell types were associated with lateral line and inner ear development or differentiation, such as mechanosensory lateral line system development (p ≤ 6.2061e^–6^; SC peaks), mechanoreceptor differentiation (p ≤ 3.4662e^–9^; PC peaks), and inner ear receptor cell differentiation (p ≤ 1.4879e^–8^; HC peaks) (Figures S4D–S4F).

**Figure 5:**
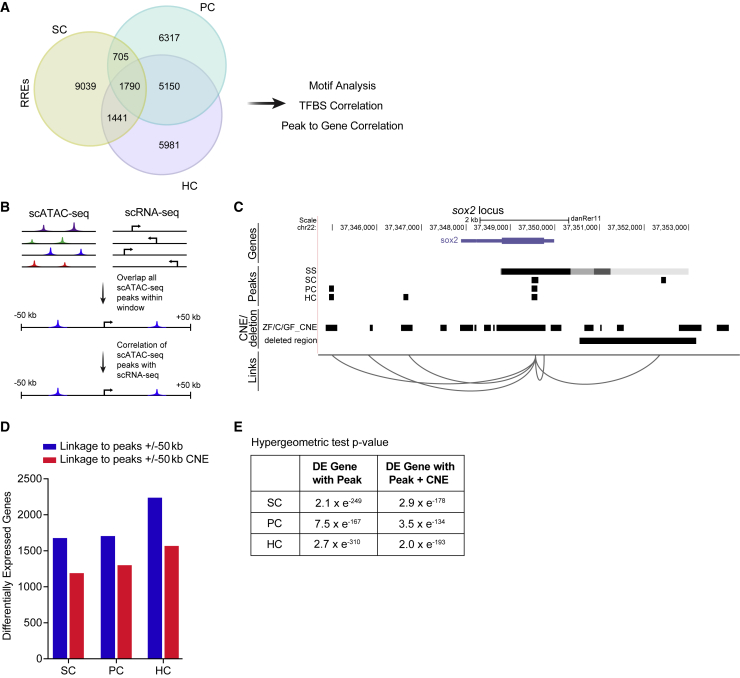
Correlation of scATAC-seq peaks to conserved regions and to differentially expressed genes (A) Venn diagram of regeneration-responsive elements (RREs) identified in SCs, PCs, and HCs. (B) Schematic of the approach used to link scATAC-seq peaks in proximal and distal DNA elements to genes. (C) Schematic of predicted links between peaks near the gene, *sox2*. For each cell type, a track is shown, including peaks present in non-regenerating controls (SS, steady state), conserved non-coding elements (CNEs) from genomic four-way phastcons (Z, zebrafish; C, grass and common carp; GF, goldfish), and the deleted region in *sox2*^*hg138*^ mutants. Genome coordinates of peaks, CNEs, and deleted region are represented by black bars. (D) Bar graphs showing the number of RREs that are within 50 kb of differentially expressed genes (blue) and overlap with CNEs (red) in each cell type. (E) Intersections of differentially expressed (DE) genes with peaks and peaks with CNEs are statistically significant (p < 0.001).

To determine whether cell-specific open chromatin regions from scATAC-seq analysis correlated with cell-specific gene expression, we developed a computational strategy to infer enhancer-to-gene relationships. We investigated to what extent enhancers in a window surrounding the transcriptional start site (TSS) of a gene (±50 kb from the TSS) predicted the expression of a gene (Figure 5B). Figure 5C shows an example for the *sox2* locus. For HCs 13,966 genes were associated with peaks, for SCs 13,709 genes were associated with peaks, and in PCs 13,874 genes were associated with peaks (Table S12).

We next correlated RREs with changes in gene expression during regeneration. We found a clear correlation between chromatin accessibility and nearby/distal gene expression where 60%–64% of differentially expressed genes were linked to RREs (p < 0.05, hypergeometric test) (Figures 5D and 5E). We identified, 1,546 differential genes (60.2% of DE genes) in PCs associated with at least one RRE peak (p < 7.5 × e^−167^, hypergeometric test),^36^ 1,497 SC genes (60.0% of DE genes) (p < 2.0 × e^−249^, hypergeometric test), and 2,032 HC genes (64.2% of DE genes) (p < 2.7 × e^−310^, hypergeometric test) (Table S14). For further analysis, we chose the set of RREs that were linked to DE (regardless of whether that gene was the closest gene to the RRE) assuming that this subset would be enriched for regulatory regions that directly regulate gene expression.

### RREs are associated with conserved, non-coding elements

Conserved, non-coding elements (CNEs) are sequences outside of the coding regions that have a high degree of sequence conservation among multiple species. The “longer” a sequence is conserved across evolutionary time, the higher the probability it has a conserved functional purpose. Overlap of ATAC-seq peaks with CNEs implies functional significance.^37^ To further validate these data and the likelihood of identified enhancers for functional roles *in vivo* and to also make use of evolutionary sequence conservation as a filter to find putative gene regulatory elements, we intersected identified RREs associated with differential gene expression with CNE data derived from comparisons between zebrafish and several carp species generated by Chen et al.^38^ (Figure 5D; Table S13). We found significant overlap between conserved non-coding blocks and RRE peaks associated with at least one differentially expressed gene identified in our scATAC-seq and scRNA-seq data (SC: p < 2.9 × e^−178^; PC: p < 3.5 × e^−134^; HC: p < 2.0 × e^−193^, hypergeometric test) (Figure 5E; Table S14). Together these data identified *cis*-regulatory elements strongly enriched for roles in transcriptional control during HC regeneration.

### Deep learning identifies key regulatory motifs and potential co-regulation cassettes

Machine learning can accurately identify enhancer sequences *de novo* from raw sequence data.^39^ Therefore, we constructed a prediction model to determine if enriched transcription factor binding sites (TFBSs) were found in the RREs. A deep learning (DL) model using a 59,785-parameter, 4-layer DL model trained by integrating features associated with enhancer activity from Danio-CODE,^40^ and these models were then applied to RREs (Table S15). The model showed that Six and Sox motifs were significantly enriched in our datasets in a cell-specific manner (Figure 6A). Furthermore, DL revealed that Sox factors were more strongly enriched in SCs (Figure 6B) and showed significant co-occurrence with Pdx1, Foxd3, Cebpa, Ebf1, and Rest motifs. In PCs, Sox and Six sites were significantly enriched and both often co-occurred with Creb1 or Fos/Ap1 but not with each other. In HCs, Sox sites showed significant co-occupancy with Six4 as well as with Creb1, and Fos/Ap1 (correlation of TFBSs p < 0.001) (Figure 6A). We parsed the RREs into four categories, containing only Sox motifs, containing only Six motifs, containing both Sox and Six motifs, or containing neither Sox nor Six motifs (Figure 6B; Table S16). We detected a clear pattern in SCs, where 71% of all enhancers linked to differentially expressed genes (1,498 genes) in the SCs had Sox motifs. PCs, despite having more total peaks than SCs, had 944 fewer gene associations total with no clear pattern of preference across the four categories. This pattern may be consistent with a cell type that is in transition. HCs had the most total differentially expressed genes associated with enhancer elements, with the largest category being peaks containing both Sox and Six motifs (37%). The second largest category for HCs had neither Sox nor Six motifs. In SCs, the top GO enrichment terms for Sox-linked genes were: “negative regulation of protein processing,” “negative regulation of protein maturation,” “hemidesmosome assembly,” and “regulation of epidermis development” consistent with epithelial cells that would be undergoing a state transition. Highest GO enrichment for the HC Six/Sox-linked genes were: “peripheral nervous system axonogenesis,” “peripheral nervous system development,” and “peripheral nervous system differentiation” consistent with driving HC fates.

**Figure 6:**
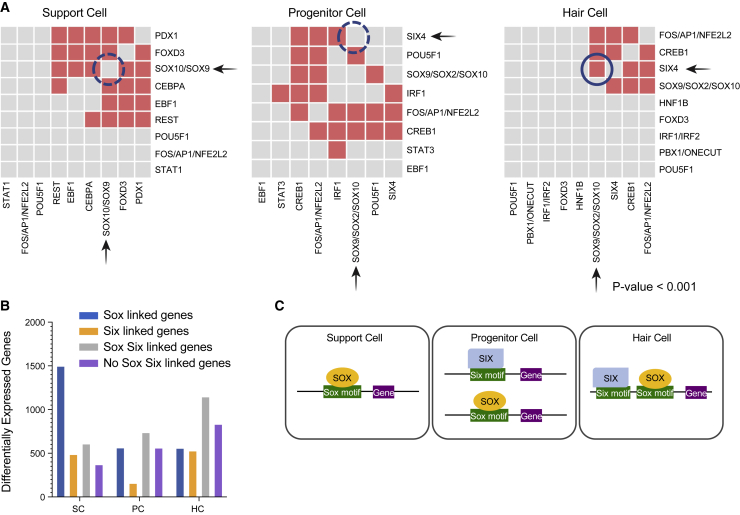
Combinatorial accessibility of Six and Sox TFs are defined by distinct cell identities (A) Pairwise predicted TF co-association in SCs, PCs, and HCs. x and y axes show significantly enriched predicted TF binding sites. Gray boxes represent lack of co-association between the TFs, whereas the colored boxes represent co-association. Correlation of TFBSs p < 0.001. (B) Sox and/or Six TF motif containing enhancers associated with differentially expressed genes in SCs, PCs, or HCs. Categories of TF containing motifs include Sox containing, Six containing, Sox and Six containing, or neither. (C) Model of Six and Sox TFs with cooperative roles functioning as either stem cell promoting or HC promoting factors.

Based on the scRNA-seq data and DE testing, we determined which Sox and Six factors were expressed in each cell type to correlate accessible binding sites to available transcription factors (TFs) (Figure S5A). In agreement with the pseudotime analysis, the Sox genes were dynamically expressed (Figure S6). 

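In HC-like cells the Sox gene sox4b fell with regeneration (234 ± 67.4 against 922 ± 416 CPM, log2 fold change −1.90, standard error 0.28, adjusted p = 1.3e-04, edgeR, n = 6 and 4 libraries), as did sox11a (59.4 ± 21.6 against 121 ± 30.6 CPM, log2 fold change −1.11, standard error 0.37, adjusted p = 0.038). In PC-like cells sox21a (227 ± 50.8 against 116 ± 100.4 CPM, log2 fold change 1.05, standard error 0.33, adjusted p = 0.025) and sox13 (0.79, adjusted p = 0.024) rose. The homeobox gene six4b rose in PC-like (log2 fold change 1.55, standard error 0.36, adjusted p = 0.0028) and HC-like cells (log2 fold change 1.07, standard error 0.31, adjusted p = 0.018), and six4a changed past the threshold in no class (log2 fold changes 0.38, 0.00 and 0.07, adjusted p = 0.46, 1.00 and 0.94). In SC-like cells sox13 (1.29, adjusted p = 0.0036), sox11b (0.70, adjusted p = 0.024) and the cofactor gene eya1 (0.66, adjusted p = 0.012) rose. The gene sox4a, by the 1 of its 2 gene IDs that was tested, rose in PC-like (log2 fold change 0.72, standard error 0.22, adjusted p = 0.017) and fell in HC-like cells (log2 fold change −0.92, standard error 0.25, adjusted p = 0.013), and did not change past the threshold in SC-like cells (−0.38, adjusted p = 0.23). Of the Sox genes, 2 of 9 tested rose and 0 fell, or 3 and 1 adjusted over the list alone in SC-like cells (median log2 fold change 0.27, adjusted p = 0.40, camera test), 3 of 10 tested rose and 0 fell in PC-like cells (median log2 fold change 0.41, adjusted p = 0.21) and 0 of 9 tested rose and 3 fell in HC-like cells, where their median log2 fold change was 0.54, their mean −0.11 and the direction of the test down (adjusted p = 0.31). Of the sine oculis and Eya genes, 3 of 5 tested rose and 0 fell in SC-like (median log2 fold change 0.66, adjusted p = 0.020, 0.37 with an estimated correlation) and 3 of 7 tested rose and 0 fell in PC-like cells (median log2 fold change 0.71, adjusted p = 0.011, 0.16 with an estimated correlation). A single left-out library removed the call for sox11a without the untreated WT utricle (0.13), day 4 DT WT utricle (0.087), untreated DTR saccule (0.13), untreated DTR utricle (0.051) or day 5 utricle (0.066) (adjusted p in parentheses). For sox4a it went without the untreated DTR utricle (0.085) or day 5 utricle (0.0501), and for six4b without the untreated DTR saccule (0.079) or untreated DTR utricle (0.091). The threshold was not reached by sox21a without the untreated WT saccule (0.059), day 4 DT WT saccule (0.062), day 4 DT WT utricle (0.060), untreated DTR saccule (0.068) or untreated DTR utricle (0.065) (adjusted p in parentheses). For sox13 it went without the untreated DTR saccule (0.063) or untreated DTR utricle (0.052), and for sox4a without the day 4 DT WT saccule (0.053). The log2 fold change moved for sox21a to 1.60 without the untreated WT utricle. Adjusted p rose above 0.05 for sox11b without the untreated WT saccule (0.051), untreated WT utricle (0.080), day 4 DT WT saccule (0.071) or day 5 saccule (0.075) (adjusted p in parentheses). The falls of sox11a and sox4a in HC-like cells were −0.71 and −0.53 (adjusted p = 0.45 and 0.32) without a filter on low counts, and that of sox4a was −0.19 with poscounts size factors (adjusted p = 0.53). In Leiden clusters without integration, six4b in PC-like cells was at 0.60 (0.59).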

The Sox genes *sox4a*, *sox4b*, *sox11a*, and *sox21a* all showed DE changes, as did *six1a*, *six1b*, *six4a*, and *six4b* (p < 0.01; FC ≥ 0.25) (Figure S5B). Genes, such as *sox10* and *sox11a*, are SC markers. In SCs, although *sox10* was virtually unaffected, *sox11a* (p < 1.64 × e^−5^; FC = −0.77) and *sox4b* (p < 1.04 × e^−20^; FC = −1.48) had reductions in expression during HC regeneration. *sox4b* continued to be reduced in expression in PCs (p < 2.03 × e^−12^; FC = −0.79) and HCs (p < 1.04 × e^−20^; FC = −1.48). 

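In SC-like cells sox10 did not change past the threshold (195 ± 37.8 against 173 ± 67.3 CPM in regenerating and non-regenerating libraries, log2 fold change 0.15, standard error 0.20, adjusted p = 0.61, edgeR, n = 6 and 6 libraries). sox11a (192 ± 67.6 against 254 ± 83.0 CPM, log2 fold change −0.42, standard error 0.19, adjusted p = 0.11) and sox4b (47.5 ± 29.1 against 83.2 ± 29.4 CPM, log2 fold change −0.80, standard error 0.31, adjusted p = 0.066) were lower in regenerating libraries, with both differences short of the threshold. In PC-like cells sox4b was also lower, short of the threshold (104 ± 73.1 against 179.7 ± 101 CPM, log2 fold change −0.77, standard error 0.40, adjusted p = 0.18), but higher in Leiden clusters without integration (0.35, adjusted p = 0.77) and against untreated WT alone (0.23, 0.92). In SC-like cells sox11a was past it without the untreated WT saccule (−0.56, adjusted p = 0.030), and sox4b without the untreated WT saccule (−0.92, adjusted p = 0.043), day 4 DT WT utricle (−0.98, adjusted p = 0.031), day 5 saccule (−1.05, adjusted p = 0.030) or day 5 utricle (−1.07, adjusted p = 0.016). In PC-like cells sox4b was past it without the day 5 utricle (−1.16, adjusted p = 0.022). Without both libraries of day 5, the log2 fold change of sox4b was −1.36 (adjusted p = 0.0058) in SC-like and −1.51 (0.0013) in PC-like cells. From SC-like to PC-like cells, sox11a fell (log2 fold change −0.78, standard error 0.17, adjusted p = 4.1e-04).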

The changes in *sox2* and *sox21a* were subtle and particularly restricted to the PCs according to pseudotime analysis (Figure S6), suggesting that they are key drivers of the state change, while both *six1* genes, but particularly *six1b* in both regenerating and non-regenerating sets (p < 2.34 × e^−6^; FC = 0.57), were very strongly expressed in HCs (p < 0.01; FC > 0.25) (Figure S5B).

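The progenitor transcription factor gene sox2 was 2.74 higher on the log2 scale in PC-like than in SC-like cells (standard error 0.20, adjusted p = 2.0e-15, edgeR, n = 12 and 12 libraries) and lower in HC-like than in PC-like cells (log2 fold change −0.67, standard error 0.19, adjusted p = 0.0022, n = 10 libraries with both classes). sox21a had the same pattern (log2 fold change 3.38, standard error 0.22, adjusted p = 5.7e-17, then log2 fold change −1.60, standard error 0.22, adjusted p = 1.3e-07). With regeneration, sox2 did not change past the threshold in PC-like cells (138 ± 62.2 against 112 ± 17.7 CPM, log2 fold change 0.22, standard error 0.26, adjusted p = 0.56). HC-like cells exceeded PC-like cells in six1b (log2 fold change 1.27, standard error 0.15, adjusted p = 7.2e-11) and in six1a (log2 fold change 1.3, standard error 0.17, adjusted p = 9.7e-10). In non-regenerating libraries alone, these differences were 1.62 (adjusted p = 5.1e-06) and 0.80 (0.090). Without the day 7 saccule, the log2 fold change of sox2 between HC-like and PC-like cells was −0.45. Levels of sox2 and sox21a were kept out of the clustering, as were those of the sine oculis homeobox genes. From the levels over pseudotime, the authors propose that sox2 and sox21a drive the change of state in PCs.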

Six family members have a demonstrated role in mammalian HC differentiation^41^ and a knockout of *Six1* results in defective inner ear development.^42^ In mice, *Sox2* has known roles in sensorineural development and is expressed in HC PCs and SCs until it is downregulated after differentiation.^43^ The observed pattern of motif enrichment suggests a significant shift from Sox-driven gene expression in SCs to Sox/Six co-regulated expression in HC. The relatively smaller number of differentially expressed genes linked to the emerging peaks in the PCs is consistent with them being a transient state between the SCs and HCs, where the chromatin is opening to allow for gene expression, but actual gene activation has not occurred yet. Once gene expression is initiated, the cells shift to an HC classification.

### Deletion of a regulatory element of sox2 results in a dominant loss of HC regeneration

Our integrated single-cell analysis predicted that *sox2* is differentially regulated in a switch-like pattern such that *sox2* expression increases in PCs and then shuts off in newly differentiating HCs (Figure S6). Based on the known role of *sox2* in stem cell pluripotency in general and its role in inner ear development specifically, we were interested in identifying regulatory elements for *sox2* that were specifically activated during hearing regeneration and if *sox2* was a key driver of regeneration. We found the *sox2* locus acquired cell-specific dynamic changes in accessibility during HC regeneration with ATAC accessibility of specific regions correlating to upregulation in gene expression (Figure 5C). 

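At the sox2 locus, peaks called over chromosome 22 of danRer11 from 37348714 to 37353087 held 62.1 ± 7.71 CPM of cut sites in peaks in regenerating and 49.0 ± 16.4 in non-regenerating libraries (SD, n = 6 and 5), which did not differ past the threshold (log2 ratio 0.34, exact permutation test, two-sided, p = 0.11). sox2 encodes a transcription factor of progenitor cells. All 11 libraries had a peak there. The stretch joins several peaks, and in the untreated WT saccule the strongest held 298 of 429 cut sites. The test is therefore not one of the paper's single element. Without the untreated WT utricle, at 71.3 CPM, the log2 ratio was 0.51 (exact p = 0.014), and without the day 4 DT WT saccule, where 136 bp were called, it was 0.18 (exact p = 0.26). As CPM and per kb called it was −1.45 (exact p = 0.46), which rests on the day 4 DT WT saccule, at 189 CPM per kb against 12.4 to 16.7 in the other non-regenerating libraries, and it was 0.29 (exact p = 0.071) without this library. A weaker peak of the locus, from 37346319 to 37347005, held 8.63 ± 2.54 CPM in 5 regenerating and 4.61 ± 4.79 in 4 non-regenerating libraries (SD, log2 ratio 0.90, exact p = 0.15), and without the untreated WT utricle the ratio was 1.93 (exact p = 0.036). A peak at the atoh1a locus, on chromosome 8 from 29593548 to 29595334, was called in 10 libraries and held 43.7 ± 8.13 CPM of cut sites in peaks in the 6 regenerating and 27.6 ± 6.10 in the 4 untreated libraries (SD, log2 ratio 0.66, exact p = 0.019 by the same test). It covered 1481 to 1782 bp in regenerating and 1466 to 1754 bp in untreated libraries, and per kb called the log2 ratio was 0.64 (exact p = 0.0095). Without the libraries of day 4 it was 0.69 (exact p = 0.057), with 4 libraries against 4. The peak was chosen after the locus shown in Fig. 4A. Another peak of this locus, from 29591415 to 29592372, was lower in the 6 regenerating than in the 4 untreated libraries (5.90 ± 1.27 against 10.6 ± 6.09 CPM, SD, log2 ratio −0.84, exact p = 0.048). Per kb called the log2 ratio was −0.19 (exact p = 0.48). With 1 library left out it ran from −1.08 to −0.38, the last without the untreated WT utricle, and p stayed under 0.05 only without the day 5 saccule (0.040) or the untreated DTR saccule (0.012). The weaker peak of each locus was tested after its values were seen. 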

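Within the stretch of chromosome 22 shown in Fig. 5C, libraries called up to 4 peaks. The strongest lay from 37348781 to 37350336 in the untreated WT saccule, with 33.4 CPM of cut sites in peaks, and from 37348734 to 37350334 in the day 5 saccule, with 39.1. A stretch beside it, from 37351849 to 37353016 with 11.4 CPM in the untreated WT saccule, was called from 37351840 to 37353080 with 14.4 CPM in the day 5 saccule. A weak peak further out, from 37346518 to 37346889 in the untreated WT saccule at 3.14 CPM, was called in every library but the day 4 DT WT and day 7 saccules, and stood at 5.67 CPM in the day 5 saccule and 11.6 in the untreated WT utricle. Bulk ATAC-seq of untreated WT organs also had peaks here, the strongest from 37349938 to 37350175 in utricle replicate EJ01 with a −log10 q of 39.7. Untreated libraries called peaks over each stretch that regenerating libraries called. Cell types were not separated, and no annotation of danRer11 was used, so distances from the start site were not measured.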

A specific element 1,995 bp upstream the TSS of *sox2* emerged in SCs and PCs only during regeneration (but was absent in the HCs), suggesting that this might represent an enhancer of *sox2* with important roles in regulating regeneration (Figure S7).

A 2,115 bp peak region overlapped with a CNE identified from zebrafish/goldfish/carp alignments^38^ as well as three shorter “ultraconserved” regions present in all vertebrates^44^(Figure S7). In addition, the JASPAR database^45^ predicted multiple TFBSs, including sites for *sox2*, *pou4f3*, and *stat3*, all of which are associated with inner ear development and/or regeneration.

To functionally validate if this region regulates *sox2* during regeneration, we utilized CRISPR-Cas9 to introduce deletions of the 2 kb *sox2* upstream enhancer. We injected spCas9 protein with six guides flanking the region into single-cell-stage embryos (Figure 7A). We identified germline transmitted deletions and generated three independent enhancer deletion lines (Figure S9A). The majority of the experiments were performed on one stable line of heterozygous enhancer deletions or homozygous deletions, denoted here as *sox2*^*hg138*^. Results were verified in the two other alleles denoted as *sox2*^*hg139*^ and *sox2*^*hg140*^ (Figure S9A).

**Figure 7:**
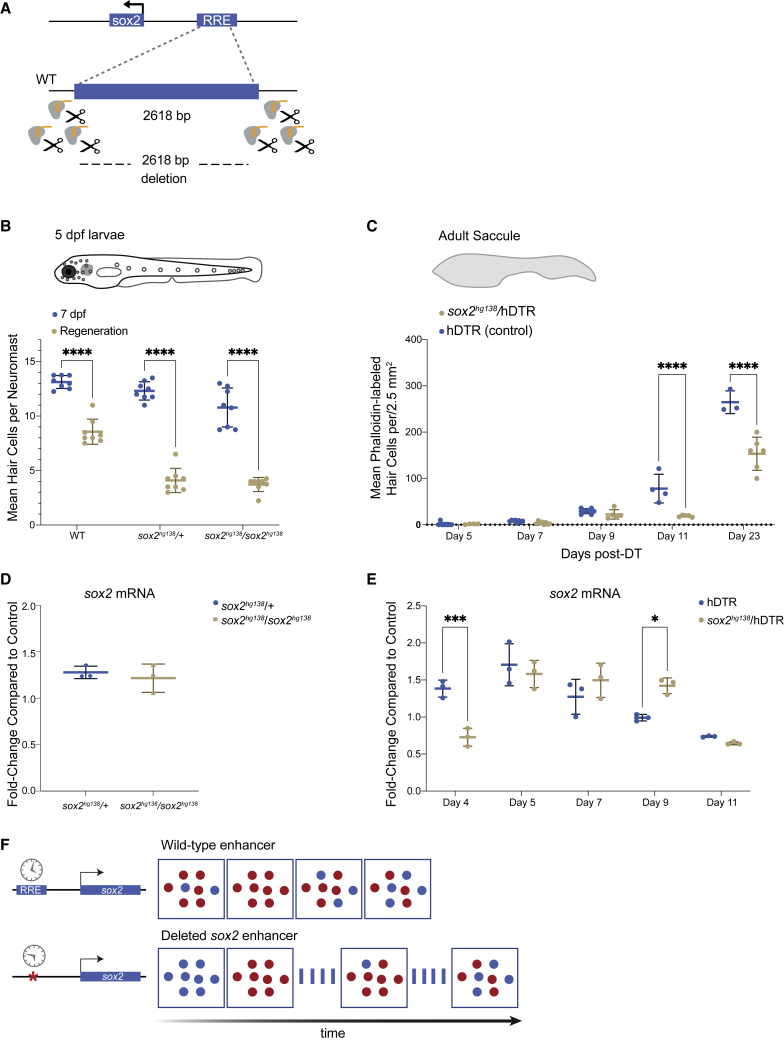
The −1,995 bp *sox2* enhancer element is required for HC regeneration (A) Generation of enhancer deletion mutants using CRISPR-Cas9 editing. (B) Lateral line HC regeneration is strongly inhibited 2 days after CuSO_4_ ablation in homozygous (*sox*^*hg138*^*/sox*^*hg138*^) and heterozygous (*sox*^*hg138*^*/+*) enhancer deletion mutants. The average number of HCs and SD are shown in the graph. A two-way ANOVA comparison and Sidak multiple comparison test of the data obtained on untreated larvae with the data obtained from CuSO_4_ treated larvae ∗∗∗∗p < 0.0001. Error bars show SD. n = 8 larvae in each group. (C) Adult HC regeneration is significantly inhibited up to 23 days after HC ablation in heterozygous (*sox*^*hg138*^*/*hDTR) enhancer deletion mutants. The average number of HCs is shown in the graph. A two-way ANOVA comparison of the data obtained on regenerating control Tg(*myo6b*:hDTR) saccule (hDTR, blue) with the data obtained from regenerating heterozygous enhancer deletion mutant (*sox*^*hg138*^*/*hDTR, beige) saccule and Sidak multiple comparison test: ∗∗∗∗p < 0001. Error bars show SD. n = 6–8 saccules in each group unless otherwise indicated. (D) Quantitative real-time PCR measuring *sox2* mRNA levels in adult homeostatic sensory epithelia (saccule) from heterozygous (*sox2*^*hg138*^/+, blue) and homozygous (*sox2*^*hg138*^/*sox2*^*hg138*^, beige) enhancer deletion mutants. Fold-change compared with homeostatic sensory epithelia (saccule) of wild-type controls of the same age. (E) Quantitative real-time PCR measuring *sox2* mRNA levels in regenerating sensory epithelia (saccule) from Tg(*myo6b*:hDTR) controls (hDTR, blue) and sensory epithelia from heterozygous enhancer deletion mutants (*sox2*^*hg138*^/hDTR, beige) shows that activation of *sox2* expression is delayed by 24 h (day 4) then remains elevated for an additional 24 h (day 9). The delay in *sox2* expression at day 4 and the persistent expression at day 9 are statistically significant. A two-way ANOVA comparison of the data obtained on regenerating control (hDTR, blue) saccule with the data obtained from regenerating heterozygous enhancer deletion mutant saccule (*sox*^*hg138*^*/*hDTR, beige) and Sidak multiple comparison test: ∗p < 0.02, ∗∗∗p < 0.0004. Error bars show SD and triplicate technical replicates from dissected saccule of six to eight adult fish are shown in the graph. (F) The upstream enhancer is involved in regulating the timing of *sox2* expression but not essential for triggering activation. *sox2* gene activation occurring in the supporting cells is depicted by the appearance of red dots. *sox2* levels are delayed in enhancer deletion mutants compared with wild-type, but reaches the appropriate levels 24 h later. The return to baseline expression is also delayed by 24 h.

Enhancer deletion mutants had no overt morphological phenotypes in early larvae, and both heterozygous and homozygous deletions survived to adulthood. Homozygous and heterozygous fish were viable as adults and the overall morphologies of inner ears, sensory epithelia, lateral line neuromasts, and even swimming behaviors appeared normal for all three enhancer deletion alleles.

We performed larval lateral line regeneration assays on the enhancer deletion mutants using CuSO_4_ ablation.^46^ We first quantified the mean HCs per neuromast in untreated heterozygous and homozygous enhancer deletion mutants 7 days post fertilization and found no differences from wild-type for both *sox2*^*hg139*^ and *sox2*^*hg140*^, either as heterozygous or homozygous deletions, and no difference for *sox2*^*hg138*^ heterozygous deletions. The *sox2*^*hg138*^ is the largest deletion (Figure S9) and we did find a statistically significant difference between wild-type and homozygous *sox2*^*hg138*^ enhancer deletion mutants with the mutants having on average one to two fewer HCs per neuromast (two-way ANOVA, p < 0.001) (Figure S9).

We found that both homozygous and heterozygous deletions had no effect on larval HC development (or modest effects in *sox2*^*hg138/*^*sox2*^*hg*^^*138*^ homozygous mutants), but all deletions altered HC regeneration with similar severity regardless of whether the deletions were in one copy or two (Figures 7B and S9). Therefore, the enhancer region was a haploinsufficient regulator of neuromast HC regeneration.

To examine the role for the *sox2* upstream enhancer deletion in adult zebrafish, we again employed the Tg(*myo6b*:hDTR) transgenic zebrafish^22^ (Figure 7C). In our experiments, heterozygous *sox2*^*hg138*^/Tg(*myo6b*:hDTR) and Tg(*myo6b*:hDTR) zebrafish were administered DT, and sensory epithelia were examined after 7, 9, 11, and 23 days of recovery following injection. In untreated heterozygous *sox2*^*hg138*^/Tg(*myo6b*:hDTR), saccular HCs were present in normal numbers (Figure S8). In DT-injected heterozygous *sox2*^*hg138*^/Tg(*myo6b*:hDTR) zebrafish, there was a major reduction in HC regeneration after DT treatment on day 11 post DT in comparison with normally regenerating sensory epithelia (two-way ANOVA, p < 0.0011). Adult HC regeneration continued to be significantly inhibited 23 days after HC ablation in heterozygous *sox2*^*hg138*^/Tg(*myo6b*:hDTR) zebrafish (two-way ANOVA, p < 0.0001). Our data reveal that the −1,995 bp upstream enhancer of *sox2* is required specifically for HC regeneration but not normal HC development in zebrafish and heterozygous deletions possessing a phenotype as severe as homozygous deletions. We did not notice any regeneration deficits after tailfin amputation in adult heterozygous *sox2*^*hg138*^/Tg(*myo6b*:hDTR) fish, suggesting that the regeneration phenotype for this deletion was restricted to HC regeneration, or perhaps to neuronal regeneration in general.

### The −1,955 bp sox2 enhancer regulates the timing of sox2 expression during regeneration

We sought to determine if *sox2* expression levels were altered in heterozygous *sox2* enhancer deletion fish compared with Tg(*myo6b*:hDTR) controls during regeneration. *sox2* mRNA levels were measured in sensory epithelia by quantitative real-time PCR analysis. In non-regenerating sensory epithelia of the heterozygous enhancer deletion mutants (*sox2*^*hg138*^/+), *sox2* RNA levels were not significantly altered in comparison with control wild-type sensory epithelia (Figure 7D). In adult Tg(*myo6b*:hDTR) zebrafish without the enhancer deletion undergoing HC regeneration, *sox2* expression was elevated on days 4, 5, and 7 post DT. This was consistent with our single-cell transcriptomics assays on regenerating inner ear tissues collected at all time points (days 4, 5, and 7) (Figure S5). By day 9 post DT, *sox2* expression levels were near control levels and were further reduced on day 11 post DT (Figure 7E).

In heterozygous enhancer deletion mutants, we found that *sox2* expression levels were significantly reduced on day 4 in comparison with normal inner ear sensory epithelia undergoing regeneration (two-way ANOVA, p < 0.0039). By day 5–7 post-DT, *sox2* expression levels rose to levels comparable with normally regenerating inner ears. At day 9 post DT, levels of *sox2* remain elevated in enhancer deletion mutants (two-way ANOVA, p < 0.0021) in comparison with wild-type, but by day 11 post DT, levels of *sox2* did drop back to levels comparable with wild-type. Our data suggest that the upstream enhancer of *sox2* may be specifically involved in regulating the timing of *sox2* expression but not essential for triggering activation (Figure 7F). It is interesting to note that, despite *sox2* levels apparently only being shifted by 24 h in the mutant compared with the wild-type, the regeneration of HCs appeared to have been affected out to at least 23 days post ablation and potentially permanently.

## Discussion

Regeneration of inducible or injury-dependent gene expression may be controlled by specific enhancer regulatory elements.^7^, ^8^, ^9^^,^^12^, ^13^, ^14^, ^15^^,^^17^^,^^18^^,^^21^ Tissue regeneration enhancer elements (TREEs) have been identified by approaches, such as H3.3 profiling and epigenetic profiling. While validation of identified regulatory elements revealed that the putative enhancers can direct expression of minimal promoters or reporters, deletion of multiple putative enhancers from the genome previously resulted in no detectable effects on regeneration.^7^^,^^13^

### Origin of HCs during zebrafish inner ear HC regeneration

Our regeneration assay causes selective HC ablation, leaving the population of Sox2-positive supporting cells undamaged (Figure S1). Similar to what is observed in the regenerating chick cochlea following acoustic trauma^47^ and consistent with clonal analysis of HC origins in the chicken hearing organ the basilar papilla and lateral line organs in zebrafish,^48^^,^^49^ our single-cell trajectory analysis predicts that supporting cells contribute new HCs in the zebrafish inner ear by reverting to a less-differentiated state we have labeled as PCs (Figure 3B). The PCs are transcriptionally distinct from SCs and HCs and represent a special transition state cell type that may reenter mitosis when HCs are depleted and become a new HC. In addition, we find that regenerating sensory epithelia exhibit a decline in SCs and an increase in PC and HC number (Figure 2B). From this analysis it is unclear if the PCs emerge from the SCs and can return to SC identity or if there are resident PCs that rapidly expand after an injury and either become HCs or SCs. Even in uninjured inner ears, we detected PCs. We can envision two reasons why this may be (1) it has been shown in adult zebrafish that HCs continually grow throughout the lifespan,^50^ the PCs could be always present because they are in the process of transitioning from SCs to HCs during that growth, or (2) the PCs in fish represent a cache of multipotent stem cells that contribute to the constant growth and can also replenish SCs and/or HCs after injury or death. Understanding how SCs give rise to new HCs in the adult inner ear of zebrafish may contribute to a better understanding of overcoming the regeneration block in the mammalian inner ear.

There is some evidence for the presence of inner ear cell types with the capacity for self-renewal and HC-like formation in the mammalian vestibular organ of mice.^51^ However, the adult cochlea completely lacks the capacity to regenerate due to the loss of a stem cell population as the mammal ages.^52^ The continued effort to reprogram differentiated mammalian inner ear cells may require comparing how SCs propagate new HCs in response to damage or how to drive SC identity back to the progenitor state seen in regenerating model systems. Identifying enhancers that are key regulators of regeneration are an essential step in identifying these differences in regenerative capacity.

### Six and Sox TFs appear to act in a combinatorial fashion to drive cellular identity

The *Sox* and *Six* genes are known to be among highly expressed TFs important for HC development and differentiation.^53^ Our analysis revealed that HC regeneration appears to be orchestrated by specific combinations of Six and Sox. These TFs may have cooperative roles in mediating activity of individual regulatory elements and may function as either stem cell-promoting or HC-promoting factors (Figure 6C) depending on context. In mice, prosensory cells (Sox2-EGFP+) from the embryonic cochlear duct are enriched for motifs corresponding to Six, Sox, Gata, Ebf, and Tead families, as well as motifs for Grhl2, Lef1, Irf4, and Rest.^54^ We identified 30,423 open chromatin regions enriched for many of the same TFs. Motif enrichment and co-occupancy in our data provides evidence for shifting roles of Six and Sox at different stages of HC regeneration and implicates several other TF families during regeneration.

There are multiple Sox and Six factors expressed during regeneration suggesting some possible redundancy of function. In the case of Sox2 function, it was notable that simply delaying expression by 24 h is sufficient to severely inhibit regeneration, suggesting that, if there is some redundancy with other Sox TFs, it is not nearly sufficient to compensate for the missing Sox2 function. It also suggests merely ectopically activating genes in the inner ears of mammals may be insufficient to induce a proper regeneration response.

### Enhancer regulatory elements with roles in regeneration

Regeneration-competent animals are likely to possess conserved genomic regions necessary to activate injury and regeneration responses^21^; we found there was a large degree of overlap between conserved non-coding sequences between zebrafish and carp with RRE peaks associated with differentially expressed genes. We identified thousands of RREs that have been conserved for more than 60 million years of divergent evolution.

Previously generated enhancer deletions in zebrafish and *Drosophila* have had no detectable effects on regeneration-responsive gene expression nor resulted in a regeneration defect.^7^^,^^17^ In this study, we characterized regions that emerge in response to HC regeneration and identified an upstream enhancer of *sox2*. A surprising finding is that deletion of this region in either single or double knockouts resulted in the same level of abnormal regeneration and misregulated expression of *sox2.* This deletion demonstrated that the upstream enhancer was genetically required for normal HC regeneration and controlled the timing of *sox2* expression. These observations were true for both the inner ear sensory epithelium and the lateral line. Our results demonstrate that not only are changes in *sox2* expression an essential component of hearing regeneration, initiation of *sox2* expression alone was insufficient for regeneration and that the timing of initiation and the duration of expression for the *sox2* TF were also critical factors for successful hearing regeneration. Addressing if inner ear regeneration enhancer elements are different among species with different regenerative capacities and that the capacity to regenerate a given tissue might be impacted by these sequence differences will provide insight on how to proceed in “reactivating” the regeneration response in mammals.

### Limitations of the study

A potential limitation of the study is that the scATAC-seq and scRNA-seq datasets originated from two different experiments, so correlations between cell clusters must be implied by linking promoter sequences from the scATAC-seq data to changes in gene expression in the scRNA-seq data. Also the current data cannot distinguish between two models of regeneration: (1) SCs differentiating into PCs then HCs, or (2) resident PCs being able to differentiate into either HCs or SCs.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Alexa Fluor 488 Phalloidin	Invitrogen	Cat#A12379
Alexa Fluor 568 Goat anti-Rabbit IgG	Invitrogen	Cat#A11036; RRID: AB_10563566
Sox2 antibody	GeneTex	Cat#GTX124477; RRID: AB_11178063

**Chemicals, peptides, and recombinant proteins**		

Diphtheria Toxin, from *Corynebacterium diphtheriae*	Sigma-Aldrich	D0564
MS-222	Western Chemical, Inc	TRSI; CAS: 886-86-2
EnGen Cas9 NLS, *S. pyogenes*	New England Biolabs	Cat#M0646T
AmpliTaq Gold DNA Polymerase with Gold Buffer and MgCl_2_	Applied Biosystems	Cat#4311818
GeneScan ROX400 size standard	Applied Biosystems	Cat#402985
HiDi Formamide	Applied Biosystems	Cat#4311320; CAS: 75-12-7
Phusion DNA Polymerase	New England Biolabs	Cat#M0530
pCR2.1-TOPO cloning kit	Invitrogen	Cat#450641
TRIzol Reagent	Invitrogen	Cat#15596026
PowerUp SYBR Green Master Mix	Applied Biosystems	Cat#A25779
SuperScript III Reverse Transcriptase	Invitrogen	Cat#18080044
Copper (II) Sulfate	Sigma-Aldrich	Cat#451657; CAS: 7758-98-7
YO-PRO-1	Life Technologies	Cat#Y3603

**Critical commercial assays**		

Chromium Single Cell 3′ GEM, Library & Gel Bead Kit v3	10x Genomics	1000092
Chromium Chip B Single Cell Kit	10x Genomics	1000074
Chromium Single Cell ATAC Library & Gel Bead Kit	10x Genomics	1000111
Chromium i7 Multiplex Kit N Set A	10x Genomics	1000084
Chromium Single Cell ATAC Chip E Kit	10x Genomics	1000086
Bioanalyzer DNA High Sensitivity Kit	Agilent	5067–4626
Acridine Orange/Propidium Iodide (AO/PI) Cell Viability Kit	Logo Biosystems	LGBD10012
NextSeq 500/550 High Output Kit v2.5 (150 cycles) 400 million reads	Illumina	20024907

**Deposited data**		

Raw data	This paper	GEO: GSE192947
Genome Reference Consortium Zebrafish Build 11	Genome Reference Consortium	https://www.ncbi.nlm.nih.gov/grc/zebrafish

**Experimental models: Cell lines**		

TAB5 zebrafish inner ear sensory epithelia, saccule and utricle	Burgess Lab	N/A
Tg(*myo6b*:DTR) zebrafish inner ear sensory epithelia, saccule and utricle	Burgess Lab	N/A
*sox2*^*hg138*^ zebrafish inner ear sensory epithelia, saccule and utricle	Burgess Lab	N/A

**Experimental models: Organisms/strains**		

Tg(*myo6b*:hDTR)	Burgess Lab	N/A
sox2^hg138^	Burgess Lab	ZDB-ALT-220104-7
sox2^hg139^	Burgess Lab	ZDB-ALT-220329-6
sox2^hg140^	Burgess Lab	ZDB-ALT-220329-7
TAB5	Burgess Lab	N/A

**Oligonucleotides**		

See Table S17 for Oligonucleotides used in this study	N/A	N/A

**Software and algorithms**		

10x Genomics Cell Ranger 6.0.0	10x Genomics	https://support.10xgenomics.com/single-cell-gene-expression/software/overview/welcome
10x Genomics Cell Ranger ATAC 2.0.0	10x Genomics	https://support.10xgenomics.com/single-cell-atac/software/overview/welcome
Seurat code for processing scRNA-seq data	Stuart et al., 2019; Butler et al., 2018	https://satijalab.org/seurat/index.html
Signac code for processing scATAC-seq data	Stuart et al., 2019; Butler et al., 2018	https://satijalab.org/signac/index.html
Monocle3	Trapnell et al., 2014	https://cole-trapnell-lab.github.io/monocle3/
GREAT 3.0.0	Hiller et al., 2013	http://great.stanford.edu/great/public-3.0.0/html/
LiftOver	Kent et al., 2002	https://genome.ucsc.edu/cgi-bin/hgLiftOver
Prism 9	GraphPad	https://www.graphpad.com
R/RStudio	RStudio Team, 2020	https://www.rstudio.com
AMIGO 2	M. Ashburner et al., 2000; S. Carbon et al., 2009; C. Gene Ontology, 2021	http://amigo.geneontology.org/amigo
HOMER	Heinz et al., 2010	http://homer.ucsd.edu/homer/
BEDTools	A. R. Quinlan et al., 2010; A. R. Quinlan, 2014	http://bedtools.readthedocs.io/en/latest/
ImageJ/FIJI	J. Schindelin et al., 2012	https://imagej.net/software/fiji/#downloads
Venny 2.1.0	J. C. Oliveros, 2007–2015	https://bioinfogp.cnb.csic.es/tools/venny/

**Other**		

Luna Automated Fluorescence Cell Counter	Logo Biosystems	LGBD10002
NextSeq 550 Sequencing System	Illumina	https://www.illumina.com
Zeiss LSM 880 Confocal	Zeiss	https://www.zeiss.com/corporate/int/home.html
35G Beveled Needle	World Precision Instruments	NF35BV-2
Chromium Controller	10x Genomics	https://www.10xgenomics.com/instruments/chromium-controller
ABI Genetic Analyzer 3130xl	Applied Biosystems	Cat#4359571
QuantStudio 3 Real-Time PCR System	Applied Biosystems	Cat#A28567
2100 Bioanalyzer Instrument	Agilent	G2939B
10 μL NanoFil microsyringe	World Precision Instruments	NANOFIL

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Shawn Burgess ().

#### Materials availability

Requests for zebrafish lines generated in this study should be directed to and will be fulfilled by the lead contact.

### Experimental model and subject details

TAB5 (wild-type, WT), Tg(*myo6b*:hDTR), *sox2*^*hg138*^*, sox2*^*hg139*^*,* and *sox2*^*hg140*^ zebrafish used in this study were housed and raised on a recirculating aquaria system at the National Institutes of Health, using methods and parameters previously described.^55^ For adult hair cell ablation studies, adult zebrafish were randomly selected and represented roughly equal numbers of males and females. As sex was not tracked during the experiments, potential effects stemming from sex differences could not be determined. All experiments were approved by the Institutional Animal Care and Use Committee for the National Human Genome Research Institute under Animal Study Protocol: G-01-3.

### Method details

#### Adult zebrafish diphtheria toxin administration

Diphtheria toxin was purchased from Sigma-Aldrich and dissolved in 1X PBS. 6 to 10 month-old wild-type (TAB5) and transgenic adult zebrafish of mixed sex were given one intraperitoneal (IP) injection with diphtheria toxin using a 10 μL NanoFil^TM^ microsyringe with a 35G beveled needle. Total protein injected into each fish was 0.05 ng in a total volume of 1 μL. Fish were fasted for 24 hours prior to IP injection. Buffered tricaine (<0.04 g/L, MS-222) diluted in aquaria water was used to immobilize the fish, they were then placed (inverted) into a cut sponge and given the IP injection into the abdominal cavity, posterior to the pelvic girdle. Immediately after injection, fish were recovered in fresh system water and maintained off system for up to 23 days at a maximum density of 5 fish/L. Fish were fed Gemma 300 at approximately 1.5% body weight daily. Water quality (pH, ammonia, nitrite, nitrate, temperature) was monitored twice daily. At least 50% of the water was changed daily. Health monitoring was performed twice daily and any fish that appeared to be in pain or distress were euthanized. On days 4, 5, and 7, adult zebrafish were randomly selected and represented roughly equal numbers of males and females. Inner ear tissues were harvested for profiling experiments and over a broader range for other experiments. All experiments were approved by the Institutional Animal Care and Use Committee for the National Human Genome Research Institute under Animal Study Protocol: G-01-3.

#### Fine dissection of adult inner ear for single cell suspensions

For single-cell experiments, fresh inner ear sensory epithelia (saccule and utricle) were harvested from at least 35 adult zebrafish of mixed sexes on days 4, 5, and 7 post-DT injection. Adult zebrafish were euthanized with buffered MS-222 followed by decapitation. Inner ear organs were removed from heads of decapitated zebrafish as described.^56^ Fine dissection of inner ear sensory epithelia was carried out in 1X PBS without calcium and magnesium. Saccule and utricle were separately processed for single-cell experiments.

#### Single-cell suspensions on adult sensory epithelia

Dissected sensory epithelia were dissociated for single-cell experiments using a previously described protocol with 1% BSA used in place of FBS.^57^ 10–15 pairs of sensory epithelia (saccule or utricle) were dissected, enzymatically digested and filtered, and then consolidated during the filtration step of the single-cell suspension preparation. Consolidated cell suspensions were then centrifuged for 5 minutes at 700 g at room temperature and resuspended in 20 μL of 1X PBS (without calcium and magnesium) with 0.04% BSA. Cell number and viability was determined using a Luna Automated Fluorescence Cell Counter and Acridine Orange/Propidium Iodide (AO/PI) Cell Viability Kit (Logo Biosystems). Cell viability ranged from 80%-95%.

#### 10x genomics scRNA-seq library construction

For scRNA-seq, up to 7,000 cells per sample in 46.6 μL 1X PBS +0.04% BSA were loaded onto a Chromium Chip B (10x Genomics) and run using the Chromium Controller (10x Genomics) to generate single cell beads in the emulsion (GEM) according to manufacturer protocol (10x Genomics). cDNA libraries were generated with Chromium Single Cell 3′ GEM, Library and Gel Bead Kit V3 (10x Genomics) and Chromium i7 Multiplex Kit (10x Genomics). Quality control for the constructed libraries were performed using the Agilent Bioanalyzer High Sensitivity DNA kit (Agilent) and 2100 Bioanalyzer Instrument (Agilent). Libraries were sequenced using the NextSeq 500/550 High Output Kit v2.5 (150 cycles) 400 million reads (Illumina) on an Illumina NextSeq 550 System.

#### 10x genomics scATAC-seq library construction

For scATAC-seq, nuclei were prepared from cell suspensions according to 10x Genomics Chromium Low Cell Input Nuclei Isolation preparation guidelines from fresh cells. Nuclear integrity and concentration were determined using a Luna Automated Fluorescence Cell Counter and Acridine Orange/Propidium Iodide (AO/PI) Cell Viability Kit (Logo Biosystems). Nuclei were adjusted to the desired capture number concentration based on the number of available nuclei. Up to 16,000 nuclei per sample were immediately incubated in a Transposition Mix to fragment DNA in open regions of chromatin and add adapter sequences to the ends of DNA fragments using the Chromium Single Cell ATAC Library & Gel Bead Kit (10x Genomics). GEMs were generated by combining barcoded Gel Beads, transposed nuclei, a Master Mix, and Partitioning Oil on a Chromium Chip E (10x Genomics) and run using the Chromium Controller (10x Genomics). Libraries were generated according to the manufacturers protocol with Primary Cell Total Cycles based on Targeted Nuclei Recovery. Quality control for the constructed libraries were performed using the Agilent Bioanalyzer High Sensitivity DNA kit (Agilent) and 2100 Bioanalyzer Instrument (Agilent) to determine fragment size. Libraries were sequenced using the NextSeq 500/550 High Output Kit v2.5 (150 cycles) 400 million reads (Illumina) on an Illumina NextSeq 550 System.

#### CRISPR/Cas9 enhancer deletion

CRISPR/Cas9 mutagenesis was performed as previously described.^58^ To study the effect of the upstream enhancer of *sox2* deletion on regeneration, we implemented the strategy described in Goudarzi et al.^59^ Cas9 protein (New England Biolabs, NEB) was co-injected with 6 guide RNAs (Eurofins) flanking the *sox2* upstream enhancer into the yolk of single cell-stage embryos. See Table S17 for 6 sgRNA’s designed to flank the upstream enhancer to generate the deletion.

Mutations rates were determined by PCR amplification using a pair of external primers flanking the outermost guide RNA targets. PCR reactions used 2 μL of diluted DNA and 5 μL of PCR mix containing AmpliTaq Gold DNA Polymerase (Applied Biosystems) with appropriate buffer, MgCl_2_, dNTPs, and equimolar ratios of the following three primers at 5 pmol/μL: M13F primer with fluorescent tag (6-FAM), external amplicon-specific forward primer (AATGCGTGAATAAGCCGAAT) with M13 forward tail (5′-TGTAAAACGACGGCCAGT-3′) and 5′ PIG-tailed (5′-GTGTCTT-3′) amplicon-specific reverse primer (TTTATGGCAGCGGGCTATAC).^60^

PCR conditions were as follows: denaturation at 98°C for 10 min, followed by 35 cycles of amplification (98°C for 30 sec, 55°C for 30 sec, and 72°C for 1 min), a final extension at 72°C for 10 min, and indefinite hold at 4°C. 10 μL of 1:25 mixture of ROX400 size standard and Hi-Di formamide (Applied Biosystems) were added to 2 μL of PCR product and samples were denatures at 95°C for 5 min. Denatured PCR products were analyzed to identify wild-type and mutant fragments generated by deletion on a Genetic Analyzer 3130xl using POP-7 polymer. Data were analyzed for allele sizes and corresponding peak heights using the local Southern algorithm available in the Genescan and Genotyper software of GeneMapper software package (Applied Biosystems).

Injected embryos were raised to generate founder zebrafish. Founder fish were then outcrossed to wild-type (TAB5) to generate heterozygous F_1_ zebrafish. Siblings carrying enhancer deletions were then crossed to generate F_2_ progeny and phenotype-genotype correlations were done using the F_2_ embryos or adults. Enhancer deletion mutant zebrafish were identified by fluorescence PCR and sequencing using DNA extracted from fin clips. PCR was performed using a pair of primers flanking the outermost guide RNA targets and a pair of primers with one oligo specific to the internal targeted region.

To screen for enhancer deletion mutants, we performed two PCR reactions per sample. The first PCR reaction included two external primers that flank the deleted region and a second PCR reaction that included a primer that specific to an internal site where the deleted region is located and an external primer. External amplicon-specific forward primer (AATGCGTGAATAAGCCGAAT) with M13 forward tail (5′-TGTAAAACGACGGCCAGT-3′) and 5′ PIG-tailed (5′-GTGTCTT-3′) external amplicon-specific reverse primer (TTTATGGCAGCGGGCTATAC). External amplicon-specific forward primer (AATGCGTGAATAAGCCGAAT) with M13 forward tail (5′-TGTAAAACGACGGCCAGT-3′) and 5′ PIG-tailed (5′-GTGTCTT-3′) internal amplicon-specific reverse primer (TGACAACAGCCGAAACAAAA). In the first PCR reaction with two external primers, amplification from the wild-type template results in the production of one full-length 2811 bp fragment. Amplification from the deleted mutant (*sox2*^*hg138*^) results in one short fragment ∼265 bp (and one full-length fragment if heterozygous). In the second PCR reaction with a primer that is specific to an internal site where the deleted region is located and an external pair, amplification from the wild-type template results in production of a short fragment 275 bp. Amplification from the deletion mutant does not result in any fragments (unless mutants are heterozygous). Three independent alleles were identified.

To identify the molecular lesion of the CRISPR-induced deletion, PCR products were amplified from DNA of F_1_ zebrafish containing heterozygous deletions from three independent alleles: *sox2*^*hg138*^, *sox2*^*hg139*^, *sox2*^*hg140*^. PCR reactions used 2 μL of diluted DNA and 5 μL of PCR mix containing Phusion DNA Polymerase (NEB) with 5X Phusion HF buffer, dNTPs, and equimolar ratios of the following primers at 10 μM: Forward – AATGCGTGAATAAGCCGAAT and Reverse – TTTATGGCAGCGGGCTATAC. PCR products were purified (MinElute PCR Purification Kit, Qiagen) and subcloned into pCR2.1-TOPO (Invitrogen) vector by TA cloning according to the manufacturer’s instructions. Following bacterial transformation, 4 colonies were picked and grown overnight for each allele. Plasmid DNA was extracted (Qiagen Miniprep Kit) and analyzed by Sanger sequencing.

#### RNA isolation from adult inner ear tissues

Adult inner ear sensory epithelia (saccule) were dissected from 6-8 adult zebrafish of mixed sex from untreated genotypes and from DT injected zebrafish on days 4, 5, 7, 9, and 11 from TAB5 (wild-type, WT), heterozygous Tg(*myo6b*:hDTR), and heterozygous *sox2*^*hg138*^/Tg(*myo6b*:hDTR) zebrafish. Adult sensory epithelia were homogenized in 0.7 mL TRIzol Reagent (Invitrogen) with a power homogenizer. RNA was isolated from the aqueous phase after TRIzol/chloroform extraction and treated with DNase I. RNA was purified using the RNA Clean & Concentrator-5 (Zymo Research) and measured (Nanodrop One).

#### Quantitative real-time PCR analysis on adult inner ear tissues

RNA was transcribed into cDNA according to manufacturer’s instructions (SuperScript III RT, Invitrogen). Quantitative Real-Time PCR Analysis (RT-qPCR) was performed in technical replicates using 1:5 cDNA in each reaction and a primer concentration of 0.5 μM. PowerUp SYBR Green Master Mix (Applied Biosystems) and self-designed primers were used (Eurofins). The RT-qPCR reaction was completed on the QuantStudio 3 Real-Time PCR System (Applied Biosystems) with the following cycling conditions: 95°C for 10 min, and 40 cycles of 95°C for 15 sec, 60°C for 1 min. Primers were designed by using Primer3 followed by a UCSC *in silico* PCR to search the zebrafish sequence database. *sox2* was amplified using the forward primer 5′- ACTCCATGACCAACTCGCAG-3′ and the reverse primer 5′- AATGAGACGACGACGTGACC-3′. *ef1alpha* was used as a housekeeping gene and was amplified using the forward primer 5′-CGACAAGAGAACCATCGAGAAGTT-3′ and the reverse primer 5′-CCAGGCGTACTTGAAGGA-3′. qPCR Ct values were analyzed using the double delta Ct method.^61^

#### Lateral line hair cell and neuromast quantification

Hair cell staining and quantification were performed as described^62^ using YO-PRO-1 (Life Technologies). For hair cell regeneration analysis, embryos from wild-type (TAB5) and from heterozygotic F_2_ *sox2*^*hg138*^*, sox2*^*hg139*^*, and sox2*^*hg140*^ in-crosses at 5 dpf were treated with copper (II) sulfate (CuSO_4_) (Sigma-Aldrich) at 10 μM for 1 h at 28.5°C, recovered for 48 h at 28.5°C, and then counted for the regenerated hair cells in the lateral line neuromasts P1, P2, P4, and P5. Larvae were then genotyped to detect wild-type and enhancer deletion alleles. Approximately 40 embryos were used for each of the analyses. A two-way ANOVA comparison of the data obtained on untreated wild-type larvae with the data obtained from untreated enhancer deletion mutant larvae was performed using Prism 9 (GraphPad). A two-way ANOVA comparison of the data obtained on untreated larvae with the data obtained from CuSO_4_ treated larvae was performed using Prism 9 (GraphPad). p-value was determined by ANOVA and Sidak multiple comparison test.

#### Histological methods for imaging

Adult zebrafish were euthanized using buffered MS-222 followed by decapitation. The heads were dissected and fixed in 4% formaldehyde overnight at 4°C. Inner ears were gross dissected in 1X PBS as previously described in Liang and Burgess.^63^ The dissection techniques were followed exactly as described.

#### Adult inner ear hair cell labelling

Alexa Fluor 488 phalloidin (Invitrogen) was used to visualize and quantify F-actin in stereocilia of zebrafish inner ear sensory epithelia. Fixed saccule and utricle were stained using Alexa Fluor 488 phalloidin for 20 minutes at room temperature as previously described in.^63^^,^^64^ Proteins were detected in whole-mount utricles and saccules using standard immunofluorescence labeling methods. Primary and secondary antibodies used include the rabbit Sox2 (GeneTeX, GTX124477, 1:300-dilution) and Alexa Fluor 568 goat anti-rabbit IgG (Invitrogen, 1:1000-dilution), respectively.

#### Cellular imaging and analysis of inner ear hair cells

Confocal images were acquired with a Zeiss LSM 880 confocal microscope (Zeiss). Confocal Z stacks of the entire saccule and utricle were projected into a single image to capture all phalloidin positive cells from different planes of focus for counting. Quantification was performed by selecting 2.5 mm^2^ from confocal images of whole mounts and phalloidin positive cells were counted with Image J/Fiji software.^65^ ANOVA comparisons were performed in Prism 9 (Graphpad). 4-8 samples in each group were used for statistical analysis. p-value was determined by ANOVA and Sidak multiple comparison test.

### Quantification and statistical analysis

#### scRNA-seq data processing

We used the Cell Ranger (10x Genomics, v6.0.0) analysis pipeline to process Chromium single-cell data to align reads, generate feature-barcode matrices, and other secondary analysis.

Using Cell Ranger, Illumina base call files (BCL) were demultiplexed with the cellranger mkfastq to generate FASTQ files. The FASTQ files were aligned to the *Danio rerio* genome reference sequence (danRer11) and filtered followed by barcode and UMI counting using cellranger count. Cellranger generated raw and filtered feature-barcode matrices. All raw scRNA-seq data was deposited to GEO under accession GSE192947.

#### scRNA-seq analysis with Seurat

Filtered feature-barcode matrices were loaded into R Studio (v4.0) and analyzed with the Seurat R package.^24^^,^^28^ Cells that had unique feature counts over 1000 or less than 200 and over 5% mitochondrial counts were filtered. After filtering, we used Seurat’s NormalizeData function with the global-scaling normalization method “LogNormalize” to normalize the feature expression measurements for each cell by the total expression, multiplied by the default scale factor (10,000) followed by log transformation. Highly variable features were identified using the FindVariableFeatures function (selection.method = “vst”) followed by linear transformation using the ScaleData function on all genes. Principal component analysis (PCA) was performed on the scaled data. The dimensionality of the dataset was determined by exploring principal components (PCs) to determine the number of PCs to use for clustering. Cell clusters were identified using Seurat function FindClusters and previously defined dimensionality of the dataset (first 10 PCs). UMAP dimensional reduction was performed on scaled data using Seurat function RunUMAP. Differential expression (DE) testing was performed using Seurat to find markers that define clusters and perform pairwise cluster comparisons. Seurat performed differential expression based on the non-parametric Wilcoxon rank sum test. Markers to define every cluster compared to all remaining cells were identified using the Seurat function FindAllMarkers. The FindMarkers function was used to find markers distinguishing clusters during a pairwise comparison.

#### Cell numbers in cell populations of homeostatic and regenerating sensory epithelia

To examine the dynamics of individual cell populations during hair cell regeneration we assessed the number of cells in each cluster present in regenerating sensory epithelia compared to homeostatic or non-regenerating controls. First, homeostatic or non-regenerating sensory epithelia from untreated wild-type, day 4 post-DT treated wild-type, and untreated Tg(*myo6b*:hDTR) transgenic fish were integrated via Seurat with regenerating sensory epithelia from Tg(*myo6b*:hDTR) transgenic fish treated with DT (days 4, 5, 7) to promote the identification of common cell types and enable comparative analysis. We randomly down-sampled the integrated object to 7000 cells in R: downsampled.obj <- large.obj[, sample(colnames(large.obj), size =7000, replace = F)

Cells were split into a stimulated group (stim = regenerating) and control group (non-regenerating). The stimulated group (stim = regenerating) consisted of 3,330 single cells. The control group (non-regenerating) consisted of 3,670 single cells.

The number of cells in each cluster was determined in R: table(Idents(downsampled.obj), downsampled.obj$stim)

#### Pairwise comparisons and DE testing using Seurat

For inter-organ comparisons (saccule vs. utricle), larval neuromast and adult inner ear comparisons, and pairwise comparisons to identify regeneration response genes in regenerating tissues (Untreated vs. Day 4, Untreated vs. Day 5, Untreated vs. Day 7), we followed Seurat’s ‘Integrating stimulated vs. control PBMC datasets to learn cell-type specific responses’ vignette (https://satijalab.org/seurat/archive/v3.0/immune_alignment.html).

Seurat objects were created with raw Cell Ranger generated gene expression matrices with the CreateSeuratObject function. Features detected in at least 5 cells (min.cells = 5) and cells where at least 500 features (min.features = 200) were analyzed. After filtering, we used Seurat’s NormalizeData function with the global-scaling normalization method “LogNormalize” to normalize the feature expression measurements for each cell by the total expression, multiplied by the default scale factor followed by log transformation. Highly variable features were identified using the FindVariableFeatures function with selection.method = “vst”. To integrate the data (or align), anchors were identified using the FindIntegrationAnchors function and the two datasets were integrated together with IntegrateData (dims = 1:20). A single integrated analysis was performed on all cells. Linear transformation on all cells was performed using the ScaleData function on all genes. Principal component analysis (PCA) was performed on the scaled data. The dimensionality of the dataset was determined by exploring PCs to determine the number of PCs to use for clustering. Cell clusters were identified using the Seurat function FindClusters.

Following integration, conserved cell type markers were identified using the FindConservedMarkers() function in each cluster. Support cell (SC), progenitor cell (PC), and hair cell (HC) clusters were annotated according to marker genes. To identify differentially expressed genes between two datasets or conditions for cells of the same cluster cell type, we used the FindMarkers() function using the options ident.1 = “cluster_of_interest_dataset_1”, ident.2 = “cluster_of_interest_dataset_2”. This command was run for all hair cell lineage clusters, the SC, PC, and HC. Seurat performed differential expression based on the non-parametric Wilcoxon rank sum test via the FindMarkers function.

For inter-organ comparisons, differentially expressed genes between the two datasets was performed for SC, PC, and HC types using the FindMarkers function. For example, to find hair cell specific gene expression differences between non-regenerating saccule and utricle, we used the FindMarkers() function using the options ident.1 = “HC_cluster_non_regenerating_saccule”, ident.2 = “HC_cluster_non_regenerating_utricle”. Similarly, for larval neuromast and adult inner ear comparisons, we used the FindMarkers() function using the options ident.1 = “HC_cluster_larval_neuromast”, ident.2 = “HC_cluster_adult_inner_ear”. The FindMarkers function was run for all hair cell lineage clusters, the SC, PC, and HC.

To identify regeneration response genes in regenerating tissues, we performed pairwise comparisons between non-regenerating and regenerating datasets: Untreated DTR Utricle vs. Day 4 DTR Utricle, Untreated DTR Utricle vs. Day 5 DTR Utricle, Untreated DTR Utricle vs. Day 7 DTR Utricle, Untreated DTR Saccule vs. Day 4 DTR Saccule, Untreated DTR Saccule vs. Day 5 DTR Saccule, Untreated DTR Saccule vs. Day 7 DTR Saccule. To identify differentially expressed genes between two conditions for cells of the same cluster, we used the FindMarkers() function using the options ident.1 = “cluster_of_interest_dataset_1”, ident.2 = “cluster_of_interest_dataset_2”. For example, FindMarkers() function using the options ident.1 = “HC_cluster_Untreated_DTR_Saccule”, ident.2 = “HC_cluster_Day4_DTR_Saccule”. This command was run for all hair cell lineage clusters, the SC, PC, and HC. Differential genes used for downstream analysis were required to have a p-value < 0.1 and an average log fold change of 0.25 in at least one dataset. Intersection or overlap between the three gene lists was performed using Venny 2.1.0.^66^

#### Pseudotime analysis using Monocle 3

To construct single cell trajectories, Monocle 3 was used to cluster cells and reduce the dimensionality of gene expression matrices using UMAP.^23^^,^^32^^,^^56^^,^^67^ We followed the Monocle 3 package documentation (https://cole-trapnell-lab.github.io/monocle3/). The scRNA-seq was first normalized with a specified number of principal components (num_dim = 100). The data was projected into a low-dimensional space with UMAP using the reduce_dimension() function in Monocle 3. Subsets of cells that lead to the hair cell lineage were chosen using the choose_cells() function for downstream analysis. A principle graph was fit on the subset of cells using the learn_graph() function and the cells were ordered in pseudotime according to their progress through the regeneration program using the order_cells() function. Cells were re-clustered in Monocle 3 for pseudotime and differential expression analysis (resolution = 1 × e^−2^ for louvain clustering). The clusters identified as support cells furthest from the hair cells were chosen as “roots” of the trajectory.

#### Finding modules of co-regulated genes using Monocle 3

To perform differential expression analysis to find modules of co-regulated genes, we used Monocle 3. We followed the Monocle 3 documentation (https://cole-trapnell-lab.github.io/monocle3/docs/differential/). We identified sets of genes that varied across clusters and Monocle 3 grouped them into modules according to similar patterns of expression. To identify genes whose expression changed significantly, we applied the Monocle 3 graph test() function that uses a statistic from spatial autocorrelation analysis called Moran’s I (q-value < 0.05). Monocle 3 grouped genes that vary across clusters into modules using the find_gene_modules() function with resolution = 1 × e^−3^ which runs UMAP on the genes and groups them into modules using Louvian community analysis.

#### scATAC-seq data processing

We used the Cell Ranger ATAC (10x Genomics, v2.0.0) analysis pipeline to process Chromium Single Cell ATAC data to demultiplex raw base call (BCL) files generated by Illumina sequencing into FASTQ files. The FASTQ files were aligned to the *Danio rerio* genome reference sequence (danRer11/GRCz11) and filtered followed by barcode counting and peak calling using cellranger-atac count. Cell Ranger generated raw and filtered feature-peak matrices. All data was deposited to GEO under accession GSE192947.

#### scATAC-seq analysis with Signac and Seurat

Using the Signac (v1.4.0) and Seurat R packages, filtered feature-peak matrices (chromatin data) and cell metadata generated by cellranger-atac was pre-processed and a Suerat object was created by following a pre-existing tutorial (https://satijalab.org/signac/articles/pbmc_vignette.html).^24^^,^^28^ Using Signac, QC metrics for scATAC-seq experiments were computed by following the metrics outlined in the Analyzing PBMC scATAC-seq workflow.^24^ The nucleosome binding pattern, TSS enrichment score, total number of fragments in peaks, and fraction of fragments in peaks were inspected. Cells that were outliers for QC metrics were removed (peak_region_fragments > 2000 and < 30000, TSS.enrichment > 2, and blacklist_ratio < 0.05, nucleosome_signal < 4, pct_reads_in_peaks > 15).

We used Signac to perform term frequency-inverse document frequency (TF-IDF) normalization. TF-IDF normalization normalizes across cells to correct for differences in sequencing depth and across peaks to give higher values to rare peaks. For feature selection, we used the FindTopFeatures function to use all features (min.cutoff = ‘q0’) for dimensional reduction due to the dynamic range of the scATAC-seq data. Singular value decomposition (SVD) was performed on the TF-IDF matrix using all features (peaks) for linear dimensional reduction. Each LSI component and sequencing depth was assessed to determine if there was a strong correlation between the initial LSI component and the total number of cell counts. There was a strong correlation between the first LSI component and the total number of counts for the cell, so we performed downstream steps without the first LSI component. Cells were embedded in a low dimensional space and graph-based clustering and non-linear dimension reduction for visualization was performed according to Signac and Seurat R packages.

UMAP dimensional reduction was performed using Seurat function RunUMAP (dims:2:30). Cell clusters were identified using Seurat FindNeighbords and FindClusters functions. A gene activity matrix was created from peak matrix data and the zebrafish annotation (danRer11/GRCz11). All peaks that fell within gene bodies or 2 kb upstream of a gene were considered to facilitate cluster annotation by examining activity of cell-type-specific marker gene activity. The activities of canonical support cell (SC), progenitor cell (PC), and hair cell (HC) marker genes were visualized.

#### scRNA-seq and scATAC-seq integration

To integrate the two modalities (scRNA-seq and scATAC-seq), we followed a pre-existing tutorial (https://satijalab.org/seurat/articles/integration_introduction.html and https://satijalab.org/seurat/archive/v3.0/atacseq_integration_vignette.html). Pre-processed scRNA-seq datasets were loaded using the methods for cross-modality integration and label transfer to confirm that scRNA-based classifications were consistent with the scATAC-seq data. Anchors between scATAC-seq and scRNA-seq datasets were identified and used to transfer cell type labels learned from scRNA-seq data to the scATAC-seq cells. For visualization purposes, scRNA-seq and scATAC-seq were co-embedded in the same low dimensional space and merged followed by UMAP analysis to visualize the cells together.

#### Identification of RREs

Differentially expressed peaks were first identified in scATAC-seq datasets. Since Signac is an extension of Seurat, we used the FindAllMarkers function to obtain differentially expressed peaks for each of the clusters in a dataset with a min.pct of 0.025. Cluster assignments were made based on quantitative accessibility and gene expression. Differential peaks identified were required to have a p-value < 0.1 and an average log fold change enrichment of 0.25.

To identify regeneration response elements or RREs, we manually performed pairwise comparisons between non-regenerating (untreated) controls and regenerating datasets: Untreated DTR Utricle vs. Day 4 DTR Utricle, Untreated DTR Utricle vs. Day 5 DTR Utricle, Untreated DTR Utricle vs. Day 7 DTR Utricle, Untreated DTR Saccule vs. Day 4 DTR Saccule, Untreated DTR Saccule vs. Day 5 DTR Saccule, Untreated DTR Saccule vs. Day 7 DTR Saccule. DTR indicates the presence of the Tg(*myo6b*:hDTR) transgene. To identify shared or overlapping peaks between untreated and treated datasets, we used HOMER mergePeaks –d 100 and identified overlapping and unique peaks for each dataset in a cell type specific manner. We removed common peaks shared or overlapping between untreated or homeostatic and treated samples leaving only the cell-type-specific emerging peaks. Cell type specific emerging peaks or RREs found in saccule and utricle were combined for downstream analysis.

The RRE peak data was used as input for downstream analysis including GREAT analysis, motif analysis, peak-to-gene-annotation and deep learning experiments.

#### GREAT analysis and gene ontology annotations

GREAT version 3.0.0 (http://great.stanford.edu/great/public-3.0.0/html/) was used with the zebrafish assembly (danRer7, Jul/2010).^35^ Zebrafish enhancer genome coordinates were converted from danRer11 genomic coordinates to danRer7 coordinates for the analysis (liftOver^68^). Functional annotations of zebrafish enhancers were performed with GREAT version 3.0.0 ^35^ using the basal plus extension mode and default parameters (5 kb upstream, 1 kb downstream, plus distal up to 1000 kb). GO enrichment analysis was performed using AmiGO 2.^69^, ^70^, ^71^

#### Motif analysis using HOMER

To identify peak coordinates of interest containing instances of Sox and/or Six TF motifs, the annotatePeaks.pl function of HOMER with the “-m <motif file>” option was used.^72^ Motif file outputs by HOMER were selected based on initial *de novo* motif enrichment using the findMotifsGenome.pl function. For analyzing genomic motifs, the danRer11 genome reference sequence was configured for use with HOMER.

#### Peak-to-gene annotation

To differentiate accessible regions in the core promoter from those representing putative enhancers, we classified scATAC-seq peaks according to their position relative to the TSS of genes. After classifying regions that become more accessible during regeneration, we looked for regions within a 50 kb genomic window. Peaks were annotated by genes using bedtools window function and the GRCz11 assembly (release 96) annotation file in gtf format (Danio_rerio.GRCz11.96.gtf).^73^^,^^74^ Usage of bedtools window is as follows:

bedtools window -a /Danio_rerio.GRCz11.96.gtf -b /cell_specific_RRE_genomic_coordinates.bed -l 50000 -r 50000 -sw

#### Hypergeometric test

The overlapping probability between RRE peaks linked to DE genes or RRE peaks with CNEs linked to DE genes was estimated by using the hypergeometric distribution using the phyper function in R: phyper(min(n1,n2),n1, n-n1,n2) - phyper(m-1,n1,n-n1,n2), where n is the total number of genes in the zebrafish genome (GRCz11 coding genes: 25,592), n1 is the number of genes in one list, n2 is the number of genes in the second list, and m is the number of overlapping elements in the given lists.

#### Identification of co-occurrence of *de novo* motifs using deep learning (DL)

To discover *de novo* binding motifs, we built enhancer DL models based on scATAC-seq emerging peaks in progenitor cells, hair cells and support cells from regenerating inner ears (saccule and utricle). The positive set contained 18,845, 17,948, and 14,050 regulatory elements in each cell type, respectively. Each element was defined as a 400 bp region centered at the ATAC-seq emerging peak in the corresponding cell type. The control set contained 400 bp elements centered at the open chromatin regions from endothelial, liver and red blood cells in zebrafish.^75^^,^^76^ The training data set contained elements in positive set from all chromosomes, except for chromosomes 8 and 9, and 10-fold control sequences. The testing data set contained positive elements from chromosome 8 and 9 and 1-fold control sequences.

We constructed the DL model with four convolutional neural networks (CNNs) and detailed parameters can be found in Table S15. In the first CNN layer we used a sliding window of 9 bp (9-mer) and a step size of 3 bp to scan the input DNA sequences for *de novo* motifs, excluding the 50 bp regions from both ends to avoid potential errors near boundaries. We limited the maximum number of identified *de novo* motifs to 64 in order to reduce redundancy. For each *de novo motif*, we aligned all found 9-mer together and derived a position weight matrix (PWM). We next applied STAMP^77^ to find the best-matching known TF binding motifs for each derived PWM with a p-value < 1 × e^−5^.

To identify the possible co-occurrence between any pair of *de novo* motifs in a range of 100 bp in DNA sequences, we retrieved the frequency that both *de novo* motifs were detected in the same filter in the third CNN layers. If the frequency is significantly higher (p-value < 0.001) than background, the two *de novo* motifs were considered to be co-occurrences.

## Data Availability

Single-cell RNA-seq and single-cell ATAC-seq data is available on the NCBI Gene Expression Omnibus (GEO) with accession GSE192947. The accession number is also listed in the key resources table. All other data are available in the main text or the supplementary materials. This paper does not report original code. DOIs for pre-existing code used in this paper is listed in the key resources table. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Supplemental information

Document S1. Figures S1–S9 and Table S15

Table S1. Differentially expressed genes between cell types of larval lateral line neuromast and adult inner ear, related to Figure 1

Table S2. Cluster marker genes enriched in non-regenerating saccule and utricle, related to Figure 1

Table S3. Differentially expressed genes between clusters of non-regenerating saccule and utricle, related to Figure 1

Table S4. Cluster marker genes between clusters of regenerating saccule and utricle, related to Figure 2

Table S5. Differentially expressed genes between clusters of regenerating saccule and utricle, related to Figure 2

Table S6. Cluster marker genes of 12 sample scRNA-seq aggregate, related to Figure 1

Table S7. Cluster marker genes and differentially expressed genes enriched during hair cell regeneration, related to Figure 2

Table S8. Gene module data generated using Monocle3, related to Figure 3

Table S9. Single-cell ATAC-seq sample library statistics, related to Figure 4

Table S10. Cluster marker peaks generated using Signac Seurat, related to Figure 4

Table S11. RREs identified in support cells, progenitor cells, and hair cells used for downstream analysis, related to Figure 5

Table S12. Genes ± 50 kb of RRE in support cells, progenitor cells, and hair cells, related to Figure 5

Table S13. Genes ± 50 kb of RRE and CNE in support cells, progenitor cells, and hair cells, related Figure 5

Table S14. Differentially expressed genes identified during hair cell regeneration, including differentially expressed genes ± 50 kb of RRE (and CNE), related to Figure 5

Table S16. Summary of differentially expressed genes linked to RREs containing predicted binding TF sites, related to Figure 5

Table S17. Oligonucleotides used in this study, related to STAR Methods

Document S2. Transparent peer review records for Jimenez et al.

Document S3. Article plus supplemental information

# Supplementary material for: A regulatory network of Sox and Six transcription factors initiate a cell fate transformation during hearing regeneration in adult zebrafish
**Source:** Cell Genom. 2022 Aug 22;2(9):100170. doi: 10.1016/j.xgen.2022.100170
**Supplement:** Document S1. Figures S1–S9 and Table S15

Supplemental information

**A regulatory network of Sox and Six transcription
factors initiate a cell fate transformation
during hearing regeneration in adult zebrafish**

Erin Jimenez, Claire C. Slevin, Wei Song, Zelin Chen, Stephen C. Frederickson, Derek Gildea, Weiwei Wu, Abdel G. Elkahoul, Ivan Ovcharenko, and Shawn M. Burgess

SUPPLEMENTAL ITEM TITLES AND LEGENDS

Figure S1

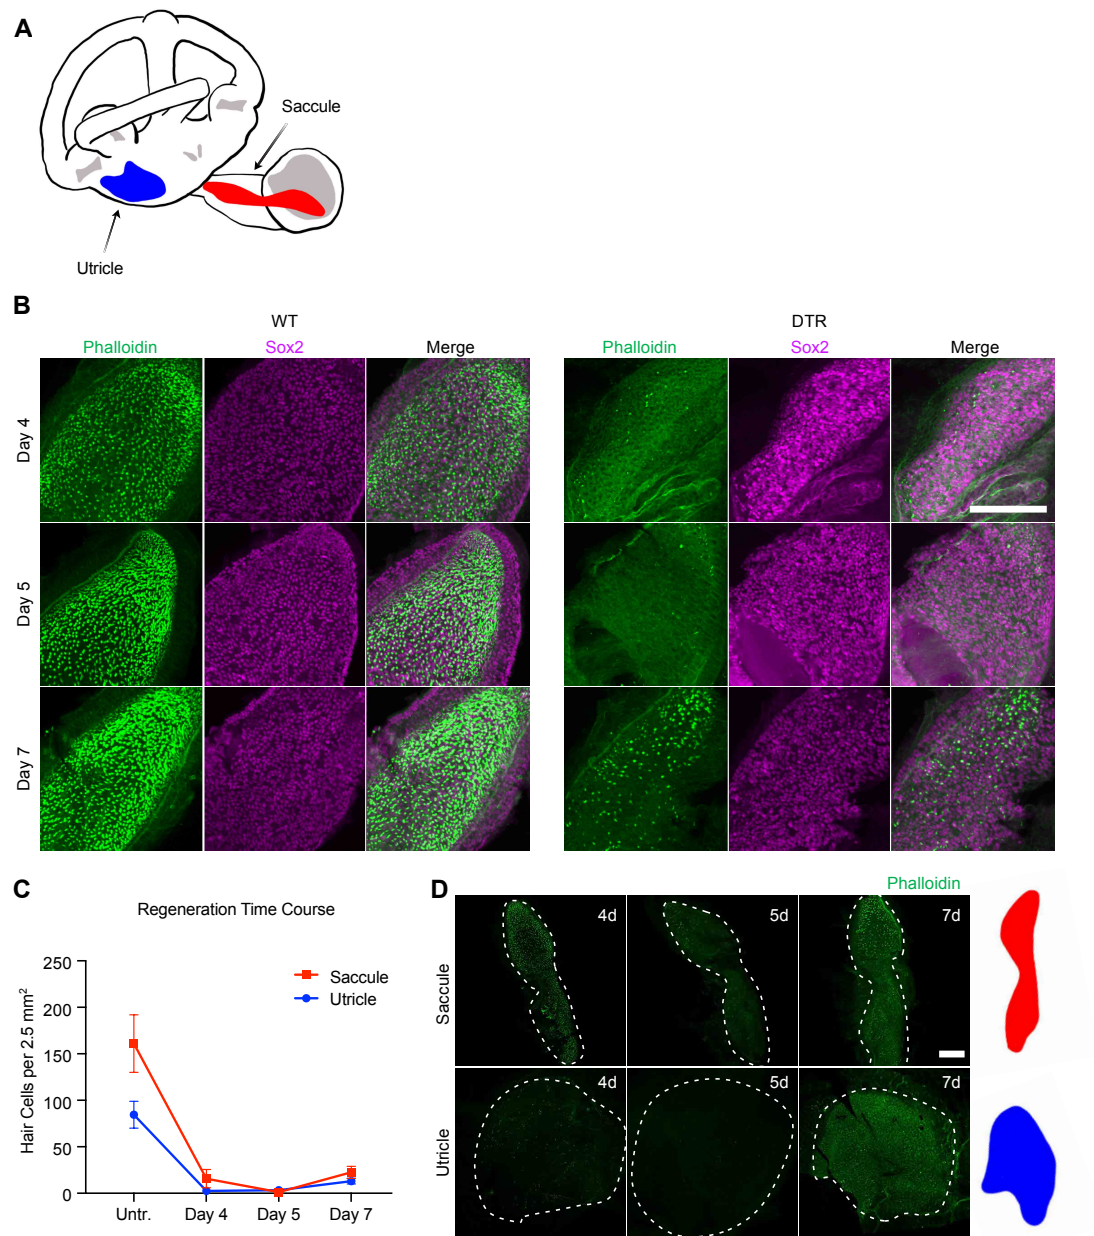

Figure S1. (Related to Figure 1) Vestibular and auditory hair cell regeneration following targeted ablation with diphtheria toxin in zebrafish. (A) Schematic drawing of the adult zebrafish inner ear. The structures used in this study are colored in blue and red. The utricle (blue) is involved in vestibular functions. The saccule (red) is involved primarily in auditory functions. Labelled in gray are macula and crista. (B) Saccule isolated from wild-type (WT) and heterozygous Tg(*myo6b*:hDTR) (DTR) zebrafish following DT injection on days 4, 5, and 7. Phalloidin staining (green) labels hair cell stereocilia and Sox2 immunostaining (magenta) labels supporting cells. Scale bar 100 μ m. (C) Quantification of phalloidin positive hair cell numbers in the saccules and utricles of untreated Tg(*myo6b*:hDTR) zebrafish and DT injected Tg(*myo6b*:hDTR) zebrafish on days 4, 5, and 7. ANOVA comparison of the data obtained on days 4, 5, and 7 with the data obtained from untreated inner ears (saccule or utricle) was performed. p-value was determined by ANOVA and Sidak multiple comparison test, p-value < 0.0001. Error bars show SD. $n = 6-8$ in each group. n is the number of biologically independent samples (saccule or utricle). (D) Saccule (top) and utricle (bottom) isolated from DT injected Tg(*myo6b*:hDTR) zebrafish on days 4, 5, and 7. Scale bar 100 μ m. A schematic drawing of the saccule (red) and utricle (blue) is shown.

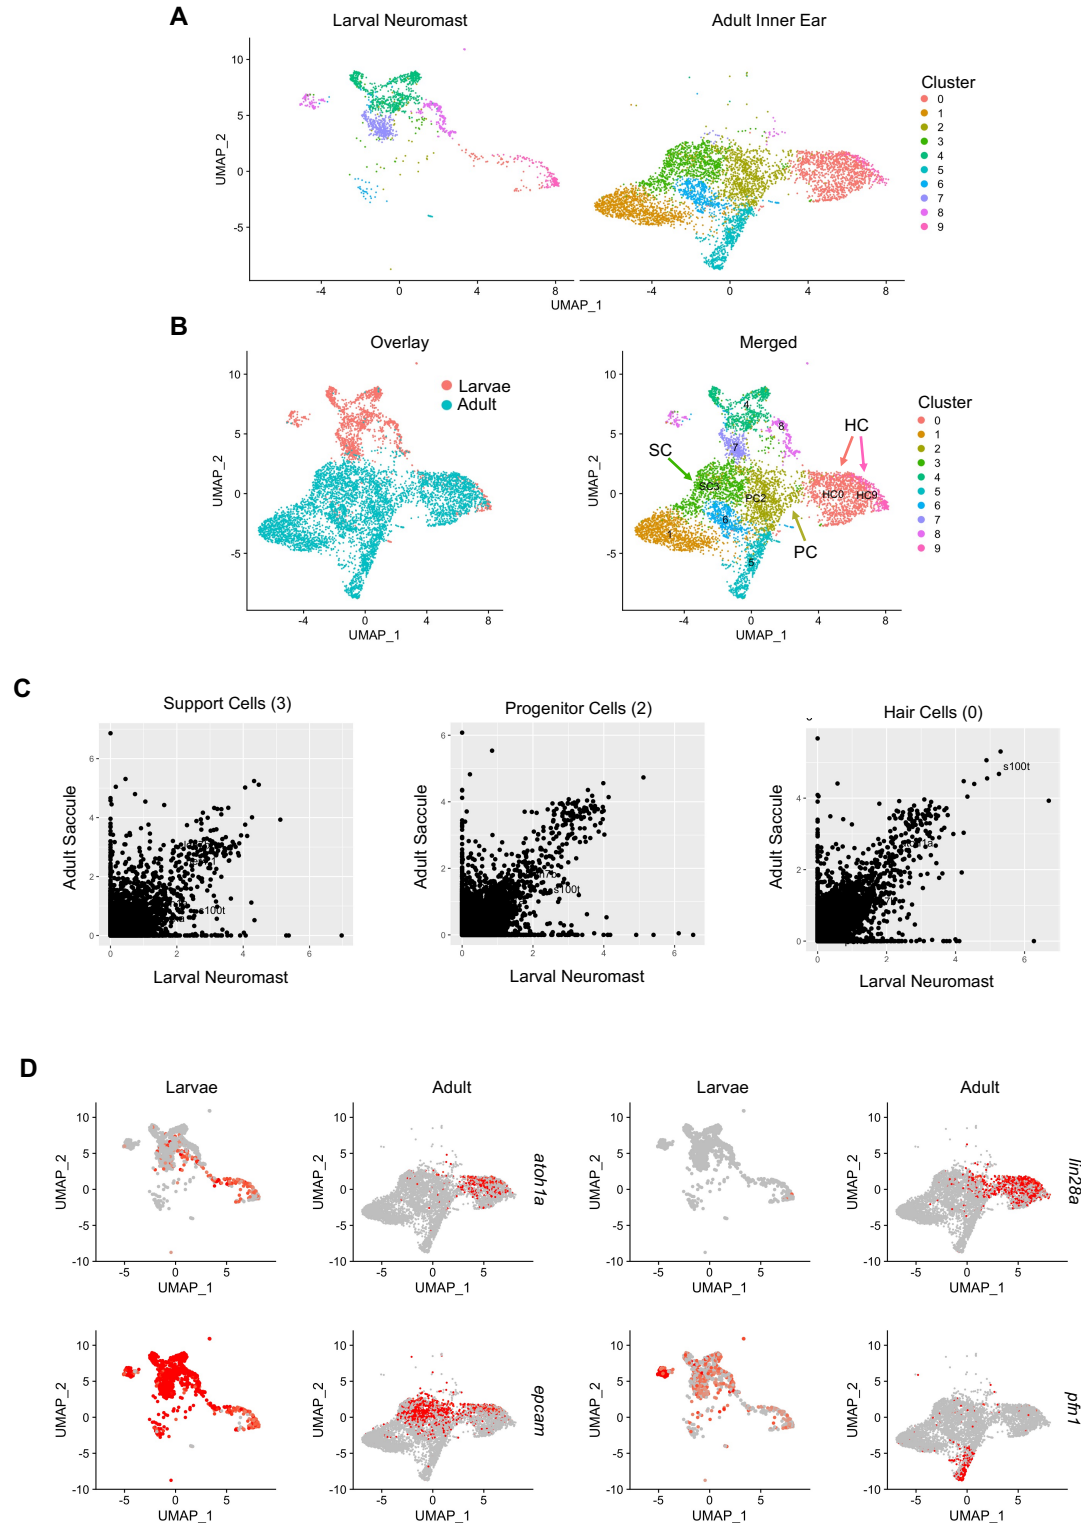

Figure S2. (Related to Figure 1) Adult inner ear cells are transcriptionally distinct from larval lateral line neuromast cells. (A) Unbiased clustering of larval neuromast (left) and adult inner ear tissue (right). (B) Geography of clustered larval neuromast and adult inner ear. (C) Correlation plots comparing cell types. (D) Gene expression profiles of select genes.

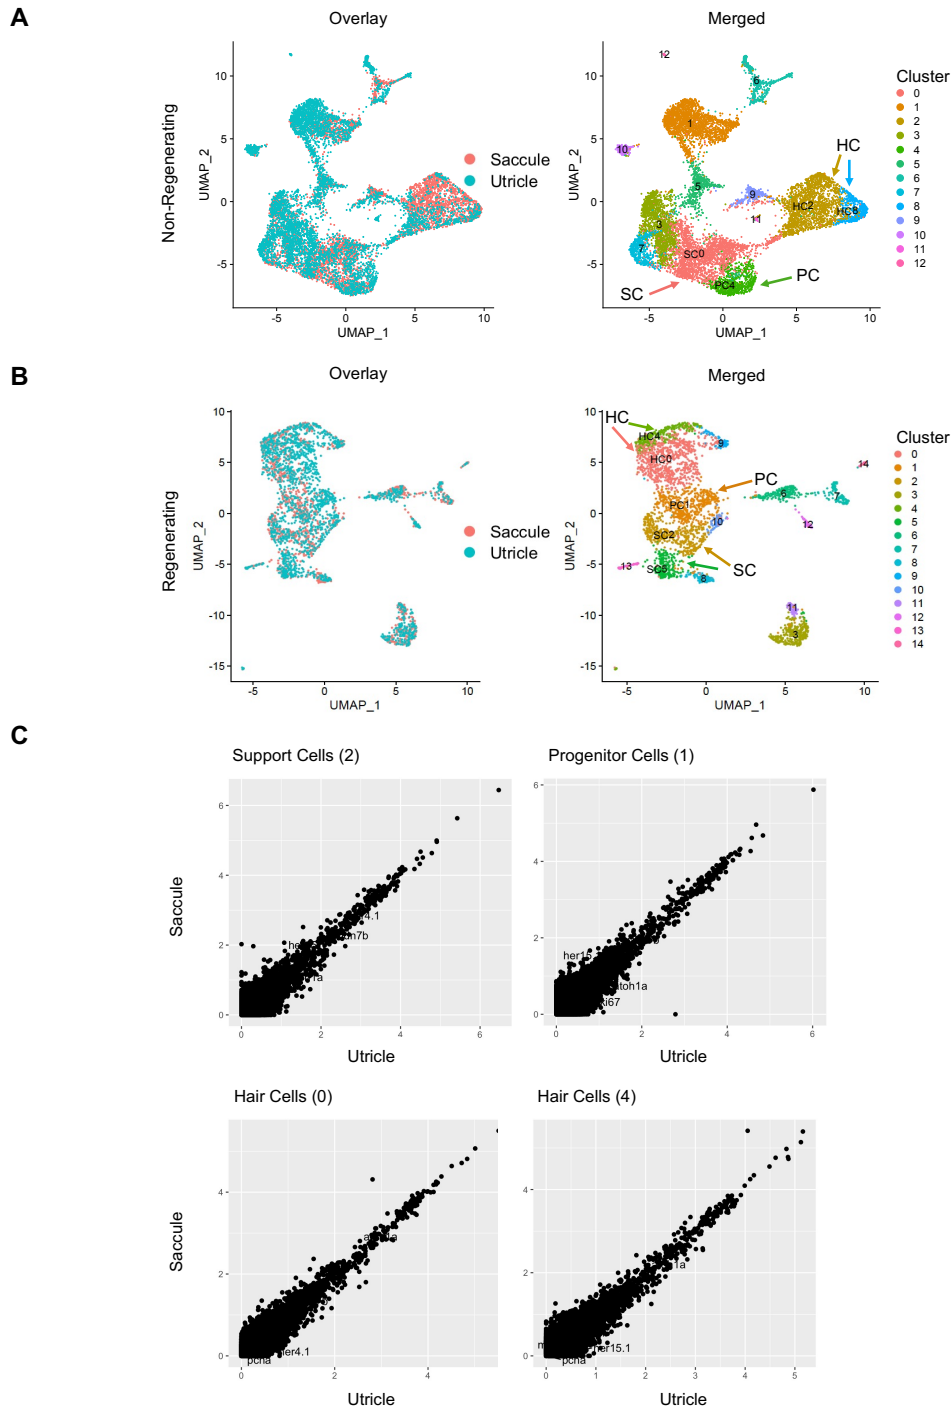

Figure S3. (Related to Figure 1) Organ-level similarities between complementary cell types. (A) Non-regenerating saccule and utricle overlayed (left) and clustered (right). (B) Regenerating saccule and utricle overlayed (left) and clustered (right). (C) Scatter plot analysis of differentially expressed genes in sensory cell types during regeneration. Demonstrates that the organs are highly similar in gene expression.

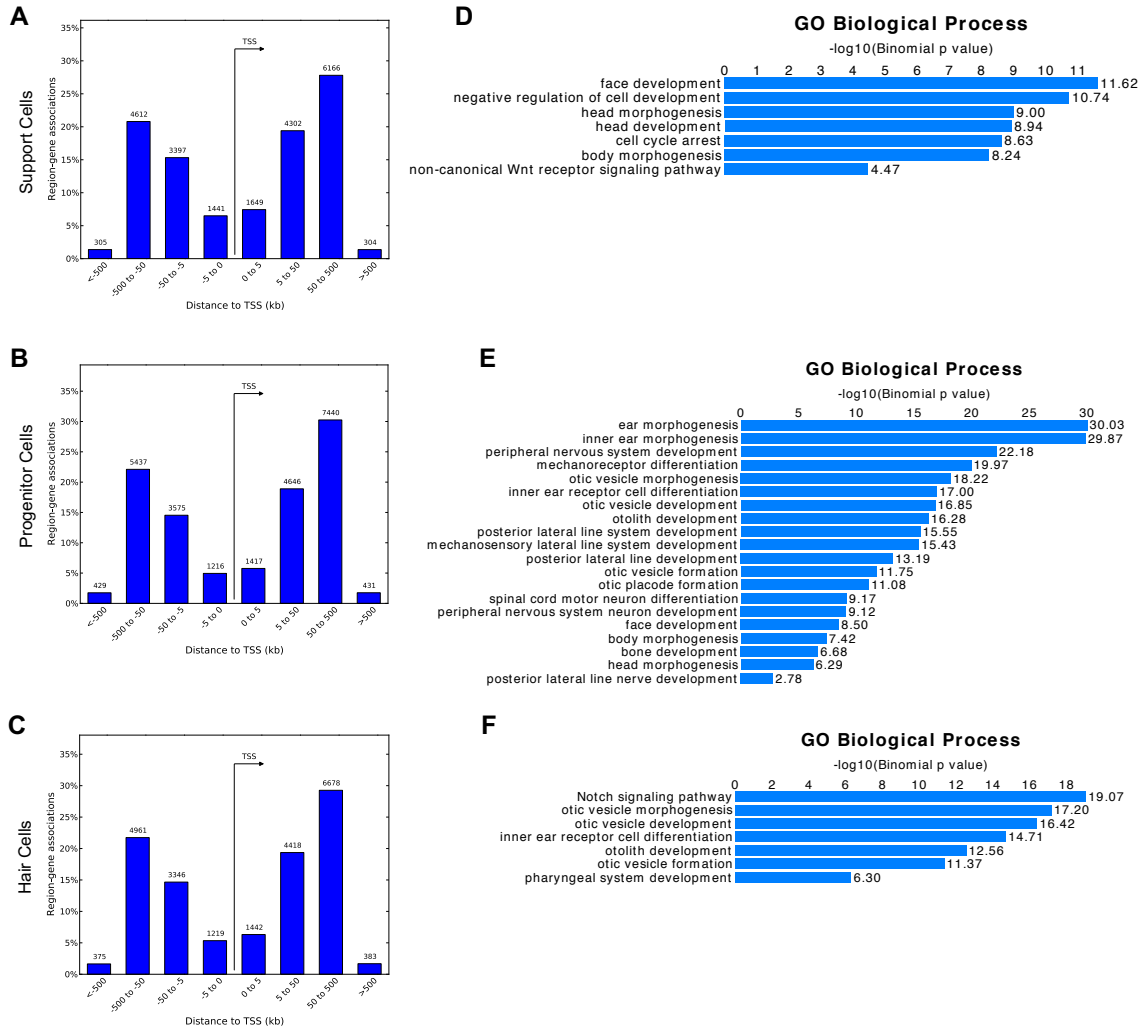

Figure S4. (Related to Figure 5) GREAT analysis on emerging peaks in regenerating inner ear tissues. (A-C) Distance from predicted peak to gene TSS. (D-F) GREAT GO biological processes in predicted cell-specific enhancers.

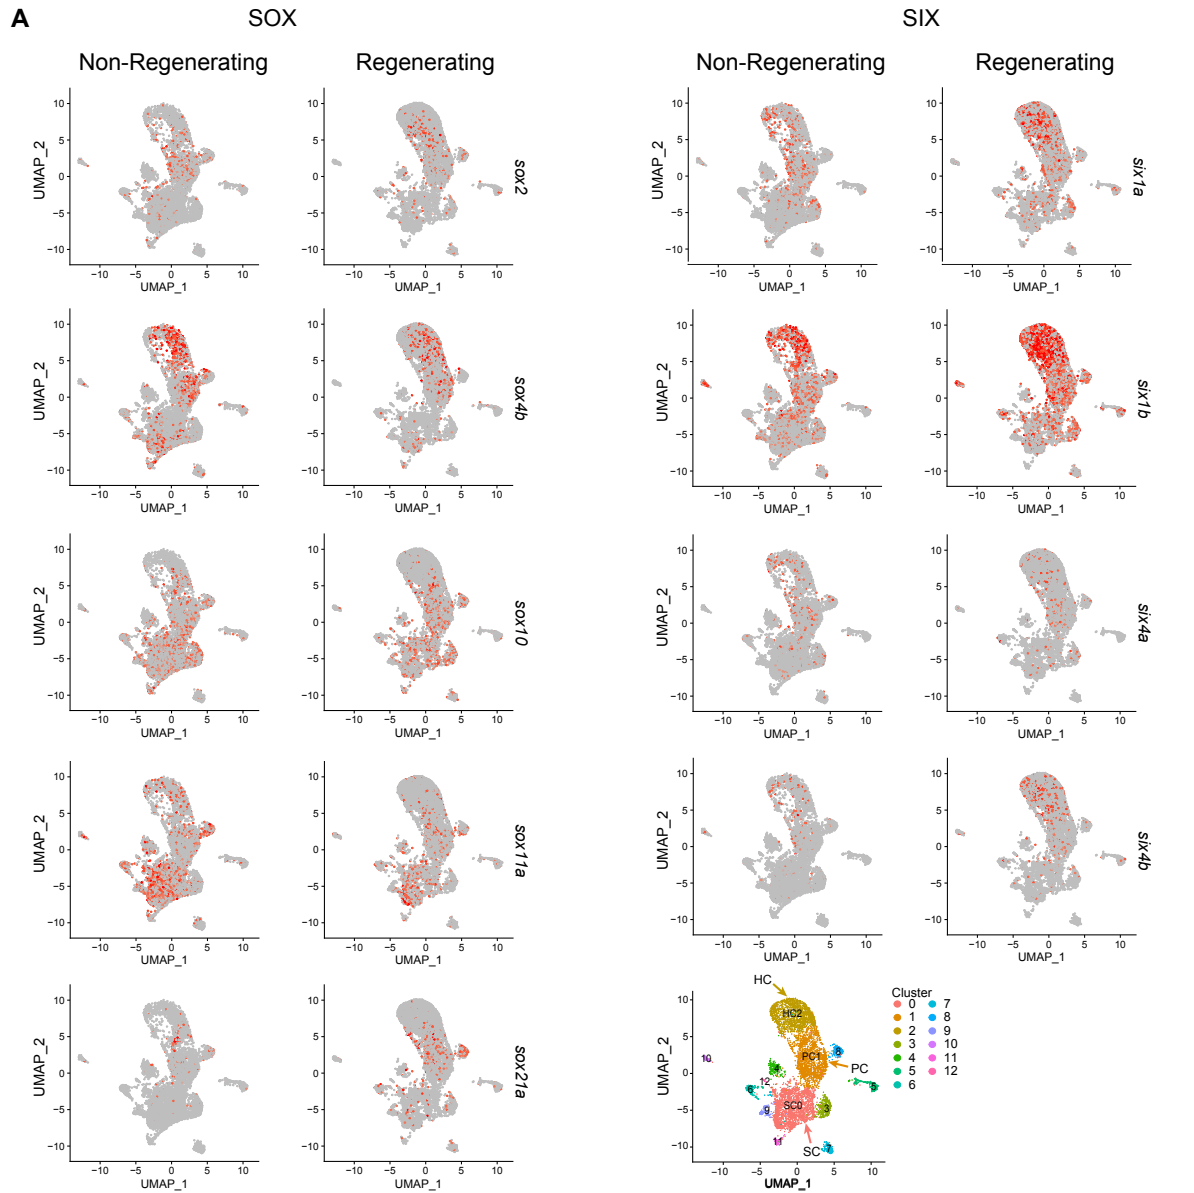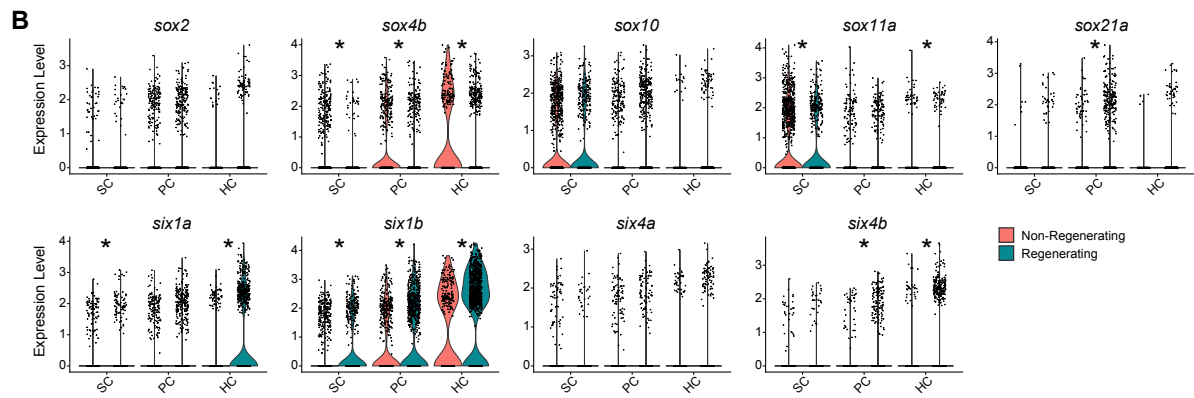

Figure S5. (Related to Figure 6) Sox and Six TF enrichment corresponds to changes in gene expression during hair cell regeneration. (A) Comparisons between non-regenerating and regenerating inner ear tissues for the identified Sox and Six transcription factors identified as differentially regulated.

UMAP visualization of 8,350 single cells from sensory epithelia (sacculle and utricle) from non-regenerating controls include untreated wild-type, untreated Tg(*myo6b*:hDTR) transgenic zebrafish, and wild-type fish injected with DT 4 days post treatment. UMAP visualization of 7,628 single cells from regenerating samples include sensory epithelia (sacculle and utricle) from DT injected Tg(*myo6b*:hDTR) transgenic zebrafish on days 4, 5, and 7 post injection. The enrichment of Sox and Six motifs in RREs identified by deep learning correlated to expression of Sox and Six transcription factors during regeneration. UMAP visualization shows annotated cluster identity. Support cells reside in cluster 0 (SC0), progenitor cells reside in cluster 1 (CL1), and hair cells reside in cluster 2 (HC2). (B) Violin plots showing the distribution of gene expression of *sox* and *six* genes across cell types comparing non-regenerating cells (left plot in each cell type) with regenerating cells (right plot). SC = support cells, PC = progenitor cells, and HC = hair cells. Differential (DE) expression testing for cell types between non-regenerating and regenerating datasets was performed using Seurat and the Wilcoxon rank sum test, * = p-value < 0.01; FC $\geq$ 0.25.

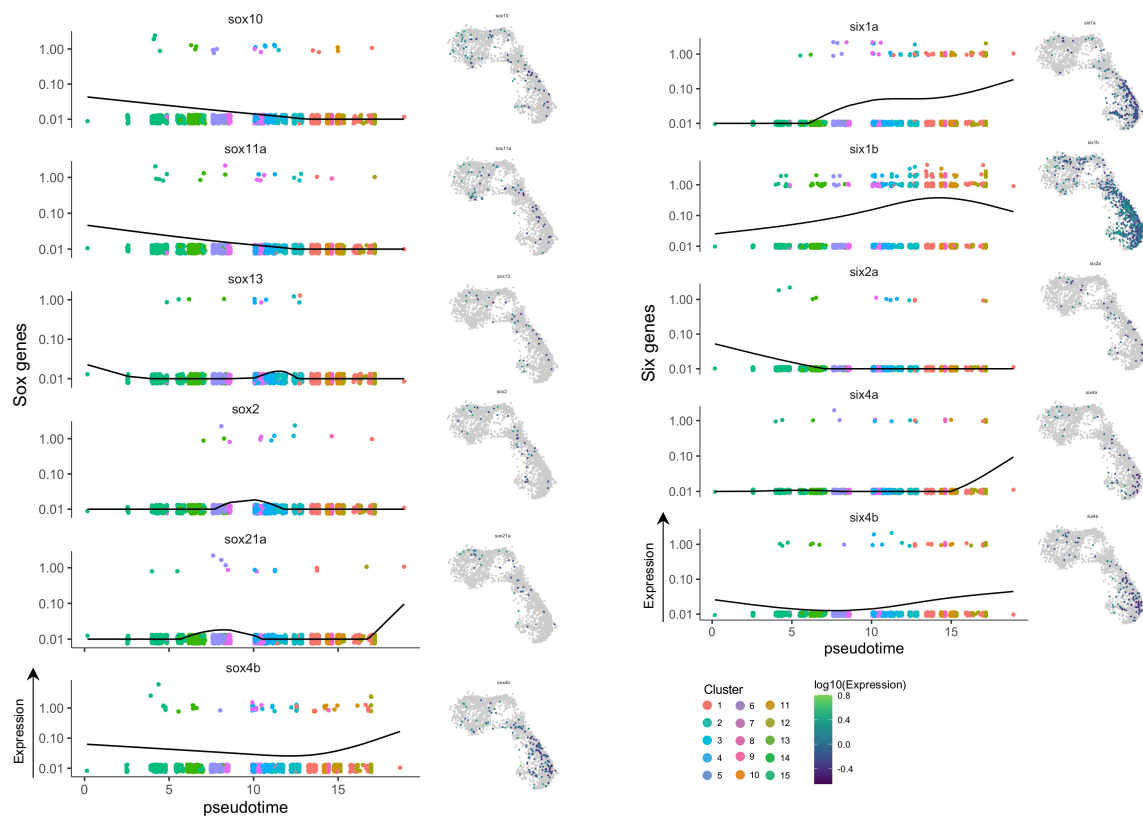

Figure S6. (Related to Figure 6) *sox* and *six* gene expression alterations during hair cell regeneration. Pseudotime ordered single cell expression trajectories for all Sox (left) and Six (right) genes with detectable differential expression.

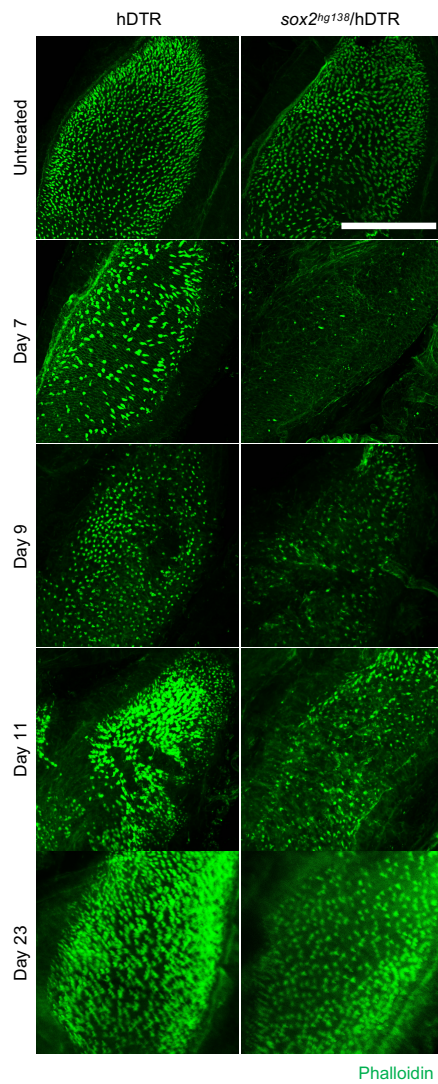

Figure S8. (Related to Figure 7) *sox2^{hg138}* enhancer deletion mutants exhibit severely delayed hair cell regeneration in auditory sensory epithelia. Saccule isolated from heterozygous Tg(*myo6b*:hDTR) and heterozygous *sox2^{hg138}/hDTR* zebrafish following DT injection on days 7, 9, 11, and 23. hDTR = Tg(*myo6b*:hDTR) transgenic zebrafish. Phalloidin staining (green) labels hair cell stereocilia. Brightness and contrast adjusted to 30% and 40%, respectively. Scale bar 100 μ m.

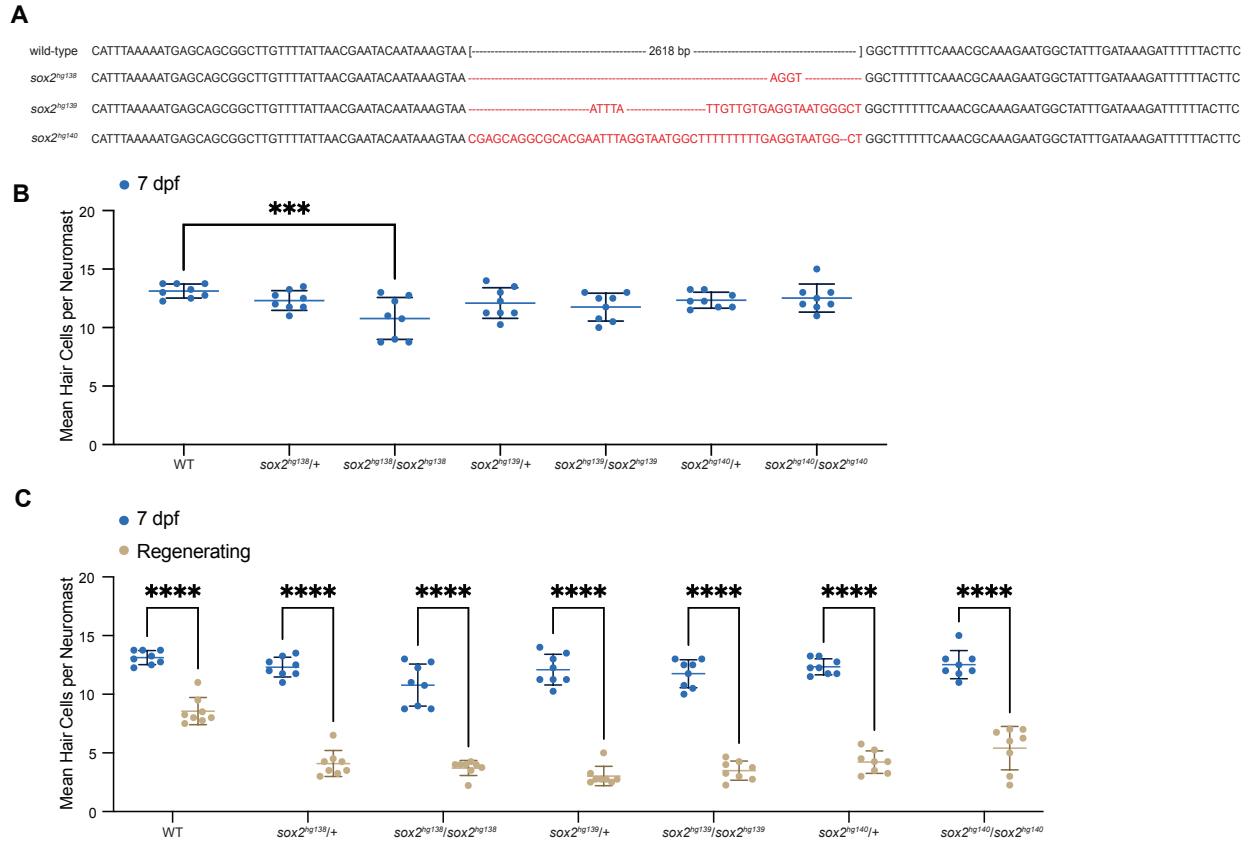

Figure S9. (Related to Figure 7) Independent alleles of *sox2* enhancer deletion mutants exhibit hair cell regeneration defects. (A) Alignment of three independent alleles of *sox2* enhancer deletion mutants: *sox2*^{hg138}, *sox2*^{hg139}, and *sox2*^{hg140}. The maximal targeted region defined by the CRISPR sgRNA guides for deletion is 2618 bp. Any additional sequences in the deletion alleles are marked in red. (B) Mean hair cells per neuromast 7 days post fertilization (dpf) in wild-type (WT), heterozygous and homozygous *sox2* enhancer deletion mutants (*sox2*^{hg138}, *sox2*^{hg139}, *sox2*^{hg140}). The difference in mean hair cells per neuromast in homozygous *sox2*^{hg138} vs. WT is statistically significant. p-value was determined by ANOVA and Sidak multiple comparison test, ***p-value < 0.001. *n* = 8 in each group. *n* is the number of biologically independent samples (larvae). (C) Lateral line hair cell regeneration is strongly inhibited 2 days after ablation with CuSO₄ in homozygous and heterozygous enhancer deletion mutants. The average number of hair cells and standard deviation are shown in the graph. A two-way ANOVA comparison of the data obtained on untreated larvae with the data obtained from CuSO₄ treated larvae was performed. p-value was determined by ANOVA and Sidak multiple comparison test, ****p-value < 0.0001. Error bars show standard deviation. *n* = 8 in each group. *n* is the number of biologically independent samples (larvae).

Table S15 (Related to Figure 6). Convolutional layers and parameters used in supervised deep learning models.

Structure of CNNs for Deep Learning Model			
Convolution1D(64, 9)	activation='relu'	kernel_regularizer=L1L2(l1=1e-4, l2=1e-3)	kernal_constraint=max_norm(1)
	BatchNormalization()	MaxPooling1D(9, 3)	Dropout(0.2)
Convolution1D(32, 4)	activation='relu'	kernel_regularizer=L1L2(l1=1e-4, l2=1e-3)	kernal_constraint=max_norm(1)
	MaxPooling1D(4, 2)	Dropout(0.2)	
Convolution1D(32, 4)	activation='relu'	kernel_regularizer=L1L2(l1=1e-4, l2=1e-3)	
	MaxPooling1D(4, 3)	Dropout(0.2)	
Convolution1D(32, 4)	activation='relu'	kernel_regularizer=L1L2(l1=1e-4, l2=1e-3)	kernal_constraint=max_norm(1)
	MaxPooling1D(4, 2)	Dropout(0.5)	
Flatten()			
Loss='binary_crossentropy',<br>optimizer='ADAM',<br>metrics=['accuracy']

# Supplementary material for: A regulatory network of Sox and Six transcription factors initiate a cell fate transformation during hearing regeneration in adult zebrafish
**Source:** Cell Genom. 2022 Aug 22;2(9):100170. doi: 10.1016/j.xgen.2022.100170
**Supplement:** Document S3. Article plus supplemental information

A regulatory network of Sox and Six transcription factors initiate a cell fate transformation during hearing regeneration in adult zebrafish

Graphical abstract

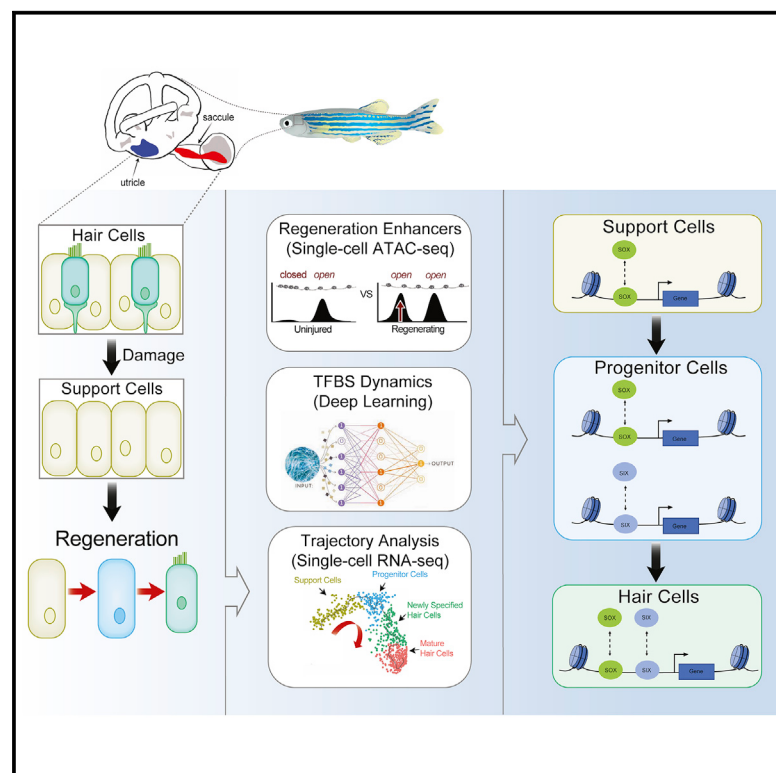

Authors

Erin Jimenez, Claire C. Slevin, Wei Song, ..., Abdel G. Elkahouloun, Ivan Ovcharenko, Shawn M. Burgess

In brief

Jimenez et al. interrogate the epigenomic and transcriptomic landscape of regenerating adult zebrafish inner-ear sensory epithelia. They show that the support-cell population transitions to an intermediate “progenitor” cell state that becomes new hair cells, and they demonstrate that the cell fate decisions may be driven by the coordinate regulation and spatial co-binding of Sox and Six transcription factors. By functionally validating a predicted regeneration-responsive enhancer upstream of *sox2*, they show that precise timing of *sox2* expression is critical for hearing regeneration in zebrafish.

Highlights

- Integrated scRNA-seq and scATAC-seq of zebrafish inner ears during hearing regeneration
- Sox transcription factors trigger the regeneration response in the support cells
- Sox and Six factors cooperate spatially during hair cell differentiation
- An essential enhancer controls the precise timing of *sox2* expression during regeneration

Article

A regulatory network of Sox and Six transcription factors initiate a cell fate transformation during hearing regeneration in adult zebrafish

Erin Jimenez,¹ Claire C. Slevin,¹ Wei Song,⁴ Zelin Chen,^{2,3} Stephen C. Frederickson,¹ Derek Gildea,¹ Weiwei Wu,⁵ Abdel G. Elkahoul,⁶ Ivan Ovcharenko,⁴ and Shawn M. Burgess^{1,7,*}

⁷Lead contact

<https://doi.org/10.1016/j.xgen.2022.100170>

SUMMARY

Using adult zebrafish inner ears as a model for sensorineural regeneration, we ablated the mechanosensory receptors and characterized the single-cell epigenome and transcriptome at consecutive time points during hair cell regeneration. We utilized deep learning on the regeneration-induced open chromatin sequences and identified cell-specific transcription factor (TF) motif patterns. Enhancer activity correlated with gene expression and identified potential gene regulatory networks. A pattern of overlapping Sox- and Six-family TF gene expression and binding motifs was detected, suggesting a combinatorial program of TFs driving regeneration and cell identity. Pseudotime analysis of single-cell transcriptomic data suggested that support cells within the sensory epithelium changed cell identity to a “progenitor” cell population that could differentiate into hair cells. We identified a 2.6 kb DNA enhancer upstream of the *sox2* promoter that, when deleted, showed a dominant phenotype that resulted in a hair-cell-regeneration-specific deficit in both the lateral line and adult inner ear.

INTRODUCTION

The capacity to regenerate tissues after injury unevenly manifests across the vertebrate lineage.¹ In most mammals, consistent cellular renewal is limited to certain cell types, such as skin, gut, and blood, while major tissue regeneration is even further restricted to a small number of organs, such as the liver. Damage to the mammalian inner ear sensory epithelium is irreversible and results in permanent hearing loss or vestibular defects. Interestingly, this is a feature that sets mammals apart from most other vertebrates who can continually produce new hair cells (HCs) throughout their lifetimes and/or can regenerate them in response to trauma.

The HCs are mechanosensory receptors used in the inner ear auditory and vestibular organs of all vertebrates and in the lateral line systems of aquatic vertebrates.² In fish these organs are the saccule and utricle, respectively (Figure S1A).³ The saccule in fish primarily detects acoustic vibrations (amplified through the body instead of via an eardrum), while the utricle primarily functions as a gravitation sensor but has also shown some auditory

potential.^{2,4} HCs similar to those that reside in the inner ear are also located on the skin in fish and amphibians in small structures called “neuromasts,” which reside in an organ normally referred to as the “lateral line.”^{2,3} Although lateral line HCs differ in morphology compared with the adult inner ear, the accessibility of the lateral line HCs on the skin surface has made them a popular *in vivo* model. However, more effort is justified in studying inner ear HC regeneration in fishes with the goal of restoring lost hearing in mammals.

Key genes in inner ear development can also have important roles in regeneration.⁵ However regeneration is distinct from embryonic development⁶ and recent genome-wide analyses suggest that, while regeneration programs may target many of the same genes, they may do so through distinct regulatory sequences:^{7,8} reviewed in Rodriguez et al.⁹ and Yang et al.¹⁰

Enhancer elements are critical in the control of development,¹¹ and several groups have made connections between enhancer regulation and tissue regeneration programs. Injury-responsive or regeneration-associated enhancers that direct gene expression in injured tissues have been identified in the regenerating

heart and fin of zebrafish.^{7,9,12–20} Comparative epigenomic profiling and single-cell genomics experiments have revealed species-specific and evolutionarily conserved genomic responses to regeneration in fish termed tissue regeneration enhancer elements (or TREEs).^{7,13,21} However, ablation of enhancers in these studies showed that, even though these enhancers respond to injury, they are generally not essential for normal regeneration.

Here, we profiled changes in chromatin accessibility (scATAC-seq) and gene expression single-cell 3' RNA sequencing (scRNA-seq) during regeneration of the zebrafish inner ear at single-cell resolution. We showed the support cells (SCs) potentially transitioned into a “progenitor-like” state that differentiated into new HCs. We also identified a key regulator of *sox2* expression that, when deleted, the HCs developed normally, but HC regeneration after injury was significantly disrupted.

RESULTS

scRNA-seq identifies different cell populations in the inner ear

We used Tg(*myo6b*:hDTR) transgenic zebrafish which permits conditional and selective ablation of HCs in the adult zebrafish inner ear.²² The Tg(*myo6b*:hDTR) transgenic expresses the human diphtheria toxin receptor (hDTR) gene under the control of the HC-specific *myo6b* promoter. Treatment of adult heterozygous Tg(*myo6b*:hDTR) zebrafish with an injection of diphtheria toxin (DT) leads to widespread ablation of HCs in the saccule and utricle 5 days post injection without ablating neighboring *sox2* positive supporting cells²² (Figure S1B). We characterized the gene expression profiles (scRNA-seq) and the map of accessible regions (scATAC-seq) associated with the response to HC ablation in adult zebrafish sensory epithelia. We dissected out saccules and utricles at three time points after ablation: days 4, 5, and 7 post-DT, and each sample was processed for either scRNA-seq or scATAC-seq experiments. Day 4 corresponded to maximal HC clearance after the apoptotic program had been initiated. Day 5 corresponded to when HCs remain absent, but regeneration has been clearly initiated. Day 7 corresponded to when HCs begin to repopulate sensory epithelia (Figures S1C and S1D). To control for the presence of the hDTR transgene and DT, untreated Tg(*myo6b*:hDTR) transgenic zebrafish, untreated wild-type fish, and wild-type DT-injected (day 4) zebrafish were used as non-regenerating controls. Subsequent single-cell analysis entailed pairwise comparisons between non-regenerating and regenerating sensory epithelia at each time point.

We generated 12 separate transcriptomic profiles on non-regenerating and regenerating inner ear tissues (saccule and utricle) using the 10x Chromium system for droplet-based scRNA-seq and quantified each dataset using the Cell Ranger 6.0.0 pipeline (10x Genomics). After filtering with Seurat,^{23,24} we integrated scRNA-seq datasets from all 12 samples for cell type clustering to identify cell types based on conserved gene expression and to demonstrate that all 12 samples cluster together into a harmonized atlas of the adult zebrafish inner ear sensory epithelia.^{23,24} Samples were assembled into an aggregate or “unified transcriptomic atlas” and unsupervised

clustering partitioned 66,296 inner ear sensory epithelial cells (saccule and utricle combined) into discrete scRNA-seq cell populations (Figure 1A; Table S6). We assigned cell type identities to clusters based on known expression of marker genes based on zebrafish transcriptome data from inner ear cells²⁵ and single-cell transcriptome data from the larval lateral line.^{26,27}

For each cell population we identified genes specifically expressed or highly enriched (Figure 1B). Using Seurat pre-processing and integration procedures,²⁸ we selected genes that were variable between clusters. We assigned cell types closely related to HCs as: SCs and progenitor cells (PCs). We detected two populations of SCs: cluster 0 (SC0) and cluster 2 (SC2). Cluster 0 (SC0) showed significant enrichment for the markers *si:ch211-80h18.1* and *serpine2*, while cluster 2 (SC2) showed enrichment for the markers *krt18a.1* and *tnfrsf11b* (Figure 1D). We observed a distinct intermediate population of PCs which expressed *her4.1*, *her15.1*, and *dla* (Figure 1E). The PCs belong to clusters 1 (PC1) and 3 (PC3). This population of cells included both cycling (PC1) and non-cycling cells (PC3). Clusters 4 (HC4) and 5 (HC5) encompassed the HCs and expressed the *atoh1a*, *s100t*, and *pvalb8* genes (Figure 1F). No other cell cluster expressed HC lineage genes. Cluster 4 (HC4) was identified as young HCs because this cluster showed significant enrichment for the marker *rpl*, and GO analysis on genes showed enrichment for translation and ribosome assembly while cluster 5 (HC5) did not. Since synthesis of ribosomal proteins is shut down in mature HCs of the neuromast in the lateral line, cluster 5 (HC5) was identified as mature HCs.²⁵ Cells in all other clusters represented multiple non-sensory cell populations, such as immune cells, that do not directly contribute to HCs and these were excluded from downstream analyses regardless of whether they responded to HC injury.

Adult inner ear cells are transcriptionally distinct from larval lateral line cells

The zebrafish lateral line has frequently been used as a model for HC regeneration, so we examined how much overlap the two organs showed in terms of the regenerative program. Adult inner ear sensory epithelia demonstrated distinct differences from previously fluorescence-activated cell sorting-purified larval lateral line neuromasts (Figure S2; Table S1).²⁷ There was strong separation of cell clusters and limited mixing of cells within clusters (Figures S2A and S2B). Figure S2C highlights the distinct gene expression profile of SCs, PCs, and HCs of adult inner ear. The results are consistent with significant transcriptional differences in cells between larval neuromasts and adult inner ears (Figure S2D).

Similarities between gene expression in the saccule and utricle of the zebrafish inner ear

We compared saccule and utricle scRNA-seq experiments to identify cell types that are unique or shared between these two organs, to obtain conserved cell type markers and to also find cell-type-specific responses in regenerating sensory epithelia (Figure S3; Tables S2 and S3).²⁸ Despite different morphological profiles,^{4,29} saccule and utricle sensory and non-sensory cells are transcriptionally similar and cluster tightly together (Figure S3A; Table S2). We tested if there were significant

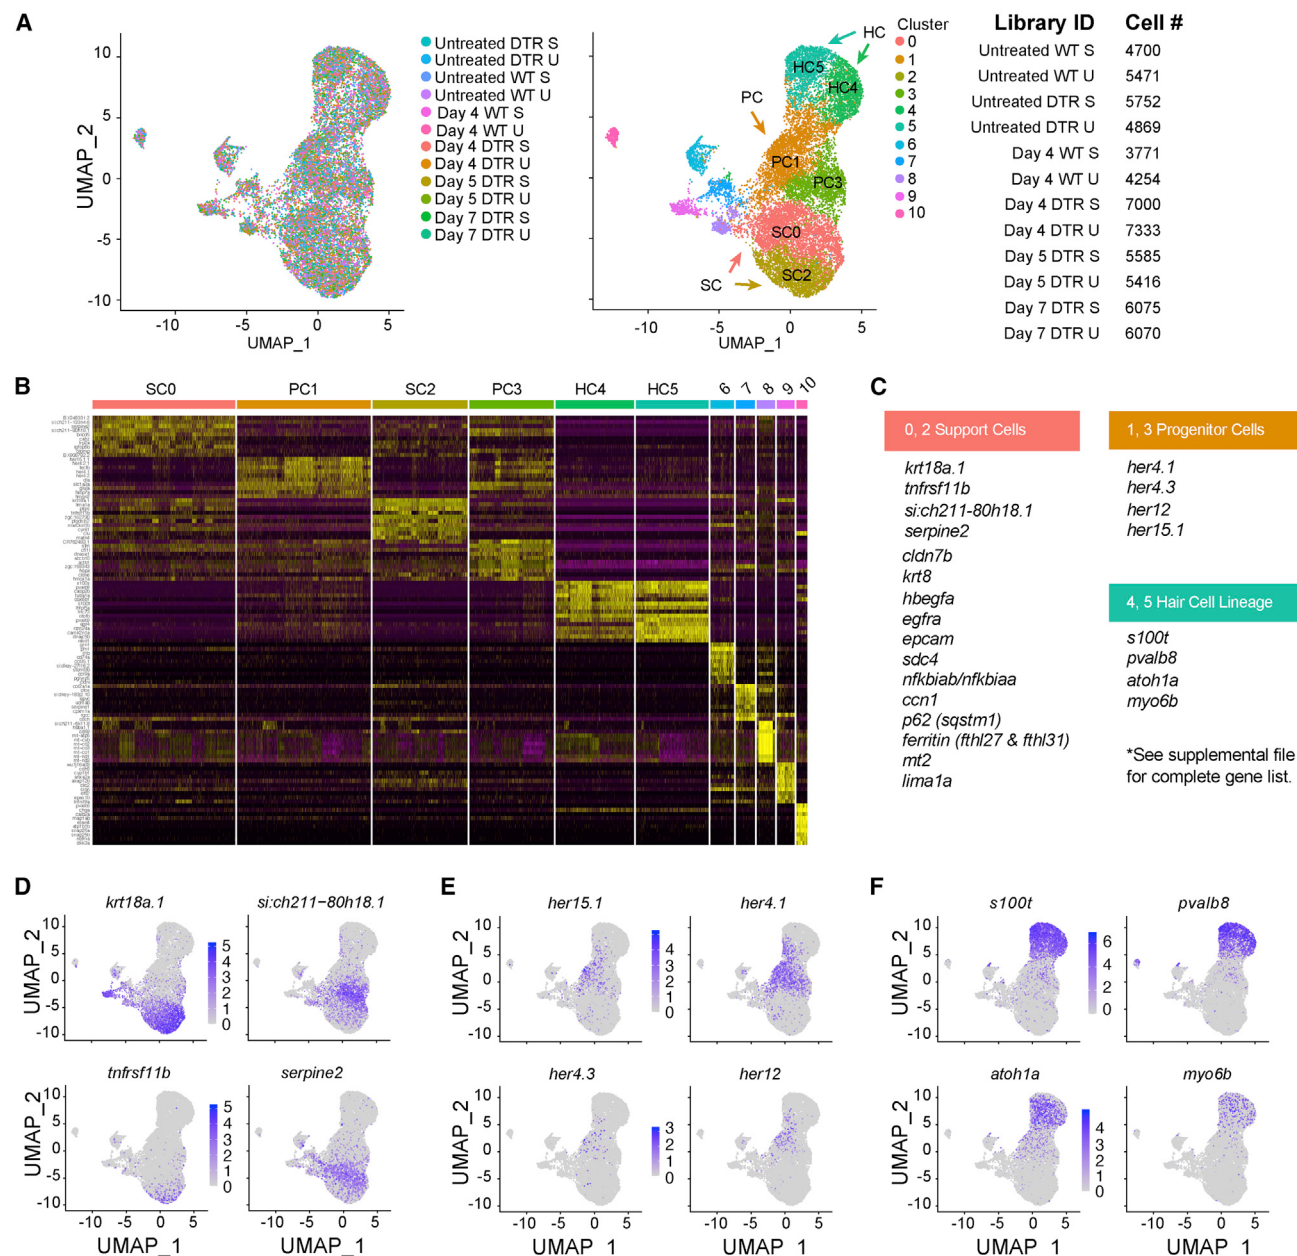

Figure 1. scRNA-seq of the auditory and vestibular epithelia identifies gene expression

(A) Left: scRNA-seq UMAP of 15,443 single cells collected from 12 samples. Each dot represents a single cell and colors distinguish samples. Middle: cells were clustered and labeled based on known cell markers. A single, joint clustering detects 11 cell populations. Clusters 0 to 5 consist of cells that contribute to the sensory epithelium: support cells (SCs) are clusters 0 (SC0) and 2 (SC2); progenitor cells (PCs) are clusters 1 (PC1) and 3 (PC3); and hair cells (HC) are clusters 4 (HC4) and 5 (HC5). Right: identifiers and cell counts for samples collected for scRNA-seq. S, saccule; U, utricle; DTR, heterozygous *Tg(myo6b:hDTR)* transgenic zebrafish; Day, number of days after DT injection, for a total of 66,293 sampled cells.

(B) Heatmap showing the relative expression levels of the top 10 differentially expressed genes (y axis) from each cluster (x axis). The cell population identity assigned to each cluster is indicated above each column and colors correspond to clusters in (B).

(C) Table of top significant marker genes.

(D–F) (D) UMAP plots of marker genes overrepresented in SCs, (E) PCs, and (F) HCs.

differences between regenerating saccule and utricle scRNA-seq experiments to determine if there was a divergence in the regeneration programs of the auditory and vestibular sensory epithelia (Figure S3B; Table S3). We looked broadly at changes

in gene expression between regenerating saccule and utricle cell types and found very few genes that differ (Figure S3C; Table S4). We found that gene expression changes are largely conserved between datasets for the three major cell populations

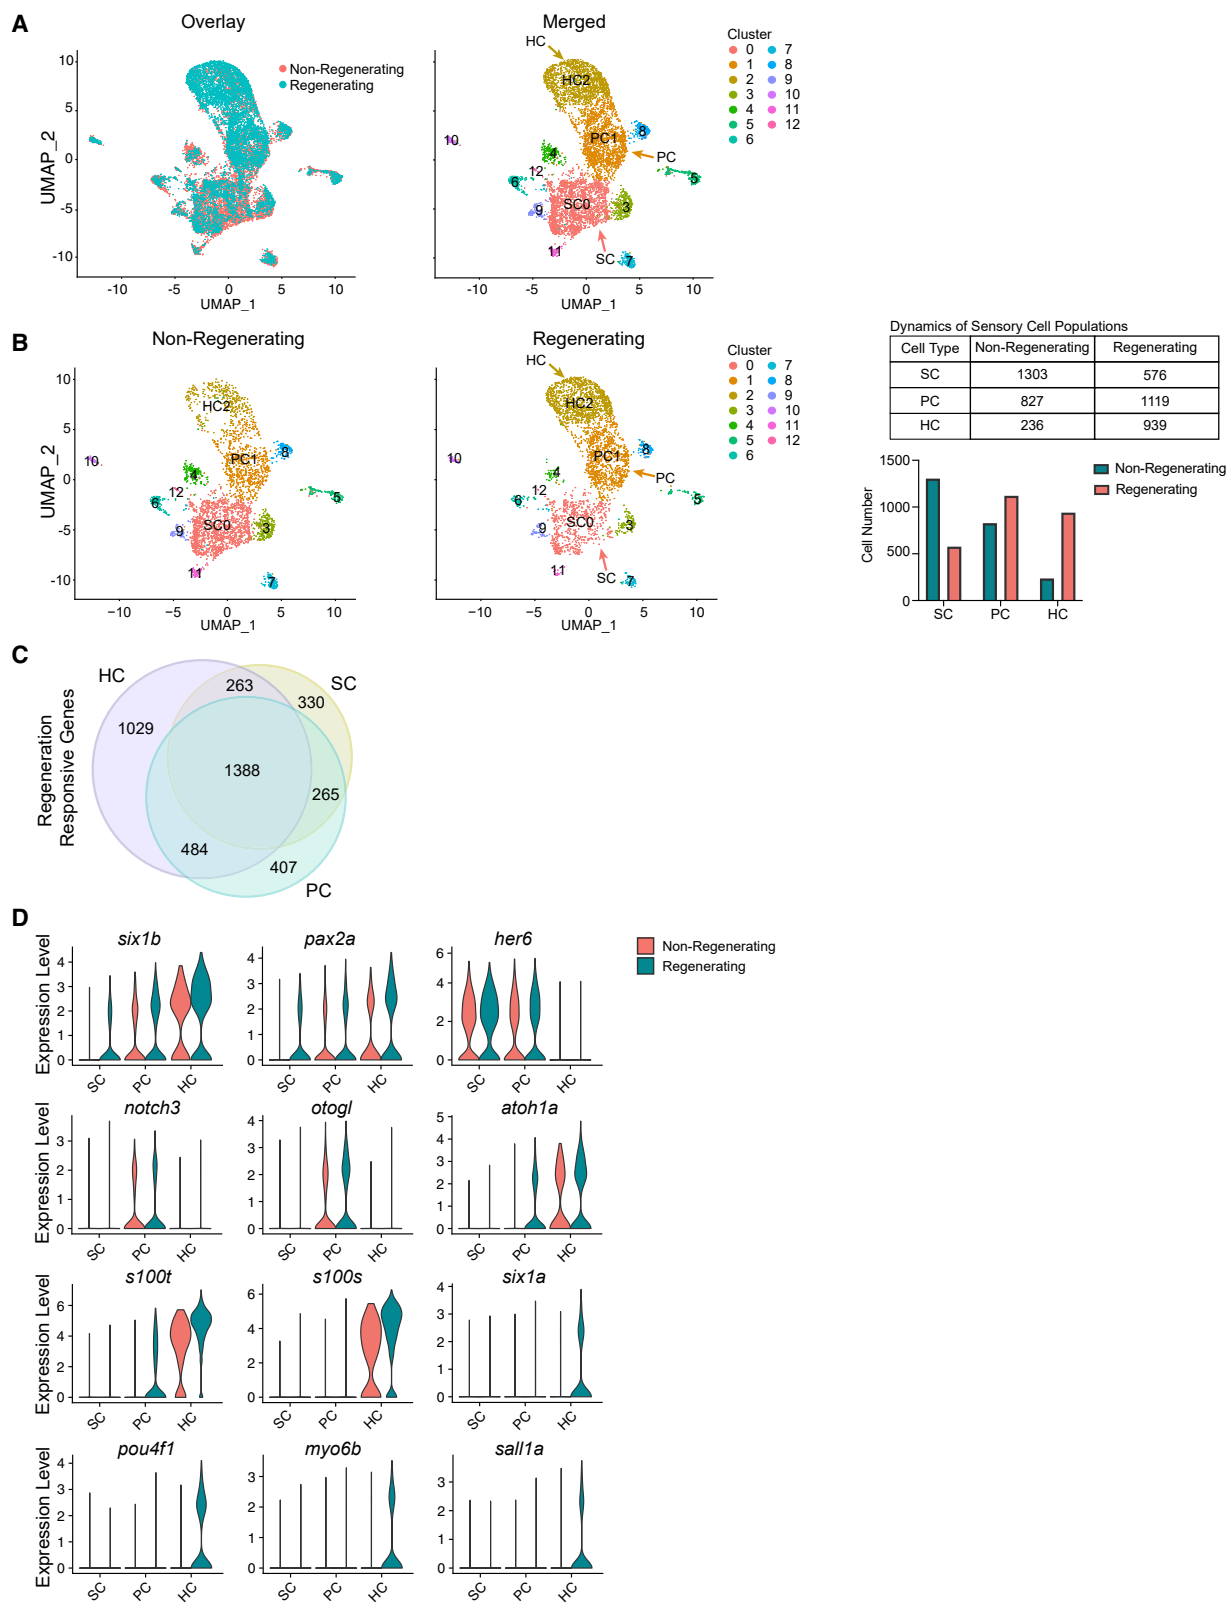

(legend on next page)

that contribute to HC regeneration: SCs, PCs, and HCs (Figure S3C; Table S5).

We performed differential expression (DE) testing for cell types between saccule and utricle datasets using Seurat. In agreement with Yao et al.,³⁰ we observed elevated expression levels of *wnt11* (formerly *wnt11r*³¹), *sema3e*, *otol1a*, and *nr2f1*, and *vwa2* globally in or non-regenerating saccules but these genes are not differentially expressed in SC, PC, or HC clusters during regeneration (Table S5). Since the regeneration programs between organs were so similar, we combined saccule and utricle data for subsequent analysis to increase cell sample size and boost statistical power.

Distinct regeneration responses of the zebrafish adult inner ear

Our scRNA-seq revealed regeneration-responsive transcription in a cell-type-specific manner. Using Seurat, we integrated non-regenerating controls and all regeneration conditions (days 4, 5, and 7) (Figure 2A, overlay). We then identified cell-type-specific responses to regeneration. We discerned 13 distinct cell populations (Figure 2A). Uniform Manifold Approximation and Projections (UMAPs) of individual cell types show that the cells in non-regenerating and regenerating tissues cluster together and all HC lineage populations were present both in homeostasis and during HC regeneration (Figure 2B). By taking an equal number of random cells from each sample, we assessed the number of cells in each cluster in regenerating sensory epithelia compared with non-regenerating controls. The regenerating inner ear exhibits a decline in the total number of SCs (SC0), an increase of PCs (PC1 in Figure 2B), and an increase of HCs (HC2) (Figure 2B). Despite clustering with the non-regenerating tissue, each cell type also possessed significant differences in the transcriptome compared with the homeostatic controls. All homeostatic control (untreated DTR fish and day 4 DT-injected wild-type fish) cell populations were essentially identical and ultimately pooled for further comparisons.

By performing DE testing for cell types between controls and regenerating datasets using Seurat, we identified 2,266 genes altered in expression between controls and regenerating SCs, 2,564 in PCs, and 3,164 in HCs ($p < 0.1$; FC ≥ 0.25). A total of 1,388 differentially expressed genes was shared among all three cell types (Figure 2C; Table S7). Global transcriptional changes in sensory epithelial cells involved in the HC lineage were observed following HC ablation ($p < 0.01$; FC > 0.25). The genes *pax2a* and *six1b* were upregulated in all regenerating sensory cell types: SC, PC, and HC. SCs and PCs showed an upregulation of *her6* (mammalian *Hes1*). PCs showed an upregulation of *notch3* and

otog11. HC-specific genes, such as *atoh1a* and *s100t*, were upregulated in PCs and in HCs during regeneration. Finally, HCs were marked by an upregulation of *s100s*, *six1a*, *pou4f1*, and *myo6b* (Figure 2D; Table S7).

Temporal gene regulation patterns in HC regeneration

By reversed graph embedding, Monocle 3 can measure cell fate changes in “pseudotime” (Figure 3A).³² Monocle 3 grouped cells involved in HC regeneration and differentiation into 15 distinct subclusters and cell types were assigned to each cluster based on their gene expression profile (Figure 3B). Using the trajectory graph, we ordered the cells according to their progress through the regeneration program (Figure 3B). The SCs possessed the earliest developmental stage assignment and were designated as the root of the trajectory. Pseudotime was calculated for all other cell types based on their distance from the root of the trajectory (the SCs) and visualization of cells along the trajectory shows a transition between the two states (SC and HC). The populations serving as intermediate differentiation states connecting the SCs and HCs are the PCs.

Examples of genes that were expressed early (in SCs) and late (in mature HCs) in pseudotime in the UMAP cluster are shown in Figure 3C. We observed switch-like changes in expression of key regulatory factors, such as *cldn7b*, *her4.1* (*Hes5* in mammals), and *atoh1a*. The pseudotime ordering of cells showed that some genes act very early in SCs and then get shut off (like *cldn7b*), whereas others display dynamic temporal activity, turned on and then shut off in PCs and/or newly specified HCs.

We took all the genes that varied across the clusters and grouped those with similar patterns of expression into gene modules (Figure 3D). We identified nine co-expression modules, which represented genes that shared similar expression patterns during HC regeneration and showed genes that were upregulated at various stages of the regeneration process (Figure 3E; Table S8). The identified modules of co-regulated genes were specific to certain clusters of cells. We conducted GO enrichment analysis on each module (Table S8).

Module 1 was specific to immature HCs, while module 3 was specific to mature HCs. Genes grouped in module 1 were involved in HC differentiation and sensory perception of sound. Module 3 genes were involved in mRNA splicing, rRNA processing, and translation. Genes grouped in module 3 included many negatively regulated genes, such as *six1b* and *atoh1a*, which are known to be downregulated in mature HCs. Module 5 was specific to PCs and the genes were involved in ribosome biosynthesis. Module 2 was specific to SCs and PCs. Genes grouped in module 2 included both notch-independent (*hes2.2* and

Figure 2. Cell-type-specific gene expression and expansion of HC lineage populations during regeneration

(A) Left: UMAP showing overlay of inner ear cells between non-regenerating and regenerating sensory epithelia. Colors distinguish conditions. Right: UMAP of cells across conditions grouped together based on gene expression, detecting 13 cell populations. Cluster 0 consists of SCs (SC0). Cluster 1 consists of PCs (PC1). Cluster 2 consists of HCs (HC2).

(B) Left: UMAP plots of non-regenerating and regenerating conditions side-by-side. The colors distinguish clusters labeled in (A). Middle: UMAP of 3,670 randomly sampled single cells from non-regenerating controls (pooled wild-type, untreated Tg(*myo6b*:hDTR), and wild-type fish injected with DT). UMAP of 3,330 randomly sampled single cells from regenerating samples on days 4, 5, and 7 post injection. Samples include saccules and utricles. Right: table and bar graph of cell numbers in non-regenerating and regenerating SCs, PCs, and HCs.

(C) Venn diagram showing overlapping and unique differentially expressed genes in HCs, SCs, and PCs.

(D) Violin plots showing the distribution of gene expression of top genes identified with differential expression testing across cell types ($p < 0.01$; FC ≥ 0.25).

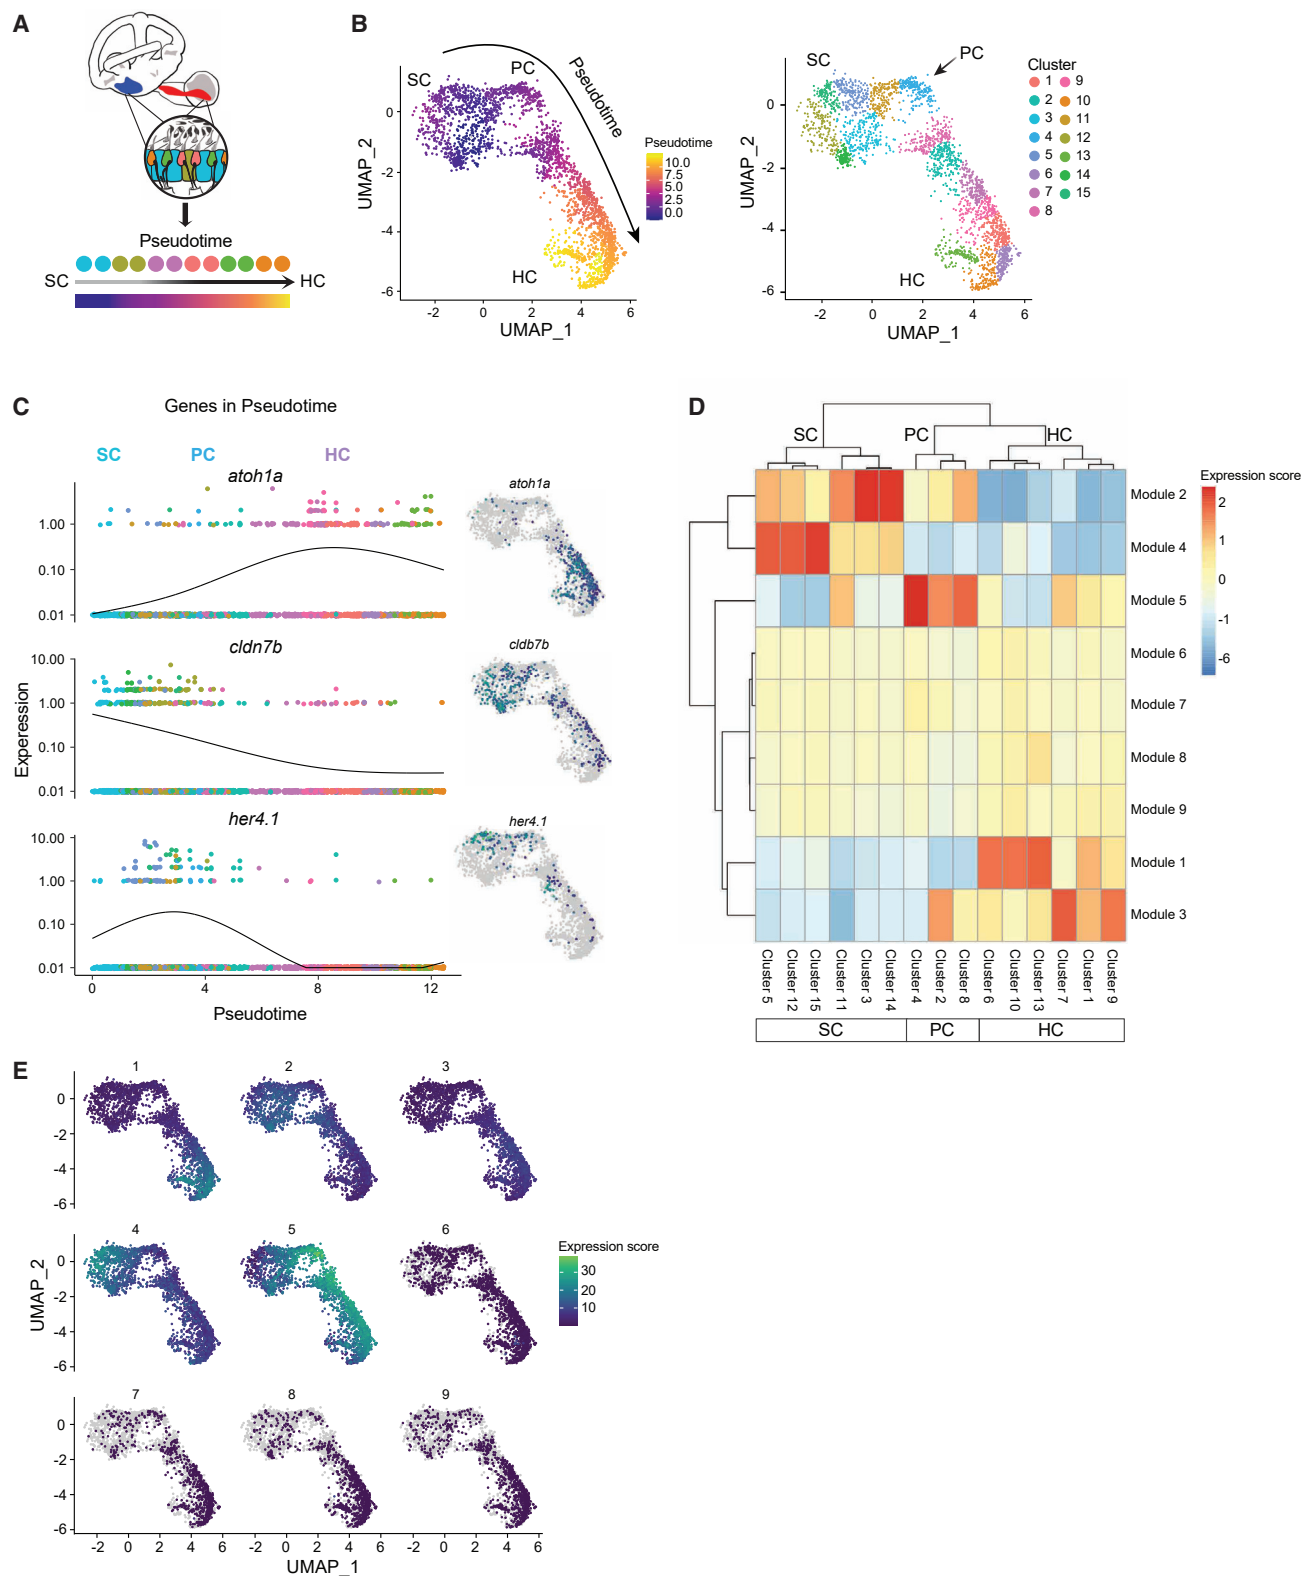

Figure 3. Cell lineages in the inner ear

(A) Schematic illustrating pseudotime cell ordering in the adult zebrafish inner ear. Inner ear HC lineage populations are colored according to their cluster membership and shown in pseudotime order.

(legend continued on next page)

hes6) and notch-dependent (*her4.1*, *her4.2*, *her4.3*, and *her4.4*) factors: *notch1a/b*, *sox10*, and *otog1*. The GO terms associated with module 2 were lateral line system development and cell junction organization/morphogenesis of epithelium. Module 4 was highly specific to SCs. Genes grouped in module 4 include mammalian *HES1*-related genes, *her6* and *her9*, with the associated GO terms negative regulation of transcription, implying the increase of *her* repressors in PCs during regeneration. We propose that modules 2 and 4 might be important for allowing the SCs and PCs to make cell-state transitions.³³

scATAC-seq reveals chromatin accessibility changes during regenerating

We performed scATAC-seq to explore chromatin accessibility of the regenerating adult zebrafish inner ear. We obtained 11 scATAC-seq profiles (Figure 4; Table S9). The quality of the dataset was assessed based on correlation with bulk ATAC-seq performed on similar samples. We found that the aggregate of scATAC-seq profiles closely resemble bulk ATAC-seq samples, indicating that the data were of sufficient quality.

We filtered and processed the resulting chromatin data.²⁴ We then integrated scATAC-seq datasets from all 11 separate samples for cell type clustering to identify cell types.^{23,24} This resulted in a dataset with 11 clusters of single-cell epigenomes (Figure 4B, UMAP plot).

Using unsupervised clustering methods, nuclei were clustered and cell types were identified based on accessibility near expressed genes (Figure 4C; Table S10). Clusters were noisier than scRNA-seq measurements as scATAC-seq represents measurements from sparse chromatin data.³⁴ We integrated the scATAC-seq with scRNA-seq profiles using methods for cross-modality integration and label transfer (Figure 4D). scRNA-based classifications were consistent with the scATAC-seq UMAP visualization indicating shared correlation patterns and matched biological states across the two modalities (Figure 4D, right UMAP plot).

Identification of regeneration-responsive elements

We identified regions that presented higher accessibility during regeneration compared with controls and named these regions regeneration-responsive elements (RREs). To characterize RREs, we obtained sc-ATAC-seq data from untreated inner ear saccules and utricles to represent the basal state of the tissues. We identified differentially accessible peaks between clusters. To identify RREs, we removed common peaks shared between untreated and treated samples leaving only the cell-type-specific emerging peaks.

Using this approach, we identified 12,369 RREs in SCs, 13,528 RREs in PCs, and 12,597 RREs in HCs (Figure 5A; Table S11).

The chromatin accessibility of PCs and HCs showed a much higher degree of overlap than the SCs did with either PCs or HCs. To understand the functions of emerging peaks, we applied GREAT analysis to annotate peaks and predict functions of putative regulatory regions (Figure S4).³⁵ GREAT analysis indicated that ~19.5%–25.0% of peaks were located in proximal regions of the transcriptional start, whereas ~70%–75% were located in distal regions (>±5 kb) (19.46% proximal PC peaks, 24.98% proximal SC peaks, 21.12% proximal HC peaks), many of which were in the first introns of genes. GO functional annotation of emerging peaks identified that peaks from all three cell types were associated with lateral line and inner ear development or differentiation, such as mechanosensory lateral line system development ($p \leq 6.2061e^{-6}$; SC peaks), mechanoreceptor differentiation ($p \leq 3.4662e^{-9}$; PC peaks), and inner ear receptor cell differentiation ($p \leq 1.4879e^{-8}$; HC peaks) (Figures S4D–S4F).

To determine whether cell-specific open chromatin regions from scATAC-seq analysis correlated with cell-specific gene expression, we developed a computational strategy to infer enhancer-to-gene relationships. We investigated to what extent enhancers in a window surrounding the transcriptional start site (TSS) of a gene (±50 kb from the TSS) predicted the expression of a gene (Figure 5B). Figure 5C shows an example for the *sox2* locus. For HCs 13,966 genes were associated with peaks, for SCs 13,709 genes were associated with peaks, and in PCs 13,874 genes were associated with peaks (Table S12).

We next correlated RREs with changes in gene expression during regeneration. We found a clear correlation between chromatin accessibility and nearby/distal gene expression where 60%–64% of differentially expressed genes were linked to RREs ($p < 0.05$, hypergeometric test) (Figures 5D and 5E). We identified, 1,546 differential genes (60.2% of DE genes) in PCs associated with at least one RRE peak ($p < 7.5 \times e^{-167}$, hypergeometric test),³⁶ 1,497 SC genes (60.0% of DE genes) ($p < 2.0 \times e^{-249}$, hypergeometric test), and 2,032 HC genes (64.2% of DE genes) ($p < 2.7 \times e^{-310}$, hypergeometric test) (Table S14). For further analysis, we chose the set of RREs that were linked to DE (regardless of whether that gene was the closest gene to the RRE) assuming that this subset would be enriched for regulatory regions that directly regulate gene expression.

RREs are associated with conserved, non-coding elements

Conserved, non-coding elements (CNEs) are sequences outside of the coding regions that have a high degree of sequence conservation among multiple species. The “longer” a sequence is conserved across evolutionary time, the higher the probability it has a conserved functional purpose. Overlap of ATAC-seq

(B) Left: cells progressing through the HC regeneration program. The arrow indicates the trajectory of the pseudotime differentiation gradient from purple to yellow. SCs are the root node of the trajectory graph, PCs emerge after HC injury and are a clear intermediate to both SCs and HCs. Right: UMAP showing the separation of HC lineage populations into groups after re-clustering for pseudotime (resolution = $1 \times e^{-2}$ for Louvain clustering). Subclusters 3, 5, 11, 12, 14, and 15 belong to SCs. Subclusters 2, 4, and 8 belong to PCs. Subclusters 1, 6, 7, 9, 10, and 13 belong to HCs. The arrow indicates the first PC cluster (cluster 4) that is transcriptionally distinct from SCs.

(C) Gene expression dynamics of select genes as a function of pseudotime for SCs, PCs, and HCs. Colors distinguish subclusters belonging to SC, PC, and HC populations. Adjacent UMAP plots of select genes that are differentially expressed through the trajectory.

(D) Clustered heatmap of gene modules co-regulated along the pseudotime during HC initiation, progression, and maturation. Nine modules and their expression intensity in each cluster are shown. Clusters correspond to cell populations as indicated on the horizontal axis.

(E) Maps showing modules expressed in specific clusters, while other modules are shared across multiple states of pseudotime.

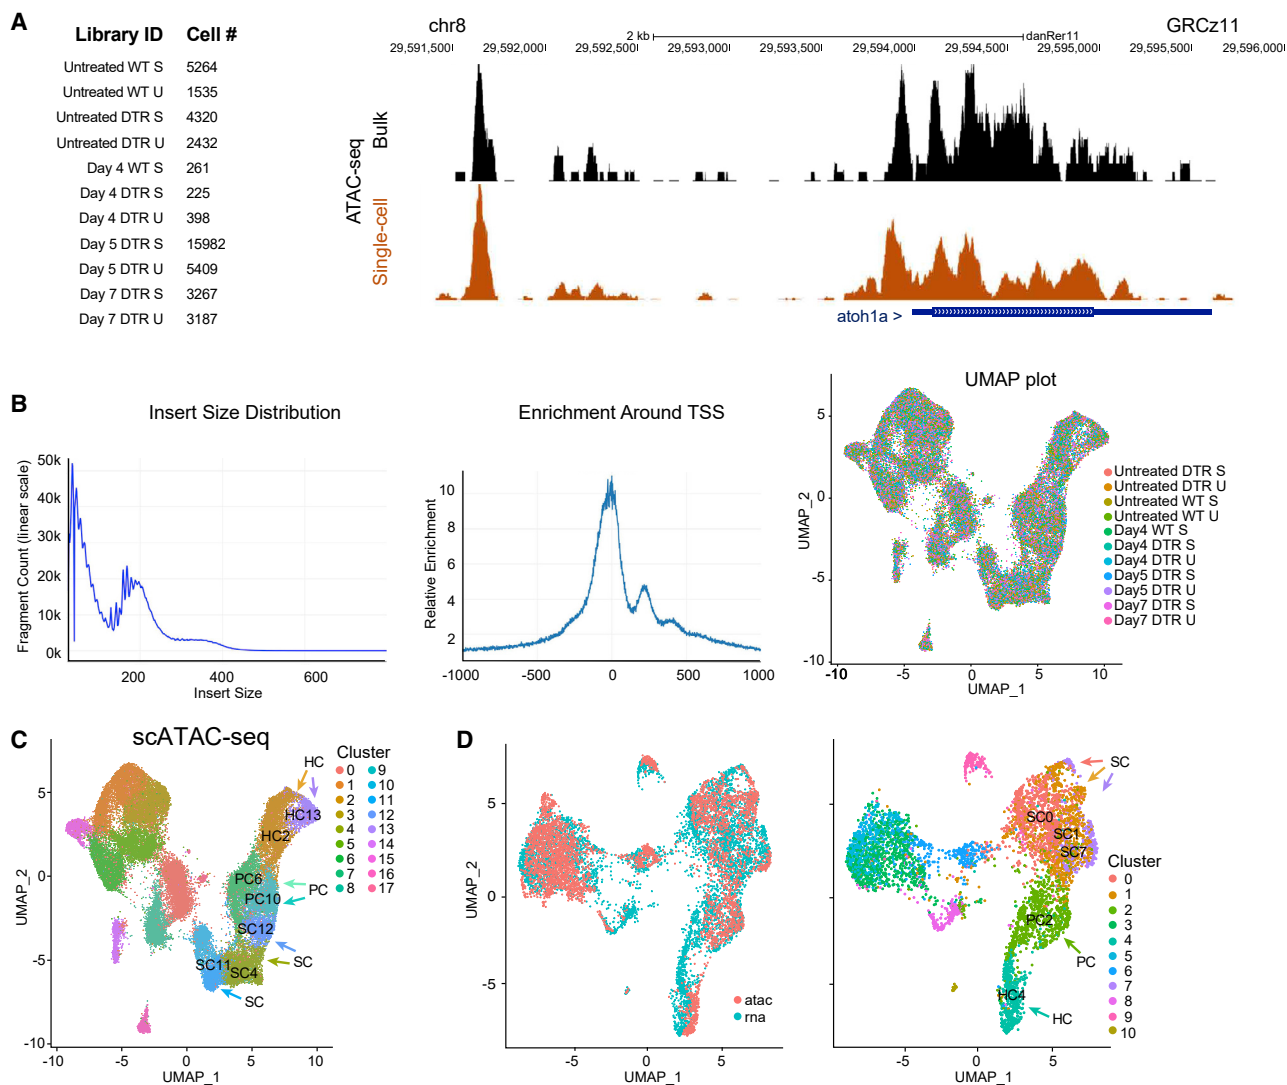

Figure 4. scATAC-seq of auditory and vestibular epithelia during regeneration

(A) Left: identifiers and cell counts for samples collected for scATAC-seq. S, saccule; U, utricle; DTR, heterozygous *Tg(myo6b:hDTR)* transgenic zebrafish; and Day, number of days after DT injection (total = 42,278 cells). Right: genome browser track of the *atoh1a* locus highlighting annotated peaks comparing single-cell data with bulk ATAC-seq.

(B) Left: the library fragment size distribution displayed nucleosome banding patterns. Middle: sequencing reads showed strong enrichment around transcriptional start sites (TSS). Right: high sample agreement is shown between all samples.

(C) Aggregate of all scATAC-seq samples, including untreated samples. Clusters 4, 11, and 12 consist of SC: SC4, SC11, and SC12. Clusters 6 and 10 consist of PCs: PC6 and PC10. Clusters 2 and 13 consist of HCs: HC2 and HC13.

(D) Left: UMAP co-embedding shows scATAC-seq and scRNA-seq cells on the same plot. Right: RNA cluster groups maintain cohesion in ATAC-seq data. SC populations are clusters 0, 1, and 7: SC0, SC1, and SC7. PC cell population is cluster 2: PC2. HC population is cluster 4: HC4.

peaks with CNEs implies functional significance.³⁷ To further validate these data and the likelihood of identified enhancers for functional roles *in vivo* and to also make use of evolutionary sequence conservation as a filter to find putative gene regulatory elements, we intersected identified RREs associated with differential gene expression with CNE data derived from comparisons between zebrafish and several carp species generated by Chen et al.³⁸ (Figure 5D; Table S13). We found significant overlap between conserved non-coding blocks and RRE peaks associated with at least one differentially expressed gene identified in our

scATAC-seq and scRNA-seq data (SC: $p < 2.9 \times 10^{-178}$; PC: $p < 3.5 \times 10^{-134}$; HC: $p < 2.0 \times 10^{-193}$, hypergeometric test) (Figure 5E; Table S14). Together these data identified *cis*-regulatory elements strongly enriched for roles in transcriptional control during HC regeneration.

Deep learning identifies key regulatory motifs and potential co-regulation cassettes

Machine learning can accurately identify enhancer sequences *de novo* from raw sequence data.³⁹ Therefore, we constructed

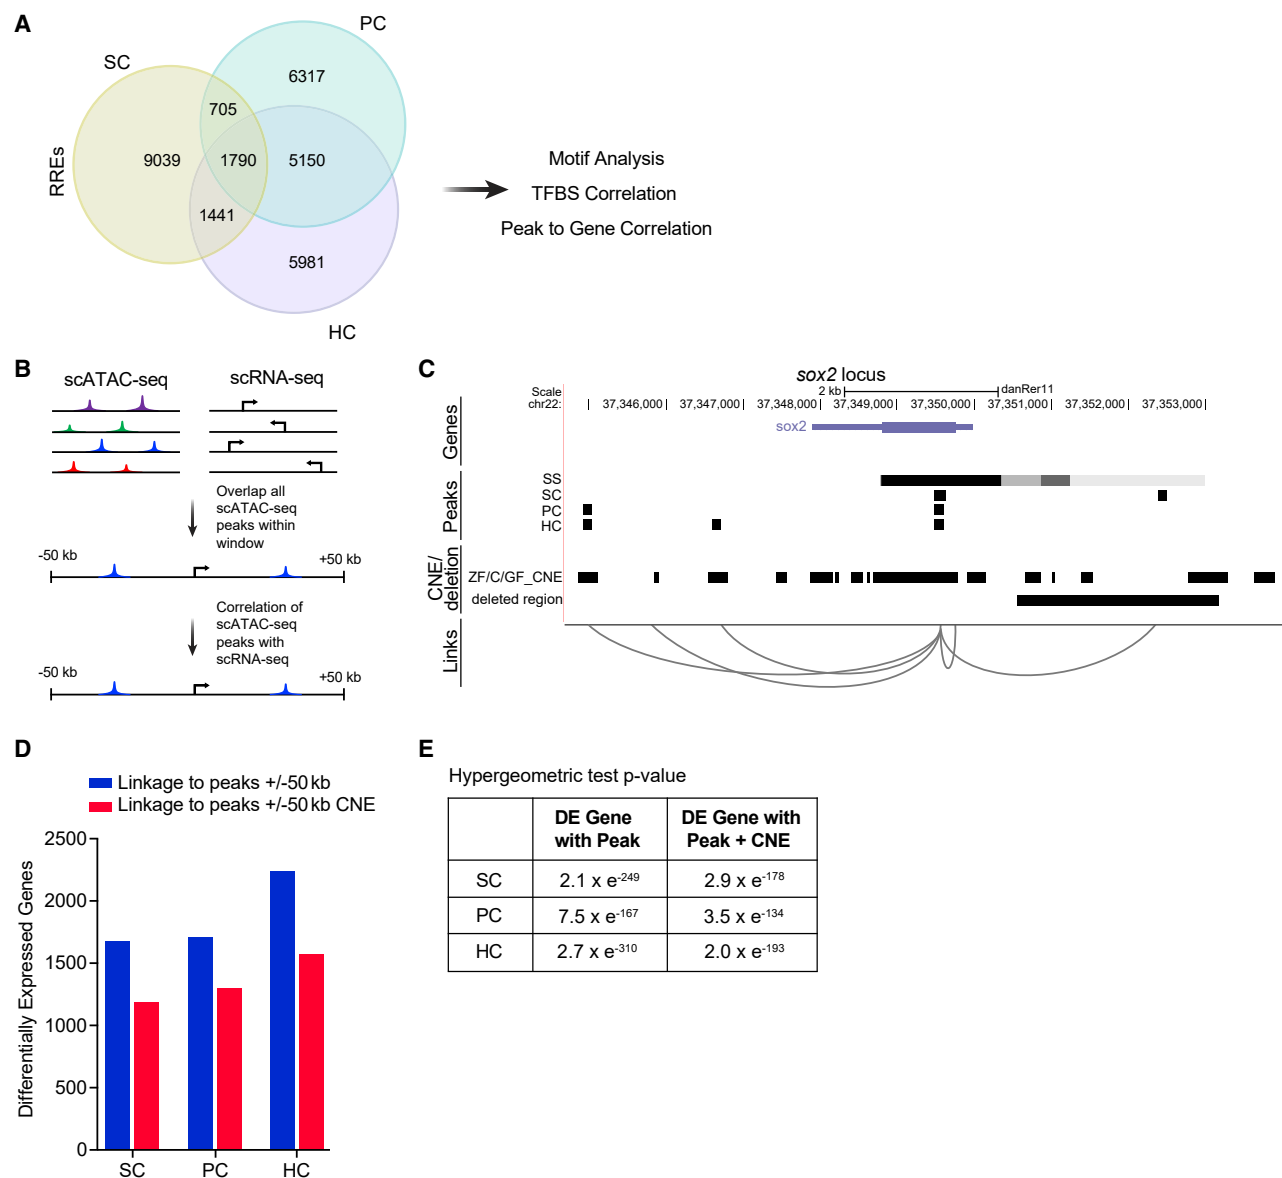

Figure 5. Correlation of scATAC-seq peaks to conserved regions and to differentially expressed genes

(A) Venn diagram of regeneration-responsive elements (RREs) identified in SCs, PCs, and HCs.
 (B) Schematic of the approach used to link scATAC-seq peaks in proximal and distal DNA elements to genes.
 (C) Schematic of predicted links between peaks near the gene, *sox2*. For each cell type, a track is shown, including peaks present in non-regenerating controls (SS, steady state), conserved non-coding elements (CNEs) from genomic four-way phastcons (Z, zebrafish; C, grass and common carp; GF, goldfish), and the deleted region in *sox2*^{hg138} mutants. Genome coordinates of peaks, CNEs, and deleted region are represented by black bars.
 (D) Bar graphs showing the number of RREs that are within 50 kb of differentially expressed genes (blue) and overlap with CNEs (red) in each cell type.
 (E) Intersections of differentially expressed (DE) genes with peaks and peaks with CNEs are statistically significant ($p < 0.001$).

a prediction model to determine if enriched transcription factor binding sites (TFBSs) were found in the RREs. A deep learning (DL) model using a 59,785-parameter, 4-layer DL model trained by integrating features associated with enhancer activity from Danio-CODE,⁴⁰ and these models were then applied to RREs (Table S15). The model showed that Six and Sox motifs were significantly enriched in our datasets in a cell-specific manner (Figure 6A). Furthermore, DL revealed that Sox factors were

more strongly enriched in SCs (Figure 6B) and showed significant co-occurrence with Pdx1, Foxd3, Cebpa, Ebf1, and Rest motifs. In PCs, Sox and Six sites were significantly enriched and both often co-occurred with Creb1 or Fos/Ap1 but not with each other. In HCs, Sox sites showed significant co-occurrence with Six4 as well as with Creb1, and Fos/Ap1 (correlation of TFBSs $p < 0.001$) (Figure 6A). We parsed the RREs into four categories, containing only Sox motifs, containing only Six

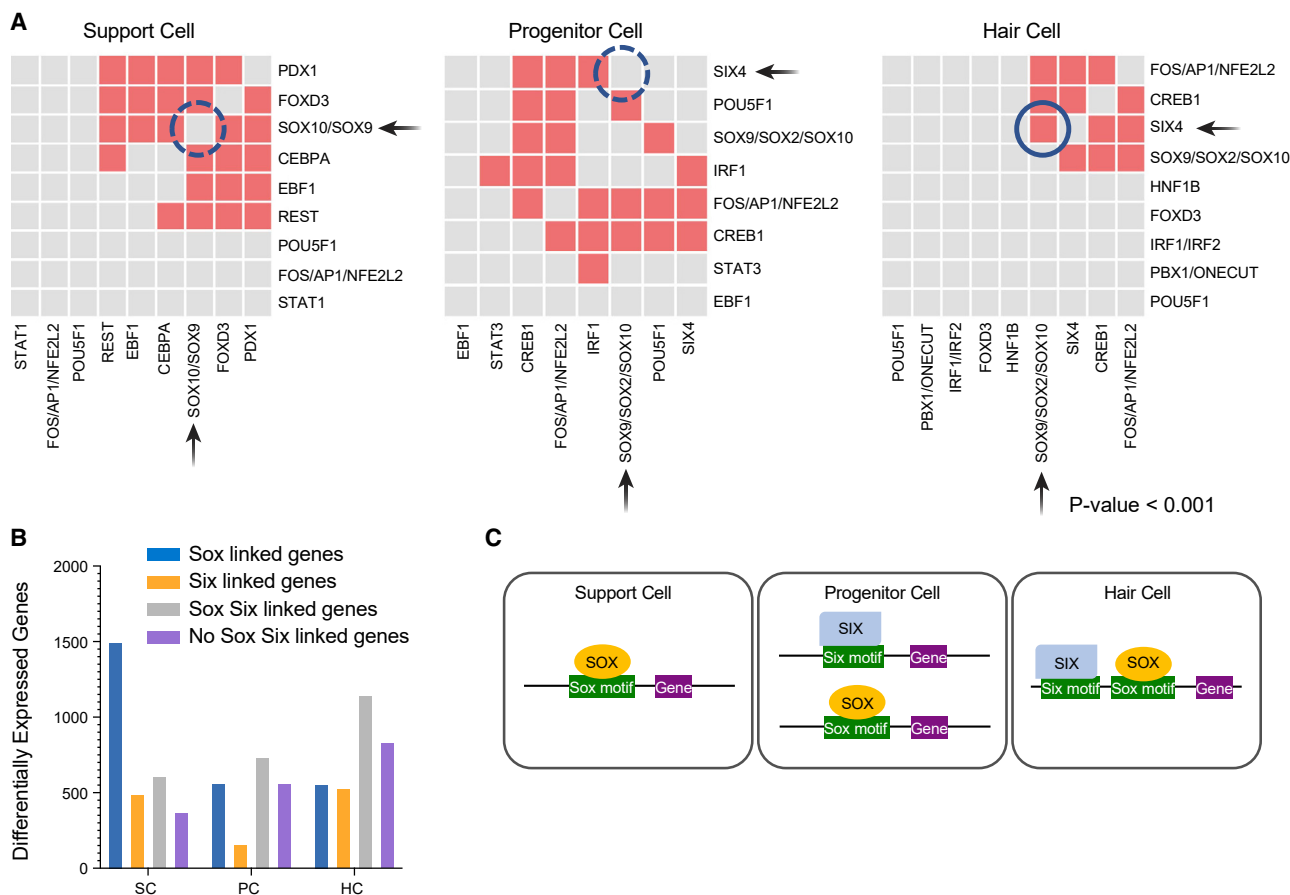

Figure 6. Combinatorial accessibility of Six and Sox TFs are defined by distinct cell identities

(A) Pairwise predicted TF co-association in SCs, PCs, and HCs. x and y axes show significantly enriched predicted TF binding sites. Gray boxes represent lack of co-association between the TFs, whereas the colored boxes represent co-association. Correlation of TFBSs $p < 0.001$.

(B) Sox and/or Six TF motif containing enhancers associated with differentially expressed genes in SCs, PCs, or HCs. Categories of TF containing motifs include Sox containing, Six containing, Sox and Six containing, or neither.

(C) Model of Six and Sox TFs with cooperative roles functioning as either stem cell promoting or HC promoting factors.

motifs, containing both Sox and Six motifs, or containing neither Sox nor Six motifs (Figure 6B; Table S16). We detected a clear pattern in SCs, where 71% of all enhancers linked to differentially expressed genes (1,498 genes) in the SCs had Sox motifs. PCs, despite having more total peaks than SCs, had 944 fewer gene associations total with no clear pattern of preference across the four categories. This pattern may be consistent with a cell type that is in transition. HCs had the most total differentially expressed genes associated with enhancer elements, with the largest category being peaks containing both Sox and Six motifs (37%). The second largest category for HCs had neither Sox nor Six motifs. In SCs, the top GO enrichment terms for Sox-linked genes were: “negative regulation of protein processing,” “negative regulation of protein maturation,” “hemidesmosome assembly,” and “regulation of epidermis development” consistent with epithelial cells that would be undergoing a state transition. Highest GO enrichment for the HC Six/Sox-linked genes were: “peripheral nervous system axonogenesis,” “peripheral nervous system development,” and “peripheral nervous system differentiation” consistent with driving HC fates.

Based on the scRNA-seq data and DE testing, we determined which Sox and Six factors were expressed in each cell type to correlate accessible binding sites to available transcription factors (TFs) (Figure S5A). In agreement with the pseudotime analysis, the Sox genes were dynamically expressed (Figure S6). The Sox genes *sox4a*, *sox4b*, *sox11a*, and *sox21a* all showed DE changes, as did *six1a*, *six1b*, *six4a*, and *six4b* ($p < 0.01$; $FC \geq 0.25$) (Figure S5B). Genes, such as *sox10* and *sox11a*, are SC markers. In SCs, although *sox10* was virtually unaffected, *sox11a* ($p < 1.64 \times 10^{-5}$; $FC = -0.77$) and *sox4b* ($p < 1.04 \times 10^{-20}$; $FC = -1.48$) had reductions in expression during HC regeneration. *sox4b* continued to be reduced in expression in PCs ($p < 2.03 \times 10^{-12}$; $FC = -0.79$) and HCs ($p < 1.04 \times 10^{-20}$; $FC = -1.48$). The changes in *sox2* and *sox21a* were subtle and particularly restricted to the PCs according to pseudotime analysis (Figure S6), suggesting that they are key drivers of the state change, while both *six1* genes, but particularly *six1b* in both regenerating and non-regenerating sets ($p < 2.34 \times 10^{-6}$; $FC = 0.57$), were very strongly expressed in HCs ($p < 0.01$; $FC > 0.25$) (Figure S5B).

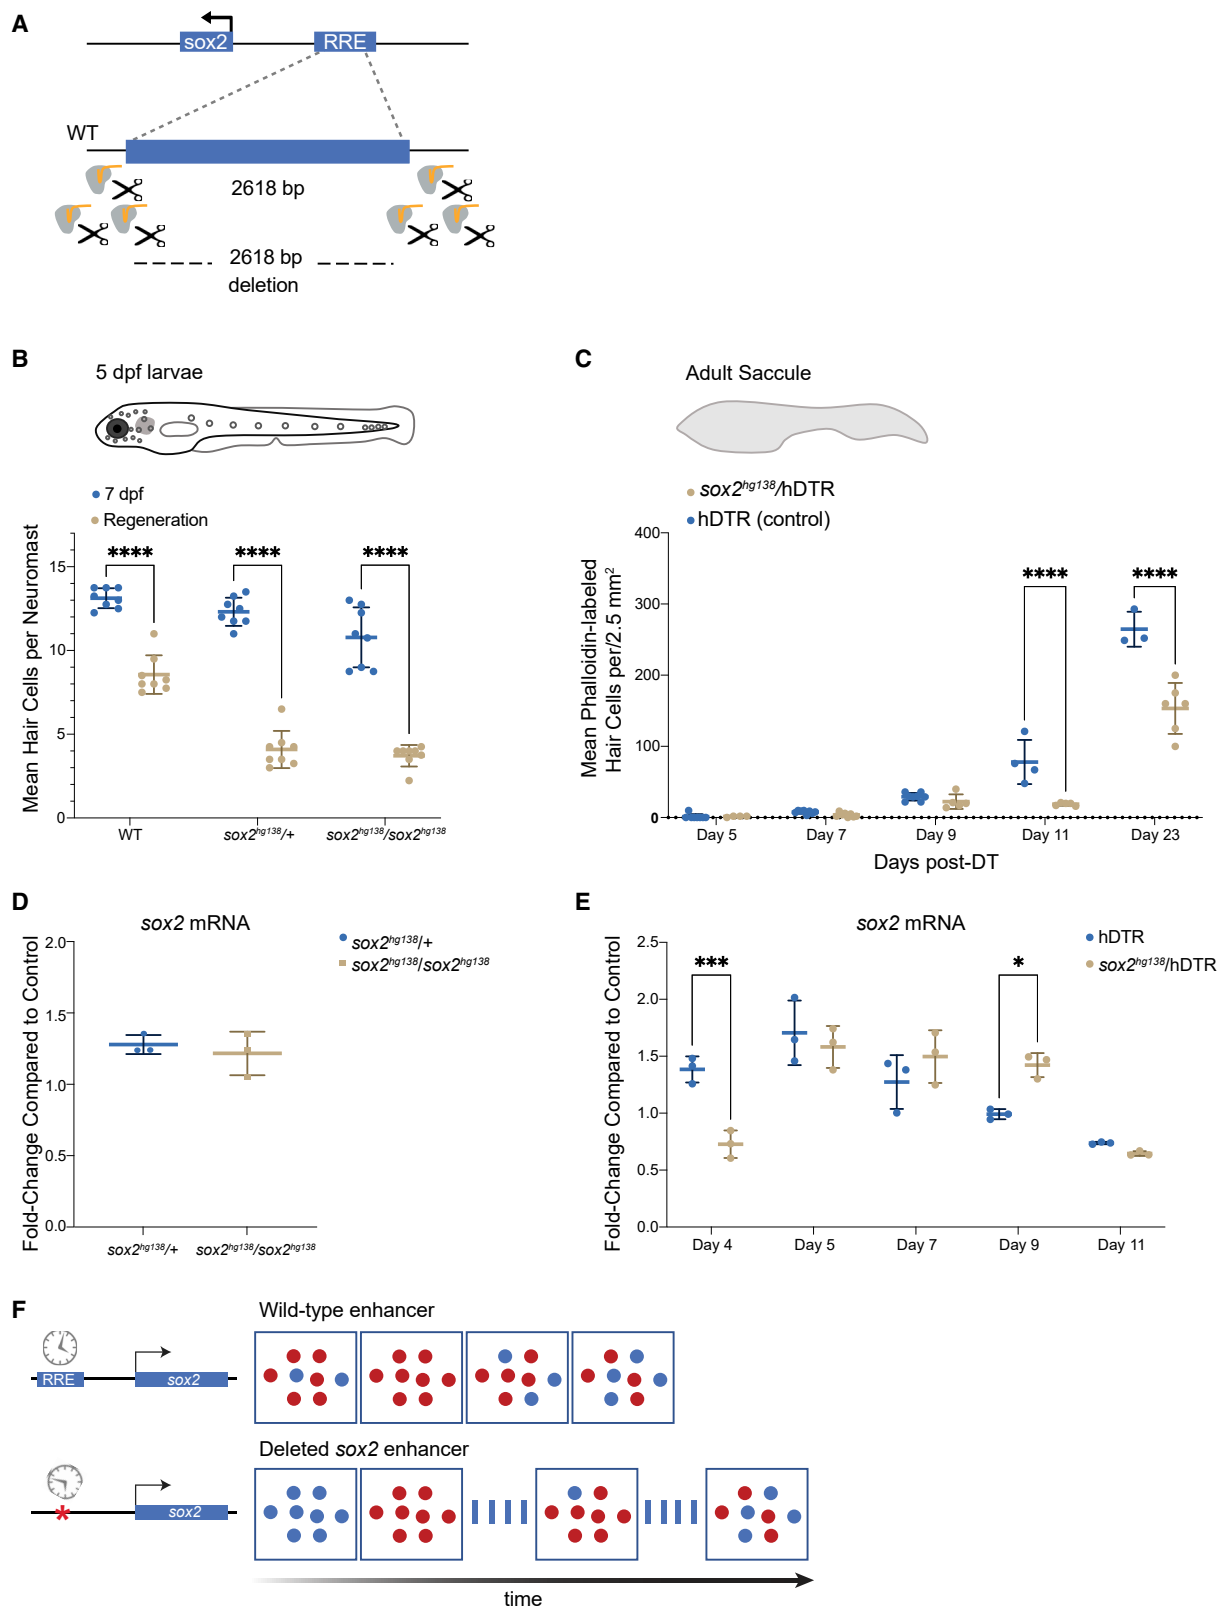

(legend on next page)

Six family members have a demonstrated role in mammalian HC differentiation⁴¹ and a knockout of *Six1* results in defective inner ear development.⁴² In mice, *Sox2* has known roles in sensorineural development and is expressed in HC PCs and SCs until it is downregulated after differentiation.⁴³ The observed pattern of motif enrichment suggests a significant shift from Sox-driven gene expression in SCs to Sox/Six co-regulated expression in HC. The relatively smaller number of differentially expressed genes linked to the emerging peaks in the PCs is consistent with them being a transient state between the SCs and HCs, where the chromatin is opening to allow for gene expression, but actual gene activation has not occurred yet. Once gene expression is initiated, the cells shift to an HC classification.

Deletion of a regulatory element of *sox2* results in a dominant loss of HC regeneration

Our integrated single-cell analysis predicted that *sox2* is differentially regulated in a switch-like pattern such that *sox2* expression increases in PCs and then shuts off in newly differentiating HCs (Figure S6). Based on the known role of *sox2* in stem cell pluripotency in general and its role in inner ear development specifically, we were interested in identifying regulatory elements for *sox2* that were specifically activated during hearing regeneration and if *sox2* was a key driver of regeneration. We found the *sox2* locus acquired cell-specific dynamic changes in accessibility during HC regeneration with ATAC accessibility of specific regions correlating to upregulation in gene expression (Figure 5C). A specific element 1,995 bp upstream the TSS of *sox2* emerged in SCs and PCs only during regeneration (but was absent in the HCs), suggesting that this might represent an enhancer of *sox2* with important roles in regulating regeneration (Figure S7).

A 2,115 bp peak region overlapped with a CNE identified from zebrafish/goldfish/carp alignments³⁸ as well as three shorter “ultraconserved” regions present in all vertebrates⁴⁴ (Figure S7). In addition, the JASPAR database⁴⁵ predicted multiple TFBSs, including sites for *sox2*, *pou4f3*, and *stat3*, all of which are associated with inner ear development and/or regeneration.

To functionally validate if this region regulates *sox2* during regeneration, we utilized CRISPR-Cas9 to introduce deletions of the 2 kb *sox2* upstream enhancer. We injected spCas9 protein with six guides flanking the region into single-cell-stage embryos (Figure 7A). We identified germline transmitted deletions and generated three independent enhancer deletion lines (Figure S9A). The majority of the experiments were performed on one stable line of heterozygous enhancer deletions or homozygous deletions, denoted here as *sox2*^{hg138}. Results were verified in the two other alleles denoted as *sox2*^{hg139} and *sox2*^{hg140} (Figure S9A).

Enhancer deletion mutants had no overt morphological phenotypes in early larvae, and both heterozygous and homozygous deletions survived to adulthood. Homozygous and heterozygous fish were viable as adults and the overall morphologies of inner ears, sensory epithelia, lateral line neuromasts, and even swimming behaviors appeared normal for all three enhancer deletion alleles.

We performed larval lateral line regeneration assays on the enhancer deletion mutants using CuSO₄ ablation.⁴⁶ We first quantified the mean HCs per neuromast in untreated heterozygous and homozygous enhancer deletion mutants 7 days post fertilization and found no differences from wild-type for both *sox2*^{hg139} and *sox2*^{hg140}, either as heterozygous or homozygous deletions, and no difference for *sox2*^{hg138} heterozygous deletions. The *sox2*^{hg138} is the largest deletion (Figure S9) and we did find a statistically significant difference between wild-type and homozygous *sox2*^{hg138} enhancer deletion mutants with the mutants having on average one to two fewer HCs per neuromast (two-way ANOVA, *p* < 0.001) (Figure S9).

We found that both homozygous and heterozygous deletions had no effect on larval HC development (or modest effects in *sox2*^{hg138}/*sox2*^{hg138} homozygous mutants), but all deletions altered HC regeneration with similar severity regardless of whether the deletions were in one copy or two (Figures 7B and S9). Therefore, the enhancer region was a haploinsufficient regulator of neuromast HC regeneration.

Figure 7. The −1,995 bp *sox2* enhancer element is required for HC regeneration

- (A) Generation of enhancer deletion mutants using CRISPR-Cas9 editing.
- (B) Lateral line HC regeneration is strongly inhibited 2 days after CuSO₄ ablation in homozygous (*sox2*^{hg138}/*sox2*^{hg138}) and heterozygous (*sox2*^{hg138}/+) enhancer deletion mutants. The average number of HCs and SD are shown in the graph. A two-way ANOVA comparison and Sidak multiple comparison test of the data obtained on untreated larvae with the data obtained from CuSO₄ treated larvae ****p < 0.0001. Error bars show SD. *n* = 8 larvae in each group.
- (C) Adult HC regeneration is significantly inhibited up to 23 days after HC ablation in heterozygous (*sox2*^{hg138}/hDTR) enhancer deletion mutants. The average number of HCs is shown in the graph. A two-way ANOVA comparison of the data obtained on regenerating control Tg(*myo6b*:hDTR) saccule (hDTR, blue) with the data obtained from regenerating heterozygous enhancer deletion mutant (*sox2*^{hg138}/hDTR, beige) saccule and Sidak multiple comparison test: ****p < 0.0001. Error bars show SD. *n* = 6–8 saccules in each group unless otherwise indicated.
- (D) Quantitative real-time PCR measuring *sox2* mRNA levels in adult homeostatic sensory epithelia (saccule) from heterozygous (*sox2*^{hg138}/+, blue) and homozygous (*sox2*^{hg138}/*sox2*^{hg138}, beige) enhancer deletion mutants. Fold-change compared with homeostatic sensory epithelia (saccule) of wild-type controls of the same age.
- (E) Quantitative real-time PCR measuring *sox2* mRNA levels in regenerating sensory epithelia (saccule) from Tg(*myo6b*:hDTR) controls (hDTR, blue) and sensory epithelia from heterozygous enhancer deletion mutants (*sox2*^{hg138}/hDTR, beige) shows that activation of *sox2* expression is delayed by 24 h (day 4) then remains elevated for an additional 24 h (day 9). The delay in *sox2* expression at day 4 and the persistent expression at day 9 are statistically significant. A two-way ANOVA comparison of the data obtained on regenerating control (hDTR, blue) saccule with the data obtained from regenerating heterozygous enhancer deletion mutant saccule (*sox2*^{hg138}/hDTR, beige) and Sidak multiple comparison test: *p < 0.02, ***p < 0.0004. Error bars show SD and triplicate technical replicates from dissected saccule of six to eight adult fish are shown in the graph.
- (F) The upstream enhancer is involved in regulating the timing of *sox2* expression but not essential for triggering activation. *sox2* gene activation occurring in the supporting cells is depicted by the appearance of red dots. *sox2* levels are delayed in enhancer deletion mutants compared with wild-type, but reaches the appropriate levels 24 h later. The return to baseline expression is also delayed by 24 h.

To examine the role for the *sox2* upstream enhancer deletion in adult zebrafish, we again employed the Tg(*myo6b*:hDTR) transgenic zebrafish²² (Figure 7C). In our experiments, heterozygous *sox2*^{hg138}/Tg(*myo6b*:hDTR) and Tg(*myo6b*:hDTR) zebrafish were administered DT, and sensory epithelia were examined after 7, 9, 11, and 23 days of recovery following injection. In untreated heterozygous *sox2*^{hg138}/Tg(*myo6b*:hDTR), saccular HCs were present in normal numbers (Figure S8). In DT-injected heterozygous *sox2*^{hg138}/Tg(*myo6b*:hDTR) zebrafish, there was a major reduction in HC regeneration after DT treatment on day 11 post DT in comparison with normally regenerating sensory epithelia (two-way ANOVA, $p < 0.0011$). Adult HC regeneration continued to be significantly inhibited 23 days after HC ablation in heterozygous *sox2*^{hg138}/Tg(*myo6b*:hDTR) zebrafish (two-way ANOVA, $p < 0.0001$). Our data reveal that the $-1,995$ bp upstream enhancer of *sox2* is required specifically for HC regeneration but not normal HC development in zebrafish and heterozygous deletions possessing a phenotype as severe as homozygous deletions. We did not notice any regeneration deficits after tailfin amputation in adult heterozygous *sox2*^{hg138}/Tg(*myo6b*:hDTR) fish, suggesting that the regeneration phenotype for this deletion was restricted to HC regeneration, or perhaps to neuronal regeneration in general.

The $-1,955$ bp *sox2* enhancer regulates the timing of *sox2* expression during regeneration

We sought to determine if *sox2* expression levels were altered in heterozygous *sox2* enhancer deletion fish compared with Tg(*myo6b*:hDTR) controls during regeneration. *sox2* mRNA levels were measured in sensory epithelia by quantitative real-time PCR analysis. In non-regenerating sensory epithelia of the heterozygous enhancer deletion mutants (*sox2*^{hg138}/+), *sox2* RNA levels were not significantly altered in comparison with control wild-type sensory epithelia (Figure 7D). In adult Tg(*myo6b*:hDTR) zebrafish without the enhancer deletion undergoing HC regeneration, *sox2* expression was elevated on days 4, 5, and 7 post DT. This was consistent with our single-cell transcriptomics assays on regenerating inner ear tissues collected at all time points (days 4, 5, and 7) (Figure S5). By day 9 post DT, *sox2* expression levels were near control levels and were further reduced on day 11 post DT (Figure 7E).

In heterozygous enhancer deletion mutants, we found that *sox2* expression levels were significantly reduced on day 4 in comparison with normal inner ear sensory epithelia undergoing regeneration (two-way ANOVA, $p < 0.0039$). By day 5–7 post-DT, *sox2* expression levels rose to levels comparable with normally regenerating inner ears. At day 9 post DT, levels of *sox2* remain elevated in enhancer deletion mutants (two-way ANOVA, $p < 0.0021$) in comparison with wild-type, but by day 11 post DT, levels of *sox2* did drop back to levels comparable with wild-type. Our data suggest that the upstream enhancer of *sox2* may be specifically involved in regulating the timing of *sox2* expression but not essential for triggering activation (Figure 7F). It is interesting to note that, despite *sox2* levels apparently only being shifted by 24 h in the mutant compared with the wild-type, the regeneration of HCs appeared to have been affected out to at least 23 days post ablation and potentially permanently.

DISCUSSION

Regeneration of inducible or injury-dependent gene expression may be controlled by specific enhancer regulatory elements.^{7–9,12–15,17,18,21} Tissue regeneration enhancer elements (TREEs) have been identified by approaches, such as H3.3 profiling and epigenetic profiling. While validation of identified regulatory elements revealed that the putative enhancers can direct expression of minimal promoters or reporters, deletion of multiple putative enhancers from the genome previously resulted in no detectable effects on regeneration.^{7,13}

Origin of HCs during zebrafish inner ear HC regeneration

Our regeneration assay causes selective HC ablation, leaving the population of Sox2-positive supporting cells undamaged (Figure S1). Similar to what is observed in the regenerating chick cochlea following acoustic trauma⁴⁷ and consistent with clonal analysis of HC origins in the chicken hearing organ the basilar papilla and lateral line organs in zebrafish,^{48,49} our single-cell trajectory analysis predicts that supporting cells contribute new HCs in the zebrafish inner ear by reverting to a less-differentiated state we have labeled as PCs (Figure 3B). The PCs are transcriptionally distinct from SCs and HCs and represent a special transition state cell type that may reenter mitosis when HCs are depleted and become a new HC. In addition, we find that regenerating sensory epithelia exhibit a decline in SCs and an increase in PC and HC number (Figure 2B). From this analysis it is unclear if the PCs emerge from the SCs and can return to SC identity or if there are resident PCs that rapidly expand after an injury and either become HCs or SCs. Even in uninjured inner ears, we detected PCs. We can envision two reasons why this may be (1) it has been shown in adult zebrafish that HCs continually grow throughout the lifespan,⁵⁰ the PCs could be always present because they are in the process of transitioning from SCs to HCs during that growth, or (2) the PCs in fish represent a cache of multipotent stem cells that contribute to the constant growth and can also replenish SCs and/or HCs after injury or death. Understanding how SCs give rise to new HCs in the adult inner ear of zebrafish may contribute to a better understanding of overcoming the regeneration block in the mammalian inner ear.

There is some evidence for the presence of inner ear cell types with the capacity for self-renewal and HC-like formation in the mammalian vestibular organ of mice.⁵¹ However, the adult cochlea completely lacks the capacity to regenerate due to the loss of a stem cell population as the mammal ages.⁵² The continued effort to reprogram differentiated mammalian inner ear cells may require comparing how SCs propagate new HCs in response to damage or how to drive SC identity back to the progenitor state seen in regenerating model systems. Identifying enhancers that are key regulators of regeneration are an essential step in identifying these differences in regenerative capacity.

Six and Sox TFs appear to act in a combinatorial fashion to drive cellular identity

The Sox and Six genes are known to be among highly expressed TFs important for HC development and differentiation.⁵³ Our analysis revealed that HC regeneration appears to be orchestrated by specific combinations of Six and Sox. These TFs may

have cooperative roles in mediating activity of individual regulatory elements and may function as either stem cell-promoting or HC-promoting factors (Figure 6C) depending on context. In mice, prosensory cells (Sox2-EGFP+) from the embryonic cochlear duct are enriched for motifs corresponding to Six, Sox, Gata, Ebf, and Tead families, as well as motifs for Grhl2, Lef1, Irf4, and Rest.⁵⁴ We identified 30,423 open chromatin regions enriched for many of the same TFs. Motif enrichment and co-occupancy in our data provides evidence for shifting roles of Six and Sox at different stages of HC regeneration and implicates several other TF families during regeneration.

There are multiple Sox and Six factors expressed during regeneration suggesting some possible redundancy of function. In the case of Sox2 function, it was notable that simply delaying expression by 24 h is sufficient to severely inhibit regeneration, suggesting that, if there is some redundancy with other Sox TFs, it is not nearly sufficient to compensate for the missing Sox2 function. It also suggests merely ectopically activating genes in the inner ears of mammals may be insufficient to induce a proper regeneration response.

Enhancer regulatory elements with roles in regeneration

Regeneration-competent animals are likely to possess conserved genomic regions necessary to activate injury and regeneration responses²¹; we found there was a large degree of overlap between conserved non-coding sequences between zebrafish and carp with RRE peaks associated with differentially expressed genes. We identified thousands of RREs that have been conserved for more than 60 million years of divergent evolution.

Previously generated enhancer deletions in zebrafish and *Drosophila* have had no detectable effects on regeneration-responsive gene expression nor resulted in a regeneration defect.^{7,17} In this study, we characterized regions that emerge in response to HC regeneration and identified an upstream enhancer of *sox2*. A surprising finding is that deletion of this region in either single or double knockouts resulted in the same level of abnormal regeneration and misregulated expression of *sox2*. This deletion demonstrated that the upstream enhancer was genetically required for normal HC regeneration and controlled the timing of *sox2* expression. These observations were true for both the inner ear sensory epithelium and the lateral line. Our results demonstrate that not only are changes in *sox2* expression an essential component of hearing regeneration, initiation of *sox2* expression alone was insufficient for regeneration and that the timing of initiation and the duration of expression for the *sox2* TF were also critical factors for successful hearing regeneration. Addressing if inner ear regeneration enhancer elements are different among species with different regenerative capacities and that the capacity to regenerate a given tissue might be impacted by these sequence differences will provide insight on how to proceed in “reactivating” the regeneration response in mammals.

Limitations of the study

A potential limitation of the study is that the scATAC-seq and scRNA-seq datasets originated from two different experi-

ments, so correlations between cell clusters must be implied by linking promoter sequences from the scATAC-seq data to changes in gene expression in the scRNA-seq data. Also the current data cannot distinguish between two models of regeneration: (1) SCs differentiating into PCs then HCs, or (2) resident PCs being able to differentiate into either HCs or SCs.

STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- **KEY RESOURCES TABLE**
- **RESOURCE AVAILABILITY**
  - Materials availability
  - Data and code availability
- **EXPERIMENTAL MODEL AND SUBJECT DETAILS**
- **METHOD DETAILS**
  - Adult zebrafish diphtheria toxin administration
  - Fine dissection of adult inner ear for single cell suspensions
  - Single-cell suspensions on adult sensory epithelia
  - 10x genomics scRNA-seq library construction
  - 10x genomics scATAC-seq library construction
  - CRISPR/Cas9 enhancer deletion
  - RNA isolation from adult inner ear tissues
  - Quantitative real-time PCR analysis on adult inner ear tissues
  - Lateral line hair cell and neuromast quantification
  - Histological methods for imaging
  - Adult inner ear hair cell labelling
  - Cellular imaging and analysis of inner ear hair cells
- **QUANTIFICATION AND STATISTICAL ANALYSIS**
  - scRNA-seq data processing
  - scRNA-seq analysis with Seurat
  - Cell numbers in cell populations of homeostatic and regenerating sensory epithelia
  - Pairwise comparisons and DE testing using Seurat
  - Pseudotime analysis using Monocle 3
  - Finding modules of co-regulated genes using Monocle 3
  - scATAC-seq data processing
  - scATAC-seq analysis with Signac and Seurat
  - scRNA-seq and scATAC-seq integration
  - Identification of RREs
  - GREAT analysis and gene ontology annotations
  - Motif analysis using HOMER
  - Peak-to-gene annotation
  - Hypergeometric test
  - Identification of co-occurrence of *de novo* motifs using deep learning (DL)

SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.xgen.2022.100170>.

ACKNOWLEDGMENTS

This research was supported by the Intramural Research Program of the National Human Genome Research Institute (ZIAHG200386-06). We thank Dr. Tannia Clark and Charles River for zebrafish care; Suiyuan Zhang and the Bioinformatics and Scientific Programming Core; Stephen Wincovitch and the NHGRI Cytogenetic and Microscopy Core Facility; Martha Kirby, Stacie Anderson, and NHGRI Flow Cytometry Core Facility; Di Huang for her valuable suggestions on computer programming and the computational resources of the NIH HPC Biowulf cluster (<http://hpc.nih.gov>); Julia Fekecs, Darryl Leja, and the Office of Communications at NHGRI; and the members of the Burgess laboratory for helpful discussion. All animal experiments were approved by the National Human Genome Research Institute's Animal Care and Use Committee (protocol #G-01-3).

AUTHOR CONTRIBUTIONS

Conceptualization, E.J. and S.M.B.; methodology, E.J. and S.M.B.; investigation, E.J., C.C.S., W.S., W.W., A.G.E., Z.C., D.G., I.O., and S.C.F.; visualization, E.J.; funding acquisition, S.M.B. and I.O.; writing – original draft, E.J. and S.M.B.; writing – review & editing, E.J., C.C.S., W.S., Z.C., S.C.F., D.G., W.W., A.G.E., I.O., and S.M.B.

DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: February 14, 2022

Revised: May 12, 2022

Accepted: July 29, 2022

Published: August 22, 2022

REFERENCES

- Sánchez Alvarado, A. (2003). Regeneration in the Metazoa. In *Keywords and Concepts in Evolutionary Developmental Biology*, B.K. Hall and W.M. Olson, eds. (Harvard University Press), pp. 318–325.
- Popper, A.N. (2011). Auditory system morphology. In *Encyclopedia of Fish Physiology*, A.D. Farrell, ed. (Academic Press), pp. 252–261.
- Popper, A.N., and Hawkins, A.D. (2021). Hearing. In *The Physiology of Fishes*, 5th Edn, S. Currie and D.H. Evans, eds. (CRC Press), pp. 143–157. <https://doi.org/10.1201/9781003036401>.
- Schulz-Mirbach, T., and Ladich, F. (2016). Diversity of inner ears in fishes: possible contribution towards hearing improvements and evolutionary considerations. *Adv. Exp. Med. Biol.* 877, 341–391. https://doi.org/10.1007/978-3-319-21059-9_16.
- Groves, A.K., Zhang, K.D., and Fekete, D.M. (2013). The genetics of hair cell development and regeneration. *Annu. Rev. Neurosci.* 36, 361–381. <https://doi.org/10.1146/annurev-neuro-062012-170309>.
- Pei, W., Xu, L., Huang, S.C., Pettie, K., Idol, J., Rissone, A., Jimenez, E., Sinclair, J.W., Slevin, C., Varshney, G.K., et al. (2018). Guided genetic screen to identify genes essential in the regeneration of hair cells and other tissues. *NPJ Regen. Med.* 3, 11. <https://doi.org/10.1038/s41536-018-0050-7>.
- Kang, J., Hu, J., Karra, R., Dickson, A.L., Tornini, V.A., Nachtrab, G., Gemberling, M., Goldman, J.A., Black, B.L., and Poss, K.D. (2016). Modulation of tissue repair by regeneration enhancer elements. *Nature* 532, 201–206. <https://doi.org/10.1038/nature17644>.
- Suzuki, N., and Ochi, H. (2020). Regeneration enhancers: a clue to reactivation of developmental genes. *Dev. Growth Differ.* 62, 343–354. <https://doi.org/10.1111/dgd.12654>.
- Rodriguez, A.M., and Kang, J. (2020). Regeneration enhancers: starting a journey to unravel regulatory events in tissue regeneration. *Semin. Cell Dev. Biol.* 97, 47–54. <https://doi.org/10.1016/j.semcdb.2019.04.003>.
- Yang, Y., Dai, Z., and Dai, X. (2019). Insights into active intragenic enhancers. *Biochem. Biophys. Res. Commun.* 515, 423–428. <https://doi.org/10.1016/j.bbrc.2019.05.160>.
- Ryan, G.E., and Farley, E.K. (2020). Functional genomic approaches to elucidate the role of enhancers during development. *Wiley Interdiscip. Rev. Syst. Biol. Med.* 12, e1467. <https://doi.org/10.1002/wsbm.1467>.
- Begeman, I.J., Shin, K., Osorio-Mendez, D., Kurth, A., Lee, N., Chamberlain, T.J., Pelegri, F.J., and Kang, J. (2020). Decoding an organ regeneration switch by dissecting cardiac regeneration enhancers. *Development* 147, dev194019. <https://doi.org/10.1242/dev.194019>.
- Goldman, J.A., Kuzu, G., Lee, N., Karasik, J., Gemberling, M., Foglia, M.J., Karra, R., Dickson, A.L., Sun, F., Tolstourov, M.Y., and Poss, K.D. (2017). Resolving heart regeneration by replacement histone profiling. *Dev. Cell* 40, 392–404.e5. <https://doi.org/10.1016/j.devcel.2017.01.013>.
- Harris, R.E., Setiawan, L., Saul, J., and Hariharan, I.K. (2016). Localized epigenetic silencing of a damage-activated WNT enhancer limits regeneration in mature Drosophila imaginal discs. *Elife* 5, e11588. <https://doi.org/10.7554/eLife.11588>.
- Soukup, A.A., Zheng, Y., Mehta, C., Wu, J., Liu, P., Cao, M., Hofmann, I., Zhou, Y., Zhang, J., Johnson, K.D., et al. (2019). Single-nucleotide human disease mutation inactivates a blood-regenerative GATA2 enhancer. *J. Clin. Invest.* 129, 1180–1192. <https://doi.org/10.1172/JCI122694>.
- Suzuki, N., Hirano, K., Ogino, H., and Ochi, H. (2019). Atr3a regulates nephric tubule regeneration via evolutionarily conserved regeneration signal-response enhancers. *Elife* 8, e43186. <https://doi.org/10.7554/eLife.43186>.
- Thompson, J.D., Ou, J., Lee, N., Shin, K., Cigliola, V., Song, L., Crawford, G.E., Kang, J., and Poss, K.D. (2020). Identification and requirements of enhancers that direct gene expression during zebrafish fin regeneration. *Development* 147, dev191262. <https://doi.org/10.1242/dev.191262>.
- Vizcaya-Molina, E., Klein, C.C., Serras, F., Mishra, R.K., Guigó, R., and Comornas, M. (2018). Damage-responsive elements in Drosophila regeneration. *Genome Res.* 28, 1852–1866. <https://doi.org/10.1101/gr.233098.117>.
- Wang, J., Rao, S., Chu, J., Shen, X., Levasseur, D.N., Theunissen, T.W., and Orkin, S.H. (2006). A protein interaction network for pluripotency of embryonic stem cells. *Nature* 444, 364–368. <https://doi.org/10.1038/nature05284>.
- Lee, H.J., Hou, Y., Chen, Y., Dailey, Z.Z., Riddihough, A., Jang, H.S., Wang, T., and Johnson, S.L. (2020). Regenerating zebrafish fin epigenome is characterized by stable lineage-specific DNA methylation and dynamic chromatin accessibility. *Genome Biol.* 21, 52. <https://doi.org/10.1186/s13059-020-1948-0>.
- Wang, W., Hu, C.K., Zeng, A., Alegre, D., Hu, D., Gotting, K., Ortega Granillo, A., Wang, Y., Robb, S., Schnittker, R., et al. (2020). Changes in regeneration-responsive enhancers shape regenerative capacities in vertebrates. *Science* 369, eaaz3090. <https://doi.org/10.1126/science.aaz3090>.
- Jimenez, E., Slevin, C.C., Colón-Cruz, L., and Burgess, S.M. (2021). Vestibular and auditory hair cell regeneration following targeted ablation of hair cells with diphtheria toxin in zebrafish. *Front. Cell. Neurosci.* 15, 721950. <https://doi.org/10.3389/fncel.2021.721950>.
- Becht, E., McInnes, L., Healy, J., Dutertre, C.A., Kwok, I.W.H., Ng, L.G., Ginhoux, F., and Newell, E.W. (2018). Dimensionality reduction for visualizing single-cell data using UMAP. *Nat. Biotechnol.* 37, 38–44. <https://doi.org/10.1038/nbt.4314>.
- Stuart, T., Butler, A., Hoffman, P., Hafemeister, C., Papalexi, E., Mauck, W.M., 3rd, Hao, Y., Stoeckius, M., Smibert, P., and Satija, R. (2019). Comprehensive integration of single-cell data. *Cell* 177, 1888–1902.e21. <https://doi.org/10.1016/j.cell.2019.05.031>.
- Barta, C.L., Liu, H., Chen, L., Giffen, K.P., Li, Y., Kramer, K.L., Beisel, K.W., and He, D.Z. (2018). RNA-seq transcriptomic analysis of adult zebrafish inner ear hair cells. *Sci. Data* 5, 180005. <https://doi.org/10.1038/sdata.2018.5>.

26. Baek, S., Tran, N.T.T., Diaz, D.C., Tsai, Y.-Y., Acedo, J.N., Lush, M.E., and Piotrowski, T. (2021). High-resolution single cell transcriptome analysis of zebrafish sensory hair cell regeneration. Preprint at bioRxiv. <https://doi.org/10.1101/2021.07.15.452338>.
27. Lush, M.E., Diaz, D.C., Koenecke, N., Baek, S., Boldt, H., St Peter, M.K., Gaitan-Escudero, T., Romero-Carvajal, A., Busch-Nentwich, E.M., Perera, A.G., et al. (2019). scRNA-Seq reveals distinct stem cell populations that drive hair cell regeneration after loss of Fgf and Notch signaling. *Elife* 8, e44431. <https://doi.org/10.7554/eLife.44431>.
28. Butler, A., Hoffman, P., Smibert, P., Papalexi, E., and Satija, R. (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat. Biotechnol.* 36, 411–420. <https://doi.org/10.1038/nbt.4096>.
29. Bever, M.M., and Fekete, D.M. (2002). Atlas of the developing inner ear in zebrafish. *Dev. Dyn.* 223, 536–543. <https://doi.org/10.1002/dvdy.10062>.
30. Yao, Q., Wang, L., Mittal, R., Yan, D., Richmond, M.T., Denyer, S., Requena, T., Liu, K., Varshney, G.K., Lu, Z., and Liu, X.Z. (2020). Transcriptomic analyses of inner ear sensory epithelia in zebrafish. *Anat. Rec.* 303, 527–543. <https://doi.org/10.1002/ar.24331>.
31. Postlethwait, J.H., Navajas Acedo, J., and Piotrowski, T. (2019). Evolutionary origin and nomenclature of vertebrate wnt11-family genes. *Zebrafish* 16, 469–476. <https://doi.org/10.1089/zeb.2019.1760>.
32. Trapnell, C., Cacchiarelli, D., Grimsby, J., Pokharel, P., Li, S., Morse, M., Lennon, N.J., Livak, K.J., Mikkelsen, T.S., and Rinn, J.L. (2014). The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. *Nat. Biotechnol.* 32, 381–386. <https://doi.org/10.1038/nbt.2859>.
33. Soto, X., Biga, V., Kursawe, J., Lea, R., Doostdar, P., Thomas, R., and Palopulu, N. (2020). Dynamic properties of noise and Her6 levels are optimized by miR-9, allowing the decoding of the Her6 oscillator. *EMBO J.* 39, e103558. <https://doi.org/10.15252/embj.2019103558>.
34. Pott, S., and Lieb, J.D. (2015). Single-cell ATAC-seq: strength in numbers. *Genome Biol.* 16, 172.
35. Hiller, M., Agarwal, S., Notwell, J.H., Parikh, R., Guturu, H., Wenger, A.M., and Bejerano, G. (2013). Computational methods to detect conserved non-genic elements in phylogenetically isolated genomes: application to zebrafish. *Nucleic Acids Res.* 41, e151. <https://doi.org/10.1093/nar/gkt557>.
36. Fury, W., Batliwalla, F., Gregersen, P.K., and Li, W. (2006). Overlapping probabilities of top ranking gene lists, hypergeometric distribution, and stringency of gene selection criterion. *Conf. Proc. IEEE Eng. Med. Biol. Soc.*, 5531–5534. <https://doi.org/10.1109/IEMBS.2006.260828>.
37. Wittkopp, P.J., and Kalay, G. (2011). Cis-regulatory elements: molecular mechanisms and evolutionary processes underlying divergence. *Nat. Rev. Genet.* 13, 59–69. <https://doi.org/10.1038/nrg3095>.
38. Chen, Z., Omori, Y., Koren, S., Shirokiya, T., Kuroda, T., Miyamoto, A., Wada, H., Fujiyama, A., Toyoda, A., Zhang, S., et al. (2019). De novo assembly of the goldfish (*Carassius auratus*) genome and the evolution of genes after whole-genome duplication. *Sci. Adv.* 5, eaav0547. <https://doi.org/10.1126/sciadv.aav0547>.
39. Ahmad, S.M., Busser, B.W., Huang, D., Cozart, E.J., Michaud, S., Zhu, X., Jeffries, N., Aboukhalil, A., Bulyk, M.L., Ovcharenko, I., and Michelson, A.M. (2014). Machine learning classification of cell-specific cardiac enhancers uncovers developmental subnetworks regulating progenitor cell division and cell fate specification. *Development* 141, 878–888. <https://doi.org/10.1242/dev.101709>.
40. Baranasic, D., Hörtenhuber, M., Balwier, P.J., Zehnder, T., Mukarram, A.K., Nepal, C., Várnai, C., Hadzhiev, Y., Jimenez-Gonzalez, A., Li, N., et al. (2022). Multiomic atlas with functional stratification and developmental dynamics of zebrafish cis-regulatory elements. *Nat. Genet.* 54, 1037–1050. <https://doi.org/10.1038/s41588-022-01089-w>.
41. Zhang, T., Xu, J., Maire, P., and Xu, P.X. (2017). Six1 is essential for differentiation and patterning of the mammalian auditory sensory epithelium. *PLoS Genet.* 13, e1006967. <https://doi.org/10.1371/journal.pgen.1006967>.
42. Zheng, W., Huang, L., Wei, Z.B., Silvius, D., Tang, B., and Xu, P.X. (2003). The role of Six1 in mammalian auditory system development. *Development* 130, 3989–4000. <https://doi.org/10.1242/dev.00628>.
43. Kempfle, J.S., Turban, J.L., and Edge, A.S.B. (2016). Sox2 in the differentiation of cochlear progenitor cells. *Sci. Rep.* 6, 23293. <https://doi.org/10.1038/srep23293>.
44. Siepel, A., Bejerano, G., Pedersen, J.S., Hinrichs, A.S., Hou, M., Rosenbloom, K., Clawson, H., Spieth, J., Hillier, L.W., Richards, S., et al. (2005). Evolutionarily conserved elements in vertebrate, insect, worm, and yeast genomes. *Genome Res.* 15, 1034–1050. <https://doi.org/10.1101/gr.3715005>.
45. Khan, A., Fomes, O., Stigliani, A., Gheorghe, M., Castro-Mondragon, J.A., van der Lee, R., Bessy, A., Chèneby, J., Kulkarni, S.R., Tan, G., et al. (2018). Jasp18: update of the open-access database of transcription factor binding profiles and its web framework. *Nucleic Acids Res.* 46, D1284. <https://doi.org/10.1093/nar/gkx1188>.
46. Hernández, P.P., Moreno, V., Olivari, F.A., and Allende, M.L. (2006). Sublethal concentrations of waterborne copper are toxic to lateral line neuro-masts in zebrafish (*Danio rerio*). *Hear. Res.* 213, 1–10. <https://doi.org/10.1016/j.heares.2005.10.015>.
47. Girod, D.A., Duckert, L.G., and Rubel, E.W. (1989). Possible precursors of regenerated hair cells in the avian cochlea following acoustic trauma. *Hear. Res.* 42, 175–194. [https://doi.org/10.1016/0378-5955\(89\)90143-3](https://doi.org/10.1016/0378-5955(89)90143-3).
48. Fekete, D.M., Muthukumar, S., and Karagogeos, D. (1998). Hair cells and supporting cells share a common progenitor in the avian inner ear. *J. Neurosci.* 18, 7811–7821.
49. Ma, E.Y., Rubel, E.W., and Raible, D.W. (2008). Notch signaling regulates the extent of hair cell regeneration in the zebrafish lateral line. *J. Neurosci.* 28, 2261–2273. <https://doi.org/10.1523/JNEUROSCI.4372-07.2008>.
50. Higgs, D.M., Souza, M.J., Wilkins, H.R., Presson, J.C., and Popper, A.N. (2002). Age- and size-related changes in the inner ear and hearing ability of the adult zebrafish (*Danio rerio*). *J. Assoc. Res. Otolaryngol.* 3, 174–184. <https://doi.org/10.1007/s101620020035>.
51. Li, H., Liu, H., and Heller, S. (2003). Pluripotent stem cells from the adult mouse inner ear. *Nat. Med.* 9, 1293–1299. <https://doi.org/10.1038/nm925>.
52. Oshima, K., Grimm, C.M., Corrales, C.E., Senn, P., Martinez Monedero, R., Géléoc, G.S.G., Edge, A., Holt, J.R., and Heller, S. (2007). Differential distribution of stem cells in the auditory and vestibular organs of the inner ear. *J. Assoc. Res. Otolaryngol.* 8, 18–31. <https://doi.org/10.1007/s10162-006-0058-3>.
53. Iyer, A.A., and Groves, A.K. (2021). Transcription factor reprogramming in the inner ear: turning on cell fate switches to regenerate sensory hair cells. *Front. Cell. Neurosci.* 15, 660748. <https://doi.org/10.3389/fncel.2021.660748>.
54. Wilkerson, B.A., Chitsazan, A.D., VandenBosch, L.S., Wilken, M.S., Reh, T.A., and Bermingham-McDonogh, O. (2019). Open chromatin dynamics in prosensory cells of the embryonic mouse cochlea. *Sci. Rep.* 9, 9060. <https://doi.org/10.1038/s41598-019-45515-2>.
55. Frederickson, S.C., Steinmiller, M.D., Blaylock, T.R., Wisnieski, M.E., Malley, J.D., Pandolfo, L.M., and Castranova, D. (2021). Comparison of juvenile feed protocols on growth and spawning in zebrafish. *J. Am. Assoc. Lab. Anim. Sci.* 60, 298–305. <https://doi.org/10.30802/AALAS-JAALAS-20-000105>.
56. Cao, J., Spielmann, M., Qiu, X., Huang, X., Ibrahim, D.M., Hill, A.J., Zhang, F., Mundlos, S., Christiansen, L., Steemers, F.J., et al. (2019). The single-cell transcriptional landscape of mammalian organogenesis. *Nature* 566, 496–502. <https://doi.org/10.1038/s41586-019-0969-x>.
57. Bresciani, E., Broadbridge, E., and Liu, P.P. (2018). An efficient dissociation protocol for generation of single cell suspension from zebrafish embryos and larvae. *MethodsX* 5, 1287–1290. <https://doi.org/10.1016/j.mex.2018.10.009>.

58. Varshney, G.K., Carrington, B., Pei, W., Bishop, K., Chen, Z., Fan, C., Xu, L., Jones, M., LaFave, M.C., Ledin, J., et al. (2016). A high-throughput functional genomics workflow based on CRISPR/Cas9-mediated targeted mutagenesis in zebrafish. *Nat. Protoc.* 11, 2357–2375. <https://doi.org/10.1038/nprot.2016.141>.
59. Goudarzi, M., Berg, K., Pieper, L.M., and Schier, A.F. (2019). Individual long non-coding RNAs have no overt functions in zebrafish embryogenesis, viability and fertility. *Elife* 8, e40815. <https://doi.org/10.7554/eLife.40815>.
60. Brownstein, M.J., Carpten, J.D., and Smith, J.R. (1996). Modulation of non-templated nucleotide addition by Taq DNA polymerase: primer modifications that facilitate genotyping. *Biotechniques* 20, 1008–1010. <https://doi.org/10.2144/96206st01>.
61. Livak, K.J., and Schmittgen, T.D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. *Methods* 25, 402–408. <https://doi.org/10.1006/meth.2001.1262>.
62. Pei, W., Xu, L., Varshney, G.K., Carrington, B., Bishop, K., Jones, M., Huang, S.C., Idol, J., Pretorius, P.R., Beirl, A., et al. (2016). Additive reductions in zebrafish PRPS1 activity result in a spectrum of deficiencies modeling several human PRPS1-associated diseases. *Sci. Rep.* 6, 29946. <https://doi.org/10.1038/srep29946>.
63. Liang, J., and Burgess, S.M. (2009). Gross and fine dissection of inner ear sensory epithelia in adult zebrafish (*Danio rerio*). *J. Vis. Exp.* <https://doi.org/10.3791/1211>.
64. Liang, J., Wang, D., Renaud, G., Wolfsberg, T.G., Wilson, A.F., and Burgess, S.M. (2012). The stat3/socs3a pathway is a key regulator of hair cell regeneration in zebrafish. [corrected]. *J. Neurosci.* 32, 10662–10673. <https://doi.org/10.1523/JNEUROSCI.5785-10.2012>.
65. Schindelin, J., Arganda-Carreras, I., Frise, E., Kaynig, V., Longair, M., Pietzsch, T., Preibisch, S., Rueden, C., Saalfeld, S., Schmid, B., et al. (2012). Fiji: an open-source platform for biological-image analysis. *Nat. Methods* 9, 676–682. <https://doi.org/10.1038/nmeth.2019>.
66. Oliveros, J.C. (2007–2015). An Interactive Tool for Comparing Lists with Venn's Diagrams. <https://bioinfogp.cnb.csic.es/tools/venny/index.html>.
67. Qiu, X., Mao, Q., Tang, Y., Wang, L., Chawla, R., Pliner, H.A., and Trapnell, C. (2017). Reversed graph embedding resolves complex single-cell trajectories. *Nat. Methods* 14, 979–982. <https://doi.org/10.1038/nmeth.4402>.
68. Kent, W.J. (2002). BLAT—the BLAST-like alignment tool. *Genome Res.* 12, 656–664. <https://doi.org/10.1101/gr.229202>.
69. Ashburner, M., Ball, C.A., Blake, J.A., Botstein, D., Butler, H., Cherry, J.M., Davis, A.P., Dolinski, K., Dwight, S.S., Eppig, J.T., et al. (2000). Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. *Nat. Genet.* 25, 25–29. <https://doi.org/10.1038/75556>.
70. Carbon, S., Ireland, A., Mungall, C.J., Shu, S., Marshall, B., and Lewis, S. AmiGO Hub; Web Presence Working Group (2009). AmiGO: online access to ontology and annotation data. *Bioinformatics* 25, 288–289. <https://doi.org/10.1093/bioinformatics/btn615>.
71. Gene Ontology Consortium (2021). The Gene Ontology resource: enriching a GOLD mine. *Nucleic Acids Res.* 49, D325–D334. <https://doi.org/10.1093/nar/gkaa1113>.
72. Heinz, S., Benner, C., Spann, N., Bertolino, E., Lin, Y.C., Laslo, P., Cheng, J.X., Murre, C., Singh, H., and Glass, C.K. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol. Cell* 38, 576–589. <https://doi.org/10.1016/j.molcel.2010.05.004>.
73. Quinlan, A.R., and Hall, I.M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* 26, 841–842. <https://doi.org/10.1093/bioinformatics/btq033>.
74. Quinlan, A.R. (2014). BEDTools: the Swiss-army tool for genome feature analysis. *Curr. Protoc. Bioinformatics* 47. <https://doi.org/10.1002/0471250953.bi1112s47>.
75. Ganis, J.J., Hsia, N., Trompouki, E., de Jong, J.L.O., DiBiase, A., Lambert, J.S., Jia, Z., Sabo, P.J., Weaver, M., Sandstrom, R., et al. (2012). Zebrafish globin switching occurs in two developmental stages and is controlled by the LCR. *Dev. Biol.* 366, 185–194. <https://doi.org/10.1016/j.ydbio.2012.03.021>.
76. Quillien, A., Abdalla, M., Yu, J., Ou, J., Zhu, L.J., and Lawson, N.D. (2017). Robust identification of developmentally active endothelial enhancers in zebrafish using FANS-assisted ATAC-seq. *Cell Rep.* 20, 709–720. <https://doi.org/10.1016/j.celrep.2017.06.070>.
77. Mahony, S., and Benos, P.V. (2007). STAMP: a web tool for exploring DNA-binding motif similarities. *Nucleic Acids Res.* 35, W253–W258. <https://doi.org/10.1093/nar/gkm272>.

STAR★METHODS

KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		
Alexa Fluor 488 Phalloidin	Invitrogen	Cat#A12379
Alexa Fluor 568 Goat anti-Rabbit IgG	Invitrogen	Cat#A11036; RRID: AB_10563566
Sox2 antibody	GeneTex	Cat#GTX124477; RRID: AB_11178063
**Chemicals, peptides, and recombinant proteins**		
Diphtheria Toxin, from <i>Corynebacterium diphtheriae</i>	Sigma-Aldrich	D0564
MS-222	Western Chemical, Inc	TRSI; CAS: 886-86-2
EnGen Cas9 NLS, <i>S. pyogenes</i>	New England Biolabs	Cat#M0646T
AmpliTaq Gold DNA Polymerase with Gold Buffer and MgCl ₂	Applied Biosystems	Cat#4311818
GeneScan ROX400 size standard	Applied Biosystems	Cat#402985
HiDi Formamide	Applied Biosystems	Cat#4311320; CAS: 75-12-7
Phusion DNA Polymerase	New England Biolabs	Cat#M0530
pCR2.1-TOPO cloning kit	Invitrogen	Cat#450641
TRIzol Reagent	Invitrogen	Cat#15596026
PowerUp SYBR Green Master Mix	Applied Biosystems	Cat#A25779
SuperScript III Reverse Transcriptase	Invitrogen	Cat#18080044
Copper (II) Sulfate	Sigma-Aldrich	Cat#451657; CAS: 7758-98-7
YO-PRO-1	Life Technologies	Cat#Y3603
**Critical commercial assays**		
Chromium Single Cell 3' GEM, Library & Gel Bead Kit v3	10x Genomics	1000092
Chromium Chip B Single Cell Kit	10x Genomics	1000074
Chromium Single Cell ATAC Library & Gel Bead Kit	10x Genomics	1000111
Chromium i7 Multiplex Kit N Set A	10x Genomics	1000084
Chromium Single Cell ATAC Chip E Kit	10x Genomics	1000086
Bioanalyzer DNA High Sensitivity Kit	Agilent	5067-4626
Acridine Orange/Propidium Iodide (AO/PI) Cell Viability Kit	Logo Biosystems	LGBD10012
NextSeq 500/550 High Output Kit v2.5 (150 cycles) 400 million reads	Illumina	20024907
**Deposited data**		
Raw data	This paper	GEO: GSE192947
Genome Reference Consortium Zebrafish Build 11	Genome Reference Consortium	https://www.ncbi.nlm.nih.gov/grc/zebrafish
**Experimental models: Cell lines**		
TAB5 zebrafish inner ear sensory epithelia, saccule and utricle	Burgess Lab	N/A
Tg(<i>myo6b</i> :DTR) zebrafish inner ear sensory epithelia, saccule and utricle	Burgess Lab	N/A
sox2 ^{hg138} zebrafish inner ear sensory epithelia, saccule and utricle	Burgess Lab	N/A
**Experimental models: Organisms/strains**		
Tg(<i>myo6b</i> :hDTR)	Burgess Lab	N/A
sox2 ^{hg138}	Burgess Lab	ZDB-ALT-220104-7
sox2 ^{hg139}	Burgess Lab	ZDB-ALT-220329-6
sox2 ^{hg140}	Burgess Lab	ZDB-ALT-220329-7
TAB5	Burgess Lab	N/A

(Continued on next page)

**Continued**		
REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Oligonucleotides**		
See Table S17 for Oligonucleotides used in this study	N/A	N/A
**Software and algorithms**		
10x Genomics Cell Ranger 6.0.0	10x Genomics	https://support.10xgenomics.com/single-cell-gene-expression/software/overview/welcome
10x Genomics Cell Ranger ATAC 2.0.0	10x Genomics	https://support.10xgenomics.com/single-cell-atac/software/overview/welcome
Seurat code for processing scRNA-seq data	Stuart et al., 2019; Butler et al., 2018	https://satijalab.org/seurat/index.html
Signac code for processing scATAC-seq data	Stuart et al., 2019; Butler et al., 2018	https://satijalab.org/signac/index.html
Monocle3	Trapnell et al., 2014	https://cole-trapnell-lab.github.io/monocle3/
GREAT 3.0.0	Hiller et al., 2013	http://great.stanford.edu/great/public-3.0.0/html/
LiftOver	Kent et al., 2002	https://genome.ucsc.edu/cgi-bin/hgLiftOver
Prism 9	GraphPad	https://www.graphpad.com
R/RStudio	RStudio Team, 2020	https://www.rstudio.com
AMIGO 2	M. Ashburner et al., 2000; S. Carbon et al., 2009; C. Gene Ontology, 2021	http://amigo.geneontology.org/amigo
HOMER	Heinz et al., 2010	http://homer.ucsd.edu/homer/
BEDTools	A. R. Quinlan et al., 2010; A. R. Quinlan, 2014	http://bedtools.readthedocs.io/en/latest/
ImageJ/FIJI	J. Schindelin et al., 2012	https://imagej.net/software/fiji/#downloads
Venny 2.1.0	J. C. Oliveros, 2007–2015	https://bioinfogp.cnb.csic.es/tools/venny/
**Other**		
Luna Automated Fluorescence Cell Counter	Logo Biosystems	LGBD10002
NextSeq 550 Sequencing System	Illumina	https://www.illumina.com
Zeiss LSM 880 Confocal	Zeiss	https://www.zeiss.com/corporate/int/home.html
35G Beveled Needle	World Precision Instruments	NF35BV-2
Chromium Controller	10x Genomics	https://www.10xgenomics.com/instruments/chromium-controller
ABI Genetic Analyzer 3130xl	Applied Biosystems	Cat#4359571
QuantStudio 3 Real-Time PCR System	Applied Biosystems	Cat#A28567
2100 Bioanalyzer Instrument	Agilent	G2939B
10 μ L NanoFil microsyringe	World Precision Instruments	NANOFIL

RESOURCE AVAILABILITY

Materials availability

Data and code availability

Single-cell RNA-seq and single-cell ATAC-seq data is available on the NCBI Gene Expression Omnibus (GEO) with accession GSE192947. The accession number is also listed in the [key resources table](#). All other data are available in the main text or the [supplementary materials](#).

This paper does not report original code. DOIs for pre-existing code used in this paper is listed in the [key resources table](#).

EXPERIMENTAL MODEL AND SUBJECT DETAILS

TAB5 (wild-type, WT), Tg(*myo6b*:hDTR), *sox2*^{hg138}, *sox2*^{hg139}, and *sox2*^{hg140} zebrafish used in this study were housed and raised on a recirculating aquaria system at the National Institutes of Health, using methods and parameters previously described.⁵⁵ For adult hair cell ablation studies, adult zebrafish were randomly selected and represented roughly equal numbers of males and females. As sex was not tracked during the experiments, potential effects stemming from sex differences could not be determined. All experiments were approved by the Institutional Animal Care and Use Committee for the National Human Genome Research Institute under Animal Study Protocol: G-01-3.

METHOD DETAILS

Adult zebrafish diphtheria toxin administration

Diphtheria toxin was purchased from Sigma-Aldrich and dissolved in 1X PBS. 6 to 10 month-old wild-type (TAB5) and transgenic adult zebrafish of mixed sex were given one intraperitoneal (IP) injection with diphtheria toxin using a 10 μ L NanoFil^{TM} microsyringe with a 35G beveled needle. Total protein injected into each fish was 0.05 ng in a total volume of 1 μ L. Fish were fasted for 24 hours prior to IP injection. Buffered tricaine (<0.04 g/L, MS-222) diluted in aquaria water was used to immobilize the fish, they were then placed (inverted) into a cut sponge and given the IP injection into the abdominal cavity, posterior to the pelvic girdle. Immediately after injection, fish were recovered in fresh system water and maintained off system for up to 23 days at a maximum density of 5 fish/L. Fish were fed Gemma 300 at approximately 1.5% body weight daily. Water quality (pH, ammonia, nitrite, nitrate, temperature) was monitored twice daily. At least 50% of the water was changed daily. Health monitoring was performed twice daily and any fish that appeared to be in pain or distress were euthanized. On days 4, 5, and 7, adult zebrafish were randomly selected and represented roughly equal numbers of males and females. Inner ear tissues were harvested for profiling experiments and over a broader range for other experiments. All experiments were approved by the Institutional Animal Care and Use Committee for the National Human Genome Research Institute under Animal Study Protocol: G-01-3.

Fine dissection of adult inner ear for single cell suspensions

For single-cell experiments, fresh inner ear sensory epithelia (sacculle and utricle) were harvested from at least 35 adult zebrafish of mixed sexes on days 4, 5, and 7 post-DT injection. Adult zebrafish were euthanized with buffered MS-222 followed by decapitation. Inner ear organs were removed from heads of decapitated zebrafish as described.⁵⁶ Fine dissection of inner ear sensory epithelia was carried out in 1X PBS without calcium and magnesium. Sacculle and utricle were separately processed for single-cell experiments.

Single-cell suspensions on adult sensory epithelia

Dissected sensory epithelia were dissociated for single-cell experiments using a previously described protocol with 1% BSA used in place of FBS.⁵⁷ 10–15 pairs of sensory epithelia (sacculle or utricle) were dissected, enzymatically digested and filtered, and then consolidated during the filtration step of the single-cell suspension preparation. Consolidated cell suspensions were then centrifuged for 5 minutes at 700 g at room temperature and resuspended in 20 μ L of 1X PBS (without calcium and magnesium) with 0.04% BSA. Cell number and viability was determined using a Luna Automated Fluorescence Cell Counter and Acridine Orange/Propidium Iodide (AO/PI) Cell Viability Kit (Logo Biosystems). Cell viability ranged from 80%–95%.

10x genomics scRNA-seq library construction

How the deposited data were processed for this re-analysis (not part of the article)

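The samples were inner ear sensory epithelia of adult zebrafish aged 6 to 10 months. For single-cell suspensions the paper gives 10 to 15 pairs of epithelia, digested and then joined at filtration. It gives at least 35 fish for days 4, 5 and 7 after DT. Single-cell RNA sequencing covered 12 libraries, 1 of the saccule and 1 of the utricle for each of untreated wild type (WT), WT 4 days after diphtheria toxin (DT), untreated DTR fish (with the toxin receptor under the myo6b promoter) and DTR fish 4, 5 and 7 days after DT. Single-cell ATAC sequencing covered 11 libraries of the same conditions without the utricle of WT fish after DT, and bulk ATAC sequencing covered 3 saccule and 3 utricle replicates of untreated WT fish. The DT dose is given as 0.05 ng in 1 µl per fish. The 6 libraries of DTR fish after DT are called regenerating and the others non-regenerating, as in the paper's methods.

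The deposited scRNA-seq values are UMI counts per gene and cell barcode that the authors made with Cell Ranger (version 6.0.0 in the methods, 3.0.2 in the sample labels) against the danRer11 genome, filtered by that program to cell barcodes and with no further normalization. The deposited scATAC-seq values are counts of transposase cut sites per peak and cell that the authors made with Cell Ranger ATAC (version 2.0.0 in the methods, 1.1.0 in Table S9), with peaks called by that program in each library separately. The deposited score of the bulk ATAC-seq peaks is 10 times the −log10 q that the authors obtained with MACS2 for each replicate, capped at 1000, after alignment with Bowtie2 (sample labels). In the names of these peaks the letters p and q stand for each other, since the score is 10 times the number after the letter p and that number is the lower in every peak. The unit of each column was checked against the range and sums of its values.

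The scRNA-seq libraries held 66236 barcodes, 27597 genes and 73468331 UMIs in all. Symbols shared by several gene IDs (527) were kept apart by ID. Following the paper, cells with 200 to 1000 genes and at most 5% mitochondrial UMIs were kept, 15306 in all. Barcodes, kept cells and the median UMIs per barcode were 4700, 557 and 756 in the untreated WT saccule, 5471, 347 and 811 in the untreated WT utricle, 3711, 895 and 849 in the day 4 DT WT saccule, 4254, 398 and 855 in the day 4 DT WT utricle, 5752, 832 and 788 in the untreated DTR saccule, 4869, 555 and 836 in the untreated DTR utricle, 7000, 1334 and 604 in the day 4 saccule, 7333, 1994 and 603 in the day 4 utricle, 5585, 1862 and 945 in the day 5 saccule, 5416, 3796 and 887 in the day 5 utricle, 6075, 907 and 967 in the day 7 saccule and 6070, 1829 and 878 in the day 7 utricle. In Seurat 5.3.0 the libraries were integrated by reciprocal principal component analysis (2000 variable genes, 20 dimensions), and cells were clustered by the Louvain method on 10 components at resolution 0.5. Genes of the Sox, sine oculis, mitochondrial, ribosomal protein, haemoglobin, heat shock and immediate early families, and 13 genes that the paper names as changed, such as atoh1a and pax2a, were kept out of the variable genes, 238 in all, so that they did not form the clusters. A cluster took the name of the cell type with at least 3 of its markers among the genes that were at least 2-fold higher there (a log2 fold of 1 over the other cells with 10 CPM added) and found in at least 10% of its cells, and was left unnamed when another type had as many markers, when another type led among its top 10 genes or when none of its own markers was there. Marker lists were written before the data were examined. The limits of this rule and the Leiden settings were set after the data were opened and before any condition was compared. The clusters are called SC-like, PC-like and HC-like (supporting, progenitor and hair cells). Clusters depend on processor arithmetic at their borders, so the run was fixed to 1 thread and 1 instruction set. Earlier runs without this had been seen.

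UMIs were summed per library and class, and libraries with at least 20 cells of a class entered. SC-like cells numbered 82 to 532 per library, PC-like cells 55 to 1033 and HC-like cells 14 to 1544. HC-like cells of the untreated WT and day 4 DT WT saccules were too few, so HC-like comparisons use 6 against 4 libraries. Sums were tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F test) with the organ as a term, and p-values were adjusted by the method of Benjamini and Hochberg within a comparison, with 0.05 as the threshold. CPM are UMIs of a gene scaled to the total of its class and library times its TMM factor, and ± gives the SD over libraries. In comparisons of HC genes over all cell types, no TMM factor was applied, so CPM of the same gene differ between the 2 uses. A value near 0 is uncertain by its counts, so ratios against 1 to 3 UMIs carry a 95% counting interval and ratios against 0 are lower bounds with 3 UMIs over the group. Compared were regenerating and non-regenerating libraries, each day with untreated DTR, saccule and utricle (conditions as blocks), the 3 non-regenerating conditions with each other, the organ by regeneration interaction, the classes with each other (libraries as blocks), and young and mature HC-like clusters within regenerating libraries (libraries as blocks). Where a condition has 2 libraries, the spread is estimated over all libraries of the model. Gene lists were tested with camera of limma 3.58.1 with its preset correlation, and medians are over the genes tested. Shares of cells and of UMIs and accessibility at single loci were compared by exact permutation tests, two-sided, over all arrangements of the libraries, paired where stated. These arrangements count saccule and utricle of a condition as independent, and the paper does not state whether they came from the same fish.

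Gene lists written before the data were examined held 30 of 30 SC markers, 20 of 23 PC markers, 31 of 31 HC markers, 28 of 28 leukocyte markers, 19 of 19 mesenchyme and otic capsule markers, 14 of 14 glia and neuron markers, 9 of 10 erythrocyte markers, 15 of 15 endothelium markers, 10 of 11 ionocyte and dark cell markers, 7 of 8 pigment cell markers, 8 of 8 skin keratinocyte markers, 9 of 9 muscle markers, 32 of 33 genes of the list Notch pathway, 26 of 28 genes of the list Wnt pathway, 18 of 19 genes of the list Fgf pathway, 25 of 25 genes of the list Sox family, 19 of 19 genes of the list sine oculis and Eya family, 37 of 38 genes of the list otic transcription factors, 41 of 42 genes of the list cell cycle, 30 of 34 genes of the list hair bundle and mechanotransduction, 28 of 30 genes of the list ribbon synapse and channels, 17 of 19 genes of the list otolith and tectorial matrix, 28 of 29 genes of the list heat shock and unfolded protein, 37 of 38 genes of the list immediate early and dissociation, 35 of 35 genes of the list inflammation and cytokine, 28 of 28 genes of the list antioxidant and metal, 32 of 34 genes of the list epithelial junction and cytoskeleton, 30 of 31 genes of the list Hippo, Egf and injury matrix, 19 of 20 genes of the list apoptosis, 94 of 94 genes of the list ribosomal proteins and 13 of 13 genes of the list mitochondrial in these data. The 9 modules of Table S8 held 1050, 689, 516, 278, 147, 144, 23, 22 and 22 genes. The endothelium, pigment cell, skin keratinocyte and muscle markers had too few genes past the filter in each class for a test of the list, and in naming clusters they gave 1 endothelium-like cluster and none of the other 3 types. The markers come from general knowledge of these cell types, the modules from this study's own libraries.

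Genes are named by a rule written before the data were examined: every gene the paper names at a claim, in each class the 10 largest rises and 10 largest falls among genes past the threshold with a mean of at least 20 CPM and the same direction in both organs, up to 4 members of each list past the threshold with the largest change, the 5 largest rises and falls in the other comparisons, and the 5 largest rises and falls among accessible regions. 1 list member that the rule names is not reported here. Values in the paper's tables had been seen before. The largest differences between classes are not listed, since they define the clusters. Members of a list that lost their call without 5 or more libraries are counted and not named. Where genes outside the rule are named, the text says so.

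For HC genes outside HCs, cells were thinned at random to 400 UMIs (200 as an alternative), and shallower cells were left out. Doublet scores came from scrublet in scanpy 1.11.5. In the scATAC-seq data, cells and peaks per library were 5264 and 100987 in the untreated WT saccule, 1535 and 103245 in the untreated WT utricle, 261 and 11619 in the day 4 DT WT saccule, 4320 and 96860 in the untreated DTR saccule, 2432 and 80103 in the untreated DTR utricle, 225 and 57477 in the day 4 saccule, 398 and 98266 in the day 4 utricle, 15982 and 111585 in the day 5 saccule, 5409 and 97170 in the day 5 utricle, 3267 and 89516 in the day 7 saccule and 3187 and 110704 in the day 7 utricle. Overlapping peaks were merged into 188998 regions, of which 11038 were called in all 11 libraries, and cut sites in these were summed per library and tested with edgeR in the same way. A peak was counted as emerging when no untreated peak lay within 100 bp. Bulk peaks (95904 in the utricle EJ01, 91606 in the saccule EJ02, 82088 in the utricle EJ03, 5429 in the saccule EJ04, 87920 in the utricle EJ05 and 144769 in the saccule EJ06) were compared by Jaccard index and overlap with bedtools 2.31.1, against 100 random placements of the peaks. Coordinates are of danRer11.

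The tests were tested on simulated data, with 200 changed genes among counts drawn from the means and library sizes of the real ones. Of the genes that passed the filter, changes of 2-fold were recovered at 68.1%, 74.7% and 30% in SC-like (3858 genes), PC-like (2596) and HC-like cells (3456), and of 4-fold at 98.9%, 100% and 79.8%, with 8, 17 and 1 false calls (4.82%, 9.83% and 1.01% of all calls). For the 11038 regions 78% and 96% were recovered with 6 false calls.

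Alternatives were DESeq2 1.42.0 with its size factors, no filter beyond 1 count, no organ term, sums over both organs, each non-regenerating condition alone, each day left out, equal numbers of cells, wider limits of 2500 genes and 10% mitochondrial UMIs, resolution 1.0, Leiden clusters without integration (leidenalg 0.10.2, 20 components, resolution 1.0, 15 neighbours), heat shock and immediate early genes left out before normalization, each library left out in turn, and an estimated correlation between genes for lists. DESeq2 gives no adjusted p to genes under its own filter on low counts, and such genes are said to be set aside by it. A fit with poscounts size factors over all genes with a count was run before the DESeq2 fit with its default size factors, and is kept as an addition. Added after the data were seen were also random seeds 2 and 3, removal of the highest 6% of doublet scores, the unnamed clusters with most PC markers counted as PC-like, single clusters, and the regions called in 10 libraries. Real splits of the libraries were set against up to 100 splits, leaving out those for which the model could not be fitted.

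Left out were lateral line data, quantitative PCR, imaging and mutants, which these data do not cover, and pseudotime and motif analyses. Reads were not analysed here. The places of peaks relative to genes were not analysed here, since no annotation of danRer11 was used. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 and R 4.3.3 were used for the other steps.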

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

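The tests of the limit on mitochondrial UMIs with the gene limit unchanged, the comparison with the spread of the libraries, the test of WT against DTR fish for the HC-like share, the test of free RNA for HC genes in SC-like cells, and the comparisons with other splits of the libraries were chosen after the results were seen. In 122 groups of 4 to 10 libraries, 10 had a library far from the others of its group, and chance flags about 1 in 20 groups. The day 5 utricle kept 70.09% of its barcodes, against 14.9% to 33.3% in the other regenerating libraries. Among scATAC-seq libraries, the day 5 saccule held 15982 cells, against 225 to 5409 in the other regenerating libraries. The day 4 DT WT saccule held 11619 peaks and 16% of its fragments in peaks, against 80103 to 103245 peaks and 55.9% to 60.6% in the other non-regenerating libraries.

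Levels of 6 genes in single libraries stood apart from those of the other libraries of the group. In SC-like cells of the untreated WT utricle dla was at 25.4 CPM, against 4.74 to 7.21, and in its PC-like cells sox21a was at 321 CPM, against 72.2 to 84.2. In PC-like cells of the day 7 saccule pax2a was at 376 CPM, against 144 to 203. In HC-like cells of the untreated DTR saccule pvalb8 was at 1024 CPM, against 0 to 141, six1a at 226 CPM, against 128 to 141 and six1b at 625 CPM, against 869 to 899. These are 3 values of the same library, which holds 63 HC-like cells.

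The change with regeneration differed between the organs for 2 genes, by the interaction term of edgeR. In PC-like cells the connective tissue growth factor gene ctgfa fell in the saccule (40.5 against 247 CPM) and not in the utricle (139 against 136 CPM, interaction −2.63, standard error 0.42, adjusted p = 0.0062). In HC-like cells tshba, which encodes a pituitary hormone subunit, was at 4.3 against 2803 CPM in the saccule and at 1.14 against 0 CPM in the utricle (interaction −12.2, adjusted p = 0.017). The non-regenerating saccule value of tshba rests on the untreated DTR saccule alone, since the WT saccules hold under 20 HC-like cells. With 1 library left out, the adjusted p rose above 0.05 for ctgfa without the day 5 saccule (0.059) and for tshba without the day 5 saccule (0.15), day 5 utricle (1.00), day 7 utricle (0.31) or untreated DTR utricle (0.085). Both genes are outside those the paper discusses.

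Outside the sensory classes, pvalb8 stood at 12981 ± 3869 CPM in glia and neuron-like cells of regenerating libraries (SD, n = 6 libraries, 86 cells), against 0 in the single non-regenerating library with at least 5 such cells, the untreated DTR saccule, which had 7. The paper does not analyse this gene in these cells.

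HC-like cells made up a larger share of kept cells in regenerating libraries, and this share was above that of untreated DTR fish, which were given no DT. The limit on mitochondrial UMIs cannot be told apart: with it at 10% and the gene limit unchanged, in the clusters of the wider limits, the difference was 12.1 points, against 15.6 points at 5%. That is more than 0.5 times as large, but the excess over this is within the spread of the libraries (4.26 points, standard error 2.93, exact p = 0.18), which keeps it open. Filtering as a whole cannot be told apart either: over all barcodes the share of UMIs from HC marker genes was 5.87 times as high (log2 ratio 2.55, exact permutation test, two-sided, p = 0.0043), but HC-like cells themselves held more of these genes (log2 ratio 1.96, exact p = 0.0048). This raises the share of UMIs with no change in the share of cells and keeps it open. A difference between WT and DTR fish cannot be told apart from it: the smallest excess of a regenerating library over the untreated DTR library of its organ was 2.02 points, and only 4 of 6 libraries lay above it with the mitochondrial limit at 10% and the gene limit unchanged. Only 2 untreated DTR libraries were made, which keeps this open. An unequal yield of cells from the tissues was not tested. Regrowth of HCs after DT stays among the open explanations. The paper states that HCs are still absent at day 5, when the share here was highest. It counted cells with stained stereocilia and not a class by RNA, so its statement does not decide on regrowth.

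The 19 heat shock genes that fell in at least 1 sensory class took a smaller share of UMIs in regenerating libraries, with log2 ratios of −1.21 in PC-like, −1.19 in HC-like and −0.23 in SC-like cells. They were chosen for this fall, so it is not tested again here. In unnamed cells, which had no part in the choice, the ratio was −1.01 (exact p = 0.0022). With the limit on mitochondrial UMIs at 10% and the gene limit unchanged, in the clusters of the wider limits, the mean ratio over the sensory classes was −0.93. Its excess over 0.5 times the ratio at 5% was −0.48 (standard error 0.10, exact p = 0.0048, n = 6 and 4 libraries), which argues against the step from 10% to 5% as the whole cause. The wider limits still kept a mean of 59.7% of barcodes in non-regenerating and 77.4% in regenerating libraries. Selection by mitochondrial UMIs as such stays open. An effect of DT without HC loss may account for the fall, since the ratio of day 4 DT WT to untreated WT fish was −0.78. Handling that differed between libraries cannot be told apart, since the ratio in leukocyte-like and mesenchyme-like cells was −0.29 (−0.24 and −0.34, exact p = 0.38 and 0.36), between 0 and the change in sensory cells. With 1 library per condition and organ, a handling difference between preparations and a biological response to DT or to HC loss both stay open.

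The 3 HC marker genes that rose in SC-like cells of regenerating libraries, and were chosen for that rise, had a log2 ratio of 2.31 there, at 0.0142% of UMIs. Without the cells with the highest 6% of doublet scores it was 2.08, with an excess over 0.5 times the ratio of all cells of 0.93 (standard error 0.26, exact p = 0.0022). The scores were not shown to find doublets of SC-like and HC-like cells in these libraries, so this removal leaves such doublets open. Free RNA from HCs in all droplets cannot be told apart: in leukocyte-like and mesenchyme-like cells the mean log2 ratio was 1.32 (0.60 and 2.03, exact p = 0.60 and 0.069), from 33 and 30 UMIs in non-regenerating libraries. These few UMIs keep it open. A start of the HC program in SC-like cells of regenerating fish also stays open.

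Other splits of the libraries into groups of the same sizes were run for the comparisons given here, and the highest count of any other split is given beside the real count. They were not run for single days, control conditions or interactions. Between regenerating and non-regenerating libraries, only 1 of 100 splits, the real one, was as large in SC-like (979 genes, at most 437), PC-like (687 genes, at most 148) and HC-like (653 genes, at most 44) cells. The same held for the genes shared by the classes (73, at most 0), but other splits had a median of 0 genes per class, so little overlap was possible. These splits count saccule and utricle of a condition as independent, although they may come from the same fish. Keeping the organs of a condition together leaves too few splits for a share under 0.05, so a chance division is not excluded. The classes and the young and mature HC-like clusters were formed from expression, so the real split had to give more than others, and these counts decide nothing for PC-like against SC-like (2459 genes, at most 1603), HC-like against PC-like (3295 genes, at most 2223) and HC-like against SC-like (4104 genes, at most 2788) cells and for young against mature clusters (2197 genes, at most 672). Between saccule and utricle over all libraries 1 of 95, 1 of 95 and 1 of 93 splits, the real one, was as large in SC-like (441 genes, at most 126), PC-like (205 genes, at most 131) and HC-like (270 genes, at most 183) cells. The other splits were not held to divide each condition between the groups, as the real one does where both organs entered. They could call fewer genes for that reason, so these counts decide nothing. In regenerating or non-regenerating libraries alone there are 10 splits, too few for a share under 0.05. As large as the real split was 1 for regenerating libraries in SC-like (603 genes, at most 2), PC-like (330 genes, at most 3) and HC-like (270 genes, at most 57) cells, and 1 for non-regenerating libraries in SC-like (82 genes, at most 3) and 3 in PC-like (4 genes, at most 8) cells. For accessible regions edgeR called 0 in the real split and at most 0 in the others, so the comparison of 99 splits decides nothing (742 regions at an unadjusted p under 0.05, and 47 called by DESeq2).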

How the results depend on the processing

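Most alternatives were set before the data were examined. Chosen after results were seen were poscounts size factors, the changed random seeds, the removal of the highest 6% of doublet scores, the wider PC-like class, single clusters, the DESeq2 counts without its filter on low counts, the estimated correlation for modules, the 10 scATAC-seq libraries, the accessibility per kb called and that of the other peaks of both loci, the fragment shares, cell shares by condition and with the mitochondrial limit alone moved, and the libraries left out singly from comparisons of organs within regenerating or non-regenerating libraries, of controls, classes and single loci, and from interactions. Over the counts, shares and ratios that answer a comparison, 415 values under other settings kept their direction and side of the threshold, or stayed within 1.5 times of a count, and the others are given here. Where fewer cells or libraries entered a fit its power was lower by construction, and elsewhere the cause was not tested.

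Between regenerating and non-regenerating SC-like cells, the 979 changed genes became 647 with no organ term, 470 without day 4 and 642 without day 7. PC-like cells went from 687 to 441 with the organs of a condition summed, 425 without day 4 and 333 in Leiden clusters without integration, to 1129 in the wider class with unnamed clusters 4 and 9, and to 252 and 446 in clusters 1 and 2 alone. HC-like cells went from 653 to 290 without day 5 and 314 in cluster 0 alone. Against untreated DTR libraries alone, 299 genes changed in PC-like and 320 in HC-like cells. Against untreated WT alone it was 307 in SC-like, 179 in PC-like and 6 in HC-like cells, and against day 4 DT WT alone 306, 268 and 23. With equal numbers of cells per library the counts were 199, 302 and 122. With the wider limits on cells, which bring in more cells, they were 3270, 1612 and 2058. Libraries left out singly gave 661 to 1118, 574 to 708 and 381 to 750 (381 without the untreated DTR saccule, 386 without the day 5 utricle and 430 without the untreated DTR utricle).

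The scaling sets where 0 lies in these comparisons. With DESeq2's poscounts size factors the median log2 fold change of all tested genes moved by −0.08 in SC-like, 0.43 in PC-like and 0.78 in HC-like cells, and the calls went from 979 (490 up, 489 down), 687 (348 up, 339 down) and 653 (340 up, 313 down) to 654 (260 up, 394 down), 1174 (1058 up, 116 down) and 1389 (1318 up, 71 down). With no filter on low counts it moved by −0.08, 0.25 and 0.40, with 923 (431 up, 492 down), 864 (658 up, 206 down) and 787 (644 up, 143 down) called. Changes of single genes in PC-like and HC-like cells are relative to this choice.

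Against untreated DTR libraries on days 4, 5 and 7, edgeR called SC-like cells 1011, 312 and 847, PC-like cells 594, 230 and 652 and HC-like cells 454, 828 and 545. DESeq2 with its filter called SC-like 290, 56 and 301, PC-like 317, 119 and 379 and HC-like 277, 523 and 309. With no filter SC-like cells had 534, 151 and 406. At the paper's limits of an unadjusted p of 0.1 and a fold change of 0.25 the counts were 2087, 1478 and 1953 in SC-like, 1654, 1273 and 1651 in PC-like and 1430, 1693 and 1464 in HC-like cells. Each group holds 2 libraries, and leaving out 1 leaves a lone library that is assumed to vary like the others. SC-like counts were then 169 to 1368 (169 without the untreated DTR saccule, 258 without the day 4 saccule and 599 without the day 4 utricle) on day 4, 31 to 752 (31 without the day 5 saccule, 40 without the untreated DTR saccule, 200 without the day 5 utricle and 752 without the untreated DTR utricle) on day 5 and 251 to 1197 (251 without the untreated DTR saccule, 432 without the day 7 saccule and 504 without the day 7 utricle) on day 7. In PC-like cells they were 282 to 687 (282 without the day 4 utricle and 330 without the day 4 saccule), 68 to 487 (68 without the day 5 utricle, 142 without the day 5 saccule and 487 without the untreated DTR saccule) and 278 to 768 (278 without the day 7 utricle), and in HC-like cells 199 to 478 (199 without the untreated DTR utricle and 289 without the day 4 utricle), 381 to 915 (381 without the untreated DTR utricle, 477 without the day 5 utricle and 535 without the day 5 saccule) and 232 to 664 (232 without the untreated DTR utricle and 336 without the day 7 utricle).

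Between saccule and utricle over all libraries, 441 SC-like, 205 PC-like and 270 HC-like genes became 288, 132 and 66 with DESeq2 and 211, 33 and 27 without the condition as a block. Without the 2 libraries of 1 condition they were 264 to 517 (264 without the day 5 pair and 292 without the day 4 pair), 63 to 264 (63 without the day 7 pair, 73 without the day 5 pair and 87 without the day 4 pair) and 56 to 332 (56 without the day 5 pair and 101 without the day 7 pair). In non-regenerating libraries, DESeq2 called 27 SC-like genes where edgeR called 82, and 11 PC-like genes where edgeR called 4 and, with no filter, 17. Left-out libraries gave 43 to 164 (43 without the day 4 DT WT saccule, 49 without the day 4 DT WT utricle, 155 without the untreated WT utricle and 164 without the untreated WT saccule) and 14 to 28 (14 without the day 4 DT WT utricle, 16 without the day 4 DT WT saccule or untreated DTR utricle, 17 without the untreated WT utricle, 20 without the untreated WT saccule and 28 without the untreated DTR saccule). In regenerating libraries DESeq2 called 231, 111 and 49 where edgeR called 603, 330 and 270, and left-out libraries gave 173 to 478 (173 without the day 5 saccule, 227 without the day 5 utricle, 375 without the day 7 saccule and 397 without the day 7 utricle), 215 to 306 (215 without the day 4 saccule and 218 without the day 4 utricle) and 45 to 460 (45 without the day 5 saccule, 49 without the day 5 utricle, 174 without the day 7 utricle, 436 without the day 4 utricle and 460 without the day 4 saccule). Interactions of organ and regeneration went from edgeR's 0 (204 at an unadjusted p under 0.05) to 0 to 1 (1 without the day 4 DT WT saccule) genes in SC-like cells, from 1 to 0 to 2 (0 without the day 5 saccule and 2 without the untreated WT saccule or day 4 DT WT utricle or untreated DTR saccule or day 5 utricle) in PC-like and from 1 to 0 to 2 (0 without the untreated DTR utricle or day 5 saccule or day 7 utricle or day 5 utricle and 2 without the day 4 saccule or untreated WT utricle) in HC-like cells.

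Comparisons of control conditions rest on 2 libraries each. SC-like cells of untreated DTR and untreated WT differed in 3 genes, in 21 with no filter and in 17 to 90 (17 without the day 4 DT WT saccule, 19 without the day 4 DT WT utricle, 22 without the untreated DTR saccule, 29 without the untreated DTR utricle, 34 without the untreated WT saccule and 90 without the untreated WT utricle). PC-like cells of untreated DTR and untreated WT differed in 0 genes, in 3 with DESeq2 and 14 with no filter and in 3 to 31 (3 without the untreated WT utricle, 11 without the untreated DTR utricle, 13 without the day 4 DT WT utricle, 15 without the untreated WT saccule, 16 without the day 4 DT WT saccule and 31 without the untreated DTR saccule). SC-like cells of day 4 DT WT and untreated WT differed in 3 genes, in 15 with DESeq2 and 20 with no filter and in 3 to 99 (16 without the day 4 DT WT utricle, 36 without the untreated WT utricle, 38 without the untreated DTR utricle, 40 without the untreated DTR saccule and 99 without the untreated WT saccule). PC-like cells of day 4 DT WT and untreated WT differed in 3 genes, in 12 with DESeq2 and 11 with no filter and in 5 to 59 (5 without the day 4 DT WT utricle, 6 without the untreated WT utricle, 7 without the day 4 DT WT saccule, 16 without the untreated WT saccule, 33 without the untreated DTR utricle and 59 without the untreated DTR saccule). SC-like cells of untreated DTR and day 4 DT WT differed in 12 genes, in 38 with no filter and in 10 to 160 (22 without the day 4 DT WT utricle, 78 without the untreated DTR utricle, 154 without the untreated WT utricle and 160 without the untreated WT saccule). PC-like cells of untreated DTR and day 4 DT WT differed in 18 genes, in 32 with no filter and in 9 to 51 (9 without the day 4 DT WT saccule, 32 without the day 4 DT WT utricle, 34 without the untreated DTR utricle, 35 without the untreated WT utricle, 36 without the untreated WT saccule and 51 without the untreated DTR saccule). The PC-like 0 between untreated DTR and untreated WT is edgeR's, with 106 genes at an unadjusted p under 0.05.

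Between classes, 2459, 3295 and 4104 genes differed for PC-like against SC-like, HC-like against PC-like and HC-like against SC-like cells. In non-regenerating libraries alone it was 701, 752 and 1078, and with no filter 5288 and 6626 for the last 2.

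No accessible region was called by edgeR over 11 scATAC-seq libraries (742 at an unadjusted p under 0.05). DESeq2 called 47, the comparison with untreated DTR alone 1 and the fit over 10 libraries 5. The share of fragments in peaks went from 5.62 to −2.79 points without the day 4 DT WT saccule (exact p = 0.36), the lowest of its values without 1 library, and was 8.36 at most, without the untreated WT utricle. At sox2, the log2 ratio of accessibility was 0.34, −1.45 per kb called (exact p = 0.46) and 0.29 per kb called without the day 4 DT WT saccule (exact p = 0.071), and past p = 0.05 without the untreated WT utricle (0.51, exact p = 0.014). Left-out libraries gave 0.18 to 0.51 at sox2 and 0.56 to 0.82 at atoh1a, and the atoh1a ratio of 0.66 was 0.69 (exact p = 0.057) without day 4.

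Differences in cell shares kept their sign in every setting. The SC-like fall of 22.6 points was −4.62 (exact p = 0.43) against untreated DTR alone and −20.4 (exact p = 0.052) without day 5. The PC-like rise of 10.3 points was 12.5 (exact p = 0.056) as a share of the 3 classes, 8.16 (exact p = 0.14) against untreated DTR alone, 8.79 (exact p = 0.052) without untreated WT, 8.06 (exact p = 0.062) without day 4, 11.2 (exact p = 0.074) in the wider class and 4.54 (exact p = 0.080) with the mitochondrial limit at 10% and the gene limit unchanged, in the clusters of the wider limits. With the wider limits on both genes and mitochondrial UMIs it was 4.95 (exact p = 0.0498). The HC-like rise of 17.2 points was 14.5 (exact p = 0.14) against untreated DTR alone, where 2 libraries against 6 allow no p under 0.036. With 1 mean of saccule and utricle per condition and the conditions permuted, which allows no p under 0.1, the differences were −22.6 (exact p = 0.20), 10.3 (exact p = 0.10) and 17.2 (exact p = 0.10). Over left-out libraries the differences were −27.7 to −18.8, 9.24 to 12.1 and 14 to 20.2 points. In working runs under other processor arithmetic, seen before the reported clustering was fixed, clusters led by dla and mki67 fell in other classes and the PC-like rise was short of the threshold.

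Of the fixed lists, camera called 12, 12 and 12 in the 3 classes and 0, 0 and 0 with an estimated correlation. Of the modules it called 5, 9 and 9, and 0, 0 and 0 with an estimated correlation. Without thinning, cells with a UMI of atoh1a and myo6b were 0.71 and 0.53 points more frequent among SC-like than leukocyte-like cells, against −0.235 and 0.146 after it.

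Bulk ATAC-seq peaks lay on scATAC-seq peaks at 92.2%, at 89.6% by at least 50% of their length, 97.7% and 98.7% for −log10 q of 5 and 10, 62.4% for peaks of any replicate, and 92.3% to 94.5% without 1 replicate. The excess of the Jaccard index within over between organs was 0.0612, and −0.0299, −0.0305 and −0.0283 without the utricle replicates 1, 3 and 5, 0.0910 to 0.210 without a saccule replicate, and 0.0982 with the same number of top peaks from every list. Emerging peaks made up a mean of 15%, 25.2% against untreated DTR of the same organ and 4.7% among peaks also called in the other organ on that day. Between the organs of the bulk ATAC-seq lists no paired analysis was possible because the organs share no replicate number.

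Among values of named genes under other settings, 8410 kept direction and side of the threshold, 923 fell short of the threshold, 38 passed it, 89 changed sign with neither fit past the threshold and 10 changed sign with 1 of the fits past it. These 10 follow. Against day 4 DT WT alone, hsph1 went from −2.07 to 0.24 in PC-like cells, and in HC-like cells hsph1 from −1.95 to 0.33, hspe1 from −2.01 to 0.32 and rln3a from −3.27 to 5.02. Against untreated DTR alone, CR753876.1 in SC-like cells went from −2.38 to 0.10. With poscounts size factors, mcl1b in HC-like cells went from −0.72 to 0.071. In Leiden clusters, nop58 and npm1a in PC-like cells went from −0.93 and −1.06 to 0.22 and 0.0498, and in HC-like against SC-like cells her4.1 from −0.02 to 0.99 and otogl from −0.60 to 5.1e-05. Of these only her4.1 passed the threshold with the new sign.

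Small changes were hardest to find in HC-like cells, which also had fewer non-regenerating libraries. On simulated data, a change of 2-fold was recovered for 68.1% of genes in SC-like, 74.7% in PC-like and 30% in HC-like cells, and a change of 4-fold for 98.9%, 100% and 79.8%. Not run were the control comparisons of HC-like cells, which had too few cells, young against mature clusters in non-regenerating libraries for the same reason, doublets by the caller's own threshold, which marked 3 barcodes, and the places of peaks near genes, for which no annotation of this genome build was used here.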

Differences from the paper's values

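The clustering with changed random seeds, the organ comparisons and interactions with 1 library left out and the young against mature comparison with 1 library left out were chosen after the data were seen. The paper counts 1,388 genes altered in all 3 classes at an unadjusted p under 0.1 and a fold change of at least 0.25, with cells as replicates. At these limits, with libraries as replicates and each day set against untreated DTR, 749 genes passed in SC-like, PC-like and HC-like cells (764 with the limit read on the log2 scale). The paper tested saccule and utricle apart and took genes that passed in any of these datasets. Here both organs entered the same fit for each day, so the counts come from unlike sets of tests. Of the alternatives set before the data were examined, the absence of a filter on low counts gave 1030, within 1.5 times of the paper's value. DESeq2 gave 465, all 12 libraries 720 and libraries left out singly 569 to 779, which were not. The counts per class were 2746, 2329 and 2254 against the paper's 2,266, 2,564 and 3,164.

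For sox11a in SCs the paper gives a fold change of −0.77, and for sox4b of −1.48, with cells as replicates. The paper's tables head these values as logs without a base, and they were read as natural logs. Here sox11a was at −0.29 in SC-like cells (−0.42 on the log2 scale) and sox4b at −0.55 (−0.80 on the log2 scale), which differ from the paper's values on either scale. On the natural log scale, none of the alternatives set before the data were examined came within the standard error of the paper's value. They ran from −0.47 (against day 4 DT WT alone) to −0.05 (equal numbers of cells) for sox11a and from −0.94 (without day 5) to −0.28 (against untreated WT alone) for sox4b. Read as log2, the paper's value for sox11a lay within the standard error of the wider limits on cells (−0.62), the comparison with day 4 DT WT alone (−0.68) and the fit without day 5 (−0.56). That for sox4b lay within the standard error of the wider limits on cells (−1.31), the comparison with untreated DTR alone (−1.19) and the fit without day 5 (−1.36). No other of these alternatives came so close on the log2 scale. The fall passed the threshold for sox11a with the wider limits on cells or without the untreated WT saccule, and for sox4b with no filter on low counts, at a clustering resolution of 1.0, in Leiden clusters, without day 5, with random seed 2 or without the untreated WT saccule, the day 4 DT WT utricle or either day 5 library. The paper's fold changes of sox4b in PCs and HCs, −0.79 and −1.48, stand against −0.53 and −1.32 here on the natural log scale and −0.77 and −1.90 on the log2 scale, and that of six1b in HCs, 0.57, against 0.48 and 0.69. The value of sox4b in PCs lay closer on the log2 scale, and that in HCs on the natural log scale, where alone it was within the standard error.

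Of the genes that the paper names as raised in regenerating classes, these were not called here at an adjusted p under 0.05. The paper used other limits with cells as replicates, so a gene short of this threshold can still be raised. The paper has her6 raised in SCs and PCs. Here its log2 fold change was 0.33, adjusted p = 0.68, in SC-like and 0.01, adjusted p = 0.99, in PC-like cells. The paper has notch3 raised in PCs, where it was at −0.05, adjusted p = 0.87, while it rose in SC-like cells (0.86, adjusted p = 0.0034). The paper has s100t raised in PCs, where it was at 0.92, adjusted p = 0.48, while it rose in HC-like cells (1.1, adjusted p = 0.022). No setting run called her6, notch3 in PC-like or s100t in PC-like cells. The paper lists six4a among changed genes, and it was past the threshold in no class or setting (0.38, adjusted p = 0.46, 0.00, adjusted p = 1.00 and 0.07, adjusted p = 0.94). Other genes named as changed, namely pax2a, six1b, otogl, atoh1a, s100s, six1a, pou4f1, myo6b and sox4b, changed in the paper's direction in at least 1 of the classes stated. The fall of sox11a was past the threshold in HC-like cells and short of it in SC-like cells, the class for which the paper states it. For sox21a and six4b, which rose in PC-like cells, the paper's text gives no direction. For pax2a in SC-like and HC-like cells the call was lost without single libraries, as given beside the claim.

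The paper finds very few genes that differ between regenerating saccules and utricles and gives no count. In regenerating libraries 603 genes differed in SC-like, 330 in PC-like and 270 in HC-like cells by edgeR at an adjusted p under 0.05 (231, 111 and 49 by DESeq2). The lowest counts without 1 library were 173 and 45 in SC-like and HC-like cells without the day 5 saccule and 215 in PC-like cells without the day 4 saccule. Few genes were called as changing differently with regeneration in the organs, 0 in SC-like (204 at an unadjusted p under 0.05) and 1 in PC-like cells by edgeR's interaction term. In HC-like cells the non-regenerating saccule was 1 library, so the interaction decides little there. The paper states that wnt11 (formerly wnt11r), sema3e, otol1a, nr2f1 and vwa2 do not differ between saccule and utricle in SCs, PCs or HCs in regeneration. In SC-like cells of regenerating libraries sema3e (3.19, adjusted p = 9.6e-08), nr2f1a (3.28, adjusted p = 1.3e-06) and wnt11r (2.80, adjusted p = 5.3e-06) were higher in the saccule, and otol1a was short of the threshold (1.93, adjusted p = 0.075). In PC-like and HC-like cells nr2f1a was higher there as well (5.04, adjusted p = 1.7e-09 and 6.50, adjusted p = 8.2e-10). The paper calls controls essentially identical. By edgeR 12 SC-like and 18 PC-like genes differed between untreated DTR and day 4 DT WT libraries, among them her15.1 in both classes, in SC-like cells not without the untreated DTR saccule (0.12).

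The paper assigns Module 1 to immature and Module 3 to mature HCs. In the cluster with the higher ribosomal share, young by the paper's criterion, Module 1 genes took 10.4 points less of the UMIs than in the mature cluster (6 of 6 libraries, exact p = 0.031), and Module 3 genes did not differ past the threshold in their share (−0.0636 points, exact p = 0.69). Most module genes were open to the clustering and could help to form these clusters, so the differences in part describe them. At resolution 1.0 the Module 1 difference did not hold for every cluster. In the day 5 utricle, clusters 5 and 11 of that resolution held 20.0% and 19.7% of Module 1 genes, at ribosomal shares of 28.2% and 12.4%. The fall of the ribosomal share from 31.4% to 14.5% presses on such shares, and by edgeR 168 of 342 Module 3 genes were higher and 45 lower in the young cluster (median log2 fold change 0.35). Of 731 Module 1 genes tested, 177 were higher and 309 lower there (median log2 fold change −0.23). The paper describes six1b and atoh1a as lowered in mature HCs. six1b was lower in the young cluster (−0.41, adjusted p = 3.0e-04), and atoh1a was higher there (0.23, adjusted p = 0.036), a call that was lost without the day 4 saccule (0.052), day 4 utricle (0.059), day 5 utricle (0.094) or day 7 utricle (0.056). The paper finds HC lineage genes in no cluster other than HCs, but it also names atoh1a and s100t as raised in PCs during regeneration. In PC-like cells atoh1a stood at 228 CPM in regenerating libraries and pvalb8 at 12981 CPM in glia and neuron-like cells, while the share of cells with s100t after thinning was 2.61% in PC-like and 2.23% in leukocyte-like cells. The few endothelium-like cells left open how far free RNA reaches towards the level of atoh1a in PC-like cells. The paper describes an element before sox2 that appears in SCs and PCs in regeneration. Untreated libraries called a peak over each stretch of this locus that regenerating libraries called, with cell types not separated here.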

Other observations

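No test was made of the values given here. As a share of kept cells, HC-like cells made up 2.87% and 11.5% in the saccule and utricle of untreated WT fish and 1.56% and 7.79% in those of WT fish 4 days after DT. In DTR fish they made up 7.57% and 12.4% without DT, 9.60% and 16.9% on day 4, 34.7% and 40.7% on day 5 and 18% and 27.1% on day 7. Each value is 1 library. The paper does not report shares per library.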
